# Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury

**DOI:** 10.15252/embr.202256030

**Published:** 2023-05-08

**Authors:** Can Tan, Pieter R Norden, Wei Yu, Ting Liu, Naoto Ujiie, Sun Kyong Lee, Xiaocai Yan, Yaryna Dyakiv, Kazushi Aoto, Sagrario Ortega, Isabelle G De Plaen, Venkatesh Sampath, Tsutomu Kume

**Keywords:** CXCL12, intestinal regeneration, ischemia, paracrine signaling, Wnt/R‐spondin, Molecular Biology of Disease, Vascular Biology & Angiogenesis

## Abstract

Intestinal ischemia underlies several clinical conditions and can result in the loss of the intestinal mucosal barrier. Ischemia‐induced damage to the intestinal epithelium is repaired by stimulation of intestinal stem cells (ISCs), and paracrine signaling from the vascular niche regulates intestinal regeneration. Here, we identify FOXC1 and FOXC2 as essential regulators of paracrine signaling in intestinal regeneration after ischemia–reperfusion (I/R) injury. Vascular endothelial cell (EC)‐ and lymphatic EC (LEC)‐specific deletions of *Foxc1*, *Foxc2*, or both in mice worsen I/R‐induced intestinal damage by causing defects in vascular regrowth, expression of chemokine CXCL12 and Wnt activator R‐spondin 3 (RSPO3) in blood ECs (BECs) and LECs, respectively, and activation of Wnt signaling in ISCs. Both FOXC1 and FOXC2 directly bind to regulatory elements of the *CXCL12* and *RSPO3* loci in BECs and LECs, respectively. Treatment with CXCL12 and RSPO3 rescues the I/R‐induced intestinal damage in EC‐ and LEC‐*Foxc* mutant mice, respectively. This study provides evidence that FOXC1 and FOXC2 are required for intestinal regeneration by stimulating paracrine CXCL12 and Wnt signaling.

## Introduction

Tissue regeneration and repair are essential for maintaining physiological homeostasis and rely on the precise control of molecular networks that regulate, or are regulated by, the vasculature. Endothelial cells (ECs) present in the blood and lymphatic vessels are crucial participants in the vascular‐dependent processes that restore damaged tissue because they control the secretion of paracrine factors from both the vessels themselves and nearby cells (Rafii *et al*, 2016). Although significant progress has recently been made toward elucidation of the mechanisms by which the vascular system regulates tissue regeneration and repair, an adequate understanding of the biological processes that contribute to EC‐dependent tissue repair, as well as their roles in the pathogenesis and potential treatment of vascular disease or injury, is crucially dependent on a thorough characterization of how blood/lymphatic vessels control tissue regeneration.

Intestinal ischemia underlies several clinical conditions including ischemic bowel disease and can result in villus dysfunction, bacterial translocation, local and systemic inflammation, and intestinal necrosis in severe cases (Gonzalez *et al*, 2015; Ahmed, 2021). Intestinal ischemia can be caused by thrombus formation in the mesenteric vasculature, embolisms that arise as a consequence of cardiopulmonary disease, and disease‐ or shock‐induced declines in perfusion, as well as when blood flow is interrupted by intestinal transplantation (Gonzalez *et al*, 2015; Bertoni *et al*, 2018). Moreover, impairments in intestinal microvasculature development contribute to the pathogenesis of neonatal necrotizing enterocolitis (NEC), which is the most common devastating gastrointestinal emergency in neonatal patients (Bowker *et al*, 2018). Both homeostasis and repair of the small intestine are mediated via intestinal stem cells (ISCs; Barker *et al*, 2007; Barker, 2014). Active ISCs express the specific marker leucine‐rich repeat‐containing G protein‐coupled receptor 5 (Lgr5) and are located at the base of the crypts of the small intestine where they vigorously proliferate to continuously regenerate the intestinal epithelium. Ischemia/reperfusion (I/R) injury, as well as radiation injury and stresses such as acute inflammation, induce apoptosis in proliferating Lgr5^+^ ISCs (Richmond *et al*, 2018; Gonzalez *et al*, 2019), while ISC regeneration after injury is restored largely by dedifferentiation of crypt cells (Murata *et al*, 2020). However, the mechanisms that coordinate the role of intestinal ECs in intestinal regeneration and repair, and whether blood and lymphatic ECs (BECs and LECs) in the ISC niche regulate the regenerative activity of ISCs, as well as the preservation of the ISC niche after injury, have yet to be fully elucidated.

In adult mice, the proliferation of active ISCs is controlled, in part, by Wnt/β‐catenin signaling (Santos *et al*, 2018; Hageman *et al*, 2020), and canonical Wnt/β‐catenin signaling is promoted by the cooperative activity of Wnt proteins and R‐spondins (RSPO1‐RSPO4). Lgr5 functions (with Lgr4 and Lgr6) as a cognate receptor for R‐spondins and R‐spondins are expressed in mesenchymal stromal cells of the ISC niche (Shoshkes‐Carmel *et al*, 2018; McCarthy *et al*, 2020a), including Pdgfra^lo^Grem1^+^ trophocytes as an essential source of R‐spondins (RSPO1‐RSPO3, especially RSPO3; McCarthy *et al*, 2020b). Foxl1^+^ mesenchymal cells (Telocytes) and other nonepithelial stromal cells express Wnt ligands in the ISC niche (Farin *et al*, 2012; Valenta *et al*, 2016; Shoshkes‐Carmel *et al*, 2018). Both the number of Lgr5^+^ ISCs and the regenerative response to intestinal radiation injury are reduced by cotreatment with RSPO2‐ and RSPO3‐neutralizing antibodies (Storm *et al*, 2016), and the mucosal damage induced by intestinal I/R injury can be rescued by treatment with RSPO3 (Kannan *et al*, 2013). Most importantly, intestinal RSPO3 (Ogasawara *et al*, 2018; McCarthy *et al*, 2020a, 2020b) and Wnt2 (McCarthy *et al*, 2020b) are highly produced by LECs, and RSPO3 produced by intestinal LECs is required for maintaining ISCs in homeostasis and regeneration (Goto *et al*, 2022; Niec *et al*, 2022; Palikuqi *et al*, 2022).

The CXC chemokine CXCL12, also called stromal cell‐derived factor 1 (SDF‐1), is a homeostatic chemokine expressed in many cell types such as stromal cells, ECs, and fibroblasts in various tissues (García‐Cuesta *et al*, 2019). CXCL12 is an essential factor for angiogenesis that involves EC proliferation and migration to form neo‐vessel networks (Herbert & Stainier, 2011). CXCL12 can be induced by hypoxic stress (Hitchon *et al*, 2002; Santiago *et al*, 2011) and regulates angiogenesis in an autocrine/paracrine manner by interacting with the CXCR4 and CXCR7 receptors (Santagata *et al*, 2021). In addition, there is evidence that CXCL12/CXCR4 signaling promotes lymphangiogenesis (Zhuo *et al*, 2012).

FOXC1 and FOXC2 are closely related members of the FOX transcription factor family and have numerous essential roles in cardiovascular development, health, and disease (Golson & Kaestner, 2016). Mutations or changes in the copy number of human *FOXC1* are associated with autosomal‐dominant Axenfeld‐Rieger syndrome, which is characterized by abnormalities in the eye and extraocular defects (Seifi & Walter, 2018), while inactivating mutations of human *FOXC2* are responsible for the autosomal‐dominant syndrome Lymphedema‐distichiasis, which is characterized by obstructed lymph drainage in the limbs and the growth of extra eyelashes (Fang *et al*, 2000). There is also some evidence that *Foxc2* haploinsufficiency in mice increases their susceptibility to DDS‐induced colitis (Becker *et al*, 2015); however, the precise function of FOXC1 and FOXC2 in vascular repair and intestinal regeneration after ischemic injury have yet to be determined.

In this study, we report that FOXC1 and FOXC2 in intestinal BECs and LECs contribute to vascular repair and intestinal regeneration after I/R injury by regulating the expression of paracrine signaling factors. Inducible, EC‐ and LEC‐specific, single and compound mutant mice for *Foxc1* and *Foxc2* showed that the *Foxc* mutations impair regeneration of the small intestine after I/R injury, accompanied by (i) defective repair of intestinal BECs and LECs, (ii) reduced expression of CXCL12 and RSPO3 in intestinal BECs and LECs, respectively, and (iii) decreased activation of the Wnt/β‐catenin pathway in ISCs. Importantly, treatment with either CXCL12 or RSPO3 partially rescues the defects in intestinal repair and regeneration associated with EC‐ and LEC‐*Foxc1/c2* deficiency. Chromatin immunoprecipitation (ChIP) assays reveal that both FOXC1 and FOXC2 proteins bind to the regulatory elements of the *CXCL12* and *RSPO3* loci in BECs and LECs, respectively. Together, our data show a new role for FOXC1 and FOXC2 as key transcriptional regulators of paracrine signaling in the intestinal blood/lymphatic vessels during postischemic intestinal repair/regeneration, and our findings may have important implications for the treatment of ischemic bowel disease by modulating the vascular paracrine signaling pathways.

## Results

### *Foxc1* and *Foxc2* expression in the murine intestine

*Foxc1* and *Foxc2* mRNA expression in intestinal BECs and LECs was evaluated via quantitative PCR (qPCR) of BECs and LECs isolated from the small intestine in adult mice (Fig 1A, Sham). Intestinal ECs are particularly vulnerable to I/R injury, and they undergo apoptosis in response to oxidative stress (Bertoni *et al*, 2018). Thus, we next investigated whether I/R injury alters *Foxc1/Foxc2* expression in the small intestine of adult mice. Intestinal I/R injury (Yoshiya *et al*, 2011) was induced by clamping the superior mesenteric artery for 30 min to induce occlusion; then, the clip was removed, and the small intestine was allowed to reperfuse. *Foxc1/Foxc2* expression was significantly greater in the intestinal BECs of mice that underwent I/R injury than in the BECs of sham‐operated animals (Fig 1A). These results are consistent with previous studies showing that FOXC2 expression in renal tubular cells of the cortex and outer medulla also increases 24 h after kidney I/R injury (Hader *et al*, 2010). There's an increased but not significant trend of *Foxc1* and *Foxc2* in LECs after I/R injury. *Foxc1* but not *Foxc2* was also found increased in epithelial cells (Epis), which were used as a relative control (Fig 1A).

**Figure 1:**
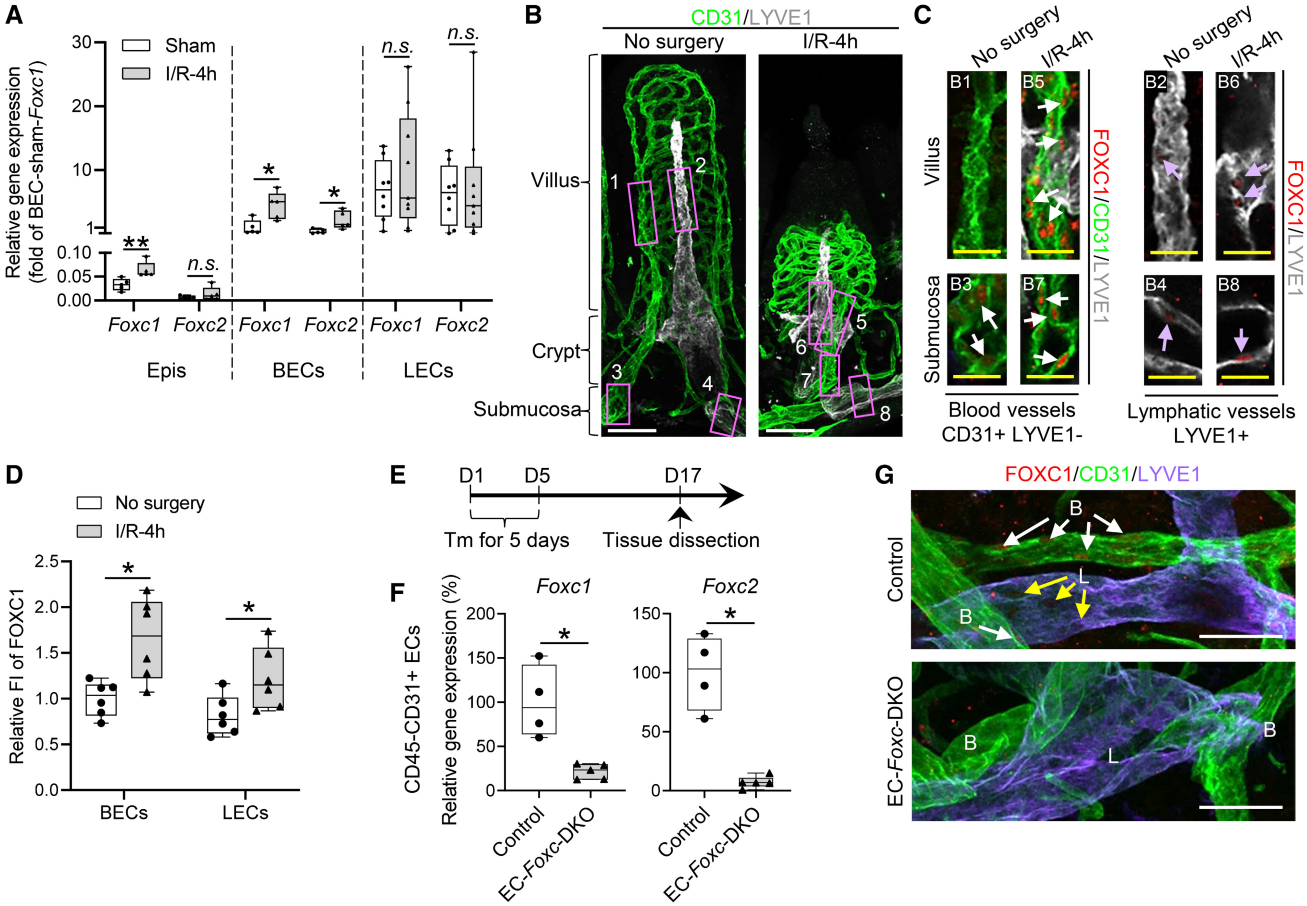
Expression levels of *Foxc1* and *Foxc2* in the mouse small intestine ARelative mRNA expression of *Foxc1* and *Foxc2* in isolated blood endothelial cells (BECs) and lymphatic endothelial cells (LECs) from *Foxc1* ^*fl/fl*^;*Foxc2* ^*fl/fl*^ mouse distal jejuna in sham and I/R‐4 h groups. Isolated epithelial cells (Epis) were used as a relative control, Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 9, *P < 0.05, **P < 0.01, *n.s*., not significant.B, CRepresentative confocal images of the whole‐mount intestine stained with CD31/LYVE1 (B), FOXC1/CD31/LYVE1 (C, left), and FOXC1/LYVE1 (C, right) in *Foxc1* ^*fl/fl*^;*Foxc2* ^*fl/fl*^ mice. Images of maximum intensity projections (B) show the intestinal blood (green) and lymphatic (white) vasculatures from villous to submucosa. The regions in pink box 1 ~ 8 in Fig 1B are chosen for the specific images in Fig 1C. Scale bars = 50 μm. (C) Images of optical sections with high‐magnification chosen from specific regions shown in Fig 1B (B1 ~ B8), with an additional channel of FOXC1 staining (red), show the upregulation of FOXC1 in BECs (white arrows in blood vessels) and LECs (violet arrows in lymphatic vessels) at the level of villus and submucosa 4 h after I/R. Scale bars = 20 μm.DQuantification of fluorescent intensity (FI) of FOXC1 staining in FOXC1^+^ BECs and LECs based on the whole‐mount staining as shown in Fig 1C. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6, *P < 0.05.ESchematic showing the time of tamoxifen (Tm) injection and tissue dissection for Fig 1F and G.FRelative mRNA expression of *Foxc1* and *Foxc2* in isolated CD45^−^CD31^+^ ECs from distal jejuna 12 days after Tm treatment. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 5, *P < 0.05.GRepresentative confocal images of whole‐mount intestines stained with FOXC1/CD31/LYVE1 showing intestinal submucosal blood (B) and lymphatic (L) vessels. In control submucosa, FOXC1 is detected in the nuclei of both BECs (white arrows) and LECs (yellow arrows), but FOXC1 expression in LECs is much weaker than that in BECs. FOXC1 is downregulated in both BECs and LECs after Tm treatment in EC‐*Foxc*‐DKO intestinal submucosa compared with control. Scale bars = 50 μm. Note that the red tiny spots are nonspecific staining. Data information: The box‐and‐whisker plots in (A), (D), and (F) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

To further investigate FOXC1 protein expression in the adult mouse intestinal ECs, we performed whole‐mount immunostaining labeled with CD31 (EC marker), LYVE1 (LEC marker), and FOXC1 (Fig 1B and C). In the villus, FOXC1 protein was hardly detectable in both BECs and LECs (Fig 1C, B1 and B2). In the submucosa, FOXC1 was detected in both BECs and LECs, while the levels of FOXC1 in LECs were much weaker than those in BECs. (Fig 1C, B3 and B4). Four hours after I/R injury, intestinal blood and lymphatic vessels were severely damaged (Fig 1B), and FOXC1 protein was upregulated in both intestinal BECs (Fig 1C, B5 and B7) and LECs (Fig 1C, B6 and B8) (Fig 1D). Similar to FOXC1, FOXC2 protein was also upregulated in both intestinal BECs and LECs (Fig EV1A and B) after I/R injury. Together, these results indicate that both FOXC1 and FOXC2 are upregulated in intestinal BECs and LECs after I/R injury.

**Figure EV1:**
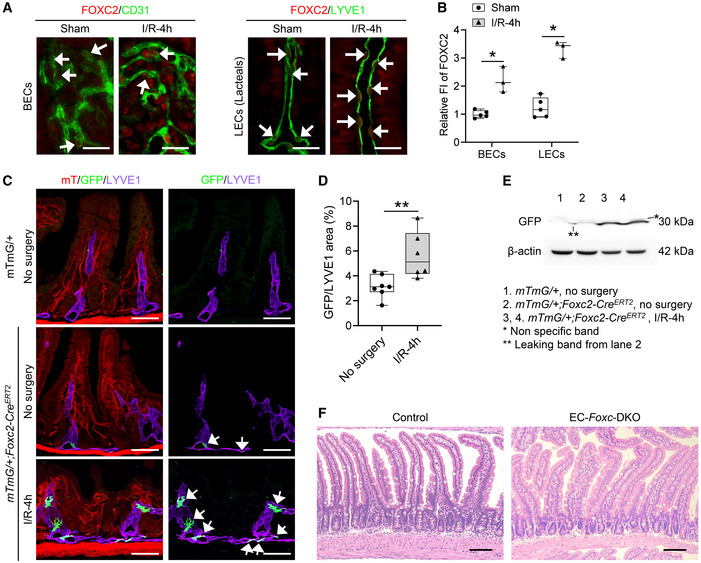
FOXC2 expression in intestinal ECs Representative immunostaining images of villi show FOXC2 is upregulated in intestinal BECs (CD31^+^) and LECs (LYVE1^+^) indicated by arrows after I/R at 4 h in control adult mice (*Foxc1* ^*f/f*^;*Foxc2* ^*f/f*^). Scale bars = 20 μm.Quantification of fluorescent intensity (FI) of FOXC2 in BECs and LECs was performed based on the IHC staining as shown in Fig EV1A. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 5, *P < 0.05.Mice were treated with Tm for 5 days and subjected to intestinal I/R surgery 12 day post‐Tm treatment. Representative intestinal mucosal images of GFP/LYVE1 immunostaining with mT signals on frozen sections (15 μm) in *mTmG*/+;*Foxc2‐Cre* ^*ERT2*^ mice without surgery or 4 h after I/R. *mTmG*/+ mice without surgery were used as control. FOXC2‐GFP^+^ cells (arrows) were found mainly in LYVE1^+^ lymphatic vessels. The increased number of FOXC2‐GFP^+^ cells found in LECs after I/R suggested the proliferation of FOXC2‐GFP^+^ LECs induced by I/R. Scale bars = 100 μm.Quantification of the density of GFP^+^ cells in lymphatic vessels. GFP/LYVE1 area (%) = (GFP^+^ area)/(LYVE1^+^ area) × 100%. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 7, **P < 0.01.Representative western blots show the increased level of FOXC2‐GFP in intestinal lysates of *mTmG*/+;*Foxc2‐Cre* ^*ERT*2^ mice 4 h after I/R compared with the mice without surgery.Representative H&E staining images of intestinal mucosa in control and EC‐*Foxc*‐DKO mice after Tm treatment without surgery. Scale bars = 100 μm. Data information: The box‐and‐whisker plots in (B) and (D) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

The levels of FOXC2 were low in LECs and hardly detectable in BECs in sham intestine (Fig EV1A). To further confirm the expression pattern of FOXC2 in the intestinal vasculature in sham and after I/R injury, we crossed tamoxifen‐inducible *Foxc2‐Cre* ^*ERT2*^ knock‐in mice (Amin *et al*, 2017) with dual Rosa26mTmG reporter mice (Muzumdar *et al*, 2007). Adult *mTmG*/+*;Foxc2‐Cre* ^*ERT2*^ mice were then treated with tamoxifen (150 mg/kg) by oral gavage for 5 consecutive days and subjected to the I/R injury 12 day post tamoxifen treatment. FOXC2‐GFP^+^ cells were detected mainly in the LECs in sham‐ and I/R‐intestines (Fig EV1C). The number of FOXC2‐GFP^+^ LECs (Fig EV1D) and the intestinal GFP expression (Fig EV1E) were increased after I/R, suggesting the proliferation of FOXC2^+^ LECs induced by I/R injury.

Intestinal ischemia is associated with a broad range of clinical conditions such as neonatal necrotizing enterocolitis (NEC), which is characterized by gut microbiota induced intestinal inflammation and injury and intestinal ischemia arising from derangements in the intestinal microcirculation (Koike *et al*, 2020; Cuna *et al*, 2021), as well as in term infants with congenital heart disease who have development of intestinal necrosis (Young *et al*, 2011). We therefore examined the expression patterns of FOXC1 and FOXC2 in the intestine in a mouse NEC model (Tian *et al*, 2010), which includes initial orogastric inoculation of neonatal mice with a standardized adult mouse commensal bacteria preparation and lipopolysaccharide (LPS) to perturb the normal intestinal colonization process, gavage with formula every 3 h, and exposure to brief episodes of hypoxia for 1 min followed immediately by cold stress (10 min at 4°C) twice daily. With this protocol, about 50–70% of mice typically develop intestinal injuries ranging from epithelial injury to transmural necrosis between 36 and 72 h (Tian *et al*, 2010). At 24 h after the neonates were subjected to the NEC protocol, immunohistochemical analyses of BEC (CD31 and endomucin [EMCN]) and LEC (PROX1) markers revealed that levels of FOXC1 and FOXC2 proteins were increased in intestinal BECs and LECs (Fig EV2A–D), compared with dam‐fed (DF) littermate controls.

**Figure EV2:**
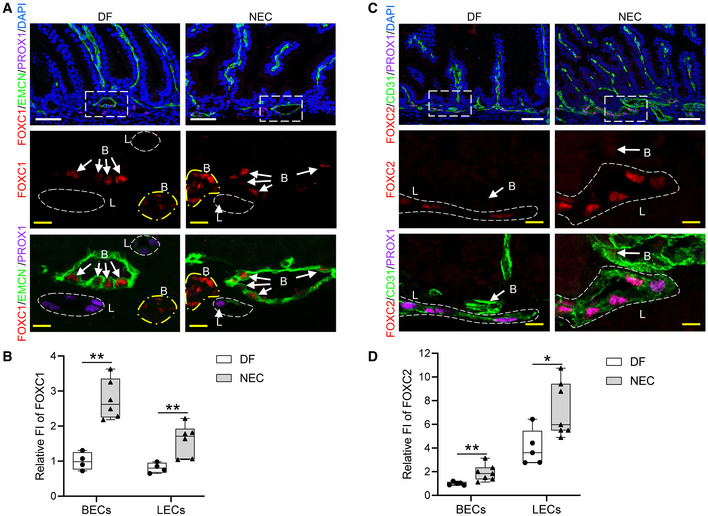
FOXC1 and FOXC2 are increased in BECs and LECs in mouse NEC model A–DImmunostaining of (A) FOXC1/EMCN/PROX1/DAPI and (C) FOXC2/CD31/PROX1/DAPI was performed on paraffin sections (4 μm) of small intestines from 2‐day old neonatal mice 24 h after being subjected to the necrotizing enterocolitis (NEC) protocol (Tian *et al*, 2010). Dam‐fed (DF) pup littermates were used as control. (A) FOXC1 is mainly expressed in BECs in intestinal submucosa. The level of FOXC1 is increased obviously in submucosal BECs (EMCN^+^, B with arrow; as well as yellow circled area) in NEC intestine compared with DF intestine. FOXC1^+^ cells in yellow circled area are arterial BECs with EMCN^−^. FOXC1 can be found weakly expressed in the submucosal LECs (L with arrow, PROX1^+^) in NEC intestine but is hardly detectable in LECs in DF intestine. PROX1 is a nuclear marker for LECs. White/yellow scale bars = 50 or 10 μm, respectively. (C) FOXC2 can be detected in LECs (L, CD31^+^PROX1^+^; circled) in DF intestine, and is increased in LECs in NEC intestine compared with DF intestine. FOXC2 can be found weakly expressed in the submucosal BECs (B, CD31^+^PROX1^−^) in NEC intestine (white arrow) but is hardly detectable in BECs in DF intestine. White/yellow scale bars = 50 or 10 μm, respectively. Quantification of fluorescent intensity (FI) of (B) FOXC1 and (D) FOXC2 in submucosal BECs and LECs was performed based on the IHC staining as shown in Fig EV2A and C, respectively. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 7, *P < 0.05, **P < 0.01. The box‐and‐whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

### Generation of tamoxifen‐inducible, EC‐specific, *Foxc1/c2*‐mutant mice in the adult

Murine *Foxc1* and *Foxc2* are both required for vascular development (Kume *et al*, 1998, 2001; Seo *et al*, 2006) but attempts to determine how the two genes function during *pathological* (lymph)angiogenesis have been generally unsuccessful because global single and compound *Foxc1/Foxc2*‐mutant mice die perinatally with severe cardiovascular abnormalities (Kume *et al*, 2001). Therefore, we crossed conditional‐null *Foxc1* ^*fl*^ and *Foxc2* ^*fl*^ mutant mice (Sasman *et al*, 2012) with *Cdh5‐Cre* ^*ERT2*^ mice (Sorensen *et al*, 2009) to generate tamoxifen‐inducible, EC‐specific, compound *Foxc1;Foxc2*‐mutant (*Cdh5*‐*Cre* ^*ERT2*^;*Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^) mice, which (after the mutation is induced) are referred to as EC‐*Foxc*‐DKO mice (Norden *et al*, 2020). To induce the mutations, adult mice were treated with tamoxifen (150 mg/kg) by oral gavage for 5 consecutive days, and 12 days after tamoxifen treatment the tissue was collected (Fig 1E), qPCR and immunohistochemical analyses confirmed that *Foxc1* and *Foxc2* expression was significantly reduced in intestinal ECs of EC‐*Foxc*‐DKO mice than in the corresponding cells of control littermates (Fig 1F and G). Importantly, the small intestines of EC‐*Foxc*‐DKO mice appeared morphologically normal 12 days after tamoxifen treatment (Fig EV1F), suggesting that EC expression of *Foxc1* and *Foxc2* is not required for maintaining intestinal epithelium homeostasis. We also crossed EC‐*Foxc*‐DKO mice with Rosa26mTmG reporter mice (Muzumdar *et al*, 2007), then treated their adult offspring with tamoxifen as described above, and immunohistochemically identified recombined EGFP^+^ cells in intestinal blood (CD31^+^LYVE1^−^) and lymphatic (CD31^+^LYVE1^+^) vessels to confirm Cre‐mediated recombination in intestinal BECs and LECs (Fig EV3A).

**Figure EV3:**
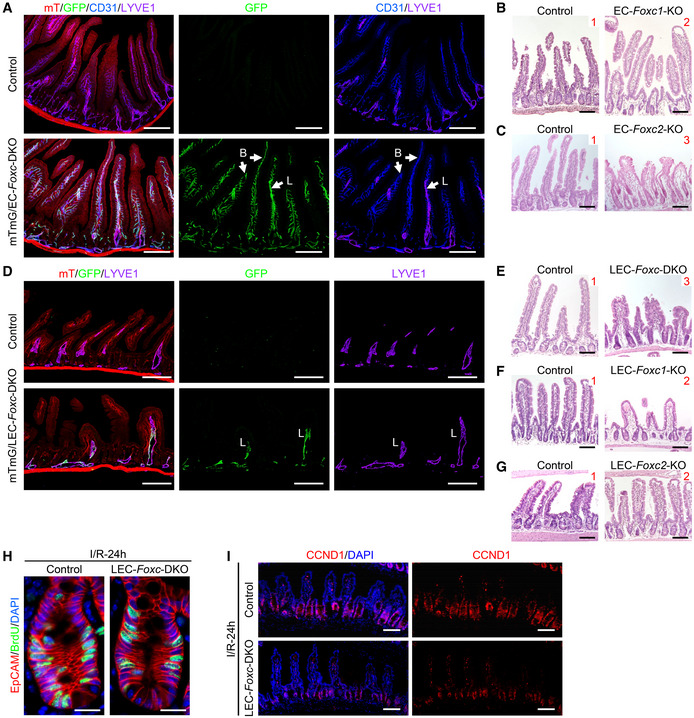
Histological detection in EC‐ and LEC‐ specific *Foxc* KO mouse intestines A–G(A and D) Cre recombination efficiency detection in EC‐*Foxc*‐DKO and LEC‐*Foxc*‐DKO mouse strains. (A) Mice (control: *mTmG*/+;*Foxc1* ^*f/f*^;*Foxc2* ^*f/f*^, mTmG/EC‐*Foxc*‐DKO: *mTmG*/+;*Cdh5‐Cre* ^*ERT2*^;*Foxc1* ^*f/f*^;*Foxc2* ^*f/f*^) were treated with 150 mg/kg Tm by oral gavage for 5 days. Seven days after Tm treatment, the distal jejunum was collected and the frozen sections (15 μm) were stained with GFP/CD31/LYVE1 for the detection of GFP signal in blood vessels (B, CD31^+^LYVE1^−^, blue) and lacteals (L, CD31^+^LYVE1^+^, purple). Scale bars = 200 μm. (D) Mice (control: *mTmG*/+;*Foxc1* ^*f/f*^;*Foxc2* ^*f/f*^, mTmG/LEC‐Foxc‐DKO: *mTmG*/+;*Vegfr3‐Cre* ^*ERT2*^;*Foxc1* ^*f/f*^;*Foxc2* ^*f/f*^) were treated with 150 mg/kg tamoxifen by oral gavage for 5 days. Twelve days after Tm dose, the distal jejunum was collected and the frozen sections (15 μm) were stained with GFP and LYVE1 antibodies. Confocal images show the VEGFR3‐GFP is expressed in the LYVE1^+^ lymphatic vessels (L). Scale bars = 200 μm. (B, C, E–G) Representative H&E staining images of the distal jejuna 24 h after I/R in different mouse strains: (B) EC‐*Foxc1*‐KO, (C) EC‐*Foxc2*‐KO, (E) LEC‐*Foxc*‐DKO, (F) LEC‐*Foxc1*‐KO, (G) LEC‐*Foxc2*‐KO and their control mice. The intestinal ischemic injury grading in the Chiu scoring system is indicated by red numbers (0 ~ 5). Scale bars = 100 μm. The quantification of Chiu Score for these mouse strains is shown in Figs 2D and E, and 3B–D, respectively.HRepresentative immunostaining images of intestinal crypts labeled with BrdU (proliferative marker, injection performed 2 h before tissue collection) and EpCAM (epithelial marker) show the proliferative epithelial cells in crypts. Paraffin sections (4 μm), scale bars = 20 μm. The quantification of the number of BrdU^+^ epithelial cells per crypt is shown in Fig 3E.IRepresentative images of intestinal mucosa labeled with Cyclin D1 (CCND1) in LEC‐*Foxc*‐DKO mice compared with the control group 24 h after I/R. Scale bars = 100 μm. Quantification data for CCND1^+^ epithelial cells per crypt are shown in Fig 3I. Source data are available online for this figure.

### EC‐specific deletion of *Foxc1* and *Foxc2* impairs intestinal mucosal recovery after I/R injury

When intestinal I/R injury was induced 12 days after tamoxifen treatment in adult mice (Fig 2A), tissue from the distal jejunum was histologically graded and quantified 24 h after I/R injury according to the Chiu scoring system (Chiu *et al*, 1970). Compared with the control mice, the intestinal mucosa remained severely injured in EC‐*Foxc*‐DKO mice (Fig 2B and C). To further characterize how the loss of EC‐specific *Foxc1/c2* expression affects the repair of the intestinal mucosa during recovery from I/R injury, we also examined mice carrying tamoxifen‐inducible, EC‐specific mutations of each individual gene (i.e., EC‐*Foxc1*‐KO and EC‐*Foxc2*‐KO mice) and their control littermates. Recovery from intestinal damage was impaired in both EC‐*Foxc1*‐KO and EC‐*Foxc2*‐KO mice 24 h after I/R injury (Figs 2D and E, and EV3B and C). As the extent of intestinal injury in the EC‐specific *Foxc* single mutant mice was less than that in the EC‐double *Foxc1/c2‐*mutant mice, these results indicate that EC‐*Foxc1* and ‐*Foxc2* expression is required for intestinal epithelial regeneration. Since I/R‐induced local inflammatory response is critically associated with intestinal damage (Cerqueira *et al*, 2005; Kannan *et al*, 2013), mRNA levels of proinflammatory regulators (*Cox2*, *TNF‐α*, and *IL‐6*) were measured under homeostasis and at an early time point (3 h) after I/R injury via qPCR. No significant difference was found in the levels of these regulators between sham‐operated mice (Fig 2F). After I/R injury, expression levels of *Cox2* and *TNF‐α* were significantly higher in EC‐*Foxc*‐DKO mice than in their control mice (Fig 2F), whereas increased *IL‐6* expression in EC‐*Foxc*‐DKO mice exhibited a trend toward significance (*P* = 0.2014) vs. the control mice but a significant increase vs. the sham‐operated EC‐*Foxc*‐DKO mice. Furthermore, EC‐specific loss of *Foxc1/c2* significantly reduced the proliferative response of intestinal epithelial cells to I/R injury as assessed via immunostaining of EpCAM (intestinal epithelial cell marker) and BrdU (proliferative marker; Fig 2G), as well as the quantification of BrdU^+^ epithelial cell number per crypt (Fig 2H).

**Figure 2:**
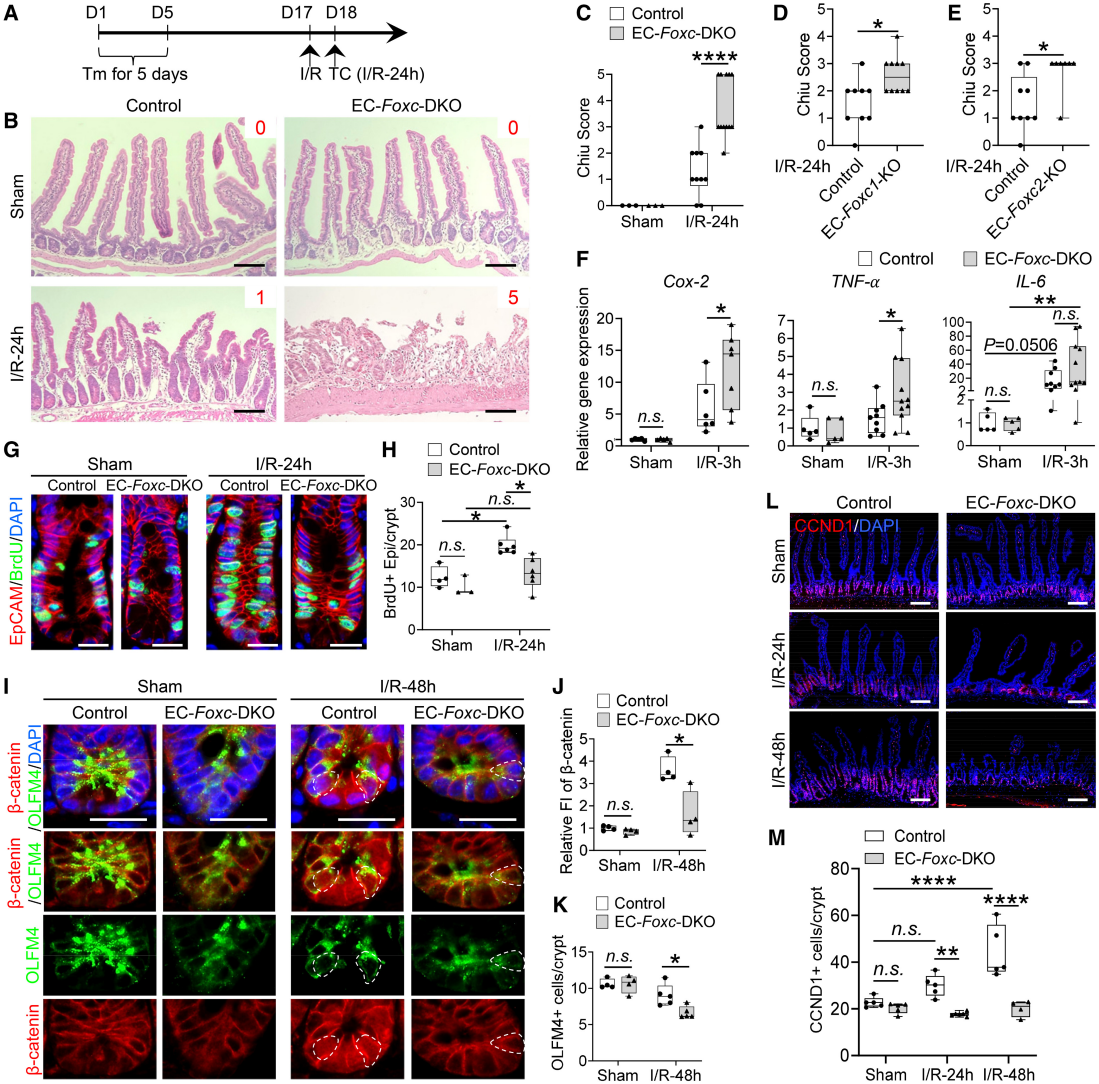
Characterization of defects in the intestinal mucosa in mice with EC‐specific deletion of *Foxc1/2* after I/R ASchematic showing the time of tamoxifen (Tm) injection, I/R surgery, and tissue collection (TC).BRepresentative H&E staining images of the distal jejuna in EC‐*Foxc*‐DKO and control mice 24 h after I/R. The intestinal ischemic injury grading in the Chiu scoring system is indicated by red numbers (0 ~ 5). Scale bars = 100 μm.C–EQuantification of Chiu Score for control and EC‐*Foxc*‐DKO (C), control and EC‐*Foxc1*‐KO (D), and control and EC‐*Foxc2*‐KO groups (E) at I/R‐24 h. Figure 2D and E are based on Fig EV3B and C. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 in (C) sham groups, *N* = 7 ~ 12 in (C–E) I/R‐24 h groups, *P < 0.05, ****P < 0.0001.FRelative mRNA expression of proinflammatory mediators *Cox2*, *TNF‐α*, and *IL‐6* from intestinal tissue lysates in sham and I/R‐3 h groups. Data are box‐and‐whisker plots, Mann–Whitney *U* test for *Cox2* and *TNF‐α*, Kruskal–Wallis one‐way ANOVA test for *IL‐6*, each symbol represents one mouse, *N* = 5 ~ 11, *P < 0.05, **P < 0.01, *n.s*., not significant.GRepresentative immunostaining images of intestinal crypts labeled with BrdU (proliferative marker, injection performed 2 h before tissue collection) and EpCAM (epithelial marker) show the proliferation of epithelial cells in crypts. Paraffin sections (4 μm), scale bars = 20 μm.HQuantification of the number of BrdU^+^ epithelial cells per crypt based on Fig 2G. Data are box‐and‐whisker plots, Kruskal–Wallis one‐way ANOVA test, each symbol represents one mouse, *N* = 3 ~ 6, *P < 0.05, *n.s*., not significant.IRepresentative images of intestinal crypts immunostained with β‐catenin and the intestinal epithelial stem cell (ISC) marker OLFM4. At I/R‐48 h, the nuclear translocation of β‐catenin in ISCs (dotted circles) was found in the control, whereas it was seldom found in EC‐*Foxc*‐DKO mice. Paraffin sections (4 μm), scale bars = 20 μm.J, K(J) Quantification of relative fluorescent intensity (FI) of β‐catenin immunostaining within ISC and (K) quantification of the number of OLFM4^+^ ISCs per crypt were performed based on Fig 2I. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 5, *P < 0.05, *n.s*., not significant.LRepresentative images of intestinal mucosa labeled with Cyclin D1 (CCND1) in EC‐*Foxc*‐DKO mice compared with the control group in sham, 24 h, and 48 h after I/R. Paraffin sections (4 μm), scale bars = 100 μm.MQuantification of the number of CCND1^+^ epithelial cells per crypt based on Fig 2L. Data are box‐and‐whisker plots, Kruskal–Wallis one‐way ANOVA test, each symbol represents one mouse, *N* = 4 ~ 6, **P < 0.01, ****P < 0.0001, *n.s*., not significant. Data information: The box‐and‐whisker plots in (C–F), (H), (J), (K), and (M) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

### Wnt signaling in the small intestine is diminished in EC‐*Foxc*‐DKO mice after I/R injury

β‐catenin regulates the maintenance and regeneration of intestinal epithelial cells (Santos *et al*, 2018; Hageman *et al*, 2020) by translocating from the cytosol to the nucleus of ISCs and altering gene expression in response to activation of the canonical Wnt signaling pathway. This mechanism is consistent with our observations in control mice, because although β‐catenin was located at the adherens junctions of epithelial cells in the villus, nuclear β‐catenin was detected in ISCs co‐immunostained with the ISC marker OLFM4 (van der Flier *et al*, 2009) at the crypt base after I/R injury (Shoshkes‐Carmel *et al*, 2018; Fig 2I). However, nuclear localization of β‐catenin was impaired (Fig 2I and J), and the numbers of OLFM4^+^ ISCs (Fig 2I and K) and the cells expressing the Wnt target cyclin D1 (CCND1; Shoshkes‐Carmel *et al*, 2018; Fig 2L and M) were significantly reduced in the crypts of EC‐*Foxc*‐DKO mice 24 and 48 h after I/R injury. These data suggest that the loss of EC‐specific *Foxc1/c2* expression impedes I/R‐induced Wnt signaling in ISCs.

### Defective mucosal recovery in LEC‐specific *Foxc* mutant mice after intestinal I/R injury

As tamoxifen‐induced Cre recombination in *Cdh5‐Cre* ^*ERT2*^ mice occurs in both BECs and LECs, we generated mice carrying a tamoxifen‐inducible, LEC‐specific, compound homozygous *Foxc1* ^−/−^;*Foxc2* ^−/−^ mutation (referred to herein as LEC‐*Foxc*‐DKO mice) by breeding conditional‐null *Foxc1* ^*fl/fl*^ and *Foxc2* ^*fl/fl*^ mice (Sasman *et al*, 2012) with LEC‐specific *Vegfr3‐Cre* ^*ERT2*^ mice (Martinez‐Corral *et al*, 2016) to investigate LEC‐specific functions of *Foxc1* and *Foxc2* following intestinal I/R injury. We first confirmed *Vegfr3‐Cre*‐mediated recombination limited to intestinal LECs of adult LEC‐*Foxc*‐DKO mice crossed with the Rosa26mTmG reporter mice (Fig EV3D). The LEC‐*Foxc*‐DKO mice and their littermate control mice were subjected to the sham or I/R injury procedures (Fig 3A), and LEC‐specific deletion of *Foxc1* and *Foxc2* significantly increased the severity of intestinal mucosa injury 24 h after I/R (Figs 3B and EV3E). Furthermore, increased intestinal damage was also noted in single LEC‐*Foxc1*‐KO and LEC‐*Foxc2*‐KO mice after I/R injury (Fig 3C and D, and EV3F and G), suggesting that both FOXC1 and FOXC2 are required in intestinal LECs for intestinal repair in response to I/R injury. In addition, proliferating (BrdU^+^) intestinal epithelial cells (Fig EV3H) were quantified in the crypts of LEC‐*Foxc*‐DKO mice 24 h after I/R injury, and the LEC‐specific loss of *Foxc1/c2* reduced the proliferative response of intestinal epithelial cells to I/R injury (Fig 3E). Consistent with the increased severity of intestinal mucosa defects in the LEC‐*Foxc*‐DKO mice (Fig 3B), the activation of Wnt signaling (i.e., nuclear localization of β‐catenin, Fig 3F and G) in ISCs, the numbers of OLFM4^+^ ISCs (Fig 3F and H) and Cyclin D1^+^ (CCND1^+^) cells (Figs EV3I and 3I) per crypt after intestinal I/R injury were all reduced in these mutant mice compared with the control mice.

**Figure 3:**
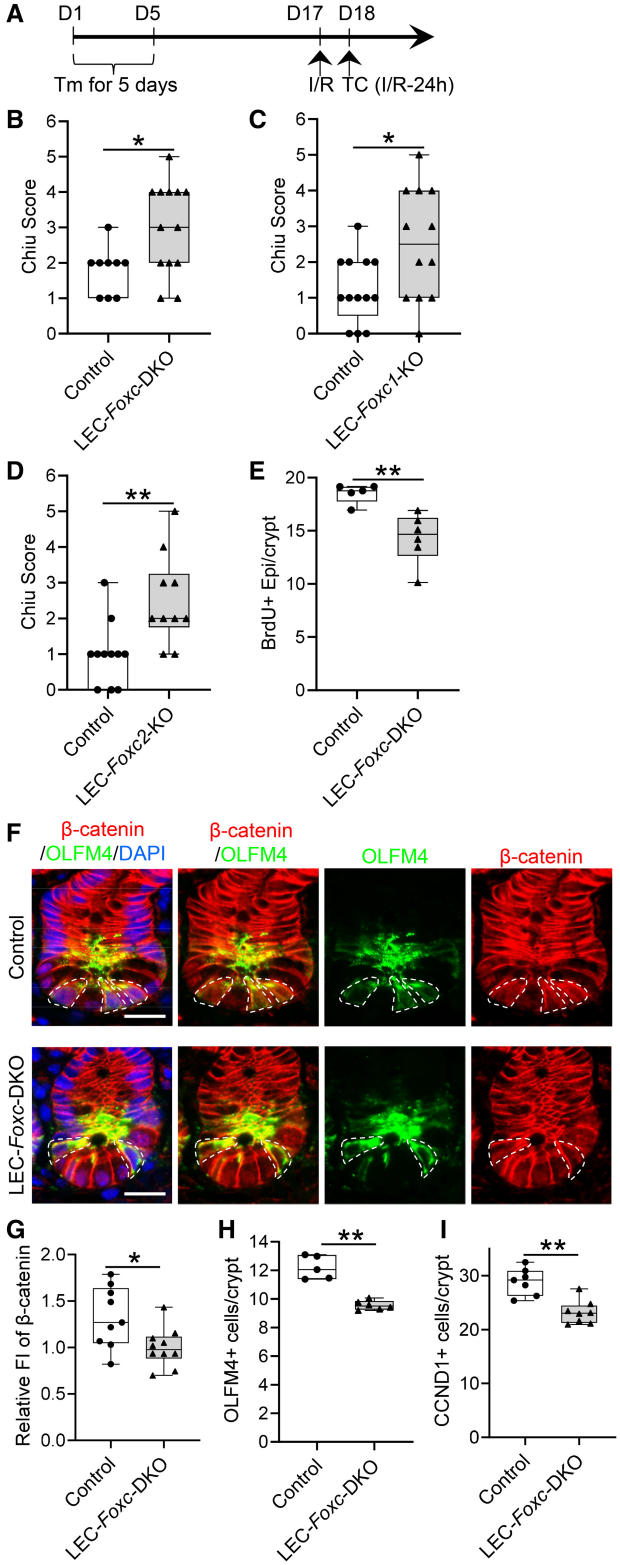
Characterization of defects in the intestinal mucosa in mice with LEC‐specific deletion of *Foxc1/2* after I/R injury ASchematic showing the time of tamoxifen (Tm) injection, I/R surgery, and tissue collection (TC) for the LEC‐specific *Foxc* mutant mice and their control.B–DChiu Score analysis from H&E stained distal jejunum 24 h after I/R for control (*Foxc1* ^*f/f*^ *;Foxc2* ^*f/f*^) and LEC‐*Foxc*‐DKO (*Vegfr3‐Cre* ^*ERT2*^ *;Foxc1* ^*f/f*^ *;Foxc2* ^*f/f*^) mice (B), control (*Foxc1* ^*f/f*^) and LEC‐*Foxc1*‐KO (*Vegfr3‐Cre* ^*ERT2*^ *;Foxc1* ^*f/f*^) mice (C), and control (*Foxc2* ^*f/f*^) and LEC‐*Foxc2*‐KO (*Vegfr3‐Cre* ^*ERT2*^ *;Foxc2* ^*f/f*^) mice (D) based on Fig EV3E–G. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 9 ~ 13, *P < 0.05, **P < 0.01.EQuantification of the number of BrdU^+^ epithelial cells per crypt in control and LEC‐*Foxc*‐DKO mice at 24 h after I/R based on Fig EV3H. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, **P < 0.01.FRepresentative images of crypts immunostained with OLFM4 and β‐catenin in control and LEC‐*Foxc*‐DKO mice 24 h after I/R. The accumulation of β‐catenin in the nuclei of ISCs (dotted circles) was found in control mice but inhibited in LEC‐Foxc‐DKO mice. Paraffin sections (4 μm), scale bars = 20 μm.G, H(G) Quantification of relative fluorescent intensity (FI) of β‐catenin immunostaining within ISC and (H) quantification of the number of OLFM4^+^ ISCs were performed based on Fig 3F. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 9 ~ 10 in Fig 3G, *N* = 5 ~ 6 in Fig 3H, *P < 0.05.IQuantification of the number of CCND1^+^ epithelial cells per crypt at I/R‐24 h based on the immunostaining of CCND1 as shown in Fig EV3I. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7 ~ 8, **P < 0.01. Data information: The box‐and‐whisker plots in (B–E) and (G–I) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

### Defective vascular recovery in EC‐ and LEC‐specific deletions of *Foxc1/c2* after intestinal I/R injury

The vascular recovery of villus BECs and LECs after I/R injury proceeds via a stepwise process in which blood capillaries (BECs) regrow earlier than lacteals (LECs) in the villous stroma (Meng *et al*, 2007). We found that the EC‐*Foxc*‐DKO mutation was associated with the defective vascular repair of intestinal BECs and LECs after I/R injury (Fig 4A and B). Vascular endothelial growth factor (VEGF) receptor (R) 2 (VEGFR2) and VEGFR3 were highly expressed in the growing tips of villous BECs and LECs, respectively, in control mice after intestinal I/R injury but were severely diminished in EC‐*Foxc*‐DKO mice (arrows in Fig 4). Notably, the proliferation of intestinal BECs and LECs was also significantly reduced (Fig 5A and B), while the number of apoptotic BECs and LECs was significantly increased (Fig 5C and D), in EC‐*Foxc*‐DKO mice than in their control mice after I/R injury. Following whole‐mount immunostaining for CD31 and LYVE1 (Fig EV4A and B, and Movies EV1 and EV2), the length of blood capillaries and lacteals (Fig 5E) as well as the percentage of lacteal length to blood capillary length (Fig 5F) were measured. The regrowth of both blood capillaries and lacteals in the villi was significantly decreased in EC‐*Foxc*‐DKO mice after intestinal I/R injury, whereas EC‐*Foxc*‐double mutant lacteals were shorter than controls in sham treatments. Similarly, shorter lacteals were found in the intestines of EC‐*Foxc*‐DKO neonatal mice at P7 after Tm treatment from P1 to P5 (Fig EV4C–E), suggesting that *Foxc1/c2* are required for the maintenance of lacteal length. Interestingly, no significant difference in the lacteal permeability between control and EC‐*Foxc*‐DKO mice was found by the BODIPY C16 uptake experiment (Appendix Fig S1A–H). After I/R injury, whole‐mount immunostaining of intestinal VEGFR2 (Fig 4A) and subsequent quantification revealed a reduction in branches (Fig 5G) and branching points (Fig 5H) of blood capillaries in EC‐*Foxc*‐DKO mice. Together, these results suggest that EC‐*Foxc1/c2* expression contributes to the repair of ischemic intestinal mucosa by promoting the recovery of BECs and LECs.

**Figure 4:**
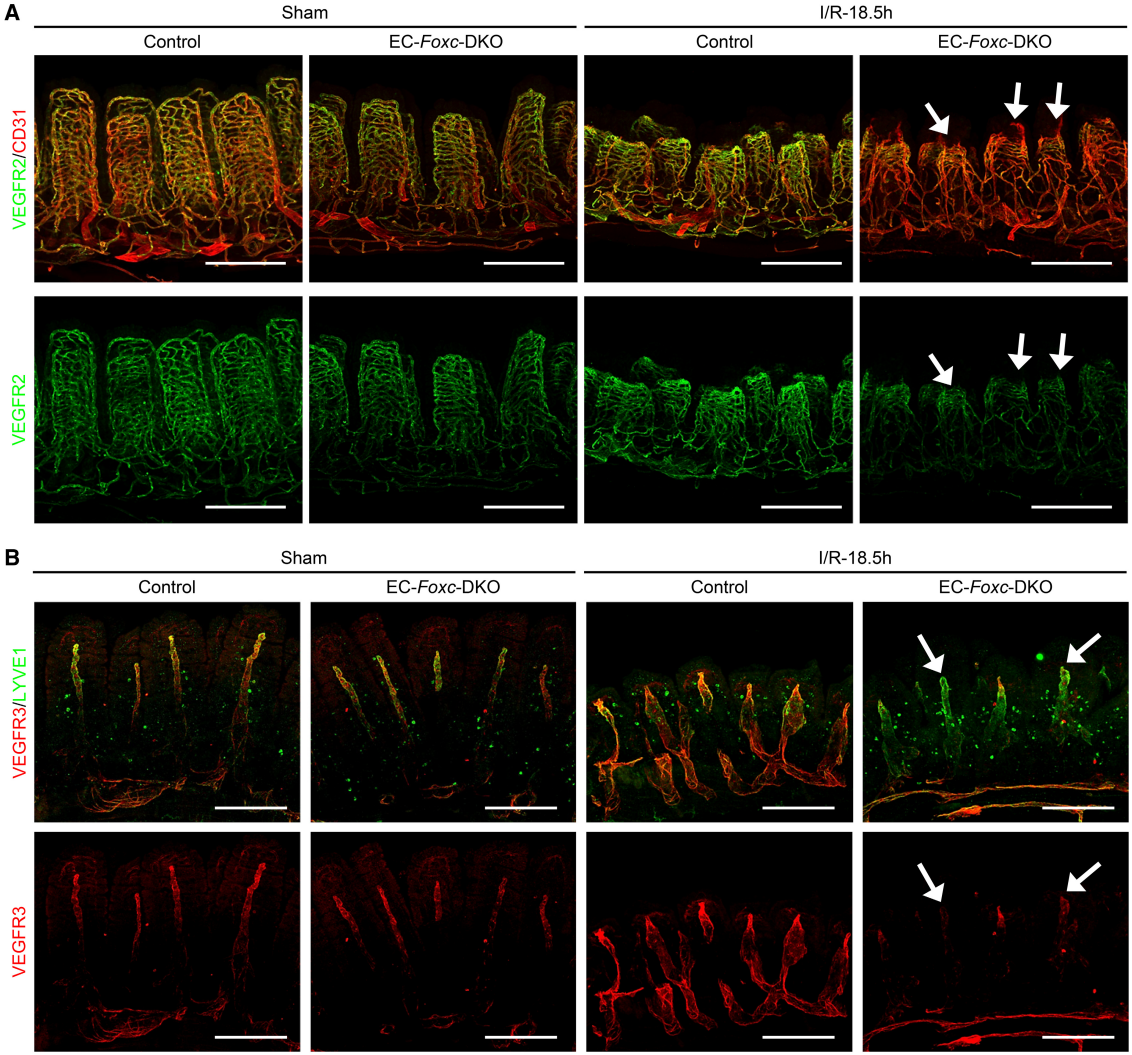
Defects in vascular regeneration after intestinal I/R injury in EC‐*Foxc*‐DKO mice Representative images of intestinal whole‐mount VEGFR2/CD31 (green/red) immunostaining show increased VEGFR2 (green) expression at the angiogenic front of villous blood capillaries in control mice at I/R‐18.5 h. In EC‐*Foxc*‐DKO mice, the increase of VEGFR2 is inhibited in villous blood vessels and the blood vasculatures are damaged (arrow). Scale bars = 200 μm.Representative images of intestinal whole‐mount VEGFR3/LYVE1 (red/green) immunostaining. 18.5 h after I/R, VEGFR3 (red) is increased in lacteals especially at the lacteal tips in the control but is inhibited in the EC‐*Foxc*‐DKO lacteals (arrow). Scale bars = 200 μm. Source data are available online for this figure.

**Figure 5:**
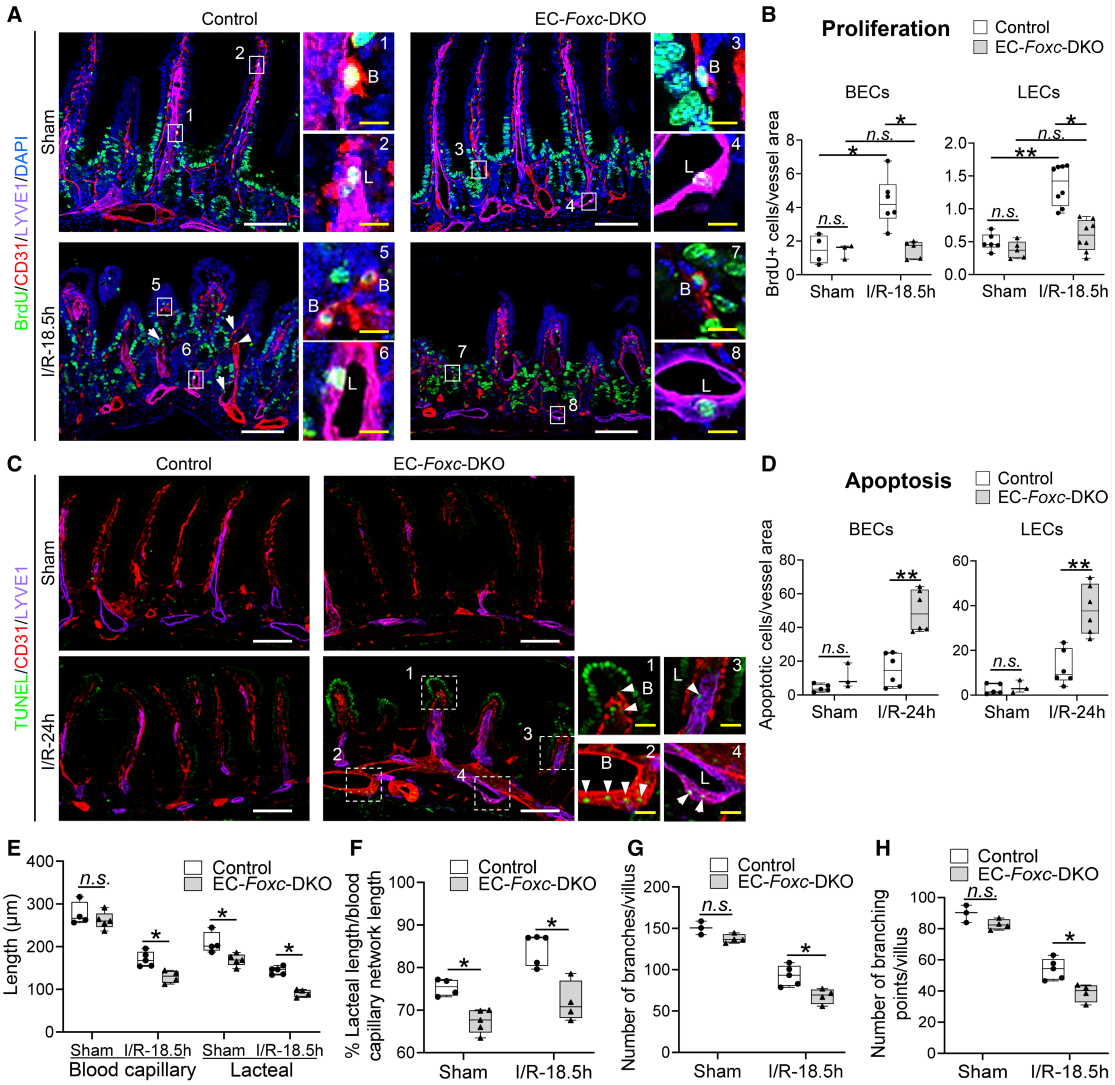
Impaired vascular regeneration after intestinal I/R injury in EC‐*Foxc*‐DKO mice ARepresentative BrdU/CD31/LYVE1/DAPI immunostaining images of intestinal paraffin sections (15 μm) from mice injected with BrdU 18.5 h before euthanasia for the analysis of proliferative BECs (B in 1, 3, 5, 7) and LECs (L in 2, 4, 6, 8) in intestines. Arrow heads show BrdU^+^ BECs or LECs. White/yellow bars = 100 or 10 μm, respectively.BThe numbers of BrdU^+^ BECs and LECs per 0.1 mm^2^ blood vessel (CD31^+^LYVE1^−^) and lymphatic vessel (CD31^+^LYVE1^+^) area in intestinal mucosa were quantified respectively based on Fig 5A. Data are box‐and‐whisker plots, Kruskal–Wallis one‐way ANOVA test, each symbol represents one mouse, *N* = 3 ~ 8, *P < 0.05, **P < 0.01, *n.s*., not significant.CRepresentative TUNEL/CD31/LYVE1/DAPI immunostaining images of distal jejunums for the analysis of apoptotic BECs/LECs in intestinal paraffin sections (15 μm). High‐magnification images are from the dotted line boxes (1 ~ 4). Arrow heads show the apoptotic BECs (B in 1, 2) and LECs (L in 3, 4) at villus (1, 3) or submucosa (2, 4). White/yellow scale bars = 100 or 20 μm, respectively.D–H(D) The numbers of apoptotic BECs and LECs per 0.1 mm^2^ blood vessel (CD31^+^LYVE1^−^) and lymphatic vessel (CD31^+^LYVE1^+^) area in intestinal mucosa were quantified respectively based on Fig 5C. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 6, **P < 0.01, *n.s*., not significant. The length of blood capillary vasculature and lacteals were measured (E) based on Fig EV4A and B. The percentage (%) of the lacteal length/blood capillary network length was then calculated (F). The numbers of branches (G) and the branching points (H) of the villous blood vasculatures were counted based on the whole‐mount staining of VEGFR2 (Fig 4A) as previously described (Bernier‐Latmani & Petrova, 2016) using ImageJ software. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 5, *P < 0.05, *n.s*., not significant. Data information: The box‐and‐whisker plots in (B), (D), and (E–H) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

**Figure EV4:**
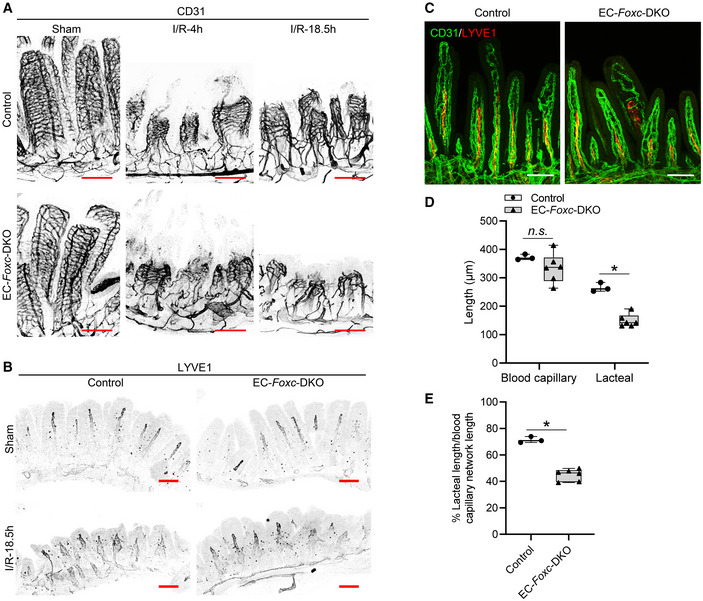
EC‐iKO of *Foxc1/c2* results in severe damage of blood and lymphatic vasculatures in intestinal villi after I/R A, BRepresentative images of whole‐mount distal jejuna stained with CD31 (A) and LYVE1 (B) show the damage of blood (A) and lymphatic vasculatures (B) in control and EC‐*Foxc*‐DKO villi at 4 h and/or 18.5 h after I/R. Scale bars = 100 μm.C–E(C) Representative whole‐mount proximal jejuna immunostained with CD31 (green) and LYVE1 (red) in neonatal mice treated with Tm from P1 to P5 and euthanized at P7. Proximal jejuna were collected from neonatal mice due to the ease of operation and similar lacteal length/blood capillary network length ratio between proximal and distal jejuna. The length of blood capillary vasculature and lacteals were measured (D) based on Fig EV4C. The percentage (%) of the lacteal length/blood capillary network length was then calculated (E). Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 6, *P < 0.05, *n.s*., not significant. The box‐and‐whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

### Reduced *Rspo3* and *Cxcl12* expression in intestinal LECs and BECs of EC‐*Foxc*‐DKO mice, respectively, after I/R injury

To investigate molecular mechanisms associated with impaired intestinal regeneration in EC‐*Foxc*‐DKO mutants following I/R, we performed single‐cell RNA sequencing (scRNA‐seq) analyses of distal jejuna from control and EC‐*Foxc*‐DKO mice 18.5 h after I/R injury. 

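Distal jejuna of 2 control and 2 EC-Foxc-DKO mice were digested to single cells 18.5 h after I/R, the injury in which blood flow to the gut is stopped and then restored. In EC-Foxc-DKO mice, tamoxifen-induced Cre recombinase deletes Foxc1 and Foxc2 in endothelial cells. RNA of single cells was captured in droplets, and each captured molecule received a unique molecular identifier (UMI), so that copies made during amplification count once. The authors deposited the UMI counts of each gene in each barcode, made with Cell Ranger on the mouse genome mm10 and not normalized, together with 1 table that joins the 4 libraries. The paper names another version of Cell Ranger than the deposited count files do. Control replicates 1 and 2 gave 6623 and 3623 barcodes with 72046346 and 15557181 UMIs, and EC-Foxc-DKO replicates 1 and 2 gave 7347 and 5086 barcodes with 64781444 and 38750638 UMIs. The paper states the cells and reads per cell that were aimed for, whereas the values here use the UMIs counted in the files. As in the paper, cells with over 10% of their UMIs on mitochondrial genes were removed, with the share taken over the 18407 genes of the joined table. The median mitochondrial share was 24.9% and 53.9% in control replicates 1 and 2 and 15.0% and 25.8% in EC-Foxc-DKO replicates 1 and 2. The filter kept 1447 and 351 control cells and 2745 and 1081 EC-Foxc-DKO cells, 5624 of the 22679 barcodes (24.8%). With the share taken over all 32286 features of each library, 5876 cells would be kept. The kept cells held a median of 14742 and 6463 UMIs in control replicates 1 and 2 and of 4254 and 19863 UMIs in EC-Foxc-DKO replicates 1 and 2. For each comparison between genotypes the UMIs of a cell type were summed per mouse, because cells of 1 mouse are not independent replicates, and the sums of the mice were compared with edgeR's quasi-likelihood test after TMM scaling, a filter on low genes and Benjamini-Hochberg adjustment over all genes tested in that cell type, at a threshold of 0.05. Levels are given in CPM, the UMIs of a gene per 1000000 UMIs of the same mouse and cell type. Levels called TMM-normalized are instead taken per 1000000 UMIs of only the genes that passed the filter and are scaled by TMM, so that they can lie above the CPM of every mouse. The paper tests single cells instead, with MAST or the Mann-Whitney U test. An exact two-sided permutation test of 2 mice against 2 cannot give a p below 0.333, so none was used. On simulated counts of BECs with 200 changed genes, the edgeR test recovered 71.5% of the genes changed by 2 on the log2 scale and 0% of those changed by 1. Here and in the simulations below, all genes of a cell type had the same spread between mice. The shares recovered thus do not cover genes that vary more between the real mice.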

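Foxc1, a gene of 1 exon on chromosome 13 of GRCm38 (ENSMUSG00000050295, 31806633 to 31812476), had 1 and 5 UMIs in BECs of control replicates 1 and 2 and 1 and 0 UMIs in BECs of EC-Foxc-DKO replicates 1 and 2. In LECs, Foxc1 had 1 and 4 UMIs in the 2 control mice and 0 UMIs in the 4 cells of EC-Foxc-DKO replicate 1, while EC-Foxc-DKO replicate 2 had no LECs. Over all kept cells, Foxc1 had 9 and 11 UMIs in the control mice and 6 and 3 UMIs in the EC-Foxc-DKO mice. Foxc2, also a gene of 1 exon (ENSMUSG00000046714, chromosome 8, 121116171 to 121118895), had 0 UMIs in the kept cells of all 4 mice, so that its expression was not detectable at this depth in either genotype. The sequence of Cre, which the authors' reference contains, had 0 UMIs in both control mice and 3 UMIs in each EC-Foxc-DKO mouse, of which 3 and 2 lay in BECs. Neither Foxc gene had enough UMIs to pass the filter on low genes in BECs or LECs. With no filter, the only setting with a test, the edgeR adjusted p of Foxc1 was 0.986 in BECs and 0.912 in LECs.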

Dimensionality reduction and clustering analysis identified 22 transcriptionally distinct cell clusters (Figs 6A and EV5A) based on known gene markers for each specific cell type (Table 1), including BECs, LECs, stromal cells, epithelial cells, and other cell types. 

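The kept cells were log-normalized to 10000 UMIs per cell and clustered on 2743 variable genes with 15 principal components, 15 neighbors and a resolution of 0.5, the settings that the paper's methods give. This gave 22 clusters, which were named from the genes of Table 1. A cluster that held the genes of both Telocytes/Trophocytes and Myocytes/Pericytes was split in a further round, which left 20 named cell types. The 607 cells (10.8%) of 4 clusters that did not meet the rules for a name remained unnamed. They were 19.2% and 11.1% of the cells of control replicates 1 and 2 and 9.69% and 2.22% of the cells of EC-Foxc-DKO replicates 1 and 2. The clusters of 227 and 219 cells stayed unnamed because their 10 leading genes held more markers of another type than of their best match. The thresholds for a name and the rule for splitting were set after the clusters had been seen. The cluster that the paper names Fibroblasts was led by Scn7a and Kcna1, the cluster it names Macrophage 1 by S100a8, S100a9 and Csf3r, and the cluster it names Enteroendocrine cell 2 by Sprr2a3 and Gml2, while the 10 leading genes of the Plasma cells cluster held the mast cell protease genes Mcpt1 and Mcpt2, whose UMIs there came from 1 of its 149 cells. Follicular B cells formed 24.5% of all kept cells, but 8.50% and 4.84% in control replicates 1 and 2 and 43.9% and 3.05% in EC-Foxc-DKO replicates 1 and 2. Bottom enterocytes formed 17.9% and 9.40% of the control cells and 6.23% and 32.0% of the EC-Foxc-DKO cells, and BECs formed 2.14% and 8.26% of the control cells and 3.13% and 2.22% of the EC-Foxc-DKO cells. In 2 of the 20 named cell types, LECs and Plasmacytoid dendritic cells, the shares of the control mice did not overlap those of the EC-Foxc-DKO mice, whereas chance gives 33.3% of the types for 2 mice against 2. A fit of edgeR to the cell numbers called 0 cell types, with 1 type at an unadjusted p under 0.05, and the lowest adjusted p was 0.353 for LECs, whose share was lower in both EC-Foxc-DKO mice (log2 fold change -3.98).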

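Rspo3, which encodes the Wnt agonist R-spondin 3, lies on the minus strand of chromosome 10 of GRCm38 (ENSMUSG00000019880, 29452416 to 29535867). Its UMIs were found in 3 of the 20 named cell types, LECs, Telocytes/Trophocytes and Myocytes/Pericytes, and in none of the others. In LECs, Rspo3 had 184 and 350 CPM in control replicates 1 and 2 and 81.5 CPM in EC-Foxc-DKO replicate 1, with an average over the 3 mice of 205. This average was 133 without control replicate 2 and 267 without EC-Foxc-DKO replicate 1. In Telocytes/Trophocytes, all Rspo3 UMIs came from 2 mice, with 213 CPM in control replicate 2 and 124 CPM in EC-Foxc-DKO replicate 1, and the average over the 4 mice was 84.2. Control replicate 1 and EC-Foxc-DKO replicate 2 had 0 Rspo3 UMIs there, but they had only 3 cells and 1 cell of this type. Without control replicate 2 the average in Telocytes/Trophocytes fell to 41.5 CPM, and without EC-Foxc-DKO replicate 2 it was 112. Among control cells, at least 1 Rspo3 UMI was found in 10 of 15 LECs (66.7%, exact 95% CI 38.4 to 88.2) and in 17 of 33 Telocytes/Trophocytes (51.5%, exact 95% CI 33.5 to 69.2). After each cell was thinned to 1000 UMIs, these shares were 22.3% and 15.8%. Follicular B cells, which should lack the gene, had an Rspo3 UMI in 0 of 140 control cells, 17 of them of control replicate 2, which allows a share of up to 2.14%, at a median of 3287 UMIs per cell against 3026 in LECs and 6296 in Telocytes/Trophocytes. BECs and the cluster named Fibroblasts also had 0 Rspo3 UMIs in all 4 mice.

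**Figure D1:**
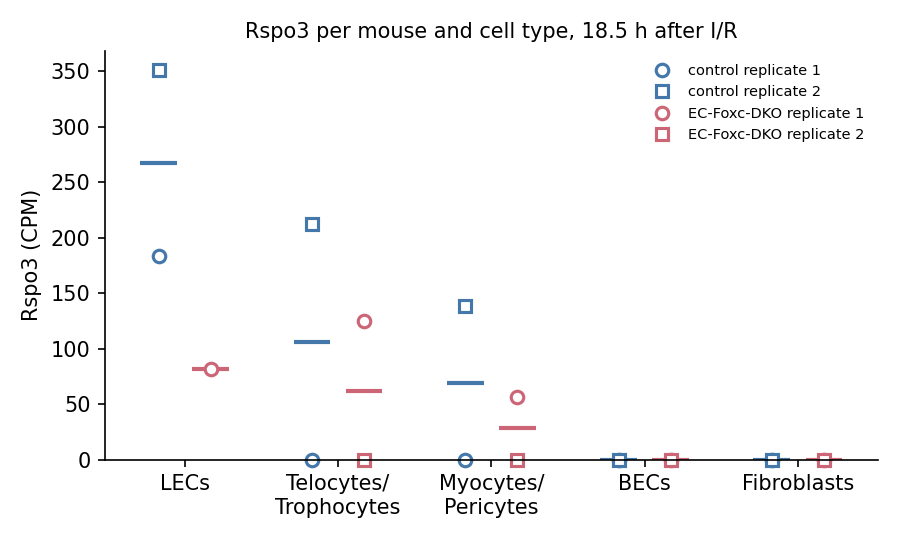
Rspo3 in CPM (y axis) in 5 cell types (x axis) of control and EC-Foxc-DKO mice. Each open symbol is 1 mouse (circle, replicate 1 and square, replicate 2), and each horizontal line is the mean of a group. LECs of EC-Foxc-DKO replicate 2 are missing because that mouse had none, so the line there is replicate 1, and BECs and Fibroblasts lie at 0 in all 4 mice.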

When interpreted according to the recent classification of stromal cell populations in the ISC niche (McCarthy *et al*, 2020a), the results from our scRNA‐seq experiments indicate that *Rspo3* is mainly expressed in two clusters (LECs and Telocytes/Trophocytes) after intestinal I/R injury (Fig 6B, cluster 12 and 20, respectively). Low expression of *Rspo3* was found in Myocytes/Pericytes cluster (Fig 6B, cluster 17). 

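In Myocytes/Pericytes, Rspo3 had 7 UMIs in the 6 cells of control replicate 2 (139 CPM) and 11 UMIs in the 25 cells of EC-Foxc-DKO replicate 1 (56.3 CPM). The 12 cells of control replicate 1 and the 2 cells of EC-Foxc-DKO replicate 2 had 0 Rspo3 UMIs. The average over the 4 mice was 48.8 CPM, and with 1 mouse left out in turn it ranged from 18.8, without control replicate 2, to 65.0. A UMI was found in 3 of 18 control cells (16.7%, exact 95% CI 3.58 to 41.4) and in 4 of 27 EC-Foxc-DKO cells (14.8%, exact 95% CI 4.19 to 33.7), or in 4.59% and 2.45% of the cells after thinning to 1000 UMIs per cell. The median depth of these cells was 4682 and 4922 UMIs, and none of the 1237 EC-Foxc-DKO Follicular B cells, with a median of 3234 UMIs, had an Rspo3 UMI, which allows a share of up to 0.243%.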

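The 75 cells of the Telocytes/Trophocytes cluster were clustered again by themselves at a resolution of 0.5, and the parts were named from fixed markers of each kind of stromal cell. They formed 2 subclusters. The first, of 33 cells, showed the trophocyte markers Cd81, Grem1, Ackr4 and Pi16 and was named Trophocytes. It held 0 and 16 cells of control replicates 1 and 2 and 16 cells and 1 cell of EC-Foxc-DKO replicates 1 and 2. The second, of 42 cells, showed Adamdec1 and Ccl11, markers of Pdgfra-low Cd81-negative stromal cells, and Bmp5 and Sox6, markers of telocytes, but was also led by H2-Ab1, Cd74 and Acta2 and was left unnamed. It held 3 and 14 cells of the control mice and 25 and 0 cells of the EC-Foxc-DKO mice. At a resolution of 1.5, chosen after seeing the data, 23 cells were named Trophocytes and 29 cells were named Pdgfra-low Cd81-negative stromal cells. The 29 cells were led by Tagln, Acta2 and Myh11, markers of Myocytes/Pericytes, so that their name is uncertain. None of the settings that were run gave a subcluster with the name Telocytes.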

Further sub‐clustering performed on Telocytes/Trophocytes cluster based on their known markers (McCarthy *et al*, 2020b) identified three cell clusters, Trophocytes, Pdgfra^lo^ Cd81‐stromal cells, and Telocytes (Fig EV5B). A dot plot used for visualizing differential gene expression (mean expression level) and gene expression frequency in different cell clusters (Fig 6C) showed that *Rspo3* was decreased in both LECs and Trophocyte clusters in EC‐*Foxc*‐DKO intestines compared with controls after I/R injury. 

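In LECs, TMM-normalized Rspo3 was 436 ± 156 CPM (SD, n = 2 mice) in controls and 124 in the 1 EC-Foxc-DKO mouse with LECs. The log2 fold change was -1.86 (SE 1.12), and the adjusted p was 0.690 over the 873 genes that edgeR tested. The EC-Foxc-DKO mouse lay below both control mice and rests on 3 Rspo3 UMIs, against 26 in the control mice, a ratio of 0.265 relative to all UMIs (exact 95% CI 0.0513 to 0.865, for counting error only). Of its 4 LECs, 1 with 29646 UMIs held 1 Rspo3 UMI. The others, with 4143, 2197 and 839 UMIs, held 0, 2 and 0. The low level of this mouse thus rests mainly on the depth of 1 cell, which is among the highest doublet scores. The removal of the cells with the highest doublet scores, an alternative chosen after seeing the data, moved this result most and gave a log2 fold change of 1.03 (edgeR adjusted p = 0.794, with a range of 0.690 to 1.00 over the alternatives). This value rests on the 2 remaining EC-Foxc-DKO LECs with 3036 UMIs, 2 of them of Rspo3, a ratio of 2.14 (exact 95% CI 0.246 to 8.56, for counting error only), so that no direction could be read from it at this depth. In the Trophocytes subcluster, TMM-normalized Rspo3 was 329 CPM in control replicate 2, the only control mouse with such cells, and 94.4 ± 134 (SD, n = 2 mice) in EC-Foxc-DKO mice. The log2 fold change was -1.07 (SE 0.94, edgeR adjusted p = 0.997), and it was -0.79 without EC-Foxc-DKO replicate 2, whose only trophocyte had 0 Rspo3 UMIs. In each test a group with 1 mouse was assumed to vary like the other group, and each difference was larger than 1 standard error but smaller than 2. On simulated LEC counts, edgeR recovered 30.0% of the genes changed by 2 on the log2 scale.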

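The source data of Fig 6D list 12 log-normalized Rspo3 values for control trophocytes and 12 for EC-Foxc-DKO trophocytes. Each value above 0 equaled, within 6e-06, the value that the deposited counts give for exactly 1 kept cell of the same genotype. All 10 control values above 0 belonged to control replicate 2, and all 7 EC-Foxc-DKO values above 0 belonged to EC-Foxc-DKO replicate 1. The other 2 control values and 5 EC-Foxc-DKO values were 0 and cannot be assigned to a cell. Among the cells named Trophocytes here, an Rspo3 UMI was found in 11 of 16 cells of control replicate 2 (68.8%) and in 9 of 16 cells of EC-Foxc-DKO replicate 1 (56.3%), or in 21.8% and 13.7% after thinning to 1000 UMIs per cell. The exact 95% confidence intervals of the unthinned shares, 41.3 to 89.0% and 29.9 to 80.2%, overlapped. These cells had a median of 7859 and 6322 UMIs, and in Follicular B cells of the same mice, with medians of 3321 and 3248.5 UMIs, an Rspo3 UMI was found in 0 of 17 cells (up to 17.6%) and 0 of 1204 cells (up to 0.249%), so that the background is bounded loosely in control replicate 2.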

In Trophocyte cluster, the moderately decreased trend of *Rspo3* was not significant (Fig 6D). 

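In the Telocytes/Trophocytes cluster as a whole, the log2 fold change of Rspo3 was -0.72 (SE 0.88, edgeR adjusted p = 1.00). In the unnamed subcluster with Adamdec1 and Ccl11, Rspo3 had 0 and 14 UMIs in control replicates 1 and 2 and 19 UMIs in EC-Foxc-DKO replicate 1, or 177 CPM in control replicate 2 and 113 CPM in EC-Foxc-DKO replicate 1. The log2 fold change was -0.23 (SE 1.08, edgeR adjusted p = 0.999), and its sign changed to 0.092 with DESeq2 and to 0.33 at a clustering resolution of 1.0. At that resolution the unnamed parts also held 11 cells led by Slpi and Krt19, so that 0.33 is not the value of this subcluster alone. In Myocytes/Pericytes, Rspo3 did not pass the filter on low genes. In the 2 alternatives that tested it, its log2 fold change was -0.10 (SE 1.03, edgeR adjusted p = 0.986) with no filter and -0.15 (SE 0.60, edgeR adjusted p = 0.962) at a mitochondrial limit of 20%. The EC-Foxc-DKO mean there minus the control mean was -41.2 CPM, and it was -111 without control replicate 1 and 28.2 without control replicate 2, so that its sign rested on 1 mouse.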

Similar *Rspo3* levels were found in the other three cell clusters between the two groups (Fig 6C). 

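LECs numbered 19 of the 5624 kept cells (0.338%). They were 5 of 1447 cells in control replicate 1 (0.346%, exact 95% CI 0.112 to 0.805), 10 of 351 cells in control replicate 2 (2.85%, exact 95% CI 1.37 to 5.18) and 4 of 2745 cells in EC-Foxc-DKO replicate 1 (0.146%, exact 95% CI 0.0397 to 0.373). EC-Foxc-DKO replicate 2 had 0 of 1081 cells, which allows a share of up to 0.278%. Both EC-Foxc-DKO mice thus had a lower share than both control mice, and the intervals of control replicate 1 and EC-Foxc-DKO replicate 1 overlapped. Of the LEC values of Fig 6D, the 10 control values above 0 were traced to 3 cells of control replicate 1 and 7 cells of control replicate 2, and the 2 EC-Foxc-DKO values above 0 to EC-Foxc-DKO replicate 1. The remaining 6 control values and 3 EC-Foxc-DKO values were 0. An Rspo3 UMI was found in 3 of 5, 7 of 10 and 2 of 4 LECs of these 3 mice, and in 17.9%, 24.5% and 24.6% of the cells after thinning, with 1 shallower EC-Foxc-DKO cell left out. The median depth was 2900, 4188 and 3170 UMIs per LEC, but 1 LEC of EC-Foxc-DKO replicate 1 had 29646 UMIs.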

Since the percentage of the LECs captured by scRNA‐seq was very low (0.373%, Fig EV5A), the number of LECs obtained and used for analysis was very limited, and the decrease of *Rspo3* expression in LECs was not significant (Fig 6D). However, by validation study, the mRNA expression level of *Rspo3* was lower in the sorted intestinal LECs of EC‐*Foxc*‐DKO mice than in the control mice 24 h after I/R injury (Fig 6E). Taken together, these findings indicate that EC‐*Foxc1/c2* deletion results in reduced RSPO3 expression in intestinal LECs after I/R injury.

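With a mitochondrial limit of 20% in place of 10%, the log2 fold change of Rspo3 in LECs was 0.063 (edgeR adjusted p = 0.985, with a range of 0.690 to 1.00 over the alternatives), so that the direction in these data depended on which cells entered. It stayed negative under 8 of the 10 alternatives that gave a value, and no alternative brought it past the threshold. Among these 8, at least 500 UMIs and 200 genes per cell and a clustering resolution of 1.0 left the LEC fit unchanged. They repeat the main value, whereas the 20% limit and the removal of the highest doublet scores changed the cells and the sign. Without control replicate 1 it was -2.10, a value with no test because 1 mouse per group remained. Taking the lower Rspo3 in LECs in these data together with the lower mRNA level in sorted LECs (Fig 6E), the paper concludes that loss of Foxc1 and Foxc2 in endothelial cells reduces RSPO3 in intestinal LECs after I/R.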

**Figure 6:**
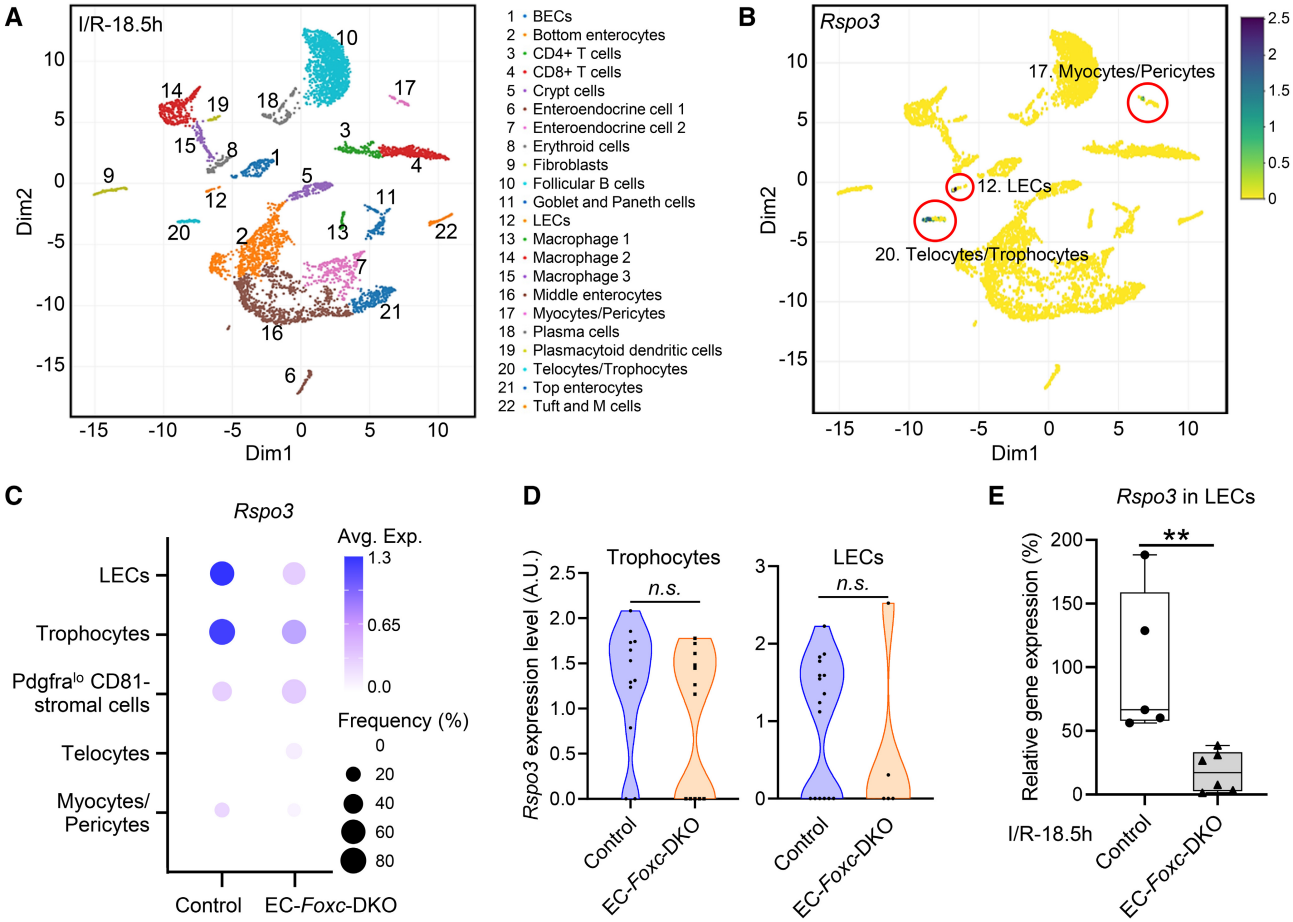
Intestinal *Rspo3* expression in control and EC‐*Foxc*‐DKO mice after I/R identified by single‐cell RNA sequencing Visualization of unsupervised clustering of 22 distinct clusters by UMAP from the distal jejunum of both control and EC‐*Foxc*‐DKO mice after I/R at 18.5 h.UMAP visualization of *Rspo3* expression in three different cell clusters identified in Fig 6A.Dot plot showing relative expression of *Rspo3* in five cell clusters identified by scRNA‐seq. Fill colors represent normalized mean expression levels and circle sizes represent the within‐cluster frequency of positive gene detection.Violin plots of the *Rspo3* expression in trophocytes and LECs in the intestine at I/R‐18.5 h. Mann–Whitney *U* test, each symbol represents one cell; *N* = 12 and 12 in control and EC‐*Foxc*‐DKO trophocytes, respectively; *N* = 16 and 5 in control and EC‐*Foxc*‐DKO LECs.Validation study by qPCR for the detection of relative mRNA expression of *Rspo3* in the sorted intestinal LECs at I/R‐18.5 h. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, **P < 0.01. The box‐and‐whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

**Figure EV5:**
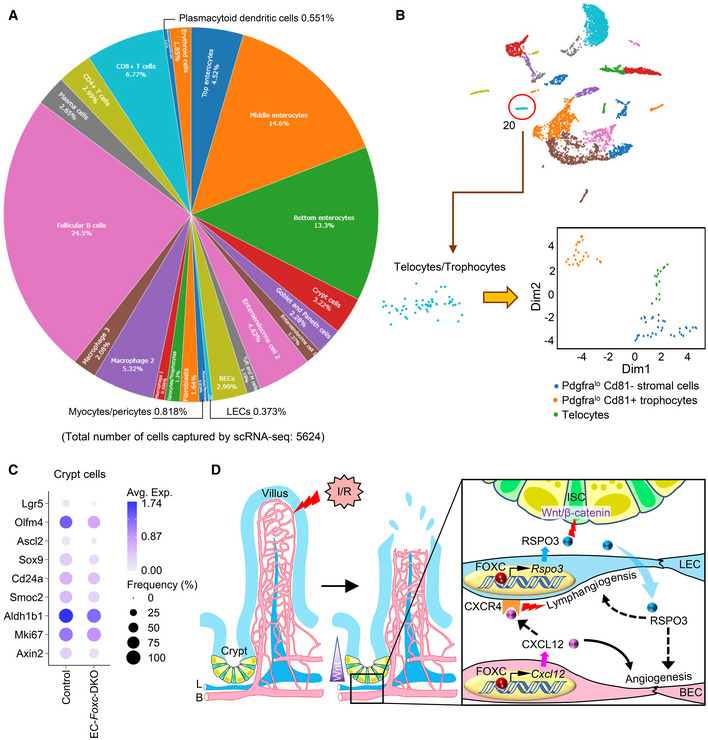
ScRNA‐seq analysis on the small intestines from control and EC‐*Foxc*‐DKO mice 18.5 h after I/R Pie chart showing the percentage of each cell cluster identified in Fig 6A of total cell population.Sub‐clustering performed on the cluster 20 (Telocytes/Trophocytes).Dot plot showing relative expression of different genes identified by scRNA‐seq were decreased in crypt cell cluster in EC‐*Foxc*‐DKO mice compared with control mice at I/R‐18.5 h. Fill colors represent normalized mean expression levels and circle sizes represent the within‐cluster frequency of positive gene detection. *Lgr5*, *Olfm4*, *Ascl2*, *Sox9*, *Cd24a*, *Smoc2* and *Aldh1b1* are ISC markers. *Mik67* is a proliferative marker. *Ascl2*, *Sox9* and *Axin2* are Wnt/β‐catenin target genes.Schematic drawing of the mechanism by which endothelial FOXC1 and FOXC2 promote mouse intestinal regeneration after I/R injury. The intestinal mucosa is damaged after I/R injury. FOXC (both FOXC1 and FOXC2) regulate the expression of *Rspo3/Cxcl12* through binding to their regulatory elements in LECs/BECs of the lymphatic/blood vessels near the crypts, respectively. RSPO3 secreted by LECs (blue arrow) is an agonist of the canonical Wnt/β‐catenin signaling pathway and promotes the intestinal epithelial regeneration and repair. RSPO3 derived from LECs also promotes angiogenesis and lymphangiogenesis (dashed arrows). BEC‐derived CXCL12 (pink arrow) not only regulates angiogenesis (arrow) but also stimulates CXCR4 on LECs to enhance lymphangiogenesis (dashed arrow). L, lymphatic vessel; B, blood vessel; ISC, intestinal stem cell; LEC, lymphatic endothelial cell; BEC, blood endothelial cell. Source data are available online for this figure.

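Crypt cells numbered 20 and 15 in control replicates 1 and 2 and 40 and 145 in EC-Foxc-DKO replicates 1 and 2, with medians of 84030, 29975, 64469 and 42631 UMIs per cell. Lgr5 (ENSMUSG00000020140, chromosome 10 of GRCm38, 115450311 to 115587780, minus strand) had 2.31 and 40.8 CPM in the control mice and 10.4 and 0.968 in the EC-Foxc-DKO mice. Its log2 fold change was -1.77 (SE 1.46, edgeR adjusted p = 1.00 over 9281 genes). Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139, plus strand) had 135 and 2338 CPM in the control mice and 502 and 116 in the EC-Foxc-DKO mice, with a log2 fold change of -2.01 (SE 1.21, edgeR adjusted p = 1.00). With no filter on low genes, Olfm4 passed the threshold (edgeR adjusted p = 6.6e-06, with a range of 6.6e-06 to 1.00 over the alternatives). The log2 fold changes of the other 7 genes of the panel were -1.21 for Smoc2, -0.76 for Axin2, -0.65 for Sox9, -0.60 for Mki67, -0.48 for Aldh1b1, -0.43 for Cd24a and -0.20 for Ascl2. All 9 genes were thus lower on average, and none passed the threshold, since edgeR called 0 of the 9281 genes tested, with 229 at an unadjusted p under 0.05 and 4 genes called by DESeq2. The difference rested on control replicate 2, which had the highest level of 8 of the 9 genes. Without it 3 of the 9 genes were lower, and the log2 fold changes of Lgr5 and Olfm4 became 1.19 and 1.24. Mki67 was the only gene of which both EC-Foxc-DKO mice lay below both control mice.

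**Figure D2:**
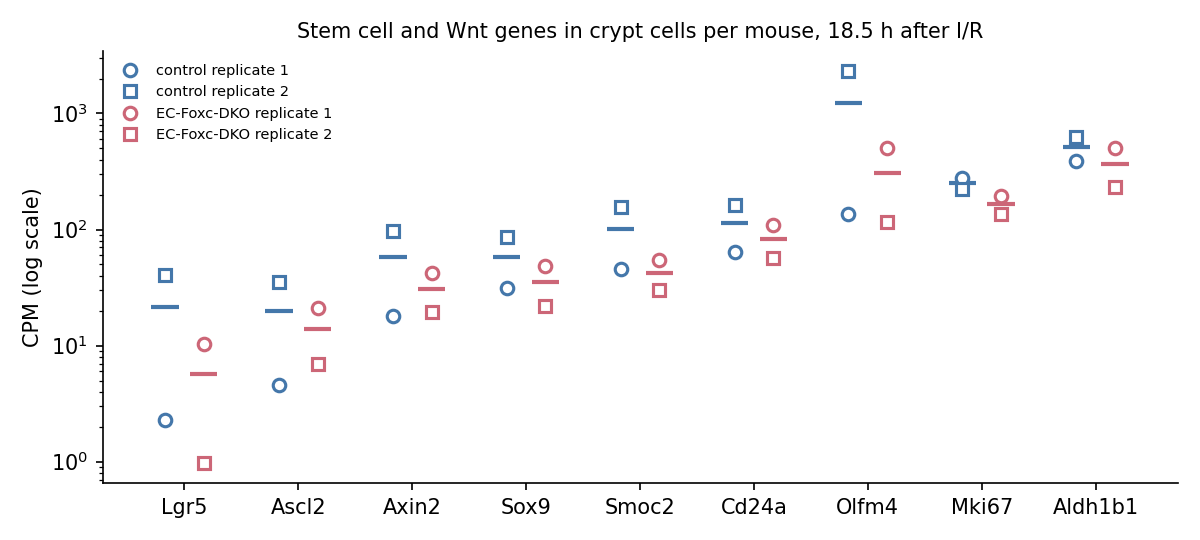
Level in CPM (y axis, log scale) of the 9 genes of Fig EV5C (x axis) in crypt cells of control and EC-Foxc-DKO mice. Each open symbol is 1 mouse (circle, replicate 1 and square, replicate 2), and each horizontal line is the mean of a group. Control replicate 2 lies highest for every gene except Mki67.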

**Table 1:** Top 10 marker genes used for the identification of specific cell clusters in scRNA‐seq data analysis.

Cluster	Marker	Cluster	Marker	Cluster	Marker	Cluster	Marker
BECs	Fabp4	Enteroendocrine cell 2	Rbp2	Macrophage 1	S100a9	Plasmacytoid dendritic cells	Bst2
	Ly6c1		S100a6		Cxcl2		Siglech
	Igfbp7		Lgals3		Il1b		Ccl4
	Plvap		Tm4sf20		S100a8		Rnase6
	Ly6a		Serpinb6a		G0s2		Mpeg1
	Ptprb		Anxa2		Srgn		Lsp1
	Flt1		Sprr2a3		Tyrobp		Ly6c2
	Pecam1		Gsta1		Cebpb		Cybb
	Cd36		Fam162a		Cd14		St8sia4
	Epas1		Pmp22		Fcer1g		Ccr9
Bottom enterocytes	Reg3b	Erythroid cells	Hba‐a1	Macrophage 2	Lyz2	Telocytes/Trophocytes	Dcn
	Fabp1		Hbb‐b1		Ccl6		Col3a1
	Reg3g		Hba‐a2		Ccl2		Gsn
	Plac8		Alas2		Ccl9		Col1a2
	Sis		Ube2l6		Mafb		Col1a1
	Mgst1		Snca		Ctsb		Mgp
	Maoa		Fech		Psap		Sfrp1
	Arg2		Cyb561d1		Ctsc		Lum
	Aldh1a1		Irgc1		Lgmn		Bgn
	Gstm3		Nudt15		Ms4a6c		Serping1
CD4^+^ T cells	Emb	Fibroblasts	Apoe	Macrophage 3	C1qa	Top Enterocytes	Apoa4
	Lat		Scn7a		C1qb		Ada
	Tcf7		Sparc		C1qc		Apob
	Ms4a4b		Apod		Acp5		Apoa1
	Itgb7		Fxyd1		Apol7c		Clca4a
	Cd69		Prnp		Il22ra2		Apoc3
	Lef1		Cryab		Dnase1l3		2010109I03Rik
	Bcl11b		Plp1		Pla2g2d		Selenop
	Cd27		Chl1		Batf3		Nt5e
	Arl4c		Pmepa1		Tctex1d2		Dnpep
CD8^+^ T cells	Ccl5	Follicular B cells	Cd74	Middle Enterocytes	Fabp2	Tuft and M cells	Krt18
	Gzma		H2‐Ab1		Guca2b		Cd24a
	Cd7		Ly6d		Spink1		Adh1
	Cd3g		Vpreb3		Anpep		Hck
	Rgs1		Bank1		Aldob		Sh2d6
	Nkg7		Cd83		Clca4b		Lrmp
	Gzmb		Pou2f2		Smim24		Selenom
	AW112010		Gpr183		Slc5a1		Tm4sf4
	Cd8a		H2‐DMb2		Leap2		Dclk1
	Cd3e		Fcmr		Guca2a		Avil
Crypt cells	Krt19	Goblet and Paneth cells	Zg16	Myocytes/Pericytes	Acta2		
	Dmbt1		Tff3		Tagln		
	Gpx2		Fcgbp		Myh11		
	Hmgb2		Spink4		Sparcl1		
	H2afz		Clca1		Tpm1		
	Birc5		Lgals2		Tpm2		
	Ube2c		Agr2		Cald1		
	Cks2		Lypd8		Myl9		
	Pclaf		Gm1123		Rgs5		
	Ccdc34		Ido1		Flna		
Enteroendocrine cell 1	Sct	LECs	Mmrn1	Plasma cells	Jchain		
	Chgb		Ccl21a		Mzb1		
	Chga		Timp3		Pou2af1		
	Neurod1		Lyve1		Nap1l1		
	Cpe		Cavin2		Sec11c		
	Krt7		Reln		Dut		
	Fxyd3		Aqp1		Eaf2		
	Reg4		Flt4		Mef2b		
	Tph1		Fgl2		H2afx		
	Pcsk1		Tshz2		Top2a		

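In BECs, edgeR called 0 of 3484 genes at an adjusted p of 0.05, with 96 genes at an unadjusted p under 0.05. DESeq2 called 2 genes, Ccl5 and Gzma, which are markers of CD8+ T cells and were chosen after their values were seen. With no filter on low genes edgeR called 57 genes, 35 higher and 22 lower in EC-Foxc-DKO BECs, and with 1 mouse left out in turn it called from 5 genes, without control replicate 2, to 32 genes, without EC-Foxc-DKO replicate 1. Adamts1 lies on the minus strand of chromosome 16 of GRCm38 (ENSMUSG00000022893, 85793827 to 85803113). Its TMM-normalized level in BECs was 113 ± 64.2 CPM (SD, n = 2) in control mice and 690 ± 622 (SD, n = 2) in EC-Foxc-DKO mice, a log2 fold change of 2.60 (SE 0.70, edgeR adjusted p = 0.999). Both EC-Foxc-DKO mice lay above both control mice, and the level in EC-Foxc-DKO replicate 2 was the highest, with 977 CPM over all genes and without TMM scaling against 214 in EC-Foxc-DKO replicate 1. Adamts1 passed the edgeR threshold in some alternatives, among them no filter on low genes (adjusted p = 3.2e-07), over a range to 1.00. With 1 mouse left out, its log2 fold change ranged from 1.22, without EC-Foxc-DKO replicate 2, to 3.33, without EC-Foxc-DKO replicate 1. Fits without 1 mouse leave 1 mouse in a group and take the spread from the other 2, so that genes passing in them are weak evidence. Cxcl12 lies on the plus strand of chromosome 6 (ENSMUSG00000061353, 117168535 to 117181367). Its TMM-normalized level in BECs was 1951 ± 695 CPM (SD, n = 2) in control mice and 1243 ± 34.0 (SD, n = 2) in EC-Foxc-DKO mice, a log2 fold change of -0.65 (SE 0.29, edgeR adjusted p = 0.999). Both EC-Foxc-DKO mice lay below both control mice, and chance gives groups without overlap, in either direction, for 33.3% of genes. Of the alternatives, at least 500 UMIs and 200 genes per cell and a clustering resolution of 1.0 left the BEC fit unchanged, so that they repeat its values. Cxcl12 was lower under all 14 alternatives, from -0.97 to -0.22 on the log2 scale, and was past the threshold under none of the 13 with a test (adjusted p of 0.611 to 1.00), with the smallest change found without control replicate 2.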

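The paper's source table of Fig 7A lists 200 genes with MAST p-values from 9.89e-05 to 0.0498. The paper sets a threshold on P in its methods on differential expression and in the legend of Fig 7A and on adjusted P in its section on statistics, so that whether the listed p-values are adjusted is not known here. Of the 200 genes, 198 were found in the deposited counts, 70 higher and 128 lower in EC-Foxc-DKO BECs. For all 198 genes, the difference between the mean log-normalized values of the BECs identified here had the sign of the paper's fold change, and the 2 sets of values had a Pearson correlation of 0.999 across genes, which are not independent replicates. The largest difference between them was 0.0433, so that the fold changes of the table are differences of natural-log values. Of these genes, 59 passed the filter on low genes in the sums per mouse, and 58 of the 59 moved in the direction of the table, which is not independent evidence because the table was made from the same cells. The 2 control mice did not overlap the 2 EC-Foxc-DKO mice for 48 of the 59 genes (81.4%), against 29.6% of all genes tested. In edgeR 18 of the 59 genes had an unadjusted p under 0.05, and the lowest adjusted p among them was 0.999.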

The results from our scRNA‐seq experiments also identified numerous genes that were differentially expressed in intestinal BECs from EC‐*Foxc*‐DKO and control mice after I/R injury (Fig 7A), including the antiangiogenic factor *Adamts1* (Lee *et al*, 2006; Obika *et al*, 2012) and the CXC chemokine *Cxcl12*, which were up‐ and downregulated, respectively, in EC‐*Foxc*‐DKO BECs. Notably, although *Cxcl12* was also expressed in both Telocyte/Trophocyte and Fibroblast clusters (Fig 7B and C), no significant difference was found in the *Cxcl12* level in these two clusters (Fig 7D). 

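In the cluster named Fibroblasts, TMM-normalized Cxcl12 was 285 ± 31.1 CPM (SD, n = 2) in control mice and 389 ± 159 (SD, n = 2) in EC-Foxc-DKO mice, a log2 fold change of 0.40 (SE 0.47, edgeR adjusted p = 1.00). It was -0.052 without EC-Foxc-DKO replicate 2. In Telocytes/Trophocytes it was 855 ± 739 (SD, n = 2) and 1647 ± 114 (SD, n = 2), a log2 fold change of 0.80 (SE 1.2, edgeR adjusted p = 1.00), where control replicate 1 gave 2 Cxcl12 UMIs from 3 cells and EC-Foxc-DKO replicate 2 gave 12 UMIs from 1 cell. With both clusters pooled, as in Fig 7D, the log2 fold change was 0.31 (SE 0.67, edgeR adjusted p = 1.00), and it became -0.22 without control replicate 1 and -0.10 without EC-Foxc-DKO replicate 1. None of these differences was larger than its error. A Cxcl12 UMI was found in 52.8% of 36 control and 57.1% of 56 EC-Foxc-DKO cells of the Fibroblasts cluster, or in 19.9% and 24.4% after thinning to 1000 UMIs per cell. In Telocytes/Trophocytes it was found in 90.9% of 33 control and 95.2% of 42 EC-Foxc-DKO cells, or in 50.2% and 62.2% after thinning. In Follicular B cells it was found in 0 of 140 control cells and 3 of 1237 EC-Foxc-DKO cells (0.243%), with median depths of 3287 and 3234 UMIs against 4620 and 3953 in the Fibroblasts cluster.

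**Figure D3:**
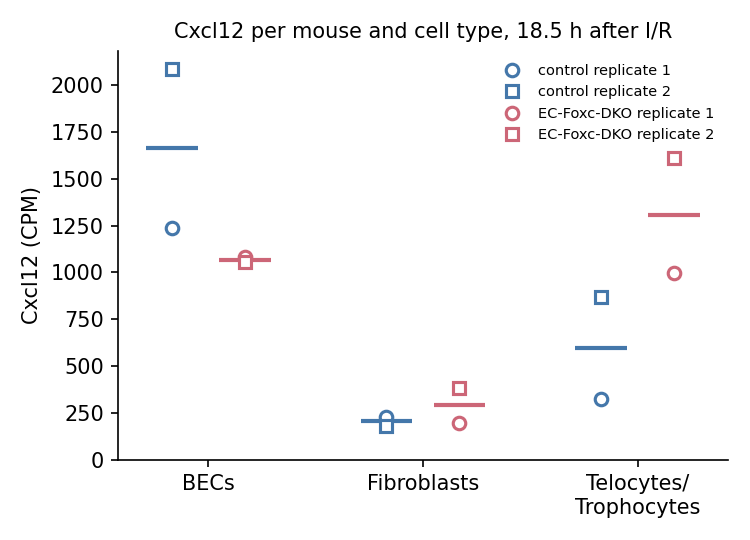
Cxcl12 in CPM (y axis) in BECs, Fibroblasts and Telocytes/Trophocytes (x axis) of control and EC-Foxc-DKO mice. Each open symbol is 1 mouse (circle, replicate 1 and square, replicate 2), and each horizontal line is the mean of a group. In BECs the control mice lie at 1237 and 2086 and the EC-Foxc-DKO mice at 1082 and 1054.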

*Cxcl12* was significantly downregulated only in BECs (Fig 7A and E), which had a larger cell population than the other two cell clusters (Figs 7C and EV5A). Furthermore, qPCR analysis validated that *Cxcl12* mRNA expression was significantly reduced in isolated intestinal CD45^−^/CD31^+^ ECs of both sham‐ and I/R‐treated EC‐*Foxc*‐DKO mice compared with their littermate controls (Fig 7F). These results suggest that *Foxc1/c2*‐deficient intestinal ECs fail to increase *Cxcl12* expression after I/R injury.

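A difference between cell types was tested by the interaction of genotype and cell type in edgeR, with the mouse as a covariate, between BECs and the pooled Fibroblasts and Telocytes/Trophocytes. The log2 fold change of Cxcl12 in BECs minus that in the pooled cells was -1.02 (SE 0.62, edgeR adjusted p = 1.00 over 4790 genes). It was negative under all 12 alternatives, from -1.56 to -0.69, and was past the threshold under none (adjusted p of 0.760 to 1.00). Of these alternatives, at least 500 UMIs and 200 genes per cell left the fit unchanged. The interaction test called 0 genes in edgeR, with 89 at an unadjusted p under 0.05, and 0 genes in DESeq2. On simulated counts it recovered 0% of the genes that differed by 2 between the cell types on the log2 scale and 23.0% of those that differed by 3. BECs numbered 170 cells, against 92 cells in the Fibroblasts cluster and 75 in Telocytes/Trophocytes. A Cxcl12 UMI was found in 83.3% of control and 70.9% of EC-Foxc-DKO BECs, or in 68.3% and 50.5% after thinning, with 5 and 7 shallower cells left out. From its tests on single cells, the paper states that Cxcl12 falls in BECs and in neither of the other 2 clusters, and it proposes from these data and the qPCR of sorted endothelial cells (Fig 7F) that endothelial cells without Foxc1 and Foxc2 do not raise Cxcl12 after I/R.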

**Figure 7:**
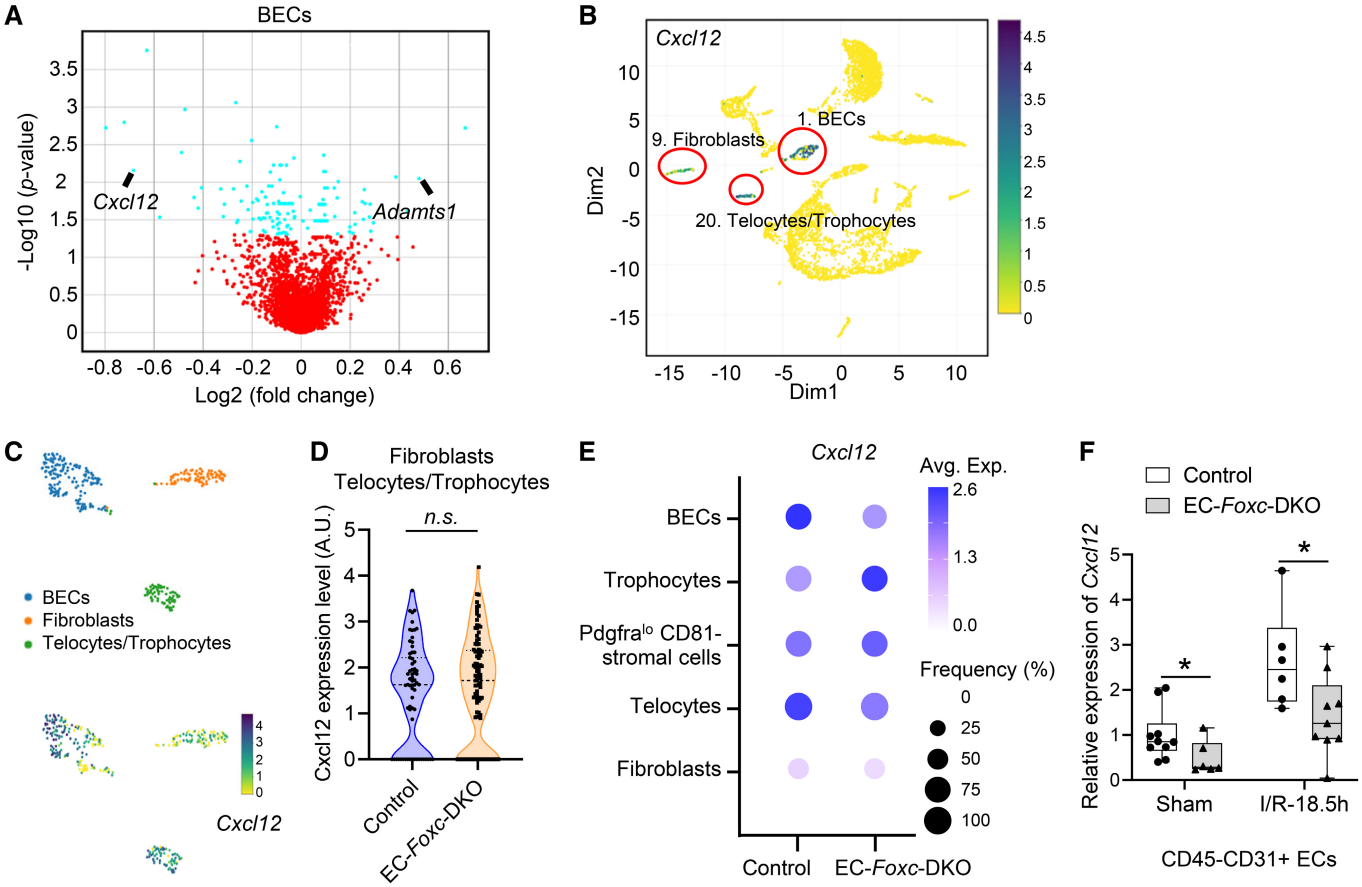
Intestinal *Cxcl12* expression in control and EC‐*Foxc*‐DKO mice after I/R identified by single‐cell RNA sequencing Volcano plots of differential expression analysis of BECs in control and EC‐*Foxc*‐DKO mice at I/R‐18.5 h using the MAST model. Blue dots denote genes with significant differential expression, *P* < 0.05.UMAP visualization of *Cxcl12* expression in three clusters identified in Fig 6A.Larger UMAP visualization of three *Cxcl12* expressing cell clusters (upper panel) and their *Cxcl12* expression (lower panel).Violin plots of the *Cxcl12* expression in fibroblasts and telocytes/trophocytes. Mann–Whitney *U* test, each symbol represents one cell, *N* = 67 and 98 in control and EC‐*Foxc*‐DKO mice, respectively; *n.s*., not significant.The cluster of Telocytes/trophocytes was further subclustered into three clusters: trophocytes, pdgfra^lo^ CD81^−^ stromal cells, and telocytes as shown in Fig EV5B. Dot plot showing relative expression of *Cxcl12* in five cell clusters identified by scRNA‐seq.Relative mRNA expression of *Cxcl12* in Dynabeads‐isolated ECs (CD45^−^CD31^+^) from distal jejunum. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 10, *P < 0.05. The box‐and‐whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

### FOXC1/C2 bind to regulatory elements containing FOXC‐binding sites located in the *RSPO3* and *CXCL12* loci in LECs and BECs, respectively

To determine whether FOXC1 and FOXC2 are capable of regulating the transcription of *RSPO3* and *CXCL12*, we first identified putative FOXC‐binding sites (RYMAAYA or RYACACA; Overdier *et al*, 1994; Pierrou *et al*, 1994; Kaufmann & Knochel, 1996) in the vicinity of the human *RSPO3* and *CXCL12* loci (Fig 8A and B, and Materials and Methods) by analyzing data deposited in the ENCODE database (Kent *et al*, 2002) with HOMER software (Heinz *et al*, 2010), as recently described in our analysis of the *PRICKLE1* locus (Norden *et al*, 2020). These sites are conserved between human and mouse, and contain histone‐methylated and ‐acetylated regions (e.g., H3K4Me1 and H3K27Ac ChIP peaks), DNaseI hypersensitive regions, and transcriptionally active regions (identified by Transcription Factor ChIP‐seq data). Putative FOXC‐binding sites in the human *CXCL12* promoter region were also identified according to the prediction of JASPAR (Fig 8B). We first confirmed the mRNA expression of *FOXC1* and *FOXC2* in human dermal lymphatic endothelial cells (HDLECs) and human umbilical vein endothelial cells (HUVECs; Appendix Fig S2A and B). We then performed chromatin immunoprecipitation (ChIP) assays with FOXC1 and FOXC2 antibodies and cell lysates from HDLECs (for testing the FOXC‐binding sites in the *RSPO3* locus, Fig 8A) and from HUVECs (for testing the FOXC‐binding sites in the *CXCL12* locus, Fig 8B). Quantitative analysis following ChIP showed that FOXC bindings were significantly enriched in ECRs of RSPO3 (Fig 8C), as well as in ECRs and promoter regions of CXCL12 (Fig 8D). Accordingly, these results indicate that FOXC1 and FOXC2 regulate the expression of *RSPO3* in LECs and *CXCL12* in BECs through binding to their regulatory elements.

**Figure 8:**
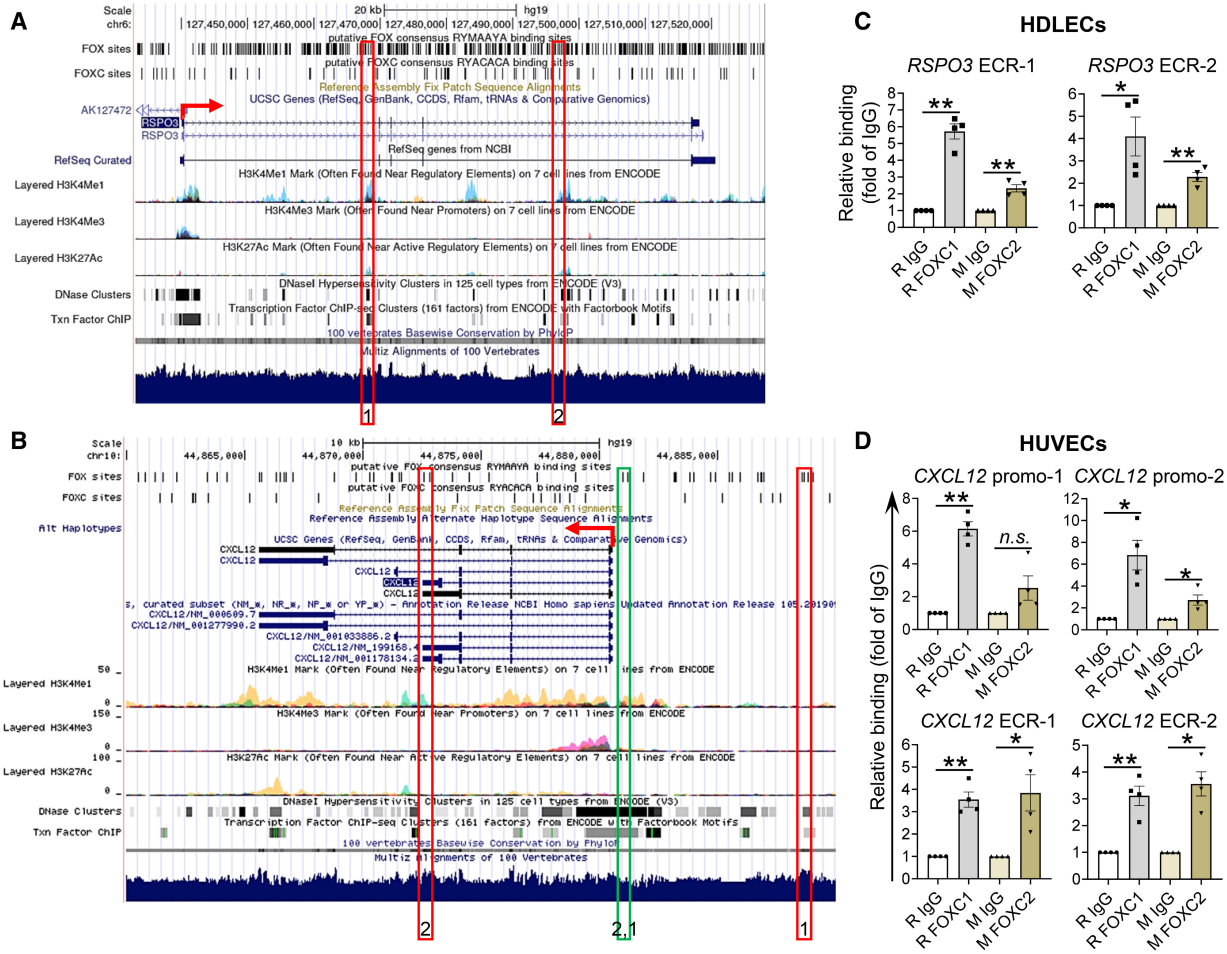
FOXC1 and FOXC2 regulate the expression of *RSPO3* in LECs and *CXCL12* in BECs through binding to their regulatory elements A–D(A and B) *In silico* identification of putative FOX‐binding sites in the *RSPO3* and *CXCL12* loci. Putative FOX‐binding sites in regions of the human *RSPO3* (A) and *CXCL12* (B) loci as viewed on the UCSC genome browser (https://genome.ucsc.edu; Kent *et al*, 2002). Vertical lines on the “FOX sites” and “FOXC sites” tracks indicate putative binding sites corresponding to the FOX “RYMAAYA” consensus sequence and the FOXC “RYACACA” consensus sequence (Chen *et al*, 2019) predicted using the Hypergeometric Optimization of Motif EnRichment (HOMER) suite of tools (Heinz *et al*, 2010). Red boxes indicate evolutionary conserved regions (ECRs) containing FOX‐binding sites between human and mouse genomes that are conserved and aligned as identified using the ECR browser tool (ecrbrowser.docde.org). Green boxes indicate promoter regions in *CXCL12* containing FOX‐binding sites according to the prediction of JASPAR. The red arrows indicate the site of transcription initiation for *RSPO3* or *CXCL12*. (C and D) FOXC1 and FOXC2 co‐occupy the ECRs of *RSPO3* in HDLECs (C), as well as the ECRs and promoters of *CXCL12* in HUVECs (D). Quantitative‐ChIP assay was performed using rabbit (R) anti‐FOXC1 and mouse (M) anti‐FOXC2 antibodies to analyze the recruitment of FOXC on promoters and/or ECRs in HDLECs and HUVECs respectively. Values were quantified against IgG controls. Data are mean ± SEM, paired *t*‐test, each symbol represents data collected from one experiment, *N* = 4, *P < 0.05, **P < 0.01, *n.s*., not significant. Source data are available online for this figure.

### RSPO3 treatment rescues the defective repair of small intestines in EC‐ and LEC‐*Foxc*‐DKO mice after I/R injury

RSPO3 is a key regulator of Wnt signaling during intestinal regeneration (Kannan *et al*, 2013; Storm *et al*, 2016), and RSPO3 prevents I/R‐induced intestinal tissue damage and vascular leakage (Kannan *et al*, 2013). Accordingly, we investigated whether RSPO3 treatment can rescue the defective repair of small intestines in EC‐*Foxc*‐DKO mice following I/R injury. Adult control and EC‐*Foxc*‐DKO mice were treated with PBS or RSPO3 (5 μg in 100 μl PBS per mouse) by retro‐orbital injection 30 min before intestinal ischemia. Quantification of Chiu scores was then performed 24 h after I/R injury. In control mice, the rescue of intestinal mucosal damage was not significant after RSPO3 treatment at I/R‐24 h. However, in EC‐*Foxc*‐DKO mice, RSPO3 treatment could partially rescue the mucosal damage (Fig 9A and B), activate the Wnt signaling (i.e., nuclear localization of β‐catenin, Fig 9C and D) in ISCs, and increase the numbers of OLFM4^+^ ISCs (Fig 9C and E) and CCND1^+^ cells (Fig 9F and G) per crypt after intestinal I/R injury. Moreover, RSPO3 treatment significantly increased the mRNA expression level of *Rspo3* in sorted LECs and *Cxcl12* in sorted BECs in EC‐Foxc‐DKO mouse intestine after I/R (Fig 9H). Together, RSPO3 treatment rescues the intestinal mucosal damage and defects in BECs and LECs in EC‐*Foxc*‐DKO mice after I/R.

**Figure 9:**
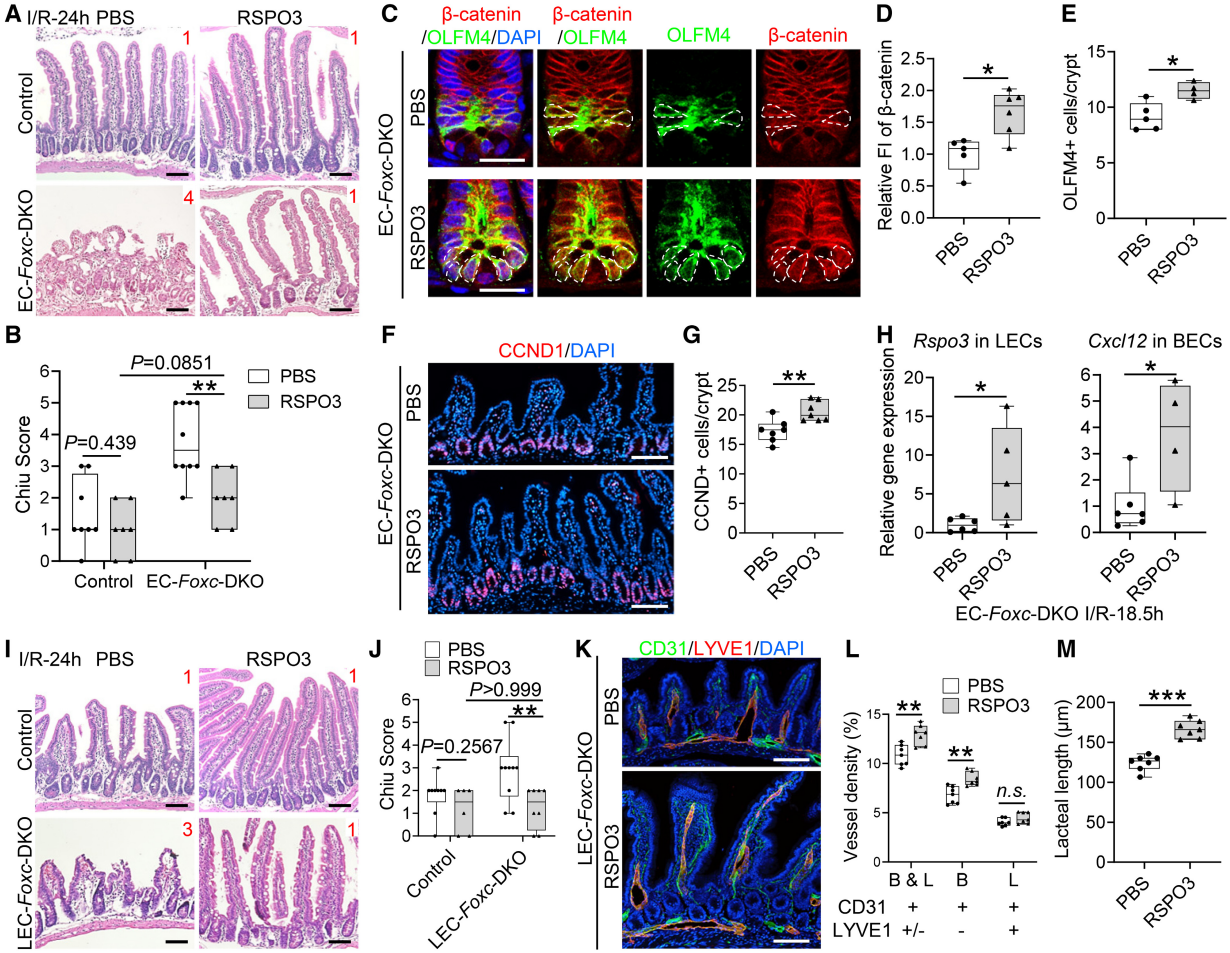
RSPO3 partially rescues impaired regeneration of intestinal mucosa in EC‐*Foxc*‐DKO and LEC‐*Foxc*‐DKO mice after I/R In RSPO3 rescue experiment, each mouse was treated with 5 μg RSPO3 in 100 μl PBS by retro‐orbital injection 30 min before ischemia. PBS‐treated mice were used as vehicle control.
A–J(A and I) Representative images of H&E staining show the rescue effects of RSPO3 in intestinal mucosa in EC‐*Foxc*‐DKO (A) and LEC‐*Foxc*‐DKO (I) mice, as well as their control mice 24 h after I/R. Red numbers indicate the Chiu scores. Scale bars = 100 μm. (B and J) Quantification of Chiu Score for the intestines at I/R‐24 h is based on H&E staining as shown in Fig 9A and I. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 13, **P < 0.01. (C) Representative images of crypts immunostained with OLFM4 and β‐catenin in PBS/RSPO3 treated EC‐*Foxc*‐DKO mice 24 h after I/R. The accumulation of β‐catenin in the nuclei of ISCs (dotted circles) was found in RSPO3‐rescued mice. Paraffin sections (4 μm), scale bars = 20 μm. (D) Quantification of relative fluorescent intensity (FI) of β‐catenin immunostaining within ISC and (E) quantification of the number of OLFM4^+^ ISCs were performed based on Fig 9C. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6, *P < 0.05. (F) Representative images of immunostaining of CCND1 in intestines in PBS/RSPO3 treated EC‐Foxc‐DKO mice at I/R‐24 h. Scale bars = 100 μm. (G) Quantification of the number of CCND1^+^ epithelial cells per crypt at I/R‐24 h is based on Fig 9F. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7, **P < 0.01. (H) Relative mRNA expression of *Rspo3* in sorted LECs and *Cxcl12* in sorted BECs from intestines of PBS/RSPO3 treated EC‐*Foxc‐*DKO mice at I/R‐18.5 h. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6, *P < 0.05.KRepresentative images of CD31/LYVE1 immunostaining in the intestines of PBS/RSPO3 treated LEC‐*Foxc*‐DKO mice at I/R‐24 h. Scale bars = 100 μm.L, MQuantification of the vessel density (L) (= vessel area/total intestinal tissue area × 100%) for the blood (B) and/or lymphatic (L) vessels (markers listed below the graph were used to identify B and L), as well as the measurement of lacteal length (M) was performed based on Fig 9K. The Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7, **P < 0.01, *n.s*., not significant. Data information: The box‐and‐whisker plots in (B), (D), (E), (G), (H), (J), (L) and (M) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

Given that RSPO3 is expressed in LECs of the small intestine, but not in BECs (Fig 6B), equivalent experiments were subsequently performed with adult mice carrying LEC‐specific mutations of both *Foxc* genes. Similar rescue effects of the RSPO3 treatment were observed in LEC‐*Foxc*‐DKO intestines 24 h after I/R injury with the improvement of the Chiu score to the level similar to I/R‐exposed control mice (i.e., grade 1; Fig 9I and J). RSPO3 treatment also rescued the vascular damage by increasing the blood vessel density and the lacteal length (Fig 9K–M) in LEC‐*Foxc*‐DKO mice after I/R. Thus, these results show that RSPO3 regulates angiogenesis and lymphangiogenesis in a paracrine and autocrine manner, respectively.

Immunoglobulin M (IgM) and complement also contribute to intestinal I/R injury (Kannan *et al*, 2013), but RSPO3 treatment suppresses the deposition of IgM and complement in damaged intestinal tissue (Kannan *et al*, 2013), likely by enhancing the activation of Wnt signaling in ISCs of the small intestine. Therefore, IgM deposition was evaluated in damaged intestines of control and EC‐*Foxc*‐DKO mice 24 h after I/R injury via immunostaining (Appendix Fig S3A). Compared with control mice, IgM deposition was increased in EC‐*Foxc*‐DKO mice, whereas administration of RSPO3 reduced the level of IgM in EC‐*Fox*‐DKO mice. The levels of IgM deposition were further quantified via western blotting as described previously (Yoshiya *et al*, 2011; Kannan *et al*, 2013). I/R‐enhanced IgM levels in the intestinal tissues were greater in EC‐*Foxc*‐DKO mice compared with controls (Appendix Fig S3B and C). More importantly, RSPO3 treatment significantly reduced the levels of IgM in the EC‐*Foxc*‐DKO mice after I/R injury (Appendix Fig S3D and E). Collectively, these observations demonstrate that *Foxc1* and *Foxc2* expression in the intestinal vasculature contributes to intestinal mucosal recovery and regeneration after I/R injury.

### CXCL12 treatment partially rescues the defective repair of small intestines in EC‐*Foxc*‐DKO mice after I/R injury

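The source data of Fig 7D list 67 log-normalized Cxcl12 values for control and 98 for EC-Foxc-DKO cells of the pooled Fibroblasts and Telocytes/Trophocytes clusters. All values above 0 were matched to 1 kept cell each, as was done for Rspo3. Of the 48 control values above 0, 11 belonged to control replicate 1 and 37 to control replicate 2, and of the 72 EC-Foxc-DKO values above 0, 57 belonged to EC-Foxc-DKO replicate 1 and 15 to EC-Foxc-DKO replicate 2. The other 19 control and 26 EC-Foxc-DKO values were 0. In the sums per mouse, Cxcl12 had 21 and 198 UMIs in the pooled cells of control replicates 1 and 2 and 338 and 37 UMIs in those of EC-Foxc-DKO replicates 1 and 2. In BECs it had 184 and 468 UMIs in the control mice and 465 and 124 UMIs in the EC-Foxc-DKO mice.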

*Cxcl12* was only downregulated in intestinal BECs but not in the Telocyte/Trophocyte and Fibroblast clusters of EC‐*Foxc*‐DKO mutant intestine after I/R injury (Fig 7A, D and E). Given evidence that hypoxia upregulates CXCL12 (Hitchon *et al*, 2002; Santiago *et al*, 2011) as a key regulator of angiogenesis (Santagata *et al*, 2021), we examined whether pretreatment with CXCL12 can rescue the defects in the vascular regrowth and intestinal repair associated with EC‐*Foxc1/c2* deficiencies. Adult control and EC‐*Foxc*‐DKO mice were treated with PBS or CXCL12 via retro‐orbital injection as described previously (Garnica *et al*, 2005), and I/R induction was performed 30 min later. The degree of intestinal mucosal damage 24 h after I/R injury was then quantified via the Chiu scoring system. CXCL12 treatment didn't significantly rescue the mucosal damage in control mice, but partially rescued the defective repair of small intestines in the EC‐*Foxc*‐DKO mice (Fig 10A and B). Moreover, nuclear localization of β‐catenin was observed in crypt ISCs of CXCL12‐pretreated EC‐*Foxc*‐DKO mice after I/R injury compared with the PBS treatment (Fig 10C and D). The numbers of OLFM4^+^ ISCs (Fig 10C and E) and cells expressing the Wnt target CCND1 (Shoshkes‐Carmel *et al*, 2018; Fig 10F and G) were significantly increased in the crypts of EC‐*Foxc*‐DKO mice treated with CXCL12 after I/R injury. Administration of CXCL12 also improved the defective vascular recovery (CD31^+^ vessel density), as well as the lacteal length of EC‐*Foxc*‐DKO mice 24 h after I/R injury (Fig 10H–J). However, CXCL12 treatment did not affect the mRNA expression level of *Rspo3* in sorted LECs from EC‐*Foxc*‐DKO mice at I/R‐18.5 h (Fig 10K). Together, CXCL12 treatment rescues intestinal repair associated with EC‐*Foxc1/c2* deficiencies by enhancing vascular recovery (angiogenesis and lymphangiogenesis) and stimulating Wnt signaling in the crypts of the intestinal epithelium.

**Figure 10:**
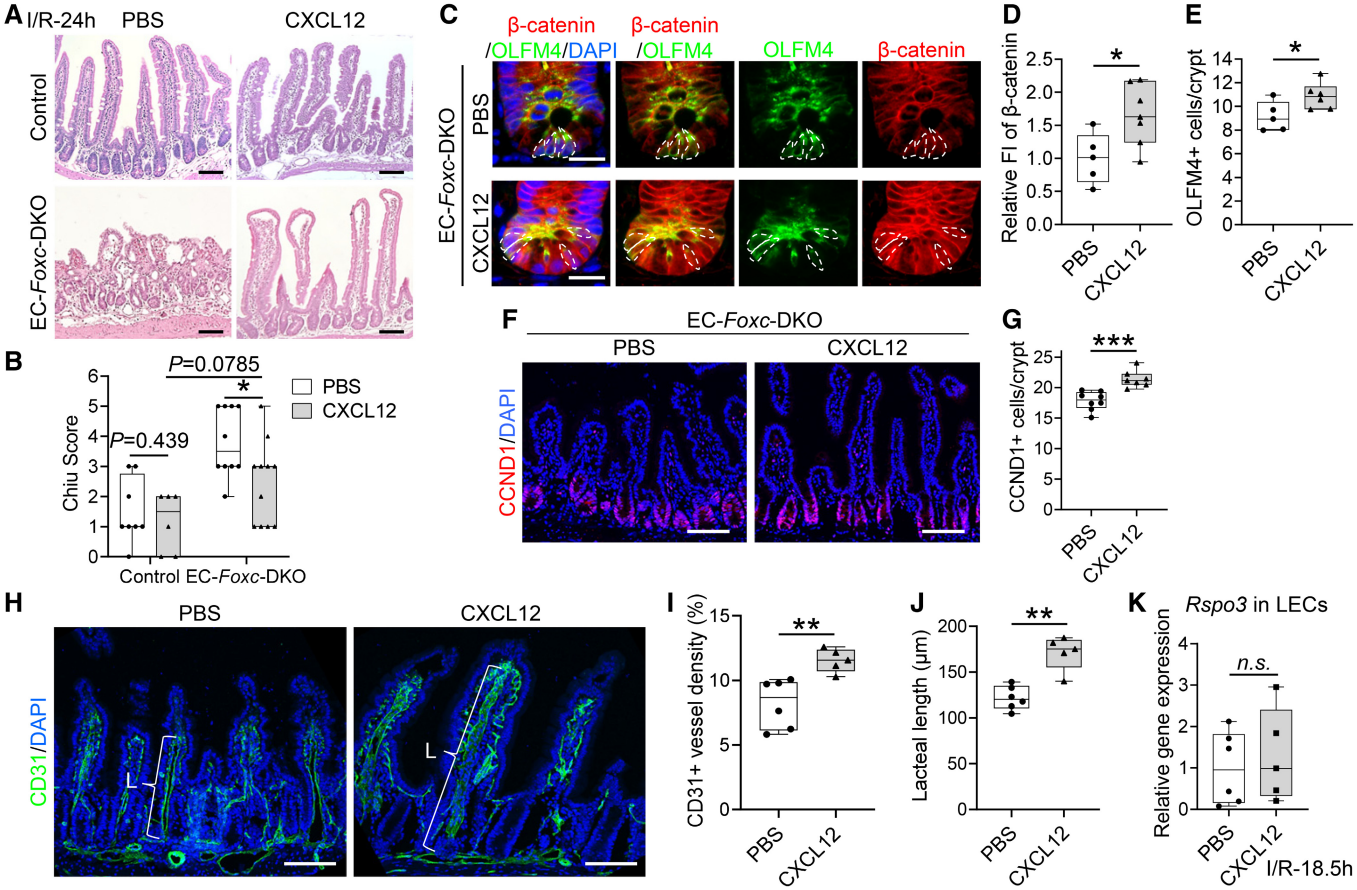
CXCL12 partially rescues impaired regeneration of intestinal mucosa in EC‐*Foxc*‐DKO mice after I/R In CXCL12 rescue experiments, mice were treated with 50 μg/kg CXCL12 in PBS by retro‐orbital injection 30 min before ischemia. Mice treated with PBS were used as control.
ARepresentative images of H&E staining show the rescue effects of CXCL12 in intestinal mucosa in control and EC‐*Foxc*‐DKO mice 24 h after I/R. Red numbers indicate Chiu scores. Scale bars = 100 μm.BQuantification of Chiu Scores for mouse intestines 24 h after I/R based on H&E staining as shown in Fig 10A. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 11, *P < 0.05.CRepresentative images of crypts immunostained with OLFM4 and β‐catenin in PBS‐ and CXCL12‐treated EC‐*Foxc*‐DKO mice 24 h after I/R. The total protein signal of β‐catenin is upregulated in CXCL12‐treated crypts compared with the PBS‐treated group. The accumulation of β‐catenin in the nuclei of ISCs (dotted circles) was found in CXCL12‐treated mice but inhibited in PBS‐treated mice. Paraffin sections (4 μm), scale bars = 20 μm.D, E(D) Quantification of relative fluorescent intensity (FI) of β‐catenin immunostaining within ISC and (E) quantification of the number of OLFM4^+^ ISCs per crypt were performed based on Fig 10C. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 7, *P < 0.05.F, G(F) Representative immunostaining images of CCND1 and (G) Quantification of CCND1^+^ epithelial cells per crypt after I/R at 24 h. Scale bars = 100 μm. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7 ~ 8, ***P < 0.001.HRepresentative confocal images of CD31 immunostaining of distal jejuna in PBS‐ and CXCL12‐ treated EC‐*Foxc*‐DKO mice after I/R at 24 h. Paraffin sections (15 μm), scale bars = 100 μm. L represents the lacteal length measured in Fig 10J.I, J(I) Quantification of CD31^+^ vessel density (% = total CD31^+^ vessel area/total intestinal tissue area × 100%) and (J) quantification of lacteal length were performed based on Fig 10H. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6, **P < 0.01.KRelative mRNA expression of *Rspo3* in sorted intestinal LECs from PBS/CXCL12‐treated EC‐*Foxc‐*DKO mice at I/R‐18.5 h. Data are box‐and‐whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, *n.s*., not significant. Data information: The box‐and‐whisker plots in (B), (D), (E), (G) and (I–K) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

## Discussion

Accumulating evidence indicates the importance of BEC/LEC‐derived paracrine factors in tissue regeneration. In the present study, we demonstrate that EC‐*Foxc1/Foxc2* expression is crucial for the repair of the intestinal mucosa, BECs, and LECs after I/R injury and that the EC‐ and LEC‐*Foxc*‐DKO mutations in mice impair canonical Wnt/β‐catenin signaling in ISCs at the crypt base. Furthermore, our scRNA‐seq data indicate that RSPO3 expression is attenuated in LECs and stromal cells of the EC‐*Foxc*‐DKO mice after intestinal I/R injury, which is at least partially attributable to impairments in intestinal regeneration because ISC activity appears to be crucially dependent on Wnt/β‐catenin signaling in the subepithelial cellular microenvironment in the ISC niche (Santos *et al*, 2018; Hageman *et al*, 2020). We also show that CXCL12 is reduced in intestinal BECs of the EC‐*Foxc*‐DKO mice after I/R injury. Importantly, we show that FOXC1 and FOXC2 are key transcription factors for the paracrine factors *RSPO3* and *CXCL12* via binding to their regulatory elements in LECs and BECs, respectively. Most significantly, treatment with RSPO3 and CXCL12 rescues the defective repair of small intestines in the LEC‐*Foxc*‐DKO and EC‐*Foxc*‐DKO mice, respectively. Consequently, this study elucidates the novel molecular and cellular mechanisms that mediate the role of EC‐specific FOXC1/C2 in the repair of the intestinal mucosa and vasculature, regulation of paracrine RSPO3 and CXCL12 factors, and activation of ISCs after intestinal I/R injury.

Adult single and compound EC‐ (or LEC)‐specific *Foxc1/c2‐*mutant mice provide us with the *first* opportunity to comprehensively characterize how the two *Foxc* genes cooperatively regulate the postischemic repair of intestinal blood/lymphatic vessels after I/R injury and intestinal epithelial regeneration by modulating Wnt/RSPO3 and CXCL12 signaling. Because the EC‐*Foxc*‐DKO and LEC‐*Foxc*‐DKO mutations are induced by the different drivers (i.e., *Cdh5‐Cre* ^*ERT2*^ and *Vegfr3‐Cre* ^*ERT2*^), the extent of *Foxc* downregulation in the EC‐ and LEC‐specific mutant mouse lines may not be equal. However, the degree of impairments in intestinal repair is consistently greater in the EC‐*Foxc*‐DKO mutant line than in the LEC‐*Foxc*‐DKO mutant line, suggesting that *Foxc1* and *Foxc2* are required in both BECs and LECs for intestinal tissue repair. Equivalent experiments were also performed with adult mice carrying EC‐ (and LEC‐) specific KO mutations of each individual *Foxc* gene to determine the similarities and differences between the phenotypes associated with each deletion. 

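In BECs of control mice, a Foxc1 UMI was found in 4 of 60 cells (6.67%, exact 95% CI 1.85 to 16.2), and in LECs of control mice in 4 of 15 cells (26.7%, exact 95% CI 7.79 to 55.1). After thinning to 1000 UMIs per cell, which left out 5 BECs and no LEC, these shares were 0.755% and 7.04%. Each control mouse had Foxc1 UMIs in both cell types, at 6.72 and 22.3 CPM in BECs and 45.9 and 63.7 CPM in LECs of control replicates 1 and 2. A Foxc2 UMI was found in 0 of 60 BECs and 0 of 15 LECs, which allows shares of up to 5.00% and 20.0%. Among Follicular B cells of the control mice, which should express neither gene, 0 of 140 cells had a UMI of Foxc1, at a median of 3287 UMIs per cell against 4053 in BECs and 3026 in LECs.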

While our qPCR and scRNA‐seq analyses show that expression levels of *Foxc1* in intestinal ECs are higher than those of *Foxc2*, the phenotypic differences between EC‐ (or LEC‐) *Foxc1*‐KO and EC‐ (or LEC‐) *Foxc2*‐KO mice are not particularly distinct. Although the reason(s) for the phenotypic similarities remains unclear, recent evidence indicates that *Foxc2* is essential for the maintenance of intestinal LECs and that treatment with antibiotics to deplete gut microbiota rescues the phenotype of LEC‐specific *Foxc2* mutants, including lymphatic dilation in the small intestine (Gonzalez‐Loyola *et al*, 2021). Bacterial translocation occurs when the intestinal barrier is disrupted by I/R injury, and I/R‐induced intestinal damage can be attenuated by pretreatment of an antibiotic cocktail to deplete gut commensal bacteria (Yoshiya *et al*, 2011). It remains to be elucidated whether commensal bacteria contribute to aberrant intestinal recovery and regeneration in our EC/LEC‐specific *Foxc* mutant mice. TNF‐α and IL‐6 regulate the proliferation of intestinal epithelial cells (Kuhn *et al*, 2014; Ruder *et al*, 2019). However, EC‐*Foxc1/c2* deletions result in reduced proliferation of epithelial cells in crypts, and it may be attributable to decreased EC expression of R‐spondin3 and CXCL12 in the mutant mice.

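For the 9 genes Lgr5, Olfm4, Ascl2, Sox9, Cd24a, Smoc2, Aldh1b1, Mki67 and Axin2 in crypt cells, edgeR called 0 genes when adjusted over the list alone (lowest adjusted p = 0.402), and DESeq2 also called 0 (lowest adjusted p = 0.423). The paper reports these genes as lower in the same crypt cells (Fig EV5C), so that a test of the list here is not independent evidence. In edgeR 0 of the 9 genes had an unadjusted p under 0.05. Adjusted over the list alone, 3 genes passed with no filter on low genes (Lgr5, Olfm4 and Smoc2) and 4 without control replicate 1 (these and Axin2), genes that were chosen after their values were seen. An Lgr5 UMI was found in 22.9% of 35 control and 7.03% of 185 EC-Foxc-DKO crypt cells, or in 1.82% and 0.295% after thinning to 1000 UMIs per cell, and an Olfm4 UMI in 74.3% and 69.7% of the cells, or in 29.1% and 12.0% after thinning. The crypt cells had medians of 62775 and 45290 UMIs. In Follicular B cells, which should lack both genes and had medians of 3287 and 3234 UMIs, an Lgr5 UMI was found in no cell and an Olfm4 UMI in 0.714% of control and 0.404% of EC-Foxc-DKO cells. Olfm4 is among the 10 leading genes of the crypt cell cluster. The share of Mki67, a marker of dividing cells, was 88.6% and 84.9%, or 19.6% and 13.1% after thinning, and its TMM-normalized level was 252 ± 26.2 CPM (SD, n = 2) in control mice and 167 ± 49.1 (SD, n = 2) in EC-Foxc-DKO mice.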

The EC‐specific mutations of both *Foxc* genes in mice impair the regulation of RSPO3 in LECs (Fig 6), accompanied by reduced expression of ISC markers and Wnt target genes in crypt cells (Fig EV5C), and that RSPO3 treatment rescues the defective repair of small intestines in both EC‐*Foxc*‐DKO and LEC‐*Foxc*‐DKO mice after I/R injury (Fig 9). These observations are consistent with previous reports that RSPO3 prevents I/R‐induced intestinal tissue damage (Kannan *et al*, 2013) and that RSPO3 is a key regulator of Wnt signaling during intestinal regeneration (Kannan *et al*, 2013; Storm *et al*, 2016). While intestinal RSPO3 is known to be produced by LECs (Ogasawara *et al*, 2018; McCarthy *et al*, 2020a), our results indicate that FOXC1 and FOXC2 regulate *RSPO3* expression in LECs by binding to its regulatory elements (Fig 8), and pretreatment with RSPO3 almost completely rescues the impaired intestinal repair in the LEC‐*Foxc*‐DKO mice (Fig 9), implicating a paracrine effect of LEC‐mediated RSPO3 signaling on the activation of ISCs after I/R injury (Fig EV5D). Importantly, recent studies demonstrate that RSPO3 produced by intestinal LECs is required for maintaining ISCs in homeostasis and regeneration (Goto *et al*, 2022; Niec *et al*, 2022; Palikuqi *et al*, 2022) and reinforce our finding that FOXC transcription factors mediate LEC‐derived RSPO3 as a critical paracrine regulator in intestinal regeneration after I/R injury. Since it has been shown that the RSPO receptor Lgr5 is expressed in both intestinal BECs and LECs (Kalucka *et al*, 2020; Appendix Fig S4A–F), our results (Fig 9K–M) further indicate that RSPO3 promotes the regrowth of blood and lymphatic vessels after I/R injury. Given the relevance of other injury models that do not damage the relatively quiescent endothelium but elicit RSPO3 expression from the vasculature such as irradiation, cytotoxic damage via 5‐fluorouracil (FU), or dextran sodium sulfate (DSS)‐induced inflammatory response (Goto *et al*, 2022; Palikuqi *et al*, 2022), further investigation is warranted. However, in a similar way to our observation that EC‐*Foxc1/c2* deficiency does not impair intestinal epithelium homeostasis, LEC‐specific *Rspo3* mutant mice exhibit the normal formation of the small intestine without injury (Goto *et al*, 2022; Palikuqi *et al*, 2022).

The chemokine CXCL12 is an angiocrine factor that is secreted from BECs and regulates organ‐specific tissue repair, regeneration, and homeostasis, including the liver, bone marrow, and lung (Rafii *et al*, 2016; Ribatti *et al*, 2021; Yi *et al*, 2021). However, the function of BEC‐derived CXCL12 paracrine/autocrine signaling in damaged organs after injury remains largely unknown. The results from our study demonstrate that CXCL12 expression is downregulated in the intestinal BEC cluster and intestinal CD45^−^/CD31^+^ ECs of the EC‐*Foxc*‐DKO mice after I/R injury (Fig 7), and that FOXC1 and FOXC2 bind to the FOXC‐binding sites in the regulatory elements of the *CXCL12* locus in cultured BECs (Fig 8). Furthermore, CXCL12 treatment partially rescues the defective repair of small intestines in EC‐*Foxc*‐DKO mice after I/R injury (Fig 10). Our results are in accord with recent evidence that FOXC1 controls CXCL12 expression in CXCL12‐abundant reticular (CAR) progenitors and Schwann cells (Omatsu *et al*, 2014; Xia *et al*, 2020). EC‐derived CXCL12 promotes angiogenesis via an *autocrine* mechanism (Santagata *et al*, 2021), and CXCL12‐CXCR4 signaling cooperates with VEGF to enhance angiogenic processes such as the morphogenesis and sprouting of vascular tubes (Stratman *et al*, 2011). Since VEGFR2 levels at the angiogenic front of growing blood capillaries in the villus are lower in EC‐*Foxc*‐DKO mice than in control mice after intestinal I/R injury (Fig 4A), it is likely that intestinal EC‐derived CXCL12 autocrine signaling is defective in EC‐*Foxc*‐DKO mice. Consistently, impaired blood vascular recovery of the EC‐*Foxc*‐DKO mice after intestinal I/R injury is rescued by CXCL12 treatment (Fig 10H and I). Since the vascular regrowth of villous BECs and LECs after I/R injury proceeds via a stepwise, interactive process, and regeneration of villus blood vessels precedes the reconstruction of lacteals (Meng *et al*, 2007) (Fig 4 and Movies EV1 and EV2), the severity of mucosal damage is greater in the EC‐*Foxc*‐DKO mice than in the LEC‐*Foxc*‐DKO mice. Moreover, consistent with the role of the CXCL12/CXCR4 pathway in lymphangiogenesis (Zhuo *et al*, 2012), impaired lacteal length of the EC‐*Foxc*‐DKO mice after intestinal I/R injury is rescued by CXCL12 treatment (Fig 10H and J). Since CXCL12 treatment activates Wnt signaling in the ISC of the EC‐*Foxc*‐DKO mice (Fig 10), it is plausible that FOXC1/C2‐mediated, endothelial‐derived CXCL12 signaling enhances vascular regrowth in intestinal ischemia, thereby recovering the damaged ISC niche for intestinal regeneration (Fig EV5D).

In summary, our study demonstrates that BEC/LEC‐FOXC1/FOXC2 expression regulates the repair of the intestinal vasculature and mucosal damage during intestinal regeneration after I/R injury by controlling the CXCL12 and RSPO3 signaling pathways. Thus, FOXC1 and FOXC2 regulate blood/lymphatic vascular function in the small intestine, as well as vascular‐mediated signaling to ISCs and the ISC niche during the intestinal repair. Collectively, this study provides new insights into fundamental processes that are critically involved in recovery from ischemic disease and injury and may have important implications for the treatment of other ischemic conditions that are associated with impairments in tissue regeneration and stem cell activity, including cardiovascular disease.

## Materials and Methods

### Animal husbandry

*Foxc1* ^*fl/fl*^, *Foxc2* ^*fl/fl*^, *Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ (Sasman *et al*, 2012), *Cdh5‐Cre* ^*ERT2*^ (Sorensen *et al*, 2009), *Vegfr3‐Cre* ^*ERT2*^ (Martinez‐Corral *et al*, 2016), and *Foxc2‐Cre* ^*ERT2*^ (Amin *et al*, 2017) mice were used. EC‐specific or LEC‐specific *Foxc1*, *Foxc2*, and compound *Foxc1;Foxc2*‐mutant mice were generated by crossing *Foxc*‐floxed females (*Foxc1* ^*fl/fl*^, *Foxc2* ^*fl/fl*^, and *Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^) with *Cdh5‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ (EC‐*Foxc1*‐KO), *Cdh5‐Cre* ^*ERT2*^ *;Foxc2* ^*fl/fl*^ (EC‐*Foxc2*‐KO), *Cdh5‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ (EC‐*Foxc*‐DKO), *Vegfr3‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ (LEC‐*Foxc1*‐KO), *Vegfr3‐Cre* ^*ERT2*^ *;Foxc2* ^*fl/fl*^ (LEC‐*Foxc2*‐KO), *Vegfr3‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ (LEC‐*Foxc*‐DKO) males, respectively, as described previously (Norden *et al*, 2020). For Cre recombination efficiency detection, *mTmG*/+*;Cdh5‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ (mTmG/EC‐*Foxc*‐DKO), *mTmG*/+*;Vegfr3‐Cre* ^*ERT2*^ *;Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ (mTmG/LEC‐*Foxc*‐DKO) and *mTmG*/+*;Foxc2‐Cre* ^*ERT2*^ mice were generated by crossing mTmG females (*mTmG/mTmG;Foxc1* ^*fl/fl*^ *;Foxc2* ^*fl/fl*^ and *mTmG/mTmG*) with EC‐*Foxc*‐DKO, LEC‐*Foxc*‐DKO and *Foxc2‐Cre* ^*ERT2*^ males, respectively. Genotyping of mice was performed by Transnetyx Inc.

### Tamoxifen treatment

For adult mice, Tamoxifen (Tm, Cayman Chemical #13258) was dissolved in corn oil (Sigma #C8267) at 40 mg/ml by shaking at 37°C for 3–4 h. 7–8‐week‐old male adult mice were treated with 150 mg/kg Tm by oral gavage once daily for 5 consecutive days. For neonatal mice, each individual was treated with Tm (20 mg/ml, 75 μg) by oral gavage once daily from postnatal day 1 (P1) to day 5 (P5) (Norden *et al*, 2020).

### Cre recombination efficiency detection

mTmG/EC‐*Foxc*‐DKO, mTmG/LEC‐*Foxc*‐DKO and *mTmG*/+*;Foxc2‐Cre* ^*ERT2*^ mice were used. The Cre negative mTmG mice were used as control. Severn or 12 days after Tm treatment, the distal jejunum was harvested and fixed in 4% paraformaldehyde (PFA), followed by dehydration in 30% sucrose, and OCT (Sakura Finetek, USA) embedding. Ten or 15 μm cryosections were cut and immunostained with CD31 and/or LYVE1 antibody (Table 2), counterstained with GFP antibody and a nuclear‐specific dye DAPI. EGFP fluorescent signal was detected by imaging to evaluate the Cre recombination efficiency.

**Table 2:** Antibodies used for whole‐mount, sections, and western blot.

Primary antibodies					
Antibody	Supplier	Catalog number	Host species	Clonality	Application
β‐Actin	Sigma	A1978	mouse	mAb	WB
β‐catenin	Santa Cruz	sc‐59737	mouse	mAb	IHC‐P
BrdU	Abcam	ab6326	Rat	mAb	IHC‐P
CCND1	Invitrogen	MA5‐14512	Rabbit	mAb	IHC‐P
CD31	BD Biosciences	553370	Rat	mAb	WM, IHC‐F
CD31	Cell Signaling	77699	Rabbit	mAb	IHC‐P
CD31	R&D	AF3628	Goat	pAb	WM
EMCN	Abcam	ab106100	Rat	mAb	IHC‐P
EpCAM	Cell Signaling	93790S	Rabbit	mAb	IHC‐P
FOXC1	Abcam	ab227977	Rabbit	mAb	WM
FOXC2	Kind gift from Dr. N Miura (Miura *et al*, 1997)	‐	Rat	mAb	IHC‐P
GFP	Invitrogen	A‐11122	Rabbit	pAb	IHC‐F, WB
IgM	Invitrogen	61‐6800	Rabbit	pAb	IHC‐P, WB
LYVE1	Abcam	ab14917	Rabbit	pAb	WM, IHC‐P, IHC‐F
LYVE1	R&D	AF2125	Goat	pAb	WM, IHC‐P, IHC‐F
OLFM4	Cell Signaling	39141T	Rabbit	mAb	IHC‐P
PROX1	R&D	AF2727	Goat	pAb	IHC‐P
RSPO3	Sigma	HPA029957	Rabbit	pAb	IHC‐P
VEGFR2	R&D	AF644	Goat	pAb	WM
VEGFR3	R&D	AF743	Goat	pAb	WM

Secondary antibodies				
Antibody	Reactivity	Host species	Supplier	Application
Alexa 405‐conjugated	Rabbit	Donkey	Jackson Immuno Research Labs	WM, IHC‐P, IHC‐F
Alexa 488‐conjugated	Rat/Rabbit/Goat	Donkey	Thermo Fisher	
Alexa 568‐conjugated	Rat	Donkey	Abcam	
Alexa 568‐conjugated	Rabbit/Goat	Donkey	Thermo Fisher	
Alexa 594‐conjugated	Rabbit/Goat	Donkey	Thermo Fisher	
Alexa 594‐conjugated	Mouse (IgG1)	Goat	Thermo Fisher	
Alexa 647‐conjugated	Rat/Goat	Donkey	Thermo Fisher	
HRP conjugated	mouse	Goat	Thermo Fisher	WB
HRP conjugated	Rabbit	Goat	EMD	

IHC‐P, immunohistochemistry staining on paraffin sections; IHC‐F, immunohistochemistry staining on frozen sections; WB, western blot; WM, whole‐mount staining.

### Mouse small intestinal ischemia and reperfusion (I/R) surgery

Twelve days after Tm treatment, mice were subjected to small intestinal ischemia and reperfusion (I/R) surgery as previously described (Yoshiya *et al*, 2011). Briefly, mice were anesthetized with inhalation of Isoflurane. A midline laparotomy was performed, and the superior mesenteric artery (SMA) was then identified, isolated, and clamped by a small nontraumatic vascular clip. Heparinized saline (500 μl, 10 U/ml) was added into the peritoneal cavity via syringe to avoid coagulation of blood. After this ischemic phase for 30 min, the clip was removed, and the intestine was allowed to reperfuse. Five hundred microgram of sterile saline is administered to the peritoneal cavity to compensate for the fluid loss during surgery. A Chromic Gut Suture (4–0) was then used to close the muscle layer, followed by the skin closure with wound clips. Sham‐operated mice were subjected to the exact same surgical procedure, aside from clip placement.

### BrdU treatment

Mice were treated with one dose of BrdU (Sigma #B5002, 10 mg/ml in PBS, 5 mg/kg) by intraperitoneal (i.p.) injection 2 or 18.5 h (for evaluation of proliferative intestinal epithelium or proliferative BECs and LECs, respectively) before tissue dissection (at I/R‐24 h and I/R‐18.5 h respectively).

### Tissue collection

Distal jejunum was selected for this study because this segment has the most severe mucosal damage after intestinal I/R surgery compared with other segments according to pilot experiments. Different time points (3, 4 h for an early injury stage, 18.5, 24, and 48 h for a late repair stage) were chosen for different analysis purposes. For histological analysis, transcardial perfusion was performed on the adult mice with cold PBS followed by 4% PFA after anesthesia. Distal jejunum was harvested and cut longitudinally to expose the lumen. After several washes with PBS, the intestine was postfixed in 4% PFA at 4°C for 4 h (for frozen or whole‐mount samples) or for O/N (for paraffin‐embedded samples). For qPCR and western blot on whole tissue lysates of the small intestine, blood was removed by transcardial perfusion with cold PBS. Distal jejunum was harvested, opened longitudinally, and washed with cold PBS, then snap‐frozen in liquid nitrogen for RNA isolation and protein extraction. For the tissue collection for neonatal intestinal whole‐mount staining, the neonates were euthanized at P7 after Tm treatment from P1 to P5. The proximal jejuna were collected, washed with cold PBS, and fixed in 4% PFA at 4°C for 4 h, then subjected to the whole‐mount staining protocol. Proximal jejunum was collected from neonatal mouse due to the ease of operation and similar lacteal length/blood capillary network length ratio between proximal and distal jejuna (Bernier‐Latmani *et al*, 2015).

### Histopathological evaluation of intestinal mucosal damage

Paraffin sections of distal jejuna from the mice 24 h after intestinal I/R were stained with Hematoxylin and Eosin (H&E). Based on the H&E staining, Chiu Score (Chiu *et al*, 1970) was used for evaluating the intestinal mucosal damage after I/R: grade 0, normal mucosa; grade 1, development of subepithelial Gruenhagen's space at the apex of the villus; grade 2, extension of the space with moderate epithelial lifting from the lamina propria; grade 3, massive epithelial lifting with a few denuded villi; grade 4, denuded villi with exposed lamina propria and dilated capillaries; and grade 5, digestion and disintegration of the lamina propria, hemorrhage, and ulceration. Higher scores represent more severe damage.

### Whole‐mount (WM) staining

Whole‐mount staining of the small intestine was performed as previously described (Bernier‐Latmani & Petrova, 2016). Briefly, distal jejunum was dissected, and fixed in fixative (0.5% PFA, 15% picric acid, and 100 mM phosphate buffer, pH 7.0) at 4°C for O/N. Samples were washed with PBS, and subsequently dehydrated by 10% sucrose for 3 h, and 20% sucrose + 10% glycerol in PBS for O/N at 4°C. After PBS‐wash, samples were incubated with blocking buffer (5% donkey serum, 0.5% BSA, 0.3% Triton X‐100, 0.1% NaN_3_ in PBS) for 2 h at 4°C, and then incubated with the indicated primary antibodies (Table 2) diluted in the blocking buffer for O/N at 4°C. Samples were washed with PBST (0.3% Triton X‐100 in PBS) for several times, followed by incubation with indicated fluorochrome‐conjugated secondary antibodies (Table 2) diluted in the blocking buffer for O/N at 4°C. The samples were washed again with PBST, postfixed with 4% PFA, cut into thin strips (one or two villi wide), cleared with FocusClear (CelExplorer Labs #FC‐101), and mounted on slides in the mounting medium.

### Immunohistochemistry (IHC) staining

For IHC‐P, 4 or 15 μm paraffin sections were deparaffinized, rehydrated, subjected to antigen retrieval, permeabilized with PBST, blocked with blocking buffer containing 5% donkey serum in PBST for 30 min at room temperature (RT), and incubated with indicated antibodies (Table 2) in blocking solution for O/N at 4°C. The sections were washed with PBS and incubated with indicated fluorochrome‐conjugated secondary antibodies (Table 2) in PBS for 1 h at RT. After wash with PBS, the sections were counterstained with DAPI and mounted with the mounting medium. For IHC‐F, 10 or 15 μm frozen sections were washed with PBS, and then subjected to the same blocking and antibody incubation protocols as IHC‐P but without the antigen retrieval step. TUNEL staining was performed using *In Situ* Cell Death Detection Kit (Roche #11684795910) according to the manufacturer's instructions.

### Imaging

H&E staining images were acquired using an Olympus Vanox AHBT3 Research Microscope (original magnification 100×, Tokyo, Japan) and an Apple iPhone 12 Pro Max. Fluorescent images were acquired using a Zeiss AxioVision fluorescence microscope, a Nikon A1 Confocal Laser Microscope, or a Nikon AXR confocal microscope with the software of Zeiss AxioVision SE64 Rel. 4.9.1 or NIS‐Elements Viewer, respectively. Images were processed and analyzed with Adobe Photoshop, Imaris, and Fiji (ImageJ) software. Imaris imaging software was used to create videos (Movies EV1 and EV2) for the 3D structure of the blood and lymphatic vasculatures in villi after intestinal I/R.

### Lacteal permeability detection

The mouse lacteal permeability was assessed as previously described (Liu *et al*, 2019; Hu *et al*, 2021) with modifications. Briefly, mice were fasted for 9 ~ 12 h before the treatment with 50 μg BODIPY™ FL C16 (ThermoFisher D3821) dissolved in 200 μl Intralipid (Sigma I141‐100ML) by oral gavage. Mice treated with Intralipid only were used as the vehicle control. For WM staining, 1 h after BODIPY C16 treatment, the intestine was dissected and processed for the WM staining of lymphatic vessel marker LYVE1. Confocal imaging was performed for the lacteals. The fluorescent intensity (FI) of BODIPY C16 within the lacteals and the lacteal area were quantified and measured. The BODIPY C16 uptake index represents the ratio of BODIPY C16 intensity in lacteal vs. lacteal area. To detect the absorption of BODIPY C16 at a later time point, 3 h after BODIPY C16 treatment, the mice were euthanized and their blood was collected by cardiac puncture. The serum was collected by centrifugation after blood clotting for 30 min at RT. The whole length of the small intestine was dissected, opened longitudinally, and washed in 10 ml PBS. The supernatant was collected as the intestinal content after centrifugation. The FI of BODIPY C16 in intestinal content and serum was measured by using a microplate reader (SpectraMax M2). The dissected distal jejunum and the liver were imaged under Nikon AZ100 fluorescent microscope and the FI of BODIPY C16 in the tissue was quantified.

### Rescue experiments

In rescue experiments, mice were treated with 5 μg RSPO3 (R&D systems #4120RS025CF) in 100 μl PBS (Kannan *et al*, 2013), or CXCL12α (PeproTech #250‐20A) in PBS at a dose of 50 μg/kg of body weight (BW; Garnica *et al*, 2005) by retro‐orbital injection 30 min before intestinal ischemia. Distal jejunum was harvested after I/R at 18.5 h (WB) or 24 h (H&E, IHC) for further analysis.

### Cell isolation from mouse small intestine

Epithelial cells (Epis), blood endothelial cells (BECs), and lymphatic endothelial cells (LECs) were isolated from the distal jejunum for further qPCR analysis as previously described (McCarthy *et al*, 2020b) with slight modifications. Briefly, the intestine was washed with cold PBS after dissection and incubated in 10 ml Hank's Balanced Salt Solution (HBSS) containing 10 mM EDTA at 37°C for 20 min. After shaking the tube vigorously for 30 s, the epithelium was then removed from the intestine. The supernatant containing the Epis was filtered through a 70 μm and a 40 μm strainer. The Epis were then sorted by using magnetic Dynabeads (Invitrogen #11035) labeled with CD326 antibody (BD 552370). The remaining intestine without epithelium was further washed in HBSS and processed upon dissociating into single‐cell suspension in a digestion buffer (1.5 mg/ml Collagenase D, 60 U/ml DNAase I, 5% FBS, 100 units/ml penicillin and 100 μg/ml streptomycin in DMEM) for 40 min at 37°C, followed by filtration through a 70 μm and a 40 μm cell strainer. After several washes, the cell suspension was then incubated with Dynabeads labeled with CD45 antibody (Biolegend #103102) to deplete the CD45^+^ cell population. The CD45^−^ cell suspension was then incubated with Dynabeads labeled with LYVE1 antibody (ThermoFisher 14‐0443‐82) to get the CD45^−^LYVE1^+^ LECs. The CD45^−^LYVE1^−^ cell suspension was incubated with Dynabeads labeled with CD31 antibody (BD #553369) to get the CD45^−^LYVE1^−^CD31^+^ BECs. Finally, the sorted Epis, LECs, and BECs were used for RNA isolation and qPCR analysis. For the detection of gene deletion in ECs in EC‐*Foxc*‐DKO mice, CD45^−^CD31^+^ ECs (including BECs and LECs) were isolated by using Dynabeads labeled with CD45 antibody (depletion of CD45^+^ cells) followed by Dynabeads labeled with CD31 antibody (positive selection of CD45^−^CD31^+^ cells).

### RNA isolation and qPCR analysis

A RNeasy Mini Kit (Qiagen #74104) was used for RNA extraction from cells. TRIzol™ Reagent (Invitrogen #15596026) was used to isolate RNA from whole distal jejunum. The concentration of RNA was determined using NanoDrop™ 2000 Spectrophotometers (Thermo Scientific). cDNA was synthesized using an iScript reverse transcriptase kit (Bio‐Rad #170‐8891). qPCR was performed on triplicates of cDNA samples by using QuantStudio® 3 Real‐Time PCR System (Applied Biosystems), Fast SYBR reaction mix (Applied Biosystems), and gene‐specific primer sets. 18S (for mouse samples) and PPIA (for human cells) were used as internal standards for mRNA expression in mouse samples. Primer sequences are provided in Table 3.

**Table 3:** Primers used for qPCR analysis.

Species	Gene	Forward	Reverse
Mouse	*Cox2*	GCATTCTTTGCCCAGCACTT	GGCGCAGTTTATGTTGTCTGT
	*Cxcl12*	GCTCTGCATCAGTGACGGTAA	CGTGCAACAATCTGAAGGGC
	*Foxc1*	TTCTTGCGTTCAGAGACTCG	TCTTACAGGTGAGAGGCAAGG
	*Foxc2*	AAAGCGCCCCTCTCTCAG	TCAAACTGAGCTGCGGATAA
	*IL‐6*	AGAGGATACCACTCCCAACAGA	CCACGATTTCCCAGAGAACA
	*Rspo3*	TGTGAGGCCAGTGAATGGAG	ATCTCGGACCCGTGTTTCAG
	*TNF‐α*	ACAGAAAGCATGATCCGCGA	CTGCCACAAGCAGGAATGAG
	*18S*	GAAACTGCGAATGGCTCATTAAA	CCACAGTTATCCAAGTAGGAGAGGA
Human	*FOXC1*	TCACAGAGGATCGGCTTGAAC	CGTGCGGTACAGAGACTGG
	*FOXC2*	GGGGACCTGAACCACCTC	AACATCTCCCGCACGTTG
	*ICAM1*	CCTTCCTCACCGTGTACTGG	AGCGTAGGGTAAGGTTCTTGC
	*LYVE1*	GGTCTTGGATTTTGCTATGTCA	CTCATTAGGGTTGCTATCATTGG
	*PPIA*	CCTAAAGCATACGGGTCCTG	TTTCACTTTGCCAAACACCA

### Western blot

The frozen intestinal tissue was grinned using mortar and pestle chilled with liquid nitrogen, followed by lysis in RIPA buffer (150 mM NaCl, 1% Nonidet P‐40, 0.5% sodium deoxycholate, 0.1% SDS and 50 mM Tris, pH 7.4) containing protease inhibitors (Roche #4693116001). After centrifugation, the supernatant of the tissue lysates was collected and mixed with 5× Protein Loading Buffer. Equal amount of total protein for each sample was loaded and run on an SDS–PAGE gel. Samples were transferred to 0.45 μm nitrocellulose (Invitrogen) and western blotted with the antibodies listed in Table 2, followed by the reaction with ECL substrates. The chemiluminescent signal was then detected by imaging the blot with Azure c600 imaging system. Bands were quantified using ImageJ software.

### Preparation of single‐cell suspension from mouse small intestine

For single‐cell RNA sequencing, mouse distal jejunums were collected 18.5 h after intestinal I/R surgery. Two mice were used for each group: control I/R‐18.5 h and EC‐*Foxc*‐DKO I/R‐18.5 h. Briefly, mice were anesthetized by isoflurane. Blood was removed by cardiac perfusion with cold PBS. The distal jejunum was then dissected, washed with cold PBS, and cut into small pieces. The tissue was processed for scRNA‐seq upon dissociating into single‐cell suspension in a digestion buffer as mentioned above for 35 min at 37°C, followed by filtration through a 70 μm and a 40 μm cell strainer. Cells were washed with washing buffer (0.5% BSA, 2 mM EDTA in PBS, pH 7.4) for three times and resuspended in PBS with 0.04% BSA at a concentration of 1,200 cells/μl (according to 10× Genomics Document #CG00053 Rev B) before being passed through a 30 μm MACS SmartStrainer. The cell viability was tested by using the Cellometer Auto 2000 Cell Viability Counter (Nexcelom Bioscience, USA). The cell sample was processed for scRNA‐seq only when the cell viability was more than 70%. Average cell viability for samples was determined to be 80.96%.

### Single‐cell 3′ gene expression library construction and sequencing

Single‐cell 3′ gene expression libraries were constructed by using the Chromium Next GEM Single‐Cell 3' Reagent Kits v3.1 (10× Genomics, Pleasanton, CA, USA) according to the manufacturer's manual CG000204 Rev D. The single‐cell libraries were assessed for quality (TapeStation 4200, Agilent, Santa Clara, CA, USA) and then run by using paired‐end 50 bp sequencing on the Illumina HiSeq 4000 platform (Illumina, San Diego, CA, USA). Ten thousand cells were targeted for each sample with a sequencing depth of 20,000 read pairs per cell.

### Preprocessing of single‐cell RNA data

Following library generation and sequencing, raw sequencing data were de‐multiplexed and mapped to the mouse reference genome (mm10) using the CellRanger toolkit (10X Genomics, version 2.1.0). Gene expression matrices were then generated from both control and EC‐*Foxc‐*DKO mice using CellRanger. The matrix files were then utilized for data processing and downstream analysis using the BIOMEX browser‐based software platform and its incorporated packages developed in R (Taverna *et al*, 2020). Quality control and data pretreatment was performed in BIOMEX with the following manually set parameters: (i) genes with a row average of < 0.001 were excluded for downstream analysis and (ii) cells in which over 10% of unique molecular identifiers (UMIs) were derived from the mitochondrial genome were considered as dead cells and removed from downstream analysis. The data were then normalized in BIOMEX using a similar methodology to the *NormalizeData* function as implemented in the *Seurat* package (Satija *et al*, 2015).

### Variable gene identification, dimensionality reduction, clustering analysis, and differential gene expression analysis

Following data pretreatment, BIOMEX was utilized for downstream dimensionality reduction in data and clustering analysis using the incorporated R packages. First, highly variable genes were identified utilizing the following feature selections: mean lower threshold = 0.01, mean higher threshold = 8, and dispersion threshold = 0.5. Data (using highly variable genes only) were then auto‐scaled and summarized by principal component analysis (PCA), followed by visualization using Uniform Manifold Approximation and Projection (UMAP; top 15 principal components (PCs)) to reduce the data into a two‐dimensional space. Graph‐based clustering was then performed in BIOMEX to cluster cells according to their respective gene expression profile using a methodology similar to the *FindClusters* function in *Seurat* (clustering resolution = 0.5, k‐nearest neighbors = 15). Marker set analysis was then performed in BIOMEX on highly variable genes to identify the top 10 gene markers expressed in each initial cluster using a similar methodology described previously (Kalucka *et al*, 2020). Marker genes were then compared with single‐cell RNA‐seq data from the small intestine of adult mice available from the Mouse Cell Atlas (MCA, http://bis.zju.edu.cn/MCA) and previously reported the data (Haber *et al*, 2017) to identify transcriptionally unique cell populations. Clusters with highly similar expression patterns indicative of the same cell phenotype were merged into the same cluster. Differential gene expression analysis between control and EC‐*Foxc*‐DKO mice for individual cell clusters was performed in BIOMEX using the Model‐based Analysis of Single‐cell Transcriptomics (MAST) package (Finak *et al*, 2015). *P*‐values < 0.05 were considered statistically significant for differentially expressed genes.

### Data visualization

BIOMEX implementation of the *Plotly* software was used for UMAP and volcano plot visualization.

### Examination of published scRNA‐seq data

The scRNA‐seq data for mouse small intestinal ECs from the publication entitled “Single‐Cell Transcriptome Atlas of Murine Endothelial Cells” (Kalucka *et al*, 2020) was examined. The data are available from the website of “Single Cell Expression Atlas” (https://www.ebi.ac.uk/gxa/sc/home) and was exported to check *Lgr5* expression in mouse small intestinal ECs.

### Forkhead box C transcription factor binding prediction analysis in *RSPO3* and *CXCL12* loci

Putative FOX‐binding sites in the *RSPO3* and *CXCL12* loci were first identified using the Hypergeometric Optimization of Motif EnRichment (HOMER; Heinz *et al*, 2010) suite of tools to scan the entire Genome Reference Consortium Human Build 37 (GRCh37 or hg19) genome corresponding to the conserved RYMAAYA FOX transcription factor binding motif or the reported RYACACA FOXC transcription factor binding motif (Chen *et al*, 2019). The output files were then uploaded to the UCSC genome browser (Kent *et al*, 2002) to identify putative binding sites corresponding to transcriptionally active areas denoted by histone modification, DNAse sensitivity, and additional transcription factor chromatin immunoprecipitation data as per work reported and summarized on the Encyclopedia of DNA Elements (ENCODE; https://genome.ucsc.edu/ENCODE/; 2012). Putative sites in the human genome were then searched against the Genome Reference Consortium Mouse Build 38 (mm10) genome using the Evolutionary Conserved Region (ECR) Browser (https://ecrbrowser.dcode.org) and rVista 2.0 tools to identify conserved and aligned putative binding sites between mouse and human sequences. Conserved and aligned putative FOX‐binding site sequences are underlined and bolded within the human *RSPO3* and *CXCL12* ECRs shown below:

#### *RSPO3* *ECR‐1*. > hg19 chr6:127468065–127468506

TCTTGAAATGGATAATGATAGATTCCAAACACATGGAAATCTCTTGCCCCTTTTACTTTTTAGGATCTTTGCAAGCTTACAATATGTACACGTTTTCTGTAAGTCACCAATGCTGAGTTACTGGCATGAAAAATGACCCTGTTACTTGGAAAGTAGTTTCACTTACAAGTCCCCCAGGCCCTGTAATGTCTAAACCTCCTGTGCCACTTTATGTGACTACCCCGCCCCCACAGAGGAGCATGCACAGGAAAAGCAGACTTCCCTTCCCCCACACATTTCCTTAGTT **TATTTAC** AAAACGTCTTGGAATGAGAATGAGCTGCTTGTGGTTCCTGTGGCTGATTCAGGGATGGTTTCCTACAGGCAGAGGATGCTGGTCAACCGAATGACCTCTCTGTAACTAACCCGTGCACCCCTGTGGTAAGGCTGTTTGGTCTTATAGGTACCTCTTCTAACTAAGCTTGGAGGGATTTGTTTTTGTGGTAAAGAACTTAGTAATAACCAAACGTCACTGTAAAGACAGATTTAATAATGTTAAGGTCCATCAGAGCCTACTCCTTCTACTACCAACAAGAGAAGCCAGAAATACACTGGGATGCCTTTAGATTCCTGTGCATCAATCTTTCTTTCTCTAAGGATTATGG

#### *RSPO3* *ECR‐2*. > hg19 chr6:127497100–127497633

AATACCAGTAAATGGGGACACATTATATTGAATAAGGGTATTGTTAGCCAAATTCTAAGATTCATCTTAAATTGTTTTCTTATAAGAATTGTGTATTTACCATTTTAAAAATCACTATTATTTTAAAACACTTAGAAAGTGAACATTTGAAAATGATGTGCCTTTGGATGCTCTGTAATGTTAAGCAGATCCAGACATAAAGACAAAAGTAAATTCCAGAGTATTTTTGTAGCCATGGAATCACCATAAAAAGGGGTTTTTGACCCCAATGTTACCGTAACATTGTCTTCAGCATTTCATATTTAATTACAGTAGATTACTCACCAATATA **ATAAATA** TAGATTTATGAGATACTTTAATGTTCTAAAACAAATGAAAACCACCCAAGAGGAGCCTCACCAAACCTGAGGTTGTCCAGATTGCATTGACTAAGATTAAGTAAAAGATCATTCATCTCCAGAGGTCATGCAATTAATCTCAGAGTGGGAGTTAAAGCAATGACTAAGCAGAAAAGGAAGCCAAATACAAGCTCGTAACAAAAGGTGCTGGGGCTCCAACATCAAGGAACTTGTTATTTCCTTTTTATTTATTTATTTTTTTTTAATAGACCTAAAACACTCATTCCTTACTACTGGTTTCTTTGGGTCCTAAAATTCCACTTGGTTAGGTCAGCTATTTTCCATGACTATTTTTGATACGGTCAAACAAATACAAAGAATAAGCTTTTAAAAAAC

#### *CXCL12* *ECR‐1*. > hg19 chr10:44888442–44889025

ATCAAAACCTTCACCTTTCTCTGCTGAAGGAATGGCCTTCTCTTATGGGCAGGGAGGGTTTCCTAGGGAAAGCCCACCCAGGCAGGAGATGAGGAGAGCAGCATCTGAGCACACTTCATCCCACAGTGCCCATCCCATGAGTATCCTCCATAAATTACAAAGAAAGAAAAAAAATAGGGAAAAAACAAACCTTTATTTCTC **TGTTTAC** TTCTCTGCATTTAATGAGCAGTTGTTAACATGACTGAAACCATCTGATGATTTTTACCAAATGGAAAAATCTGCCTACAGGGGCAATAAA **ATAAATA** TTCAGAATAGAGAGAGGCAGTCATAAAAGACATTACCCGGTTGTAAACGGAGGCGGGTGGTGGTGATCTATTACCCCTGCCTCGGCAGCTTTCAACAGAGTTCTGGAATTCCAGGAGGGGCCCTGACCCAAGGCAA **TATTTAC** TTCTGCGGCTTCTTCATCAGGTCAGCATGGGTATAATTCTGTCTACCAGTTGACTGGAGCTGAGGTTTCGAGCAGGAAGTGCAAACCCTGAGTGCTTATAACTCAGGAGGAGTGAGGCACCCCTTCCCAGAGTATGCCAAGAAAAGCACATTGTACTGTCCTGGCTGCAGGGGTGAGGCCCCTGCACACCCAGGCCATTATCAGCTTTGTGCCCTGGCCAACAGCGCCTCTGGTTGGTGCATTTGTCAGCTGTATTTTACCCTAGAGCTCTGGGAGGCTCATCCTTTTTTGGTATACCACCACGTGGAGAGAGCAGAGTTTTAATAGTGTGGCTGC

#### *CXCL12* *ECR‐2*. > hg19 chr10:44872457–44872993

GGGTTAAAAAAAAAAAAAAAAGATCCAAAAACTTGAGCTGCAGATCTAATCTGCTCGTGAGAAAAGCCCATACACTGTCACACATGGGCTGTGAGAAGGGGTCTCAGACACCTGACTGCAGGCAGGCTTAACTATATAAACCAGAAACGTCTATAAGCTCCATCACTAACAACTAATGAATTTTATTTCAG **GTAAATA** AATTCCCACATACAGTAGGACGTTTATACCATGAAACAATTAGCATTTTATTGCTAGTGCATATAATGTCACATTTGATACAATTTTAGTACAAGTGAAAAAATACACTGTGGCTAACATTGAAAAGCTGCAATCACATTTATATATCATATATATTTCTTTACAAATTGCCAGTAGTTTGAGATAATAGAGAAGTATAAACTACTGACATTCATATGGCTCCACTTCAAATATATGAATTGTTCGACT **ATAAATA** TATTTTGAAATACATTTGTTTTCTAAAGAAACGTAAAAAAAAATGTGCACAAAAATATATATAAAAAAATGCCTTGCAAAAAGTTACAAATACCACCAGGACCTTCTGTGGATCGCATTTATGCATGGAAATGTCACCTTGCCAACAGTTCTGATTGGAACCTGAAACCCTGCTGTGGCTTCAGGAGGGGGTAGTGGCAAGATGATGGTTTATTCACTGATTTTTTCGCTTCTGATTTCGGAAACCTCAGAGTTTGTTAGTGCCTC CATGGCATACATAGGCT

As comparison, in mouse, the conserved and aligned putative FOX‐binding sites (underlined and bolded) within the mouse sequences of *Rspo3* and *Cxcl12* ECRs corresponding to the human *RSPO3* and *CXCL12* ECRs are shown below:

#### *Rspo3 ECR‐1*. > mm10 chr10:29507907–29508615 (identity: 76.5%)

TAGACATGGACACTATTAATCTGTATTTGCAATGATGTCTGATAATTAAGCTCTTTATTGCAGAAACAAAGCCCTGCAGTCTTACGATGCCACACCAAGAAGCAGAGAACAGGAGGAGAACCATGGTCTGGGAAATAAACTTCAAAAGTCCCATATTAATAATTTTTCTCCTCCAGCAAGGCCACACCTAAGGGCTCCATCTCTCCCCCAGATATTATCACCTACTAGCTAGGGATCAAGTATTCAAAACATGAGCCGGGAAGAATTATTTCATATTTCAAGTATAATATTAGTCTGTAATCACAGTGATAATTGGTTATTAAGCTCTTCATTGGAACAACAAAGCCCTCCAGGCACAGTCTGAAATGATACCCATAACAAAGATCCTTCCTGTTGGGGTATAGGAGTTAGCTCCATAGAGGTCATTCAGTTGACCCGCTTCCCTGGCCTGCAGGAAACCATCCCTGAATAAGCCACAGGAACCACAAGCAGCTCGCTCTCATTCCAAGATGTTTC **ATAAATA** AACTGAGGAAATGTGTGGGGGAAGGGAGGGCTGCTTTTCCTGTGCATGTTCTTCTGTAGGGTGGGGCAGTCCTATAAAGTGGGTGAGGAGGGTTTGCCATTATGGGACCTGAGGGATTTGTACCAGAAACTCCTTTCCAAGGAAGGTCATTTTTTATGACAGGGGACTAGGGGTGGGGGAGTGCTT

#### *Rspo3 ECR‐2*. > mm10 chr10:29481015–29481541 (identity: 78.3%)

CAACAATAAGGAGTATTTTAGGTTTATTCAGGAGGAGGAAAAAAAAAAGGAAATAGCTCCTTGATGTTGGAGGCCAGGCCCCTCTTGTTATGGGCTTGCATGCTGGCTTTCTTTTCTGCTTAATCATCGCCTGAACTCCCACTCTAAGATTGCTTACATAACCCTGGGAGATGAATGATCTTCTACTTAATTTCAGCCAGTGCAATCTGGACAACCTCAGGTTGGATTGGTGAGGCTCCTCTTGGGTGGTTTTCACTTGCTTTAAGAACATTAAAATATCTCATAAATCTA **TATTTAT** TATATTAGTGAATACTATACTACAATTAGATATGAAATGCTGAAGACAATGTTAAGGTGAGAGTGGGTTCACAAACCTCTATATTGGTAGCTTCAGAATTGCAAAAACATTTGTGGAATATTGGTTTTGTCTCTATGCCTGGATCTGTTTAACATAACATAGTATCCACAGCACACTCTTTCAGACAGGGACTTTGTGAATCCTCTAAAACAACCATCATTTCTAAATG

#### *Cxcl12 ECR‐1*. > mm10 chr6:117160192–117160784 (identity: 82.5%)

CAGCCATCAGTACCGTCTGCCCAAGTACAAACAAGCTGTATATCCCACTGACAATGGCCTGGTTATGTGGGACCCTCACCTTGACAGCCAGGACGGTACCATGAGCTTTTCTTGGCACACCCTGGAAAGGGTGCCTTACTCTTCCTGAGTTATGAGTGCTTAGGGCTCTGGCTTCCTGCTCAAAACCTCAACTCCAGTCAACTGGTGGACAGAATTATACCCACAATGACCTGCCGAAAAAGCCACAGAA **GTAAATA** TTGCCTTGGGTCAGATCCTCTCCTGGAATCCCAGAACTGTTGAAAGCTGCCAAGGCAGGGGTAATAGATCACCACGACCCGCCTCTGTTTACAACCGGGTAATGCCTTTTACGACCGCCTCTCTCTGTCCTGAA **TATTTAT** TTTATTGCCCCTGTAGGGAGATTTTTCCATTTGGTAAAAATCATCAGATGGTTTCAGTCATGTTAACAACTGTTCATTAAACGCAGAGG **GTAAACA** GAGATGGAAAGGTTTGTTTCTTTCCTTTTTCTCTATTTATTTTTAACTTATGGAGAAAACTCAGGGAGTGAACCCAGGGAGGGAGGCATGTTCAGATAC

#### *Cxcl12 ECR‐2*. > mm10 chr6:117174613–117175137 (identity: 81.2%)

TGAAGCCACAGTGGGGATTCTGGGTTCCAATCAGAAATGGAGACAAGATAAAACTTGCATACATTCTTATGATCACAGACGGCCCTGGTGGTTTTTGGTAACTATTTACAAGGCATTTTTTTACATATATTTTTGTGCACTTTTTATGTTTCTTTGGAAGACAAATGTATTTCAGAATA **TATTTGT** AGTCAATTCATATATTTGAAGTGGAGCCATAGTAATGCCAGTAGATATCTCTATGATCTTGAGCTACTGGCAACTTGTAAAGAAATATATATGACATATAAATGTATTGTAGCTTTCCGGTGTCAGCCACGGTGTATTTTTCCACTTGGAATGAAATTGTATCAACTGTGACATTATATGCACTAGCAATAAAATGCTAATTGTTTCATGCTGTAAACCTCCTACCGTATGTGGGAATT **TATTTAC** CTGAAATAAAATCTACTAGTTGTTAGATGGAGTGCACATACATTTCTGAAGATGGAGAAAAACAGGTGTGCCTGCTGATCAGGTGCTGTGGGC

### Cell culture and chromatin immunoprecipitation (ChIP)

The ChIP experiment was performed as previously described (Xia *et al*, 2021). Briefly, the Human Umbilical Vein Endothelial Cells (HUVEC, ScienCell, #8000) and Human Dermal Lymphatic Endothelial Cells (HDLEC, PromoCell, C12216) were grown as seller's instructions and fixed with 1% formaldehyde for 12 min. The Pierce™ Magnetic ChIP Kit (ThermoFisher #26157) was used according to the manufacturer's instructions. Three microgram of ChIP grade FOXC1 antibody (Thermofisher, PA1‐807) and FOXC2 antibody (Santa Cruz, sc‐515472) was used for each reaction, while the same amount of normal rabbit IgG and mouse IgG2b was served as control. ChIP products were analyzed by Quantitative real‐time PCR. The sequences of primers were designed to target FOXC1‐ and FOXC2‐binding sites at *CXCL12* promoters (*CXCL12 promoter‐1*. > hg19 ch10: 44881184–44881195; *CXCL12 promoter‐2*. > hg19 ch10: 44880958–44880969) according to the prediction of JASPAR, as well as the binding sites at the ECRs of *CXCL12* and *RSPO3* mentioned above. The ChIP primers are listed below:

*CXCL12* promo‐1‐f, TTTCACCATTGAGAGGTCGG;

*CXCL12* promo‐1‐r, TCTTTGCAGTCAGCGTGG;

*CXCL12* promo‐2‐f, CCTCGGCTGCCTTGGGCCG;

*CXCL12* promo‐2‐r, CCTTTCGATGGCGGGAACTG;

*CXCL12* ECR‐1‐f, ACATGACTGAAACCATCTGATG;

*CXCL12* ECR‐1‐r, ACCCGCCTCCGTTTACAAC;

*CXCL12* ECR‐2‐f, AACTATATAAACCAGAAACGTCT;

*CXCL12* ECR‐2‐r, AAATGTGACATTATATGCACTAG;

*RSPO3* ECR‐1‐f, ATGCACAGGAAAAGCAGACTTCC;

*RSPO3* ECR‐1‐r, TCCCTGAATCAGCCACAGGAAC;

*RSPO3* ECR‐2‐f, TGTTACCGTAACATTGTCTTCAG;

*RSPO3* ECR‐2‐r, AGGTTTGGTGAGGCTCCTCTTG

### Mouse NEC model

24‐h‐old mice were submitted to a well‐characterized NEC model (Tian *et al*, 2010) conducted in a 33–35°C infant incubator or left with the dam. The NEC protocol includes: (i) initial orogastric inoculation with a standardized adult mouse commensal bacteria preparation (10^8^ colony‐forming units) and LPS (5 mg/kg) to perturb the normal intestinal colonization process; (ii) gavage with formula every 3 h (Esbilac, 200 ml/kg/day); and (iii) exposure to brief episodes of hypoxia (60 s in 100% N_2_) followed immediately by cold stress (10 min at 4°C) twice daily. This protocol induces intestinal injuries ranging from epithelial injury to transmural necrosis resembling human NEC, which typically develop after 36 h and has been widely used to study NEC pathogenesis (Yan *et al*, 2016). Pups were euthanized by decapitation at 24 h into NEC and whole intestinal tissues were collected and fixed in formalin for 24 h before tissue processing and paraffin block preparation.

### Quantification

For quantification of BrdU^+^, OLFM4^+^, or CCND1^+^ cells in crypts, images from different fields of section under a 20x objective were acquired and about 15 ~ 50 crypts were analyzed for each sample. The number of BrdU^+^, OLFM4^+^, or CCND1^+^ cells was counted for each crypt. For quantification of β‐catenin staining, about 5 ~ 16 ISCs (OLFM4^+^) per sample were analyzed for the fluorescent intensity (FI) of β‐catenin within the ISC by ImageJ. For quantification of FI of FOXC1 and FOXC2 in intestinal BECs and LECs, about 40 ~ 50 cells were quantified by ImageJ. For analysis of BEC and LEC proliferation and apoptosis, confocal Z‐stacks were acquired using a 20× objective from about 4 ~ 8 different fields of 15 μm paraffin sections for each sample. Area of blood vessels (CD31+LYVE1^−^) and lymphatic vessels (CD31^+^LYVE1^+^) were measured using ImageJ software. Then, the number of BrdU^+^ or TUNEL^+^ cells per 0.1 mm^2^ vessel areas was calculated and compared between groups. Measurements for the length of blood capillaries and lacteals were performed as previously described (Bernier‐Latmani & Petrova, 2016). The number of branches and branching points for the villous blood vasculature was calculated based on the whole‐mount staining of VEGFR2 as previously described (Bernier‐Latmani & Petrova, 2016). Around 30 ~ 50 villi were analyzed for each sample. For CD31^+^ vessel density quantification, 5 ~ 10 images were acquired using a 20× objective and the CD31^+^ vessel area and the intestinal tissue area in the images were measured using ImageJ software. CD31^+^ vessel density percentage was determined as the total CD31^+^ vessel area/total intestinal tissue area × 100%.

### Statistics

For quantification, statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Software). *P*‐values were obtained by performing the Mann–Whitney *U* test or Kruskal–Wallis one‐way ANOVA test. Data are presented as box‐and‐whisker plots of representative experiments from at least three biological replicates. *P*‐values < 0.05 were considered statistically significant. For scRNA‐seq data, differential gene expression analysis between groups for individual cell clusters was performed in BIOMEX using the Model‐based Analysis of Single‐cell Transcriptomics (MAST) package (Finak *et al*, 2015). Adjusted *P*‐values < 0.05 were considered statistically significant for differentially expressed genes. For ChIP assay data, data are mean ± SEM and *P*‐values were obtained by performing the paired *t*‐test.

### Study approval

All experimental protocols and procedures used in this study were approved by the Institutional Animal Care and Use Committee (IACUC) at Northwestern University.

## Author contributions

**Can Tan:** Conceptualization; data curation; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Pieter R Norden:** Data curation; formal analysis; visualization; writing – original draft. **Wei Yu:** Data curation; formal analysis; investigation; visualization; methodology. **Ting Liu:** Data curation; investigation; methodology. **Naoto Ujiie:** Data curation; formal analysis; investigation. **Sun Kyong Lee:** Investigation. **Xiaocai Yan:** Investigation. **Yaryna Dyakiv:** Investigation. **Kazushi Aoto:** Resources. **Sagrario Ortega:** Resources. **Isabelle G De Plaen:** Resources; methodology. **Venkatesh Sampath:** Resources; funding acquisition. **Tsutomu Kume:** Conceptualization; supervision; funding acquisition; investigation; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Movie EV1 Click here for additional data file.

Movie EV2 Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

Source Data for Figure 8 Click here for additional data file.

Source Data for Figure 9 Click here for additional data file.

Source Data for Figure 10 Click here for additional data file.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the EV materials. The scRNA‐seq data sets were uploaded to the NCBI tracking system‐GEO repository (GEO accession number: GSE190581). Additional data related to this paper may be requested from the authors.

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030
**Supplement:** Supplementary file 1 — Appendix

# Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia-reperfusion injury

Can Tan, Pieter R. Norden, Wei Yu, Ting Liu, Naoto Ujiie, Sun Kyong Lee, Xiaocai Yan, Yaryna Dyakiv, Kazushi Aoto, Sagrario Ortega, Isabelle G. De Plaen, Venkatesh Sampath, and Tsutomu Kume\*

Tsutomu Kume, Feinberg Cardiovascular and Renal Research Institute, Department of Medicine, Northwestern University School of Medicine, 300 E. Superior Street, Chicago, Illinois 60611, USA

## Contents

|                                                                                                                                  |   |
|----------------------------------------------------------------------------------------------------------------------------------|---|
| Appendix Figure S1. EC-iKO of <i>Foxc1/c2</i> does not affect the lacteal permeability.....                                      | 2 |
| Appendix Figure S2. FOXC1 and FOXC2 are expressed in HDLECs and HUVECs.....                                                      | 3 |
| Appendix Figure S3. RSPO3 treatment alleviates IgM accumulation in intestinal mucosa of EC- <i>Foxc</i> -DKO mice after I/R..... | 4 |
| Appendix Figure S4. <i>Lgr5</i> is expressed in both intestinal BECs and LECs by scRNAseq. ....                                  | 5 |

## Appendix Figure S1

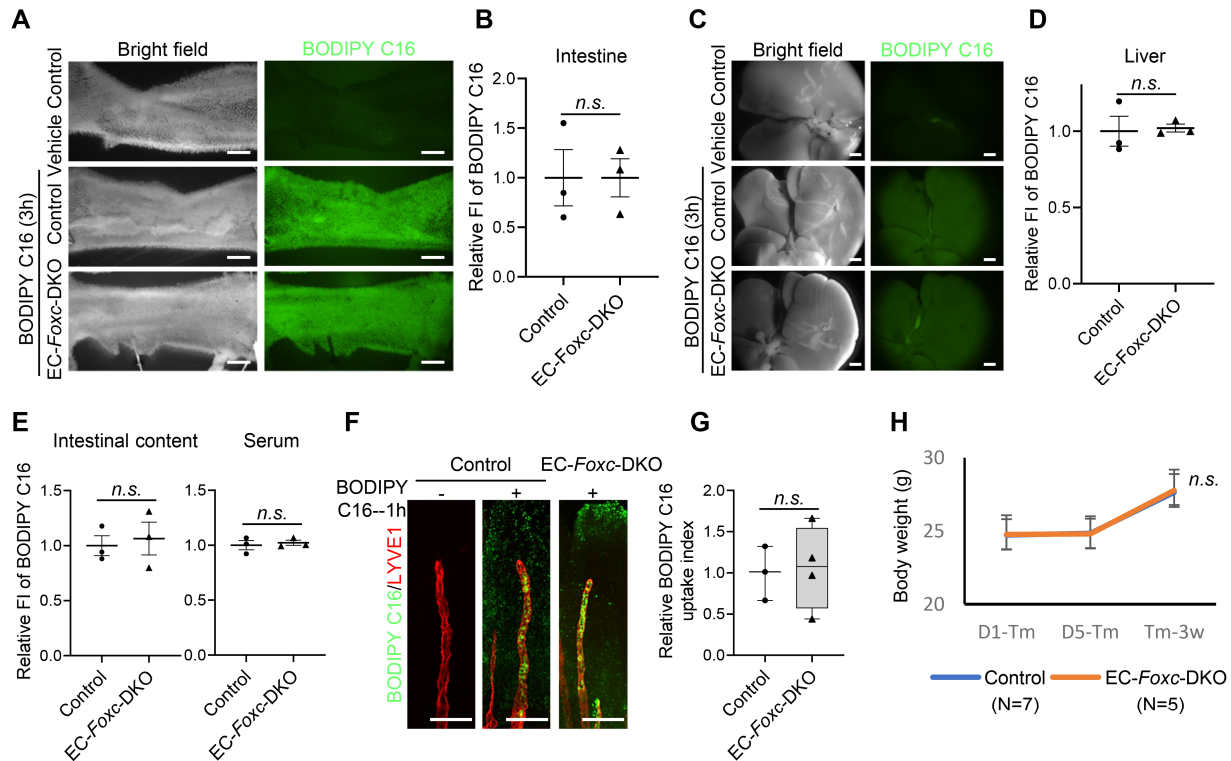

**Appendix Figure S1. EC-iKO of *Foxc1/c2* does not affect the lacteal permeability.** Mice were treated with 50  $\mu g$  BODIPY C16 in 200  $\mu L$  Intralipid by oral gavage after being fasted for 9~12h. Mice treated with Intralipid only were used as vehicle control. 3h after the treatment, the distal jejunum (**A**) and liver (**C**) were dissected and imaged under Nikon AZ100 fluorescent microscope. Scale bars = 1 mm. The quantification of fluorescent intensity (FI) of BODIPY C16 (green) in intestine (**B**) and liver (**D**) was then performed based on the images as shown in A and C. (**E**) Intestinal content and blood serum were also collected 3h post BODIPY dose for the detection of FI of BODIPY. Data are box-and-whisker plots, Mann-Whitney  $U$  test, each symbol represents one mouse,  $N = 3$ ,  $n.s.$  = not significant. (**F**) Representative confocal images of whole-mount intestines immunostained with LYVE1 show the uptake of BODIPY C16 (green) by the lacteals (LYVE1+, red). Scale bars = 50  $\mu m$ . (**G**) Quantification of the BODIPY C16 uptake index (= ratio of BODIPY C16 intensity in lacteal vs. lacteal area) was performed based on the images as shown in F. Data are box-and-whisker plots, Mann-Whitney  $U$  test, each symbol represents one mouse,  $N = 3\sim4$ ,  $n.s.$  = not significant. (**H**) Mouse body weight was monitored at Tm-day 1 (D1-Tm), day 5 (D5-Tm) and 3 weeks post Tm treatment (Tm-3w). Data are Mean  $\pm$  SEM, unpaired  $t$  test,  $N=7$  in control,  $N=5$  in EC-*Foxc*-DKO,  $n.s.$  = not significant.

## Appendix Figure S2

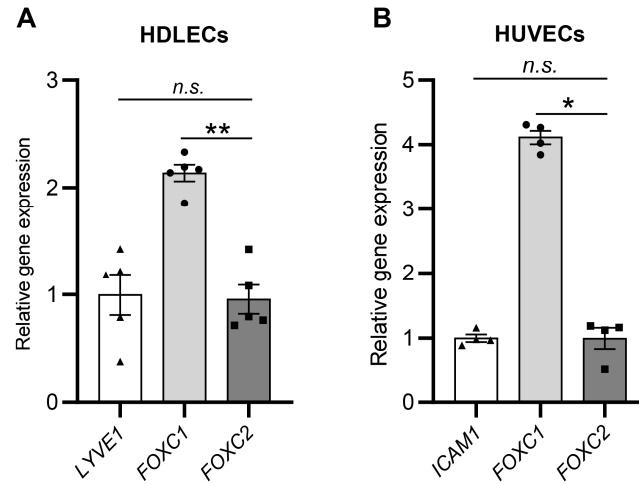

**Appendix Figure S2. FOXC1 and FOXC2 are expressed in HDLECs and HUVECs.** Before the ChIP assay experiment, the expression of *FOXC1* and *FOXC2* in **(A)** HDLECs and **(B)** HUVECs were confirmed by qPCR. Relative mRNA expression of *FOXC1* and *FOXC2* as well as the EC markers (*LYVE1* for HDLECs and *ICAM1* for HUVECs) show *FOXC2* has similar expression level as the EC markers, while the expression level of *FOXC1* is higher than that of *FOXC2* in both cell types. Data are box-and-whisker plots, Mann-Whitney *U* test, each symbol represents one experiment, N = 5 in HDLECs, N = 4 in HUVECs, \**P*<0.05, \*\**P*<0.01, *n.s.* = not significant.

## Appendix Figure S3

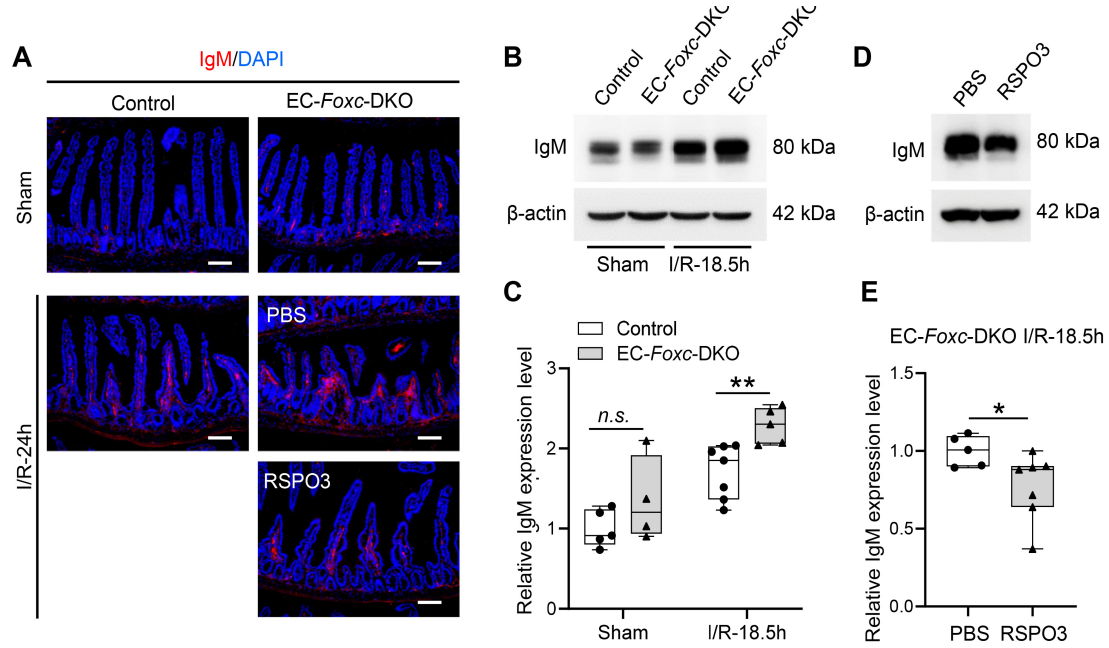

**Appendix Figure S3. RSPO3 treatment alleviates IgM accumulation in intestinal mucosa of EC-Foxc-DKO mice after I/R.** (A) Representative immunostaining images of small intestine labeled with IgM in control and EC-Foxc-DKO mice in sham or at 24h after I/R. Note that after I/R, more IgM accumulation in the intestinal mucosa was found in EC-Foxc-DKO mice compared with control mice. The accumulation of IgM was alleviated in RSPO3-treated compared with PBS-treated EC-Foxc-DKO mice. Paraffin sections (4  $\mu$ m), scale bars = 100  $\mu$ m. (B-E) Representative Western blots (B and D) and densitometry measurements (C and E) show IgM (heavy chain) in intestinal tissue lysates from control and EC-Foxc-DKO mice in sham and after I/R at 18.5h (B and C) as well as IgM (heavy chain) in PBS- and RSPO3- treated EC-Foxc-DKO mice after I/R at 18.5h (D and E). Data are box-and-whisker plots, Mann-Whitney *U* test, each symbol represents one mouse, N = 4~7, \**P*<0.05, \*\**P*<0.01, *n.s.*=not significant.

## Appendix Figure S4

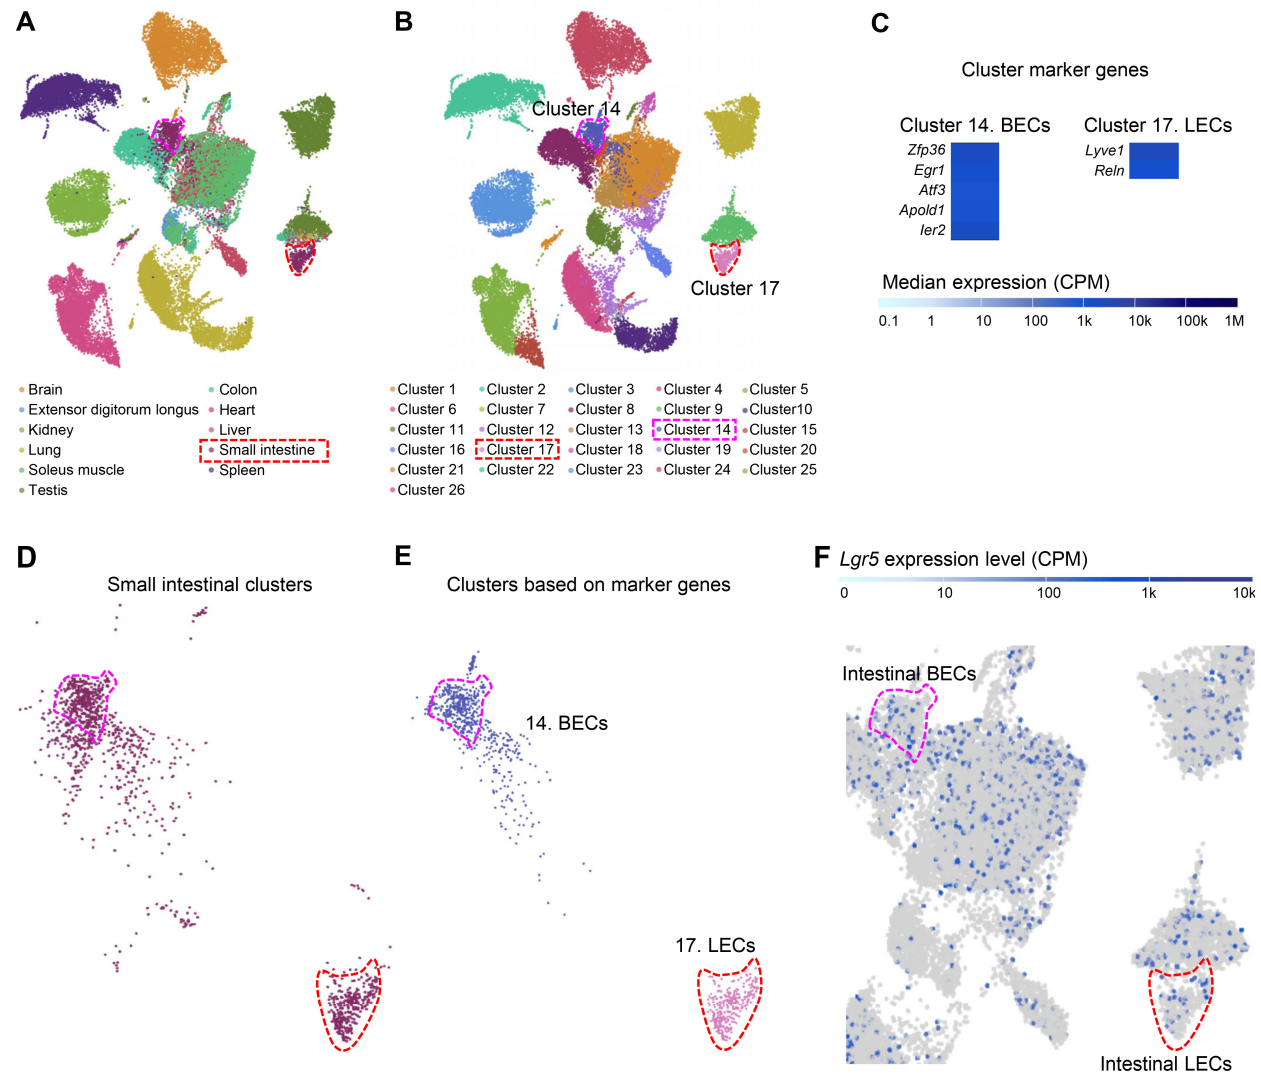

**Appendix Figure S4. *Lgr5* is expressed in both intestinal BECs and LECs by scRNAseq.** The scRNAseq data for mouse small intestinal ECs from the publication entitled "Single-Cell Transcriptome Atlas of Murine Endothelial Cells" (PMID: 32059779) was examined. The data is available from the website of "Single Cell Expression Atlas" (<https://www.ebi.ac.uk/gxa/sc/home>) and was exported to check *Lgr5* expression in mouse small intestinal ECs. **(A)** Color plot by organism parts. Pink and red circled area indicate the major cell populations from small intestine. **(B)** Color plot by marker genes. Pink (Cluster 14) and red (Cluster 17) circled area indicate the major cell populations from small intestine. **(C)** Cluster 14 and cluster 17 were identified as BECs and LECs respectively according to their marker genes. CPM: counts per million. **(D)** Small intestinal clusters identified from A. **(E)** Small intestinal clusters based on marker genes identified from B. Pink and red circled area in D and E indicate the intestinal major cell populations. **(F)** *Lgr5* expression in small intestinal BECs (pink circled) and LECs (red circled).

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

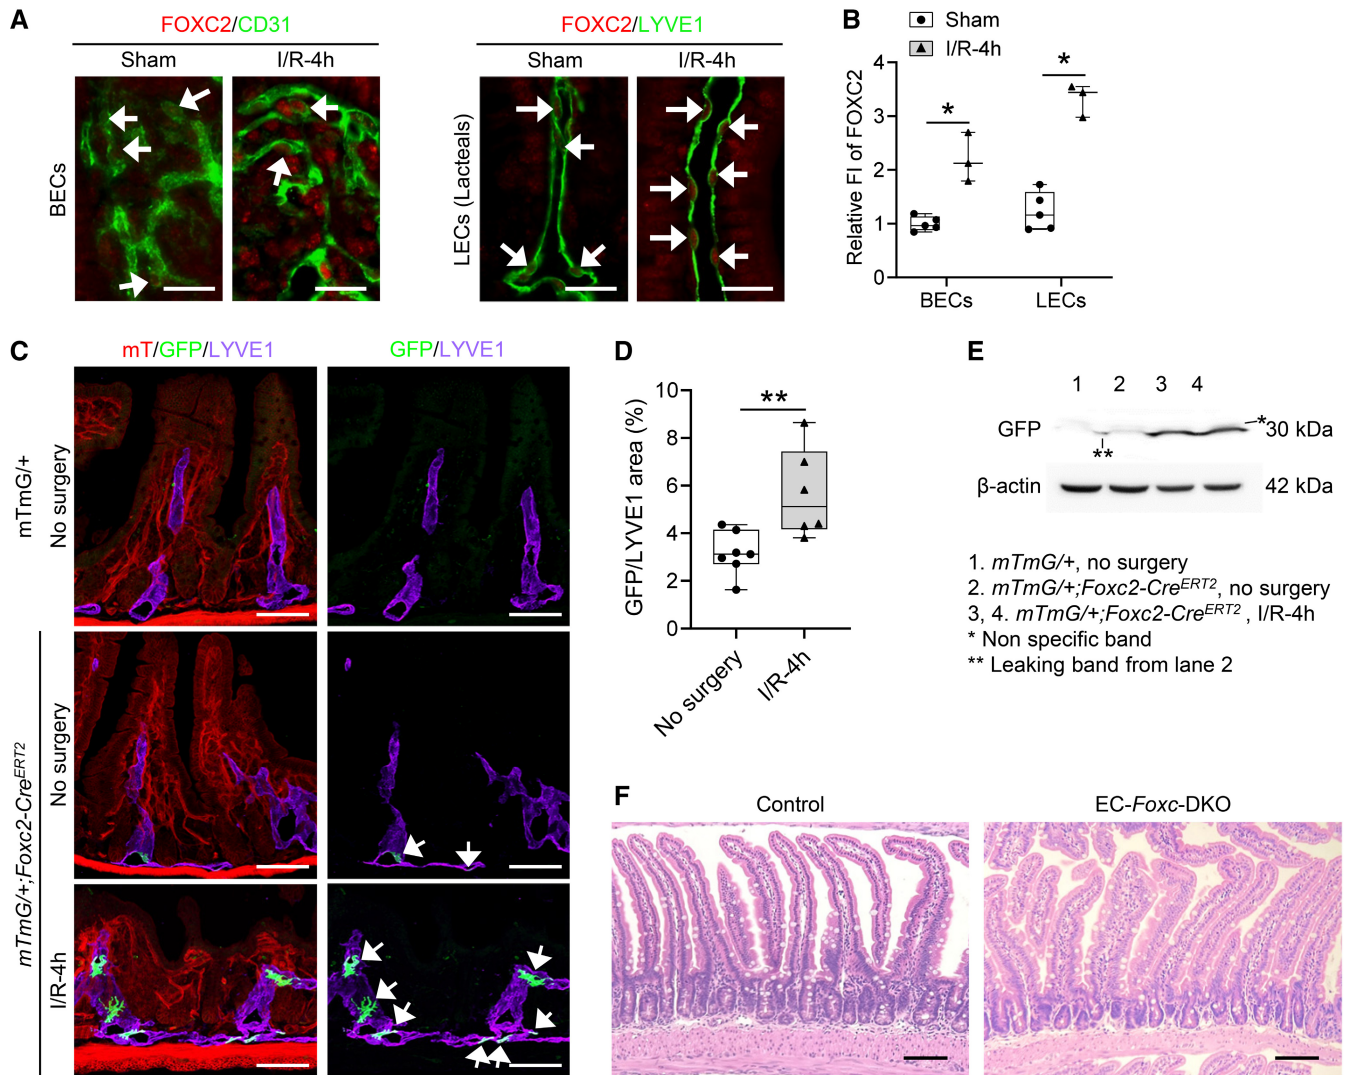

**Figure EV1. FOXC2 expression in intestinal ECs.**

- A** Representative immunostaining images of villi show FOXC2 is upregulated in intestinal BECs (CD31<sup>+</sup>) and LECs (LYVE1<sup>+</sup>) indicated by arrows after I/R at 4 h in control adult mice (*Foxc1<sup>fl/f</sup>;Foxc2<sup>fl/f</sup>*). Scale bars = 20 μm.
- B** Quantification of fluorescent intensity (FI) of FOXC2 in BECs and LECs was performed based on the IHC staining as shown in Fig EV1A. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 5, \**P* < 0.05.
- C** Mice were treated with Tm for 5 days and subjected to intestinal I/R surgery 12 day post-Tm treatment. Representative intestinal mucosal images of GFP/LYVE1 immunostaining with mT signals on frozen sections (15 μm) in *mTmG/+;Foxc2-Cre<sup>ERT2</sup>* mice without surgery or 4 h after I/R. *mTmG/+* mice without surgery were used as control. FOXC2-GFP<sup>+</sup> cells (arrows) were found mainly in LYVE1<sup>+</sup> lymphatic vessels. The increased number of FOXC2-GFP<sup>+</sup> cells found in LECs after I/R suggested the proliferation of FOXC2-GFP<sup>+</sup> LECs induced by I/R. Scale bars = 100 μm.
- D** Quantification of the density of GFP<sup>+</sup> cells in lymphatic vessels. GFP/LYVE1 area (%) = (GFP<sup>+</sup> area)/(LYVE1<sup>+</sup> area) × 100%. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 7, \*\**P* < 0.01.
- E** Representative western blots show the increased level of FOXC2-GFP in intestinal lysates of *mTmG/+;Foxc2-Cre<sup>ERT2</sup>* mice 4 h after I/R compared with the mice without surgery.
- F** Representative H&E staining images of intestinal mucosa in control and EC-Foxc-DKO mice after Tm treatment without surgery. Scale bars = 100 μm.

Data information: The box-and-whisker plots in (B) and (D) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

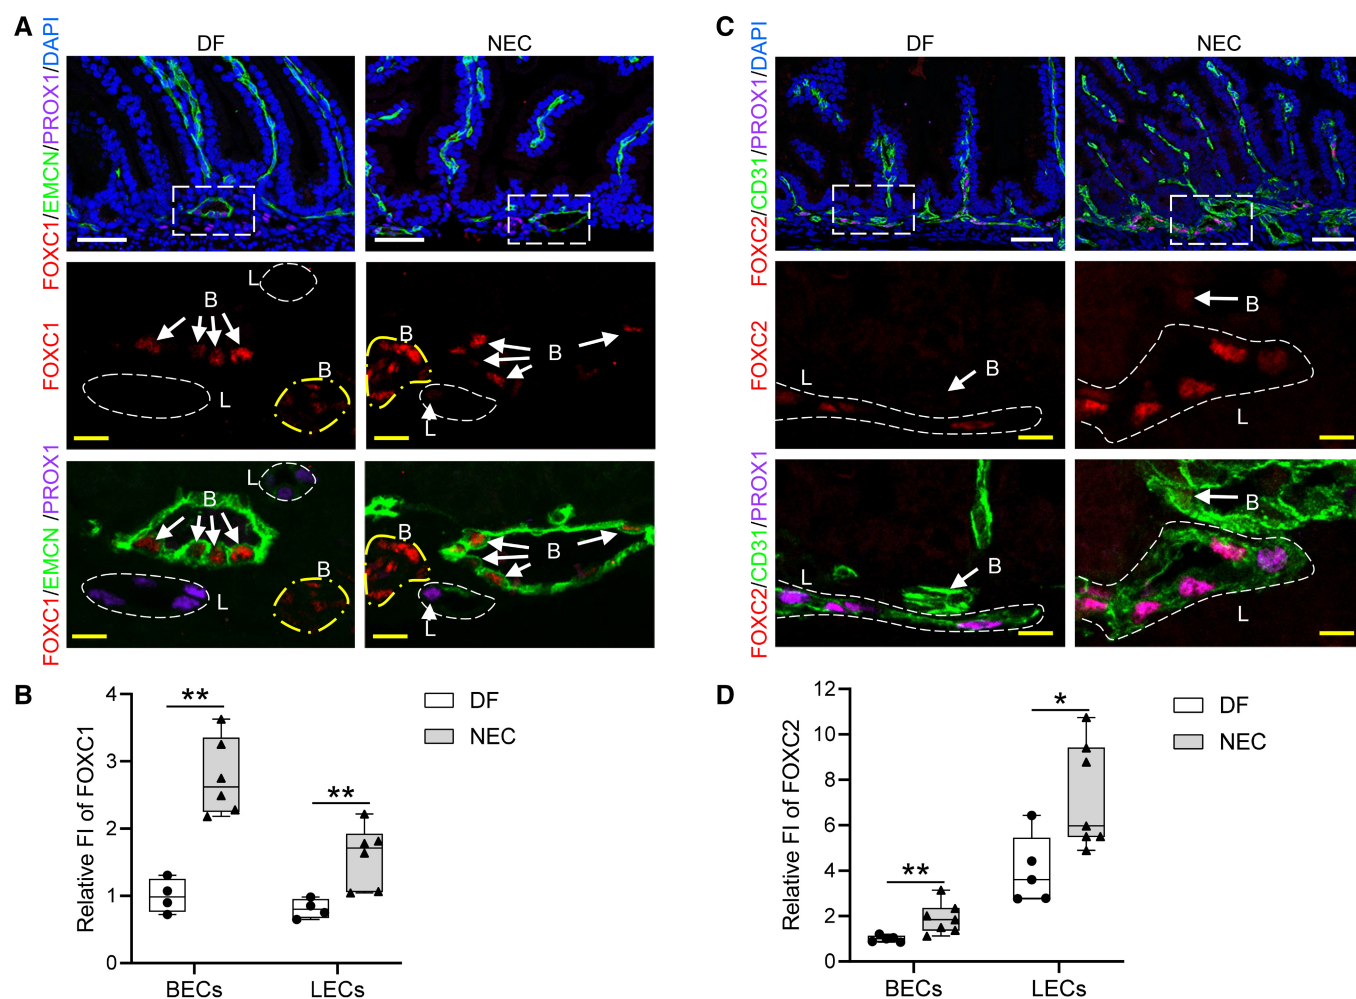

**Figure EV2. FOXC1 and FOXC2 are increased in BECs and LECs in mouse NEC model.**

A–D Immunostaining of (A) FOXC1/EMCN/PROX1/DAPI and (C) FOXC2/CD31/PROX1/DAPI was performed on paraffin sections (4  $\mu$ m) of small intestines from 2-day old neonatal mice 24 h after being subjected to the necrotizing enterocolitis (NEC) protocol (Tian *et al*, 2010). Dam-fed (DF) pup littermates were used as control. (A) FOXC1 is mainly expressed in BECs in intestinal submucosa. The level of FOXC1 is increased obviously in submucosal BECs (EMCN<sup>+</sup>, B with arrow; as well as yellow circled area) in NEC intestine compared with DF intestine. FOXC1<sup>+</sup> cells in yellow circled area are arterial BECs with EMCN<sup>+</sup>. FOXC1 can be found weakly expressed in the submucosal LECs (L with arrow, PROX1<sup>+</sup>) in NEC intestine but is hardly detectable in LECs in DF intestine. PROX1 is a nuclear marker for LECs. White/yellow scale bars = 50 or 10  $\mu$ m, respectively. (C) FOXC2 can be detected in LECs (L, CD31<sup>+</sup>PROX1<sup>+</sup>; circled) in DF intestine, and is increased in LECs in NEC intestine compared with DF intestine. FOXC2 can be found weakly expressed in the submucosal BECs (B, CD31<sup>+</sup>PROX1<sup>+</sup>) in NEC intestine (white arrow) but is hardly detectable in BECs in DF intestine. White/yellow scale bars = 50 or 10  $\mu$ m, respectively. Quantification of fluorescent intensity (FI) of (B) FOXC1 and (D) FOXC2 in submucosal BECs and LECs was performed based on the IHC staining as shown in Fig EV2A and C, respectively. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 7, \**P* < 0.05, \*\**P* < 0.01. The box-and-whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

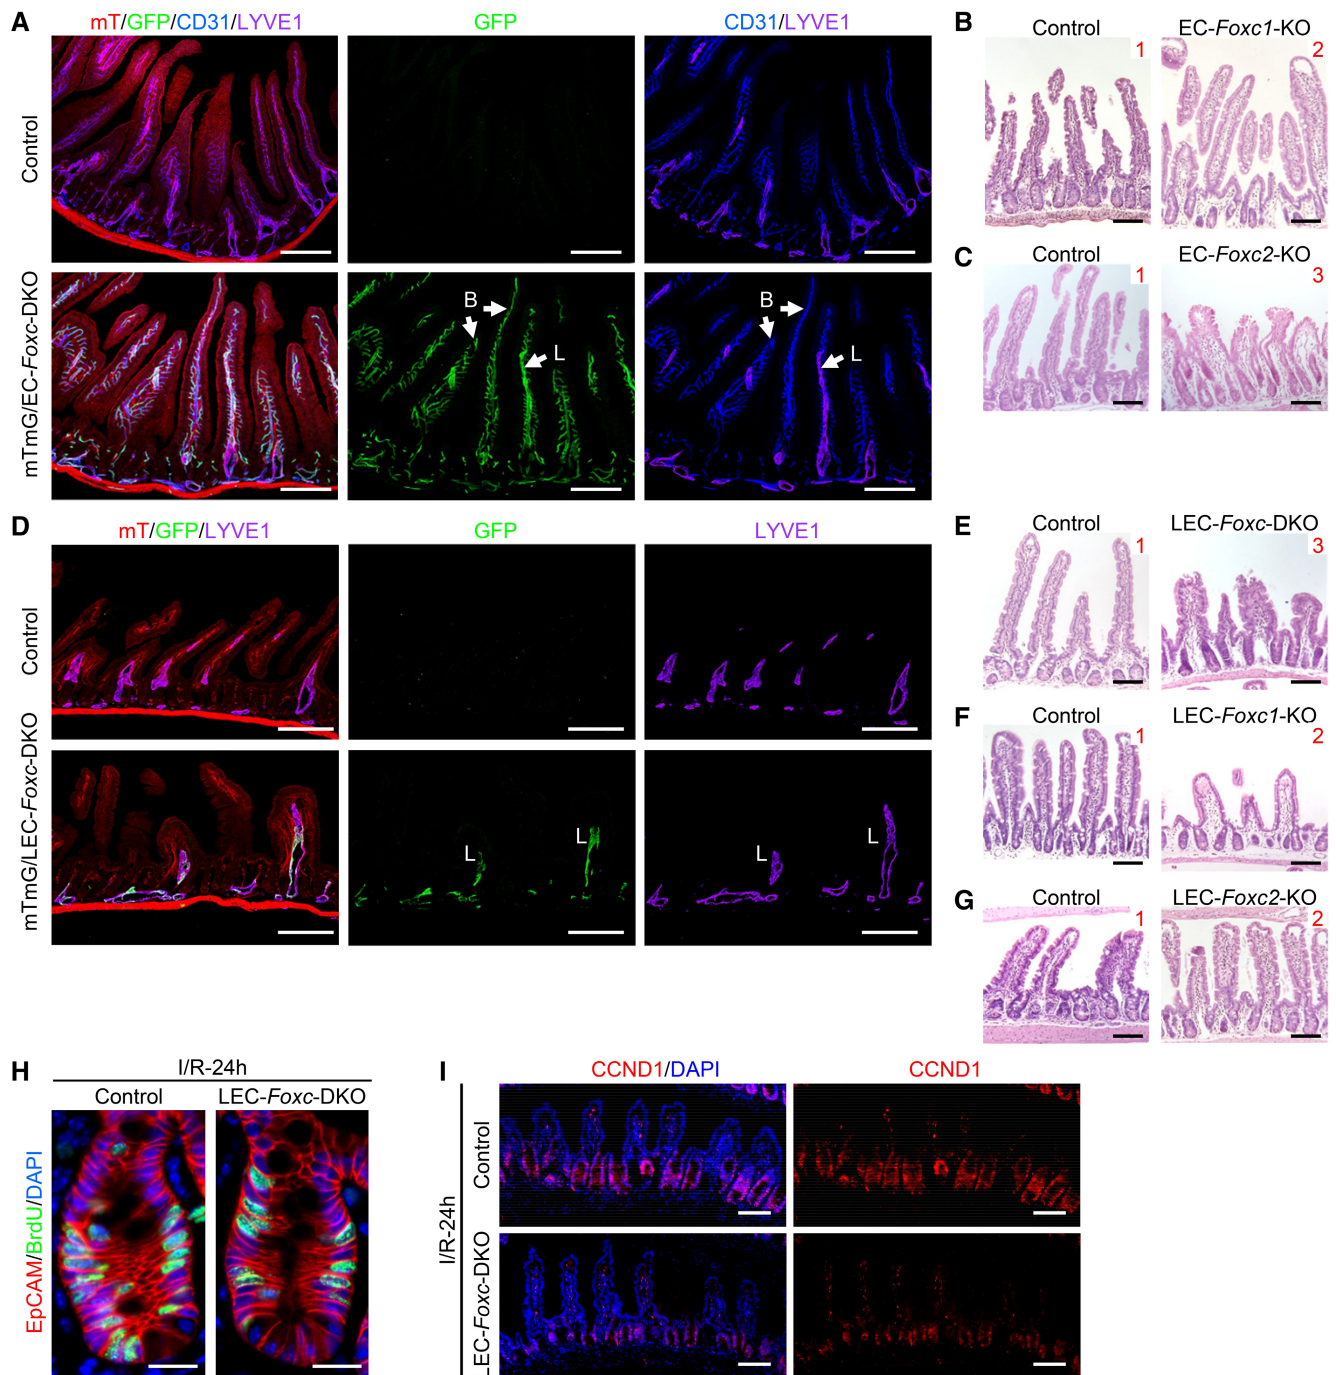

Figure EV3.

**Figure EV3. Histological detection in EC- and LEC- specific *Foxc* KO mouse intestines.**

A–G (A and D) Cre recombination efficiency detection in EC-*Foxc*-DKO and LEC-*Foxc*-DKO mouse strains. (A) Mice (control: *mTmG/+;Foxc1<sup>fl/f</sup>;Foxc2<sup>fl/f</sup>*, *mTmG/EC-Foxc-DKO: mTmG/+;Cdh5-Cre<sup>ERT2</sup>;Foxc1<sup>fl/f</sup>;Foxc2<sup>fl/f</sup>*) were treated with 150 mg/kg Tm by oral gavage for 5 days. Seven days after Tm treatment, the distal jejunum was collected and the frozen sections (15  $\mu$ m) were stained with GFP/CD31/LYVE1 for the detection of GFP signal in blood vessels (B, CD31<sup>+</sup>LYVE1<sup>+</sup>, blue) and lacteals (L, CD31<sup>+</sup>LYVE1<sup>+</sup>, purple). Scale bars = 200  $\mu$ m. (D) Mice (control: *mTmG/+;Foxc1<sup>fl/f</sup>;Foxc2<sup>fl/f</sup>*, *mTmG/LEC-Foxc-DKO: mTmG/+;Vegfr3-Cre<sup>ERT2</sup>;Foxc1<sup>fl/f</sup>;Foxc2<sup>fl/f</sup>*) were treated with 150 mg/kg tamoxifen by oral gavage for 5 days. Twelve days after Tm dose, the distal jejunum was collected and the frozen sections (15  $\mu$ m) were stained with GFP and LYVE1 antibodies. Confocal images show the VEGFR3-GFP is expressed in the LYVE1<sup>+</sup> lymphatic vessels (L). Scale bars = 200  $\mu$ m. (B, C, E–G) Representative H&E staining images of the distal jejuna 24 h after I/R in different mouse strains: (B) EC-*Foxc1*-KO, (C) EC-*Foxc2*-KO, (E) LEC-*Foxc*-DKO, (F) LEC-*Foxc1*-KO, (G) LEC-*Foxc2*-KO and their control mice. The intestinal ischemic injury grading in the Chiu scoring system is indicated by red numbers (0 ~ 5). Scale bars = 100  $\mu$ m. The quantification of Chiu Score for these mouse strains is shown in Figs 2D and E, and 3B–D, respectively.

H Representative immunostaining images of intestinal crypts labeled with BrdU (proliferative marker, injection performed 2 h before tissue collection) and EpCAM (epithelial marker) show the proliferative epithelial cells in crypts. Paraffin sections (4  $\mu$ m), scale bars = 20  $\mu$ m. The quantification of the number of BrdU<sup>+</sup> epithelial cells per crypt is shown in Fig 3E.

I Representative images of intestinal mucosa labeled with Cyclin D1 (CCND1) in LEC-*Foxc*-DKO mice compared with the control group 24 h after I/R. Scale bars = 100  $\mu$ m. Quantification data for CCND1<sup>+</sup> epithelial cells per crypt are shown in Fig 3I.

Source data are available online for this figure.

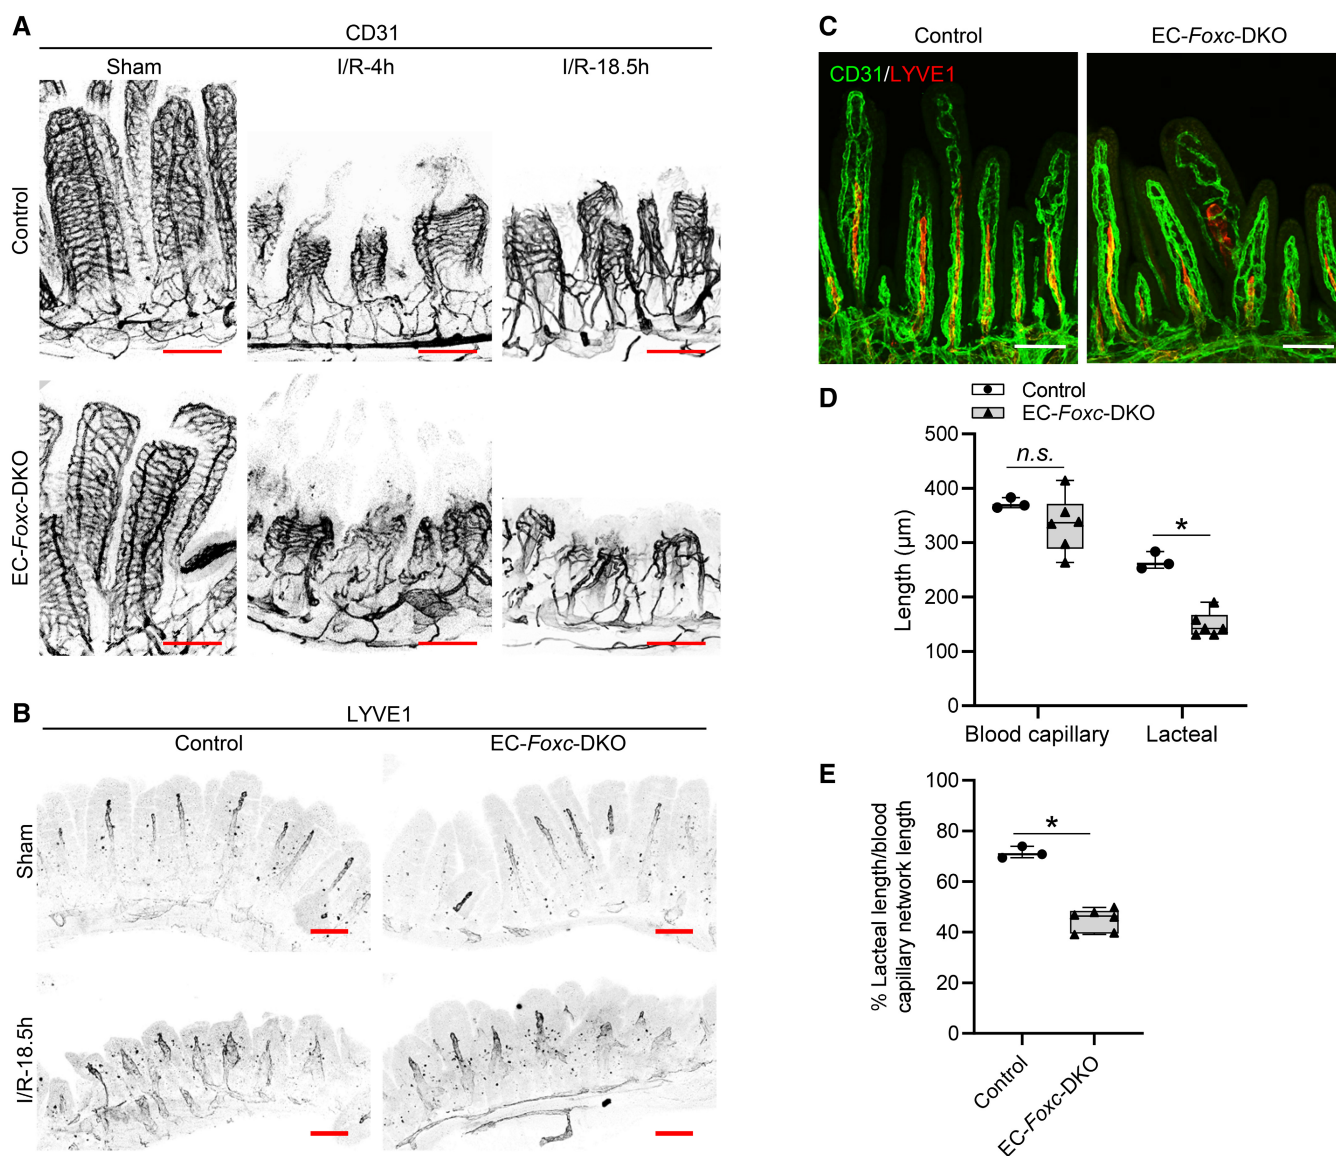

Figure EV4.

**Figure EV4. EC-iKO of *Foxc1/c2* results in severe damage of blood and lymphatic vasculatures in intestinal villi after I/R.**

- A, B Representative images of whole-mount distal jejuna stained with CD31 (A) and LYVE1 (B) show the damage of blood (A) and lymphatic vasculatures (B) in control and EC-*Foxc*-DKO villi at 4 h and/or 18.5 h after I/R. Scale bars = 100  $\mu$ m.
- C–E (C) Representative whole-mount proximal jejuna immunostained with CD31 (green) and LYVE1 (red) in neonatal mice treated with Tm from P1 to P5 and euthanized at P7. Proximal jejuna were collected from neonatal mice due to the ease of operation and similar lacteal length/blood capillary network length ratio between proximal and distal jejuna. The length of blood capillary vasculature and lacteals were measured (D) based on Fig EV4C. The percentage (%) of the lacteal length/blood capillary network length was then calculated (E). Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 ~ 6, \**P* < 0.05, *n.s.*, not significant. The box-and-whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers below/above the box) of the data sets.

Source data are available online for this figure.

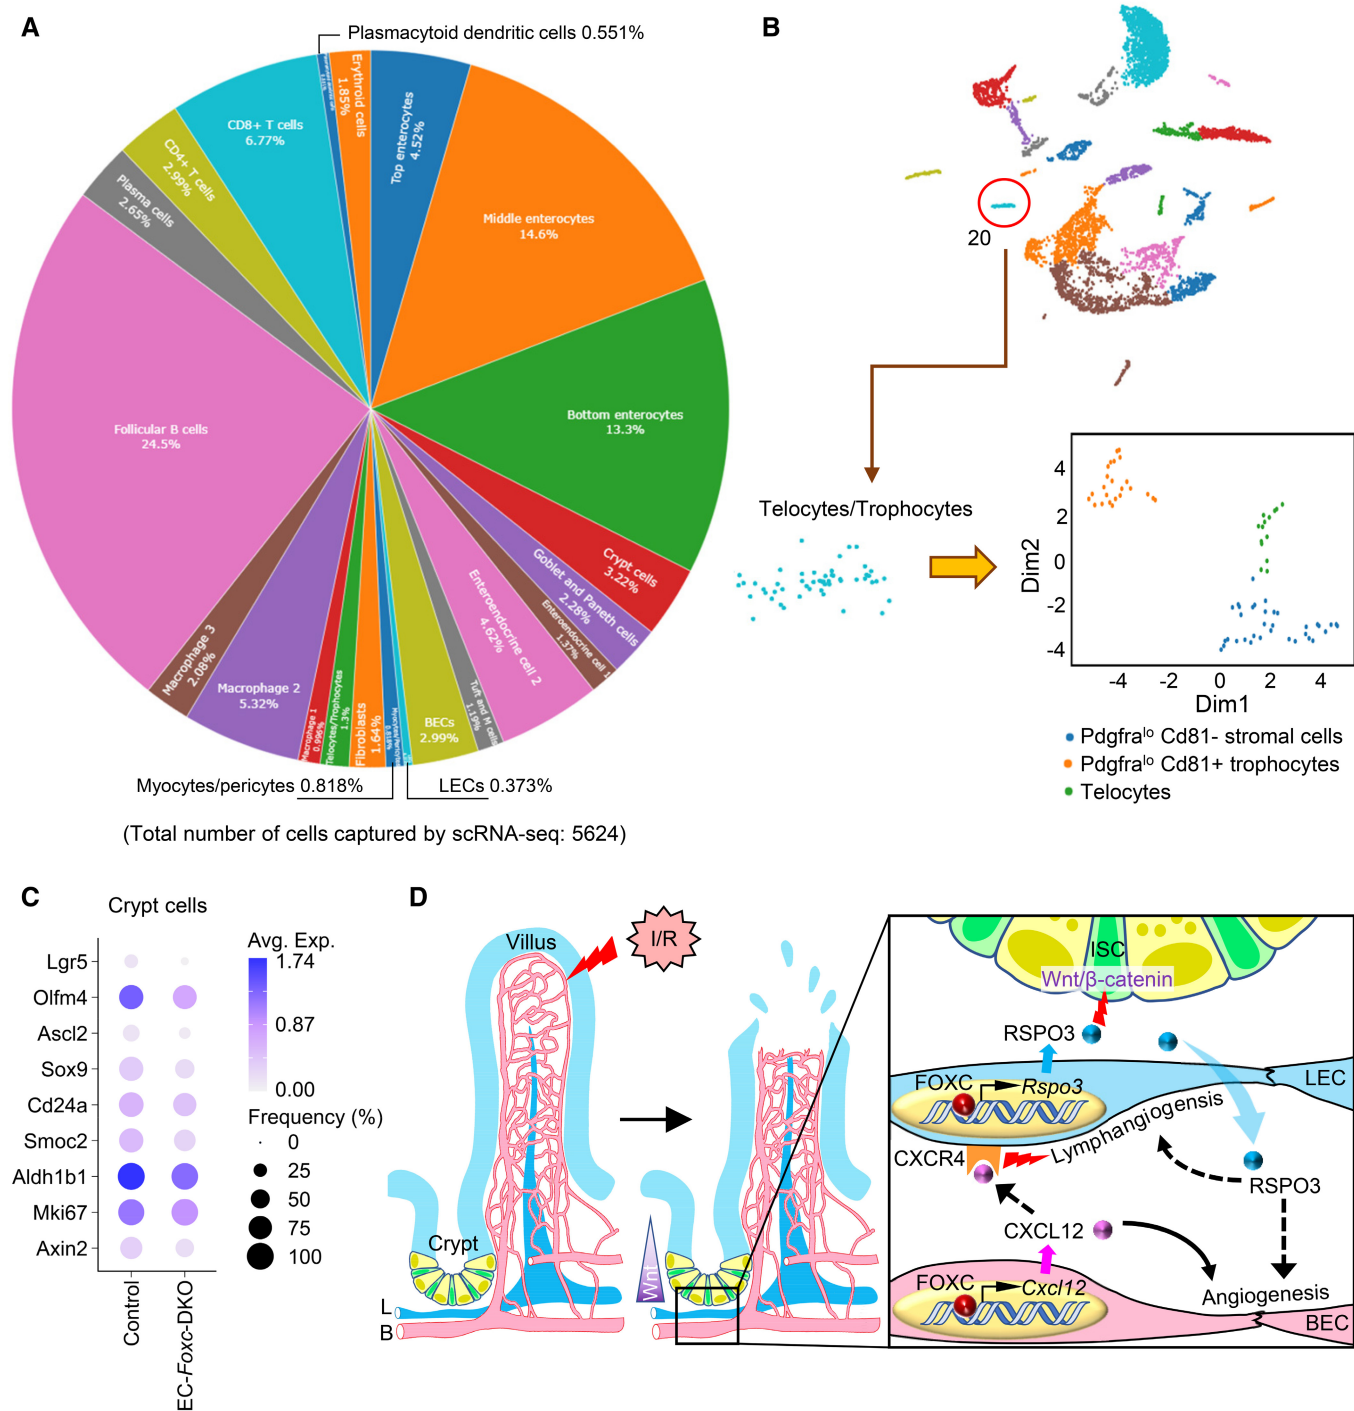

Figure EV5.

**Figure EV5. ScRNA-seq analysis on the small intestines from control and EC-Foxc-DKO mice 18.5 h after I/R.**

- A Pie chart showing the percentage of each cell cluster identified in Fig 6A of total cell population.
- B Sub-clustering performed on the cluster 20 (Telocytes/Trophocytes).
- C Dot plot showing relative expression of different genes identified by scRNA-seq were decreased in crypt cell cluster in EC-Foxc-DKO mice compared with control mice at I/R-18.5 h. Fill colors represent normalized mean expression levels and circle sizes represent the within-cluster frequency of positive gene detection. *Lgr5*, *Olfm4*, *Ascl2*, *Sox9*, *Cd24a*, *Smoc2* and *Aldh1b1* are ISC markers. *Milk67* is a proliferative marker. *Ascl2*, *Sox9* and *Axin2* are Wnt/ $\beta$ -catenin target genes.
- D Schematic drawing of the mechanism by which endothelial FOXC1 and FOXC2 promote mouse intestinal regeneration after I/R injury. The intestinal mucosa is damaged after I/R injury. FOXC (both FOXC1 and FOXC2) regulate the expression of *Rspo3/Cxcl12* through binding to their regulatory elements in LECs/BECs of the lymphatic/blood vessels near the crypts, respectively. RSP03 secreted by LECs (blue arrow) is an agonist of the canonical Wnt/ $\beta$ -catenin signaling pathway and promotes the intestinal epithelial regeneration and repair. RSP03 derived from LECs also promotes angiogenesis and lymphangiogenesis (dashed arrows). BEC-derived CXCL12 (pink arrow) not only regulates angiogenesis (arrow) but also stimulates CXCR4 on LECs to enhance lymphangiogenesis (dashed arrow). L, lymphatic vessel; B, blood vessel; ISC, intestinal stem cell; LEC, lymphatic endothelial cell; BEC, blood endothelial cell.

Source data are available online for this figure.

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030
**Supplement:** Supplementary file 3 — Movie EV1

**Movie EV1. 3D structures of intestinal blood and lymphatic vasculatures in Control mice 18.5h after I/R**

Representative 3D videos created using IMARIS software based on the confocal images of whole-mount immunostaining of distal jejunums show the 3D structures of intestinal blood capillaries (labeled with CD31, green) and lymphatic vessels (labeled with LYVE1, red) after I/R at 18.5h. In control mouse **(Movie EV1)**, damages found at top of the villous blood vasculatures form openings to the capillary cage, accompanied by endothelial cell projections being formed for the repair. Scale bars = 50 µm. The display rate is 24 frames/second.

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030
**Supplement:** Supplementary file 4 — Movie EV2

**Movie EV2. 3D structures of intestinal blood and lymphatic vasculatures in EC-*Foxc*-DKO mice 18.5h after I/R**

Representative 3D videos created using IMARIS software based on the confocal images of whole-mount immunostaining of distal jejunums show the 3D structures of intestinal blood capillaries (labeled with CD31, green) and lymphatic vessels (labeled with LYVE1, red) after I/R at 18.5h. In EC-*Foxc*-DKO mouse **(Movie EV2)**, the intestine loses most of its villi together with the villous blood and lymphatic vessels. The remaining villous, cryptal and submucosal vasculatures are also damaged and less branches can be found in the broken vessels. Lymphatic vessels are dilated in the cryptal area. Scale bars = 50 µm. The display rate is 24 frames/second.

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030

## Full unedited gel for Figure EV1E

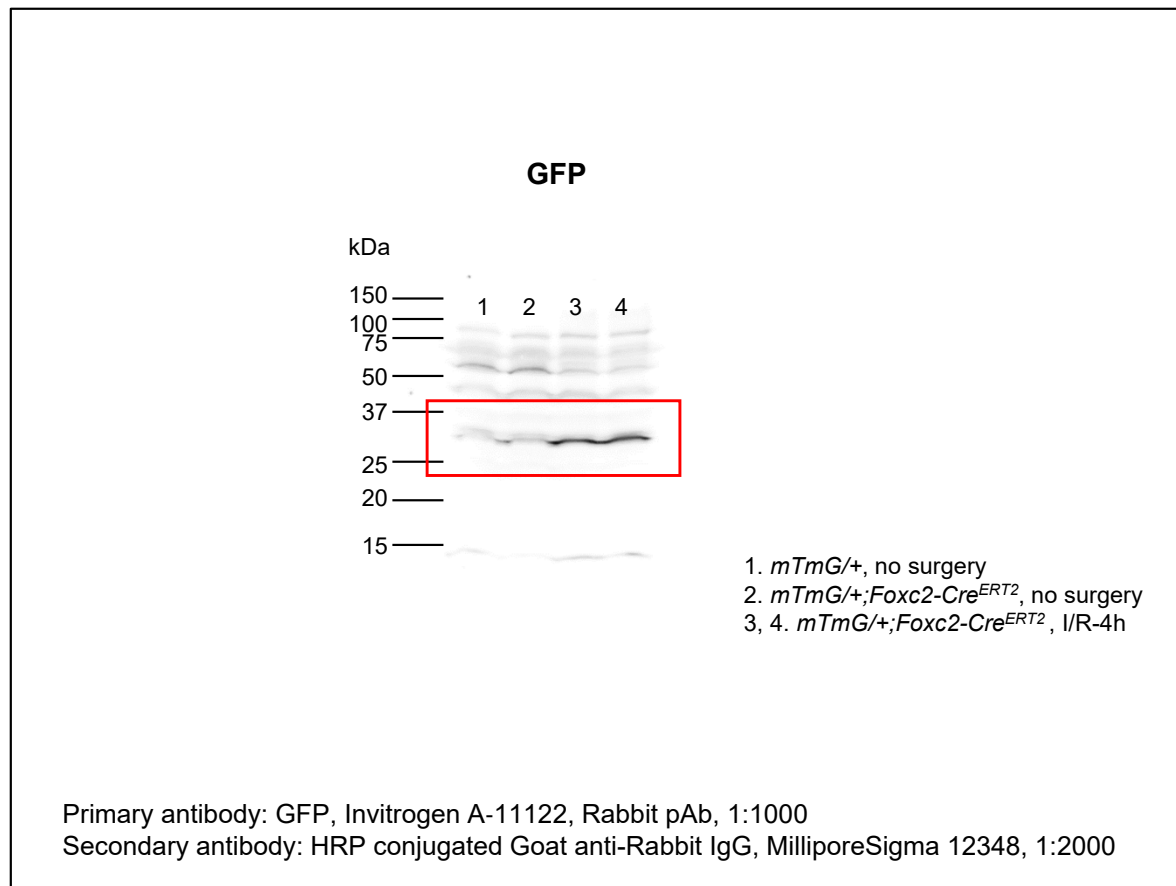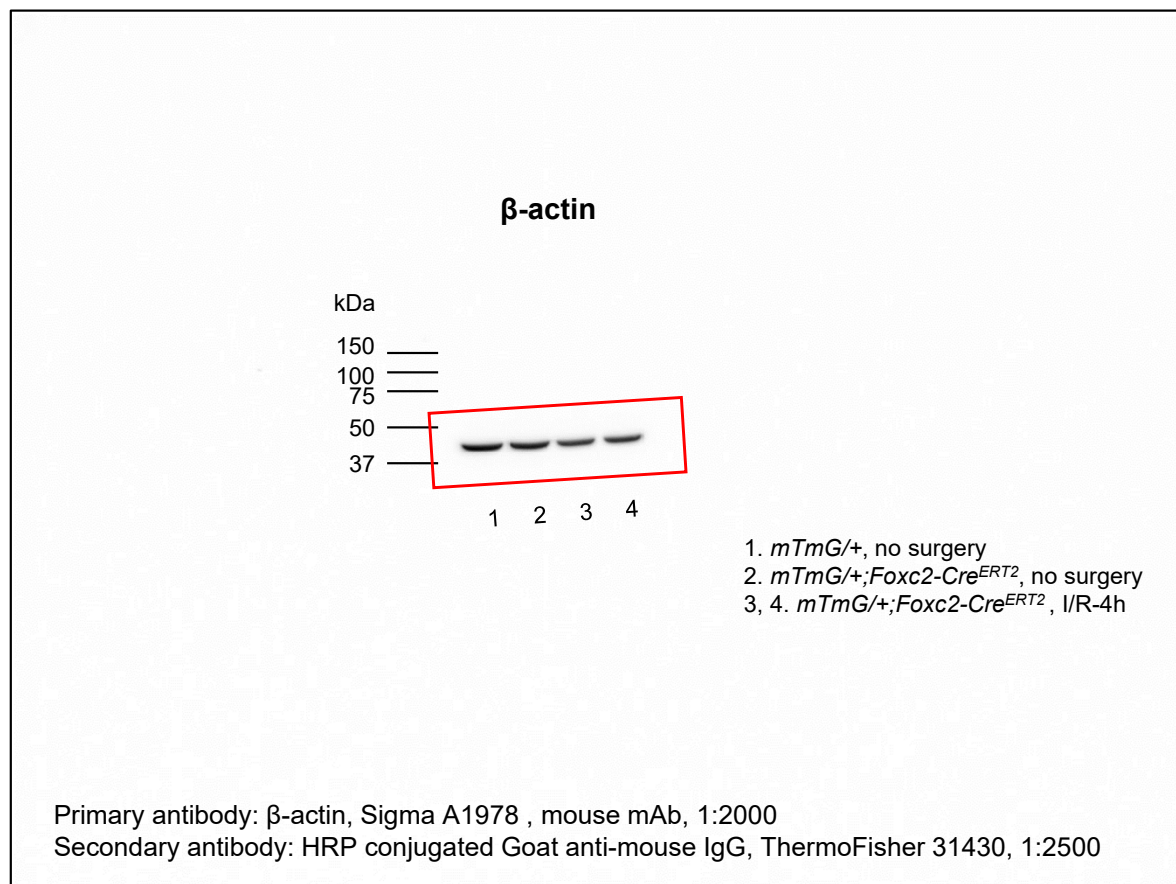

**Full unedited gel for Appendix Figure S3B**

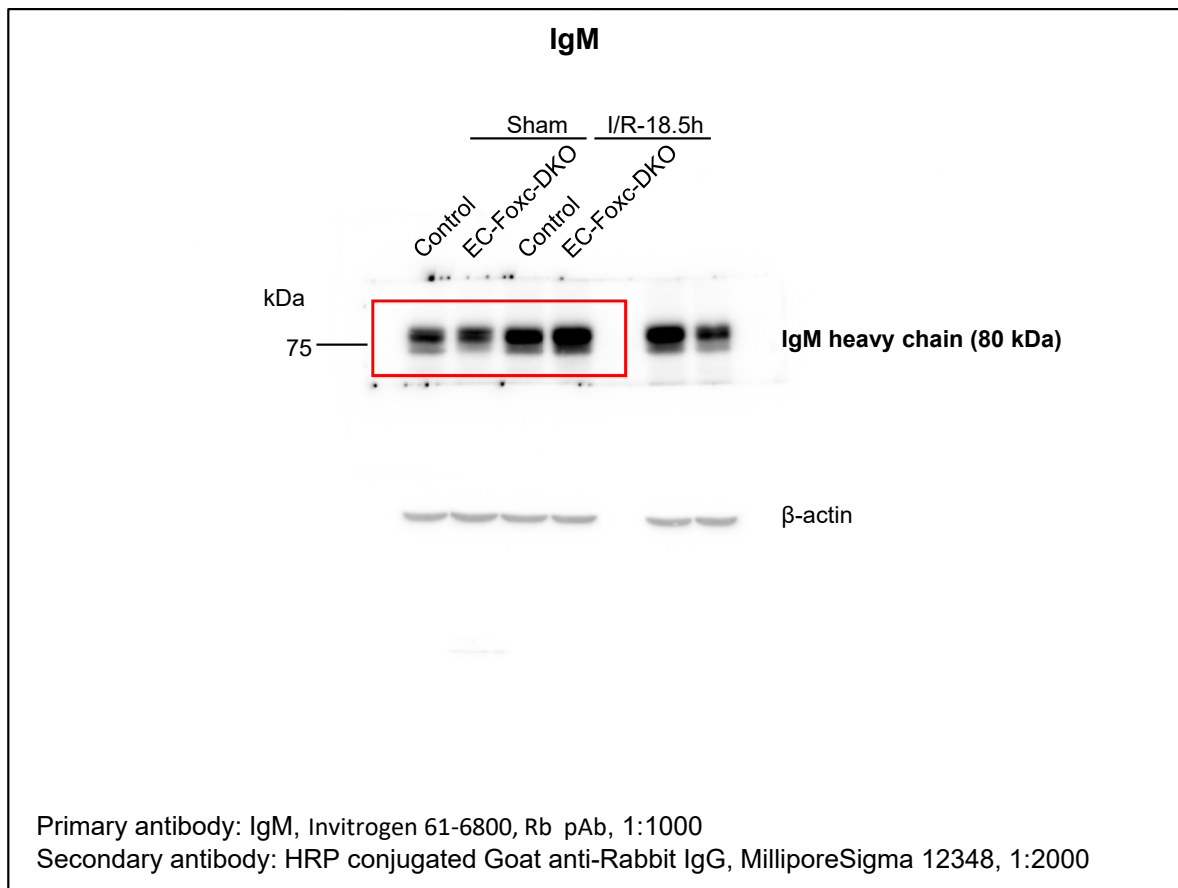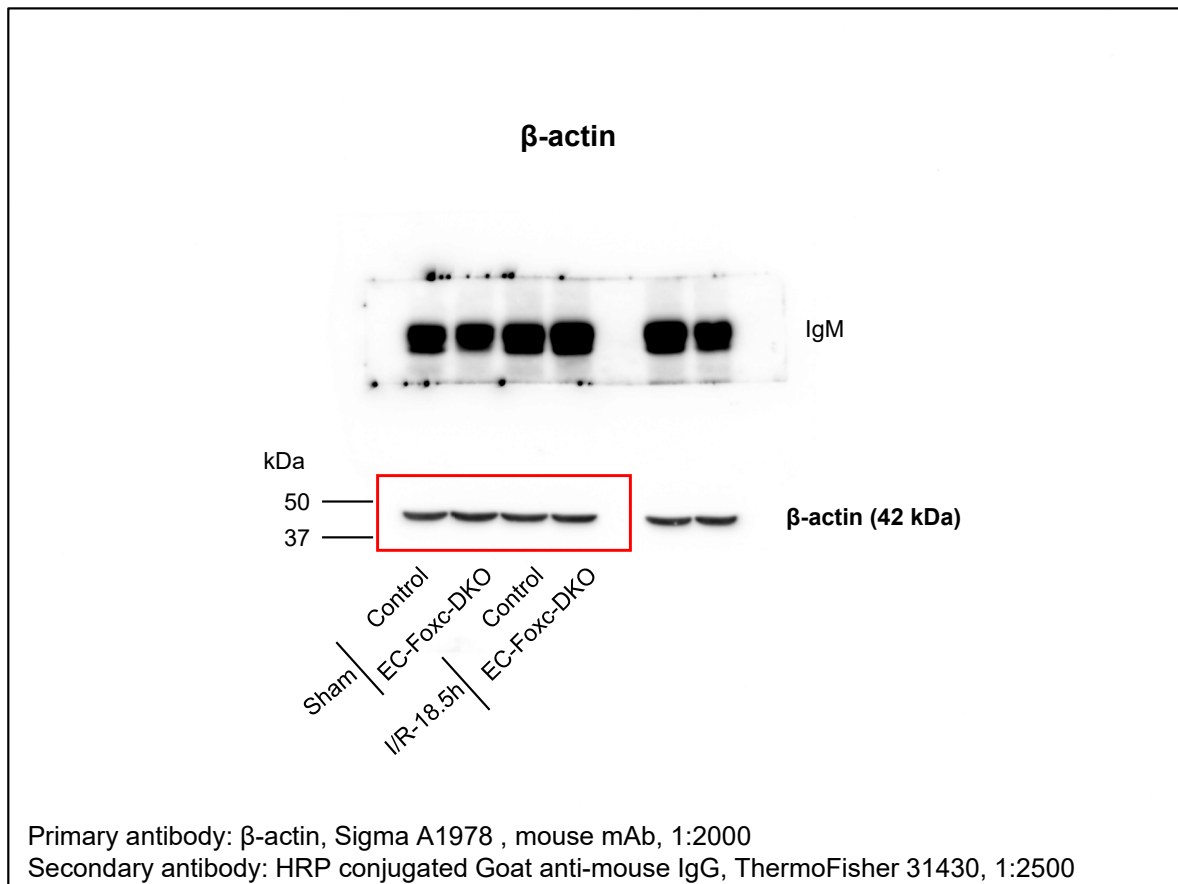

## Full unedited gel for Appendix Figure S3D

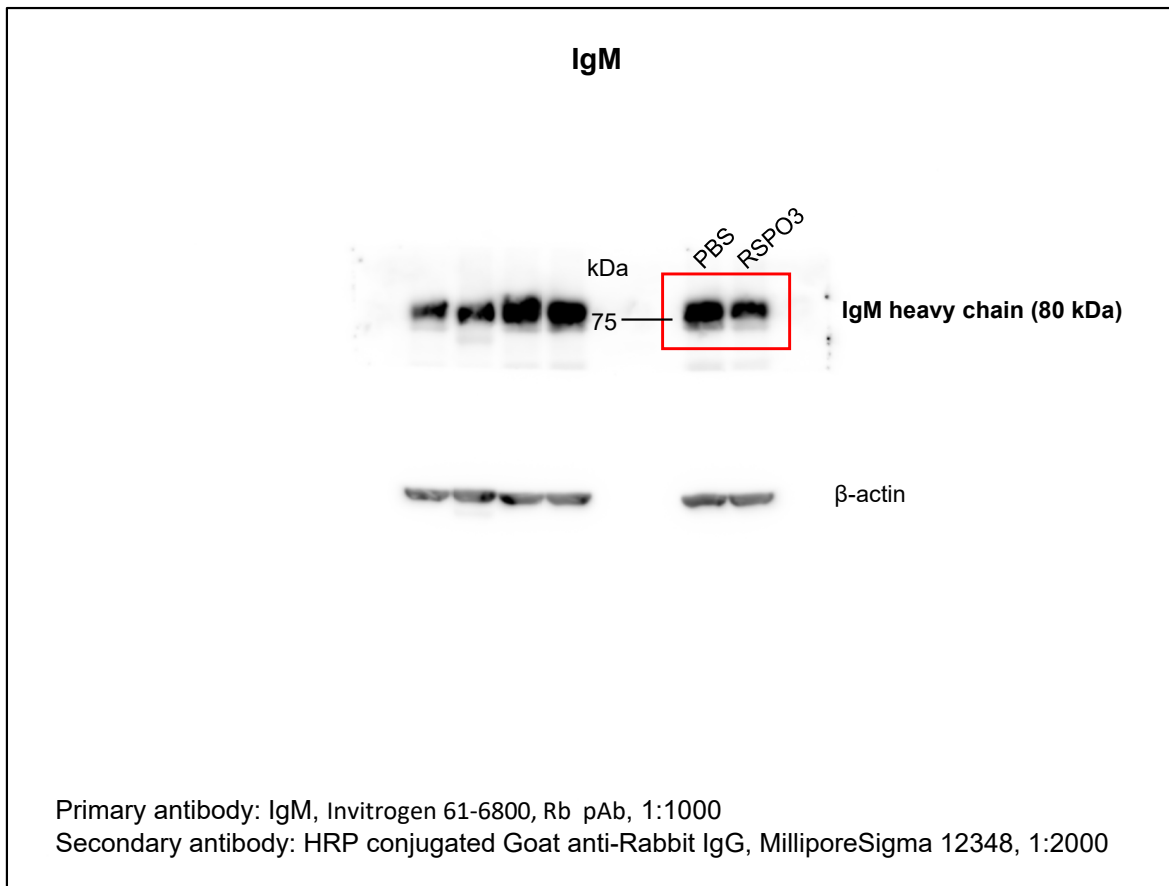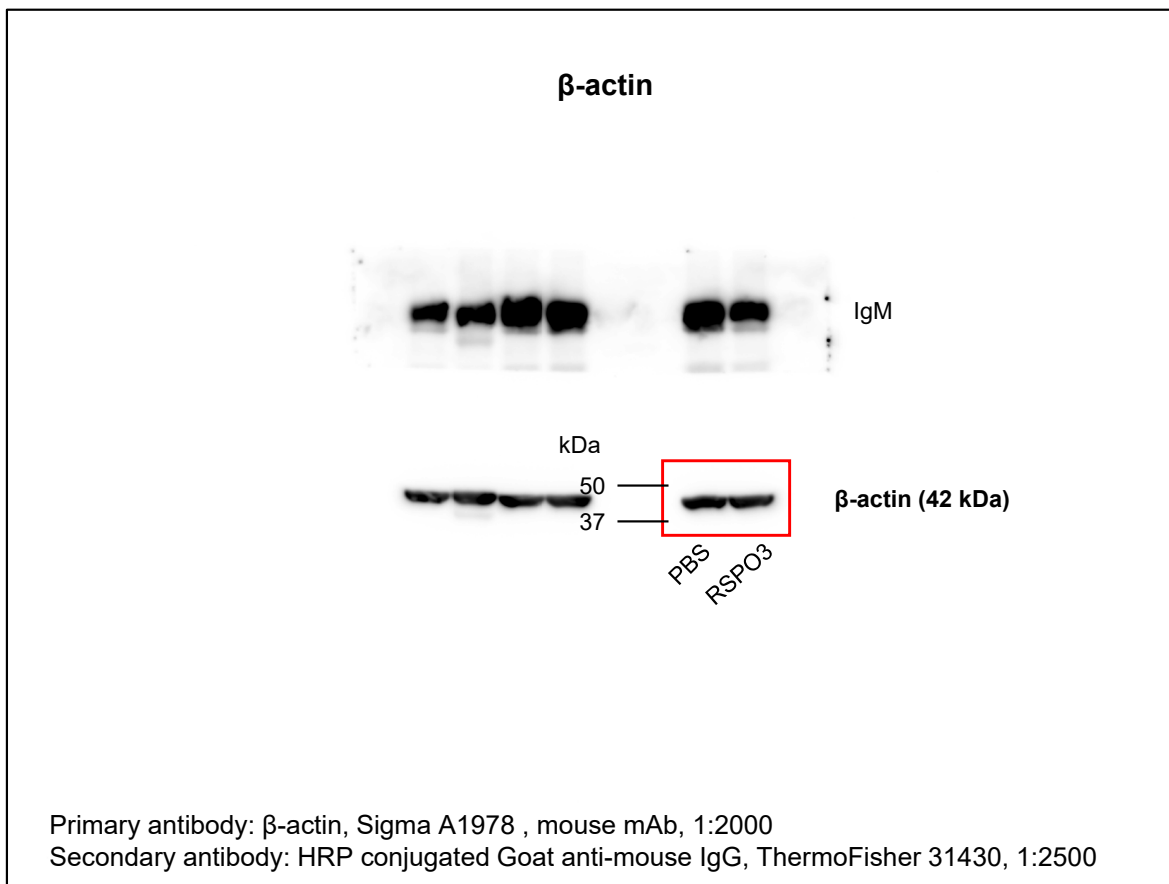

**Supplement:** Supplementary file 5 — Source Data for Expanded View and Appendix

# Supplementary material for: Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury
**Source:** EMBO Rep. 2023 May 8;24(7):e56030. doi: 10.15252/embr.202256030
**Supplement:** Supplementary file 6 — PDF+

# Endothelial FOXC1 and FOXC2 promote intestinal regeneration after ischemia–reperfusion injury

Can Tan<sup>1</sup> 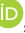, Pieter R Norden<sup>1</sup> , Wei Yu<sup>2</sup> , Ting Liu<sup>1</sup>, Naoto Ujiie<sup>1</sup> , Sun Kyong Lee<sup>1</sup> , Xiaocai Yan<sup>3</sup>, Yaryna Dyakiv<sup>1</sup> 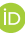, Kazushi Aoto<sup>4</sup> 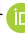, Sagrario Ortega<sup>5</sup> , Isabelle G De Plaen<sup>3</sup>, Venkatesh Sampath<sup>2</sup> & Tsutomu Kume<sup>1,\*</sup> ## Abstract

Intestinal ischemia underlies several clinical conditions and can result in the loss of the intestinal mucosal barrier. Ischemia-induced damage to the intestinal epithelium is repaired by stimulation of intestinal stem cells (ISCs), and paracrine signaling from the vascular niche regulates intestinal regeneration. Here, we identify FOXC1 and FOXC2 as essential regulators of paracrine signaling in intestinal regeneration after ischemia–reperfusion (I/R) injury. Vascular endothelial cell (EC)- and lymphatic EC (LEC)-specific deletions of *Foxc1*, *Foxc2*, or both in mice worsen I/R-induced intestinal damage by causing defects in vascular regrowth, expression of chemokine CXCL12 and Wnt activator R-spondin 3 (RSPO3) in blood ECs (BECs) and LECs, respectively, and activation of Wnt signaling in ISCs. Both FOXC1 and FOXC2 directly bind to regulatory elements of the *CXCL12* and *RSPO3* loci in BECs and LECs, respectively. Treatment with CXCL12 and RSPO3 rescues the I/R-induced intestinal damage in EC- and LEC-*Foxc* mutant mice, respectively. This study provides evidence that FOXC1 and FOXC2 are required for intestinal regeneration by stimulating paracrine CXCL12 and Wnt signaling.

**Keywords** CXCL12; intestinal regeneration; ischemia; paracrine signaling; Wnt/R-spondin

**Subject Categories** Molecular Biology of Disease; Vascular Biology & Angiogenesis

**DOI** 10.15252/embr.202256030 | Received 25 August 2022 | Revised 7 April 2023 | Accepted 19 April 2023 | Published online 8 May 2023

**EMBO Reports (2023) 24: e56030**

## Introduction

Tissue regeneration and repair are essential for maintaining physiological homeostasis and rely on the precise control of molecular networks that regulate, or are regulated by, the vasculature. Endothelial cells

(ECs) present in the blood and lymphatic vessels are crucial participants in the vascular-dependent processes that restore damaged tissue because they control the secretion of paracrine factors from both the vessels themselves and nearby cells (Rafii *et al*, 2016). Although significant progress has recently been made toward elucidation of the mechanisms by which the vascular system regulates tissue regeneration and repair, an adequate understanding of the biological processes that contribute to EC-dependent tissue repair, as well as their roles in the pathogenesis and potential treatment of vascular disease or injury, is crucially dependent on a thorough characterization of how blood/lymphatic vessels control tissue regeneration.

Intestinal ischemia underlies several clinical conditions including ischemic bowel disease and can result in villus dysfunction, bacterial translocation, local and systemic inflammation, and intestinal necrosis in severe cases (Gonzalez *et al*, 2015; Ahmed, 2021). Intestinal ischemia can be caused by thrombus formation in the mesenteric vasculature, embolisms that arise as a consequence of cardiopulmonary disease, and disease- or shock-induced declines in perfusion, as well as when blood flow is interrupted by intestinal transplantation (Gonzalez *et al*, 2015; Bertoni *et al*, 2018). Moreover, impairments in intestinal microvasculature development contribute to the pathogenesis of neonatal necrotizing enterocolitis (NEC), which is the most common devastating gastrointestinal emergency in neonatal patients (Bowker *et al*, 2018). Both homeostasis and repair of the small intestine are mediated via intestinal stem cells (ISCs; Barker *et al*, 2007; Barker, 2014). Active ISCs express the specific marker leucine-rich repeat-containing G protein-coupled receptor 5 (*Lgr5*) and are located at the base of the crypts of the small intestine where they vigorously proliferate to continuously regenerate the intestinal epithelium. Ischemia/reperfusion (I/R) injury, as well as radiation injury and stresses such as acute inflammation, induce apoptosis in proliferating *Lgr5*<sup>+</sup> ISCs (Richmond *et al*, 2018; Gonzalez *et al*, 2019), while ISC regeneration after injury is restored largely by dedifferentiation of crypt cells (Murata *et al*, 2020). However, the mechanisms that coordinate the role of intestinal ECs in intestinal regeneration and repair, and whether

<sup>1</sup> Department of Medicine, Feinberg Cardiovascular and Renal Research Institute, Feinberg School of Medicine, Northwestern University, Chicago, IL, USA

<sup>2</sup> Division of Neonatology, Department of Pediatrics, Children's Mercy Hospital, Kansas City, MO, USA

<sup>3</sup> Department of Pediatrics, Feinberg School of Medicine, Northwestern University, Chicago, IL, USA

blood and lymphatic ECs (BECs and LECs) in the ISC niche regulate the regenerative activity of ISCs, as well as the preservation of the ISC niche after injury, have yet to be fully elucidated.

In adult mice, the proliferation of active ISCs is controlled, in part, by Wnt/ $\beta$ -catenin signaling (Santos *et al*, 2018; Hageman *et al*, 2020), and canonical Wnt/ $\beta$ -catenin signaling is promoted by the cooperative activity of Wnt proteins and R-spondins (RSPO1-RSPO4). Lgr5 functions (with Lgr4 and Lgr6) as a cognate receptor for R-spondins and R-spondins are expressed in mesenchymal stromal cells of the ISC niche (Shoshkes-Carmel *et al*, 2018; McCarthy *et al*, 2020a), including Pdgfra<sup>lo</sup>Grem1<sup>+</sup> trophocytes as an essential source of R-spondins (RSPO1-RSPO3, especially RSPO3; McCarthy *et al*, 2020b). Foxl1<sup>+</sup> mesenchymal cells (Telocytes) and other non-epithelial stromal cells express Wnt ligands in the ISC niche (Farin *et al*, 2012; Valenta *et al*, 2016; Shoshkes-Carmel *et al*, 2018). Both the number of Lgr5<sup>+</sup> ISCs and the regenerative response to intestinal radiation injury are reduced by cotreatment with RSPO2- and RSPO3-neutralizing antibodies (Storm *et al*, 2016), and the mucosal damage induced by intestinal I/R injury can be rescued by treatment with RSPO3 (Kannan *et al*, 2013). Most importantly, intestinal RSPO3 (Ogasawara *et al*, 2018; McCarthy *et al*, 2020a, 2020b) and Wnt2 (McCarthy *et al*, 2020b) are highly produced by LECs, and RSPO3 produced by intestinal LECs is required for maintaining ISCs in homeostasis and regeneration (Goto *et al*, 2022; Niec *et al*, 2022; Palikuqi *et al*, 2022).

The CXCL chemokine CXCL12, also called stromal cell-derived factor 1 (SDF-1), is a homeostatic chemokine expressed in many cell types such as stromal cells, ECs, and fibroblasts in various tissues (García-Cuesta *et al*, 2019). CXCL12 is an essential factor for angiogenesis that involves EC proliferation and migration to form neovessel networks (Herbert & Stainier, 2011). CXCL12 can be induced by hypoxic stress (Hitchon *et al*, 2002; Santiago *et al*, 2011) and regulates angiogenesis in an autocrine/paracrine manner by interacting with the CXCR4 and CXCR7 receptors (Santagata *et al*, 2021). In addition, there is evidence that CXCL12/CXCR4 signaling promotes lymphangiogenesis (Zhuo *et al*, 2012).

FOXC1 and FOXC2 are closely related members of the FOX transcription factor family and have numerous essential roles in cardiovascular development, health, and disease (Golson & Kaestner, 2016). Mutations or changes in the copy number of human *FOXC1* are associated with autosomal-dominant Axenfeld-Rieger syndrome, which is characterized by abnormalities in the eye and extraocular defects (Seifi & Walter, 2018), while inactivating mutations of human *FOXC2* are responsible for the autosomal-dominant syndrome Lymphedema-distichiasis, which is characterized by obstructed lymph drainage in the limbs and the growth of extra eyelashes (Fang *et al*, 2000). There is also some evidence that *Foxc2* haploinsufficiency in mice increases their susceptibility to DDS-induced colitis (Becker *et al*, 2015); however, the precise function of FOXC1 and FOXC2 in vascular repair and intestinal regeneration after ischemic injury have yet to be determined.

In this study, we report that FOXC1 and FOXC2 in intestinal BECs and LECs contribute to vascular repair and intestinal regeneration after I/R injury by regulating the expression of paracrine signaling factors. Inducible, EC- and LEC-specific, single and compound mutant mice for *Foxc1* and *Foxc2* showed that the *Foxc* mutations impair regeneration of the small intestine after I/R injury, accompanied by (i) defective repair of intestinal BECs and LECs, (ii) reduced

expression of CXCL12 and RSPO3 in intestinal BECs and LECs, respectively, and (iii) decreased activation of the Wnt/ $\beta$ -catenin pathway in ISCs. Importantly, treatment with either CXCL12 or RSPO3 partially rescues the defects in intestinal repair and regeneration associated with EC- and LEC-*Foxc1/c2* deficiency. Chromatin immunoprecipitation (ChIP) assays reveal that both FOXC1 and FOXC2 proteins bind to the regulatory elements of the *CXCL12* and *RSPO3* loci in BECs and LECs, respectively. Together, our data show a new role for FOXC1 and FOXC2 as key transcriptional regulators of paracrine signaling in the intestinal blood/lymphatic vessels during postischemic intestinal repair/regeneration, and our findings may have important implications for the treatment of ischemic bowel disease by modulating the vascular paracrine signaling pathways.

## Results

### *Foxc1* and *Foxc2* expression in the murine intestine

*Foxc1* and *Foxc2* mRNA expression in intestinal BECs and LECs was evaluated via quantitative PCR (qPCR) of BECs and LECs isolated from the small intestine in adult mice (Fig 1A, Sham). Intestinal ECs are particularly vulnerable to I/R injury, and they undergo apoptosis in response to oxidative stress (Bertoni *et al*, 2018). Thus, we next investigated whether I/R injury alters *Foxc1/Foxc2* expression in the small intestine of adult mice. Intestinal I/R injury (Yoshiya *et al*, 2011) was induced by clamping the superior mesenteric artery for 30 min to induce occlusion; then, the clip was removed, and the small intestine was allowed to reperfuse. *Foxc1/Foxc2* expression was significantly greater in the intestinal BECs of mice that underwent I/R injury than in the BECs of sham-operated animals (Fig 1A). These results are consistent with previous studies showing that FOXC2 expression in renal tubular cells of the cortex and outer medulla also increases 24 h after kidney I/R injury (Hader *et al*, 2010). There's an increased but not significant trend of *Foxc1* and *Foxc2* in LECs after I/R injury. *Foxc1* but not *Foxc2* was also found increased in epithelial cells (Epis), which were used as a relative control (Fig 1A).

To further investigate FOXC1 protein expression in the adult mouse intestinal ECs, we performed whole-mount immunostaining labeled with CD31 (EC marker), LYVE1 (LEC marker), and FOXC1 (Fig 1B and C). In the villus, FOXC1 protein was hardly detectable in both BECs and LECs (Fig 1C, B1 and B2). In the submucosa, FOXC1 was detected in both BECs and LECs, while the levels of FOXC1 in LECs were much weaker than those in BECs. (Fig 1C, B3 and B4). Four hours after I/R injury, intestinal blood and lymphatic vessels were severely damaged (Fig 1B), and FOXC1 protein was upregulated in both intestinal BECs (Fig 1C, B5 and B7) and LECs (Fig 1C, B6 and B8) (Fig 1D). Similar to FOXC1, FOXC2 protein was also upregulated in both intestinal BECs and LECs (Fig EV1A and B) after I/R injury. Together, these results indicate that both FOXC1 and FOXC2 are upregulated in intestinal BECs and LECs after I/R injury.

The levels of FOXC2 were low in LECs and hardly detectable in BECs in sham intestine (Fig EV1A). To further confirm the expression pattern of FOXC2 in the intestinal vasculature in sham and after I/R injury, we crossed tamoxifen-inducible *Foxc2-Cre<sup>ERT2</sup>* knock-in

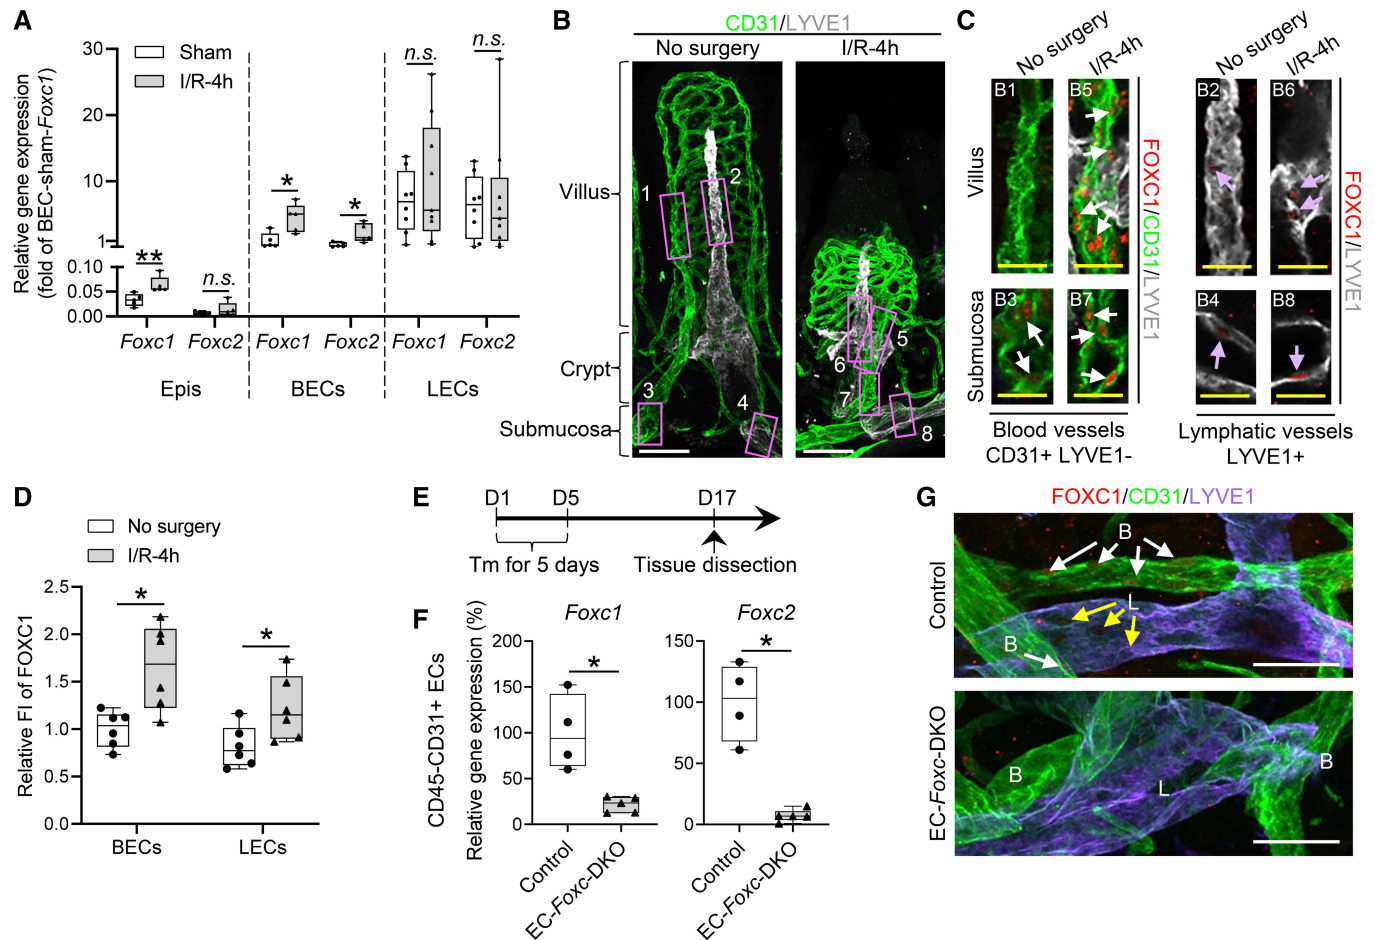

**Figure 1. Expression levels of *Foxc1* and *Foxc2* in the mouse small intestine.**

**A** Relative mRNA expression of *Foxc1* and *Foxc2* in isolated blood endothelial cells (BECs) and lymphatic endothelial cells (LECs) from *Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>* mouse distal jejunum in sham and I/R-4 h groups. Isolated epithelial cells (Epis) were used as a relative control. Data are box-and-whisker plots, Mann-Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 9, \**P* < 0.05, \*\**P* < 0.01, n.s., not significant.

**B, C** Representative confocal images of the whole-mount intestine stained with CD31/LYVE1 (B), FOXC1/CD31/LYVE1 (C, left), and FOXC1/LYVE1 (C, right) in *Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>* mice. Images of maximum intensity projections (B) show the intestinal blood (green) and lymphatic (white) vasculatures from villous to submucosa. The regions in pink box 1 ~ 8 in Fig 1B are chosen for the specific images in Fig 1C. Scale bars = 50  $\mu$ m. (C) Images of optical sections with high-magnification chosen from specific regions shown in Fig 1B (B1 ~ B8), with an additional channel of FOXC1 staining (red), show the upregulation of FOXC1 in BECs (white arrows in blood vessels) and LECs (violet arrows in lymphatic vessels) at the level of villus and submucosa 4 h after I/R. Scale bars = 20  $\mu$ m.

**D** Quantification of fluorescent intensity (FI) of FOXC1 staining in FOXC1<sup>+</sup> BECs and LECs based on the whole-mount staining as shown in Fig 1C. Data are box-and-whisker plots, Mann-Whitney *U* test, each symbol represents one mouse, *N* = 6, \**P* < 0.05.

**E** Schematic showing the time of tamoxifen (Tm) injection and tissue dissection for Fig 1F and G.

**F** Relative mRNA expression of *Foxc1* and *Foxc2* in isolated CD45<sup>+</sup>CD31<sup>+</sup> ECs from distal jejunum 12 days after Tm treatment. Data are box-and-whisker plots, Mann-Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 5, \**P* < 0.05.

**G** Representative confocal images of whole-mount intestines stained with FOXC1/CD31/LYVE1 showing intestinal submucosal blood (B) and lymphatic (L) vessels. In control submucosa, FOXC1 is detected in the nuclei of both BECs (white arrows) and LECs (yellow arrows), but FOXC1 expression in LECs is much weaker than that in BECs. FOXC1 is downregulated in both BECs and LECs after Tm treatment in EC-Foxc-DKO intestinal submucosa compared with control. Scale bars = 50  $\mu$ m. Note that the red tiny spots are nonspecific staining.

Data information: The box-and-whisker plots in (A), (D), and (F) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

mice (Amin et al, 2017) with dual Rosa26mTmG reporter mice (Muzumdar et al, 2007). Adult *mTmG/+;Foxc2-Cre<sup>ERT2</sup>* mice were then treated with tamoxifen (150 mg/kg) by oral gavage for 5 consecutive days and subjected to the I/R injury 12 day post tamoxifen treatment. FOXC2-GFP<sup>+</sup> cells were detected mainly in the LECs in sham- and I/R-intestines (Fig EV1C). The number of FOXC2-GFP<sup>+</sup>

LECs (Fig EV1D) and the intestinal GFP expression (Fig EV1E) were increased after I/R, suggesting the proliferation of FOXC2<sup>+</sup> LECs induced by I/R injury.

Intestinal ischemia is associated with a broad range of clinical conditions such as neonatal necrotizing enterocolitis (NEC), which is characterized by gut microbiota induced intestinal inflammation

and injury and intestinal ischemia arising from derangements in the intestinal microcirculation (Koike *et al*, 2020; Cuna *et al*, 2021), as well as in term infants with congenital heart disease who have development of intestinal necrosis (Young *et al*, 2011). We therefore examined the expression patterns of FOXC1 and FOXC2 in the intestine in a mouse NEC model (Tian *et al*, 2010), which includes initial orogastric inoculation of neonatal mice with a standardized adult mouse commensal bacteria preparation and lipopolysaccharide (LPS) to perturb the normal intestinal colonization process, gavage with formula every 3 h, and exposure to brief episodes of hypoxia for 1 min followed immediately by cold stress (10 min at 4°C) twice daily. With this protocol, about 50–70% of mice typically develop intestinal injuries ranging from epithelial injury to transmural necrosis between 36 and 72 h (Tian *et al*, 2010). At 24 h after the neonates were subjected to the NEC protocol, immunohistochemical analyses of BEC (CD31 and endomucin [EMCN]) and LEC (PROX1) markers revealed that levels of FOXC1 and FOXC2 proteins were increased in intestinal BECs and LECs (Fig EV2A–D), compared with dam-fed (DF) littermate controls.

#### Generation of tamoxifen-inducible, EC-specific, *Foxc1/c2*-mutant mice in the adult

Murine *Foxc1* and *Foxc2* are both required for vascular development (Kume *et al*, 1998, 2001; Seo *et al*, 2006) but attempts to determine how the two genes function during *pathological* (lymph)angiogenesis have been generally unsuccessful because global single and compound *Foxc1/Foxc2*-mutant mice die perinatally with severe cardiovascular abnormalities (Kume *et al*, 2001). Therefore, we crossed conditional-null *Foxc1<sup>fl</sup>* and *Foxc2<sup>fl</sup>* mutant mice (Sasman *et al*, 2012) with *Cdh5-Cre<sup>ERT2</sup>* mice (Sorensen *et al*, 2009) to generate tamoxifen-inducible, EC-specific, compound *Foxc1/Foxc2*-mutant (*Cdh5-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>*) mice, which (after the mutation is

induced) are referred to as EC-*Foxc*-DKO mice (Norden *et al*, 2020). To induce the mutations, adult mice were treated with tamoxifen (150 mg/kg) by oral gavage for 5 consecutive days, and 12 days after tamoxifen treatment the tissue was collected (Fig 1E), qPCR and immunohistochemical analyses confirmed that *Foxc1* and *Foxc2* expression was significantly reduced in intestinal ECs of EC-*Foxc*-DKO mice than in the corresponding cells of control littermates (Fig 1F and G). Importantly, the small intestines of EC-*Foxc*-DKO mice appeared morphologically normal 12 days after tamoxifen treatment (Fig EV1F), suggesting that EC expression of *Foxc1* and *Foxc2* is not required for maintaining intestinal epithelium homeostasis. We also crossed EC-*Foxc*-DKO mice with Rosa26mTmG reporter mice (Muzumdar *et al*, 2007), then treated their adult offspring with tamoxifen as described above, and immunohistochemically identified recombined EGFP<sup>+</sup> cells in intestinal blood (CD31<sup>+</sup>LYVE1<sup>−</sup>) and lymphatic (CD31<sup>+</sup>LYVE1<sup>+</sup>) vessels to confirm Cre-mediated recombination in intestinal BECs and LECs (Fig EV3A).

#### EC-specific deletion of *Foxc1* and *Foxc2* impairs intestinal mucosal recovery after I/R injury

When intestinal I/R injury was induced 12 days after tamoxifen treatment in adult mice (Fig 2A), tissue from the distal jejunum was histologically graded and quantified 24 h after I/R injury according to the Chiu scoring system (Chiu *et al*, 1970). Compared with the control mice, the intestinal mucosa remained severely injured in EC-*Foxc*-DKO mice (Fig 2B and C). To further characterize how the loss of EC-specific *Foxc1/c2* expression affects the repair of the intestinal mucosa during recovery from I/R injury, we also examined mice carrying tamoxifen-inducible, EC-specific mutations of each individual gene (i.e., EC-*Foxc1*-KO and EC-*Foxc2*-KO mice) and their control littermates. Recovery from intestinal damage was impaired in both

**Figure 2. Characterization of defects in the intestinal mucosa in mice with EC-specific deletion of *Foxc1/2* after I/R.**

- A Schematic showing the time of tamoxifen (Tm) injection, I/R surgery, and tissue collection (TC).
- B Representative H&E staining images of the distal jejunum in EC-*Foxc*-DKO and control mice 24 h after I/R. The intestinal ischemic injury grading in the Chiu scoring system is indicated by red numbers (0 ~ 5). Scale bars = 100  $\mu$ m.
- C–E Quantification of Chiu Score for control and EC-*Foxc*-DKO (C), control and EC-*Foxc1*-KO (D), and control and EC-*Foxc2*-KO groups (E) at I/R-24 h. Figure 2D and E are based on Fig EV3B and C. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 3 in (C) sham groups, *N* = 7 ~ 12 in (C–E) I/R-24 h groups, \**P* < 0.05, \*\*\*\**P* < 0.0001.
- F Relative mRNA expression of proinflammatory mediators *Cox2*, *TNF- $\alpha$* , and *IL-6* from intestinal tissue lysates in sham and I/R-3 h groups. Data are box-and-whisker plots, Mann–Whitney *U* test for *Cox2* and *TNF- $\alpha$* , Kruskal–Wallis one-way ANOVA test for *IL-6*, each symbol represents one mouse, *N* = 5 ~ 11, \**P* < 0.05, \*\**P* < 0.01, *n.s.*, not significant.
- G Representative immunostaining images of intestinal crypts labeled with BrdU (proliferative marker, injection performed 2 h before tissue collection) and EpCAM (epithelial marker) show the proliferation of epithelial cells in crypts. Paraffin sections (4  $\mu$ m), scale bars = 20  $\mu$ m.
- H Quantification of the number of BrdU<sup>+</sup> epithelial cells per crypt based on Fig 2G. Data are box-and-whisker plots, Kruskal–Wallis one-way ANOVA test, each symbol represents one mouse, *N* = 3 ~ 6, \**P* < 0.05, *n.s.*, not significant.
- I Representative images of intestinal crypts immunostained with  $\beta$ -catenin and the intestinal epithelial stem cell (ISC) marker OLFM4. At I/R-48 h, the nuclear translocation of  $\beta$ -catenin in ISCs (dotted circles) was found in the control, whereas it was seldom found in EC-*Foxc*-DKO mice. Paraffin sections (4  $\mu$ m), scale bars = 20  $\mu$ m.
- J, K (J) Quantification of relative fluorescent intensity (FI) of  $\beta$ -catenin immunostaining within ISC and (K) quantification of the number of OLFM4<sup>+</sup> ISCs per crypt were performed based on Fig 2I. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 5, \**P* < 0.05, *n.s.*, not significant.
- L Representative images of intestinal mucosa labeled with Cyclin D1 (CCND1) in EC-*Foxc*-DKO mice compared with the control group in sham, 24 h, and 48 h after I/R. Paraffin sections (4  $\mu$ m), scale bars = 100  $\mu$ m.
- M Quantification of the number of CCND1<sup>+</sup> epithelial cells per crypt based on Fig 2L. Data are box-and-whisker plots, Kruskal–Wallis one-way ANOVA test, each symbol represents one mouse, *N* = 4 ~ 6, \*\**P* < 0.01, \*\*\*\**P* < 0.0001, *n.s.*, not significant.

Data information: The box-and-whisker plots in (C–F), (H), (J), (K), and (M) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers below/above the box) of the data sets.

Source data are available online for this figure.

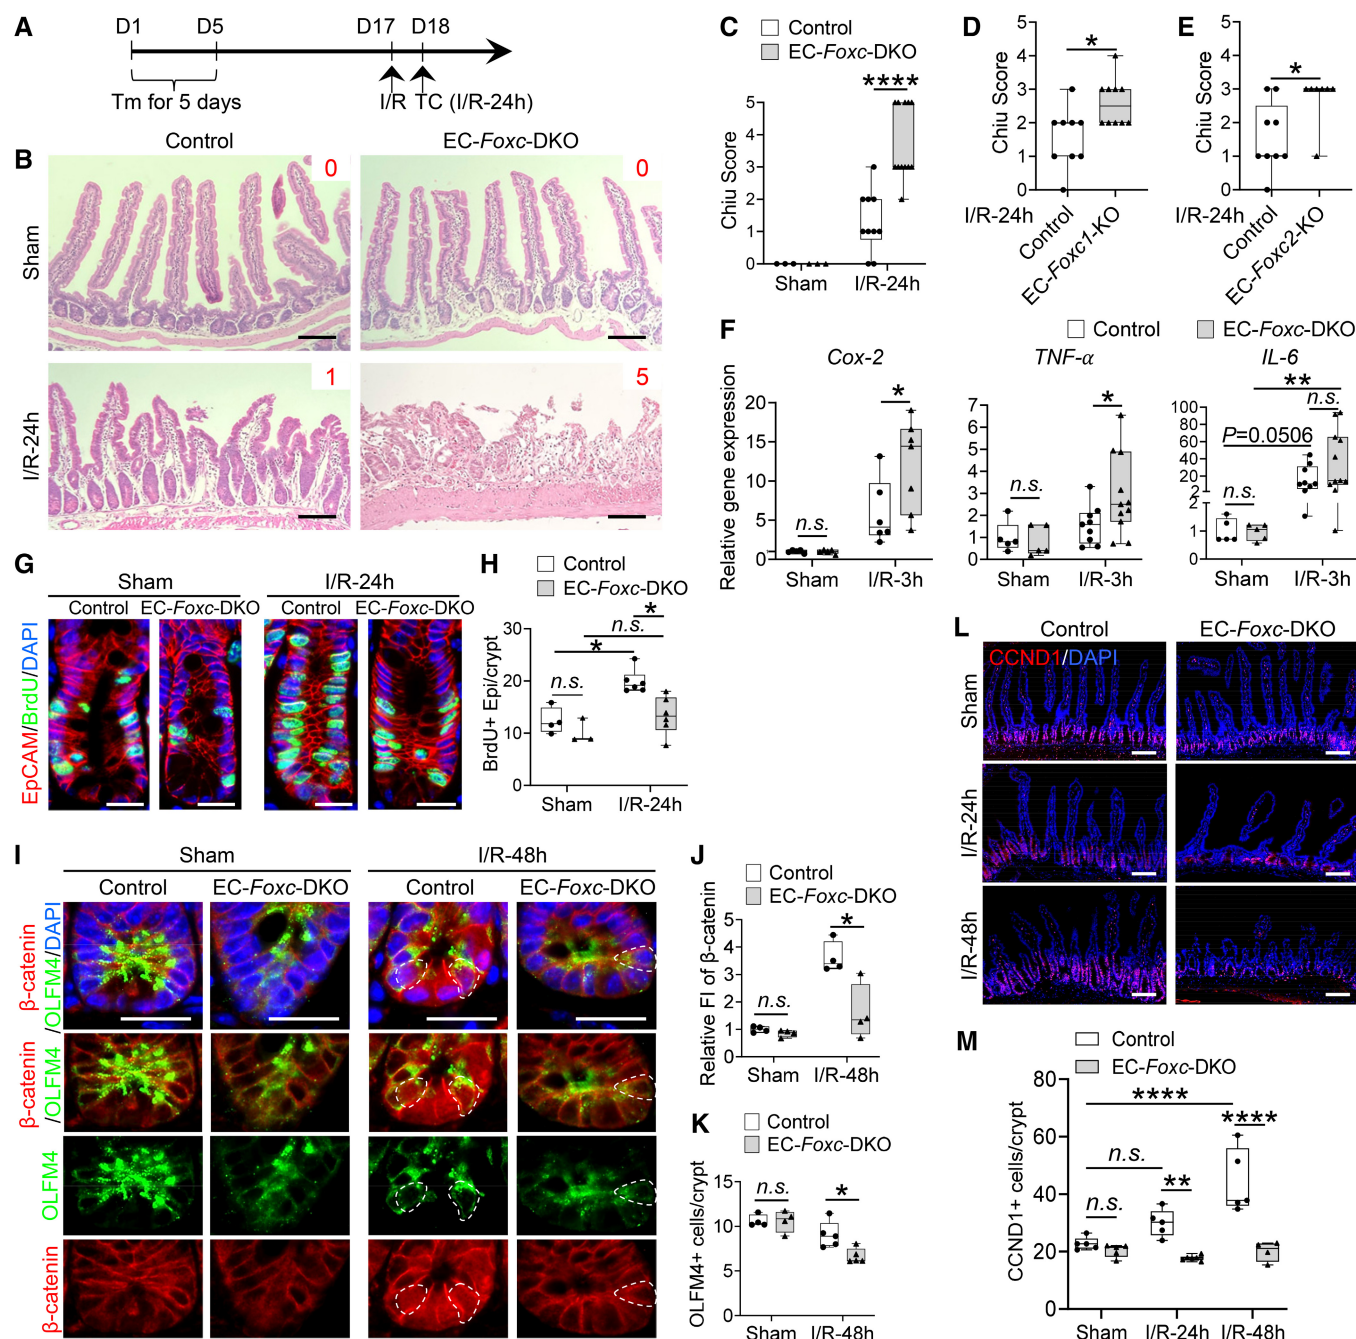

Figure 2.

EC-Foxc1-KO and EC-Foxc2-KO mice 24 h after I/R injury (Figs 2D and E, and EV3B and C). As the extent of intestinal injury in the EC-specific *Foxc* single mutant mice was less than that in the EC-double *Foxc1/c2*-mutant mice, these results indicate that EC-*Foxc1* and -*Foxc2* expression is required for intestinal epithelial regeneration. Since I/R-induced local inflammatory response is critically associated with intestinal damage (Cerqueira *et al*, 2005; Kannan *et al*, 2013), mRNA levels of proinflammatory regulators (*Cox2*, *TNF-α*, and *IL-6*) were measured under homeostasis and at an early time point (3 h) after I/R injury via qPCR. No significant difference was found in the levels of these regulators between sham-operated

mice (Fig 2F). After I/R injury, expression levels of *Cox2* and *TNF-α* were significantly higher in EC-Foxc-DKO mice than in their control mice (Fig 2F), whereas increased *IL-6* expression in EC-Foxc-DKO mice exhibited a trend toward significance ( $P = 0.0506$ ) vs. the control mice but a significant increase vs. the sham-operated EC-Foxc-DKO mice. Furthermore, EC-specific loss of *Foxc1/c2* significantly reduced the proliferative response of intestinal epithelial cells to I/R injury as assessed via immunostaining of EpCAM (intestinal epithelial cell marker) and BrdU (proliferative marker; Fig 2G), as well as the quantification of BrdU<sup>+</sup> epithelial cell number per crypt (Fig 2H).

### Wnt signaling in the small intestine is diminished in EC-Foxc-DKO mice after I/R injury

$\beta$ -catenin regulates the maintenance and regeneration of intestinal epithelial cells (Santos *et al*, 2018; Hageman *et al*, 2020) by translocating from the cytosol to the nucleus of ISCs and altering gene expression in response to activation of the canonical Wnt signaling pathway. This mechanism is consistent with our observations in control mice, because although  $\beta$ -catenin was located at the adherens junctions of epithelial cells in the villus, nuclear  $\beta$ -catenin was detected in ISCs co-immunostained with the ISC marker OLFM4 (van der Flier *et al*, 2009) at the crypt base after I/R injury (Shoshkes-Carmel *et al*, 2018; Fig 2I). However, nuclear localization of  $\beta$ -catenin was impaired (Fig 2I and J), and the numbers of OLFM4<sup>+</sup> ISCs (Fig 2I and K) and the cells expressing the Wnt target cyclin D1 (CCND1; Shoshkes-Carmel *et al*, 2018; Fig 2L and M) were significantly reduced in the crypts of EC-Foxc-DKO mice 24 and 48 h after I/R injury. These data suggest that the loss of EC-specific *Foxc1/c2* expression impedes I/R-induced Wnt signaling in ISCs.

### Defective mucosal recovery in LEC-specific Foxc mutant mice after intestinal I/R injury

As tamoxifen-induced Cre recombination in *Cdh5-Cre<sup>ERT2</sup>* mice occurs in both BECs and LECs, we generated mice carrying a tamoxifen-inducible, LEC-specific, compound homozygous *Foxc1*<sup>-/-</sup>; *Foxc2*<sup>-/-</sup> mutation (referred to herein as LEC-Foxc-DKO mice) by breeding conditional-null *Foxc1<sup>fl/fl</sup>* and *Foxc2<sup>fl/fl</sup>* mice (Sasman *et al*, 2012) with LEC-specific *Vegfr3-Cre<sup>ERT2</sup>* mice (Martinez-Corral *et al*, 2016) to investigate LEC-specific functions of *Foxc1* and *Foxc2* following intestinal I/R injury. We first confirmed *Vegfr3-Cre*-mediated recombination limited to intestinal LECs of adult LEC-Foxc-DKO mice crossed with the Rosa26mTmG reporter mice (Fig EV3D). The LEC-Foxc-DKO mice and their littermate control mice were subjected to the sham or I/R injury procedures (Fig 3A), and LEC-specific deletion of *Foxc1* and *Foxc2* significantly increased the severity of intestinal mucosa injury 24 h after I/R (Figs 3B and EV3E). Furthermore, increased intestinal damage was also noted in single LEC-Foxc1-KO and LEC-Foxc2-KO mice after I/R injury (Fig 3C and D, and EV3F and G), suggesting that both FOXC1 and FOXC2 are required in intestinal LECs for intestinal repair in response to I/R injury. In addition, proliferating (BrdU<sup>+</sup>) intestinal epithelial cells (Fig EV3H) were quantified in the crypts of LEC-Foxc-DKO mice 24 h after I/R injury, and the LEC-specific loss of *Foxc1/c2* reduced the proliferative response of intestinal epithelial cells to I/R injury (Fig 3E). Consistent with the increased severity of intestinal mucosa defects in the LEC-Foxc-DKO mice (Fig 3B), the activation of Wnt signaling (i.e., nuclear localization of  $\beta$ -catenin, Fig 3F and G) in ISCs, the numbers of OLFM4<sup>+</sup> ISCs (Fig 3F and H) and Cyclin D1<sup>+</sup> (CCND1<sup>+</sup>) cells (Figs EV3I and 3I) per crypt after intestinal I/R injury were all reduced in these mutant mice compared with the control mice.

### Defective vascular recovery in EC- and LEC-specific deletions of Foxc1/c2 after intestinal I/R injury

The vascular recovery of villus BECs and LECs after I/R injury proceeds via a stepwise process in which blood capillaries (BECs)

regrow earlier than lacteals (LECs) in the villous stroma (Meng *et al*, 2007). We found that the EC-Foxc-DKO mutation was associated with the defective vascular repair of intestinal BECs and LECs after I/R injury (Fig 4A and B). Vascular endothelial growth factor (VEGF) receptor (R) 2 (VEGFR2) and VEGFR3 were highly expressed in the growing tips of villous BECs and LECs, respectively, in control mice after intestinal I/R injury but were severely diminished in EC-Foxc-DKO mice (arrows in Fig 4). Notably, the proliferation of intestinal BECs and LECs was also significantly reduced (Fig 5A and B), while the number of apoptotic BECs and LECs was significantly increased (Fig 5C and D), in EC-Foxc-DKO mice than in their control mice after I/R injury. Following whole-mount immunostaining for CD31 and LYVE1 (Fig EV4A and B, and Movies EV1 and EV2), the length of blood capillaries and lacteals (Fig 5E) as well as the percentage of lacteal length to blood capillary length (Fig 5F) were measured. The regrowth of both blood capillaries and lacteals in the villi was significantly decreased in EC-Foxc-DKO mice after intestinal I/R injury, whereas EC-Foxc-double mutant lacteals were shorter than controls in sham treatments. Similarly, shorter lacteals were found in the intestines of EC-Foxc-DKO neonatal mice at P7 after Tm treatment from P1 to P5 (Fig EV4C–E), suggesting that *Foxc1/c2* are required for the maintenance of lacteal length. Interestingly, no significant difference in the lacteal permeability between control and EC-Foxc-DKO mice was found by the BODIPY C16 uptake experiment (Appendix Fig S1A–H). After I/R injury, whole-mount immunostaining of intestinal VEGFR2 (Fig 4A) and subsequent quantification revealed a reduction in branches (Fig 5G) and branching points (Fig 5H) of blood capillaries in EC-Foxc-DKO mice. Together, these results suggest that EC-Foxc1/c2 expression contributes to the repair of ischemic intestinal mucosa by promoting the recovery of BECs and LECs.

### Reduced Rspo3 and Cxcl12 expression in intestinal LECs and BECs of EC-Foxc-DKO mice, respectively, after I/R injury

To investigate molecular mechanisms associated with impaired intestinal regeneration in EC-Foxc-DKO mutants following I/R, we performed single-cell RNA sequencing (scRNA-seq) analyses of distal jejunum from control and EC-Foxc-DKO mice 18.5 h after I/R injury. Dimensionality reduction and clustering analysis identified 22 transcriptionally distinct cell clusters (Figs 6A and EV5A) based on known gene markers for each specific cell type (Table 1), including BECs, LECs, stromal cells, epithelial cells, and other cell types. When interpreted according to the recent classification of stromal cell populations in the ISC niche (McCarthy *et al*, 2020a), the results from our scRNA-seq experiments indicate that *Rspo3* is mainly expressed in two clusters (LECs and Telocytes/Trophocytes) after intestinal I/R injury (Fig 6B, cluster 12 and 20, respectively). Low expression of *Rspo3* was found in Myocytes/Pericytes cluster (Fig 6B, cluster 17). Further sub-clustering performed on Telocytes/Trophocytes cluster based on their known markers (McCarthy *et al*, 2020b) identified three cell clusters, Trophocytes, Pdgfra<sup>lo</sup> Cd81-stromal cells, and Telocytes (Fig EV5B). A dot plot used for visualizing differential gene expression (mean expression level) and gene expression frequency in different cell clusters (Fig 6C) showed that *Rspo3* was decreased in both LECs and Trophocyte clusters in EC-Foxc-DKO

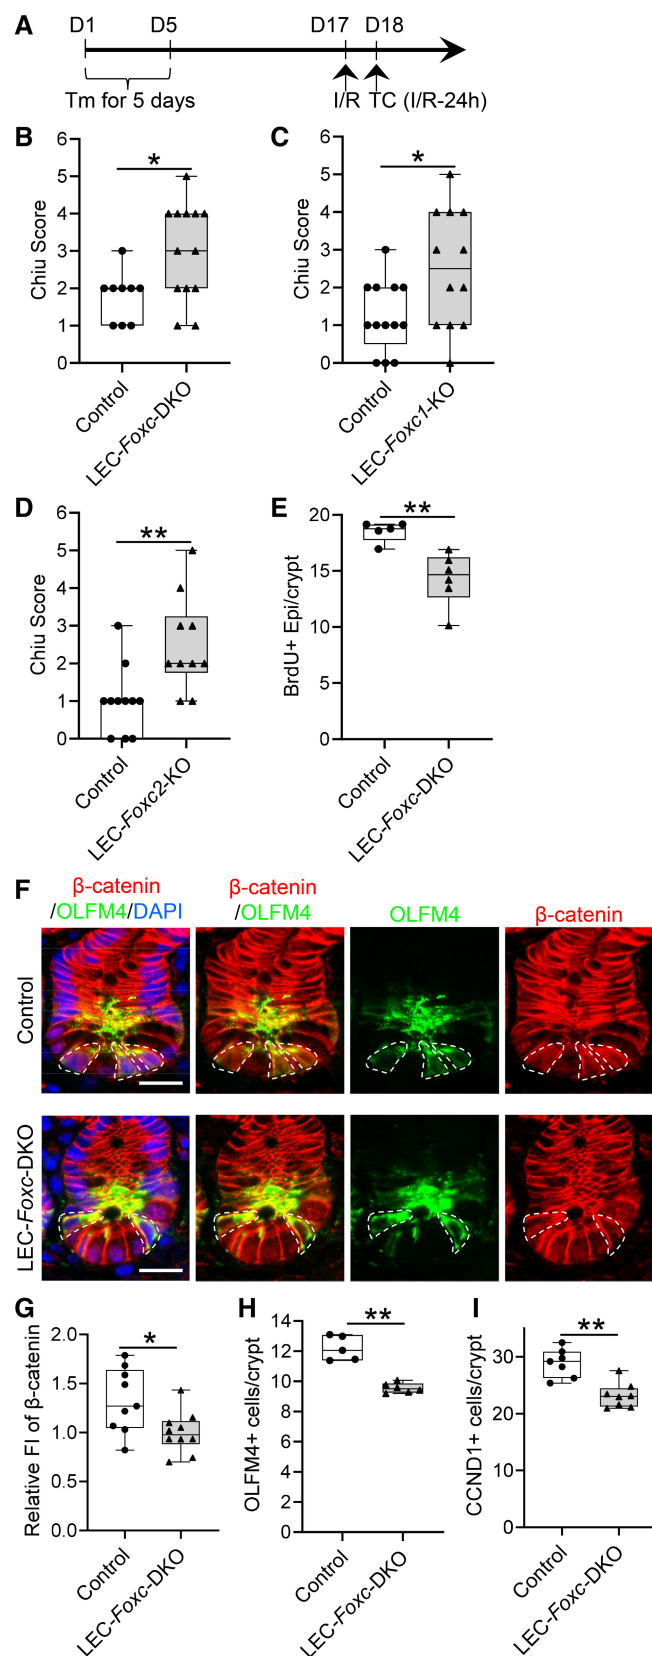

Figure 3.

**Figure 3. Characterization of defects in the intestinal mucosa in mice with LEC-specific deletion of *Foxc1/2* after I/R injury.**

A Schematic showing the time of tamoxifen (Tm) injection, I/R surgery, and tissue collection (TC) for the LEC-specific *Foxc* mutant mice and their control.

B–D Chiu Score analysis from H&E stained distal jejunum 24 h after I/R for control (*Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>*) and LEC-*Foxc*-DKO (*Vegfr3-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>*) mice (B), control (*Foxc1<sup>fl/fl</sup>*) and LEC-*Foxc1*-KO (*Vegfr3-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>*) mice (C), and control (*Foxc2<sup>fl/fl</sup>*) and LEC-*Foxc2*-KO (*Vegfr3-Cre<sup>ERT2</sup>;Foxc2<sup>fl/fl</sup>*) mice (D) based on Fig EV3E–G. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 9 ~ 13, \**P* < 0.05, \*\**P* < 0.01.

E Quantification of the number of BrdU<sup>+</sup> epithelial cells per crypt in control and LEC-*Foxc*-DKO mice at 24 h after I/R based on Fig EV3H. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, \*\**P* < 0.01.

F Representative images of crypts immunostained with OLFM4 and β-catenin in control and LEC-*Foxc*-DKO mice 24 h after I/R. The accumulation of β-catenin in the nuclei of ISCs (dotted circles) was found in control mice but inhibited in LEC-*Foxc*-DKO mice. Paraffin sections (4 μm), scale bars = 20 μm.

G, H (G) Quantification of relative fluorescent intensity (FI) of β-catenin immunostaining within ISC and (H) quantification of the number of OLFM4<sup>+</sup> ISCs were performed based on Fig 3F. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 9 ~ 10 in Fig 3G, *N* = 5 ~ 6 in Fig 3H, \**P* < 0.05.

I Quantification of the number of CCND1<sup>+</sup> epithelial cells per crypt at I/R-24 h based on the immunostaining of CCND1 as shown in Fig EV3I. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7 ~ 8, \*\**P* < 0.01.

Data information: The box-and-whisker plots in (B–E) and (G–I) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets. Source data are available online for this figure.

intestines compared with controls after I/R injury. In Trophocyte cluster, the moderately decreased trend of *Rspo3* was not significant (Fig 6D). Similar *Rspo3* levels were found in the other three cell clusters between the two groups (Fig 6C). Since the percentage of the LECs captured by scRNA-seq was very low (0.373%, Fig EV5A), the number of LECs obtained and used for analysis was very limited, and the decrease of *Rspo3* expression in LECs was not significant (Fig 6D). However, by validation study, the mRNA expression level of *Rspo3* was lower in the sorted intestinal LECs of EC-*Foxc*-DKO mice than in the control mice 24 h after I/R injury (Fig 6E). Taken together, these findings indicate that EC-*Foxc1/2* deletion results in reduced RSPO3 expression in intestinal LECs after I/R injury.

The results from our scRNA-seq experiments also identified numerous genes that were differentially expressed in intestinal BECs from EC-*Foxc*-DKO and control mice after I/R injury (Fig 7A), including the antiangiogenic factor *Adams1* (Lee et al, 2006; Obika et al, 2012) and the CXC chemokine *Cxcl12*, which were up- and downregulated, respectively, in EC-*Foxc*-DKO BECs. Notably, although *Cxcl12* was also expressed in both Telocyte/Trophocyte and Fibroblast clusters (Fig 7B and C), no significant difference was found in the *Cxcl12* level in these two clusters (Fig 7D). *Cxcl12* was significantly downregulated only in BECs (Fig 7A and E), which had a larger cell population than the other two cell clusters

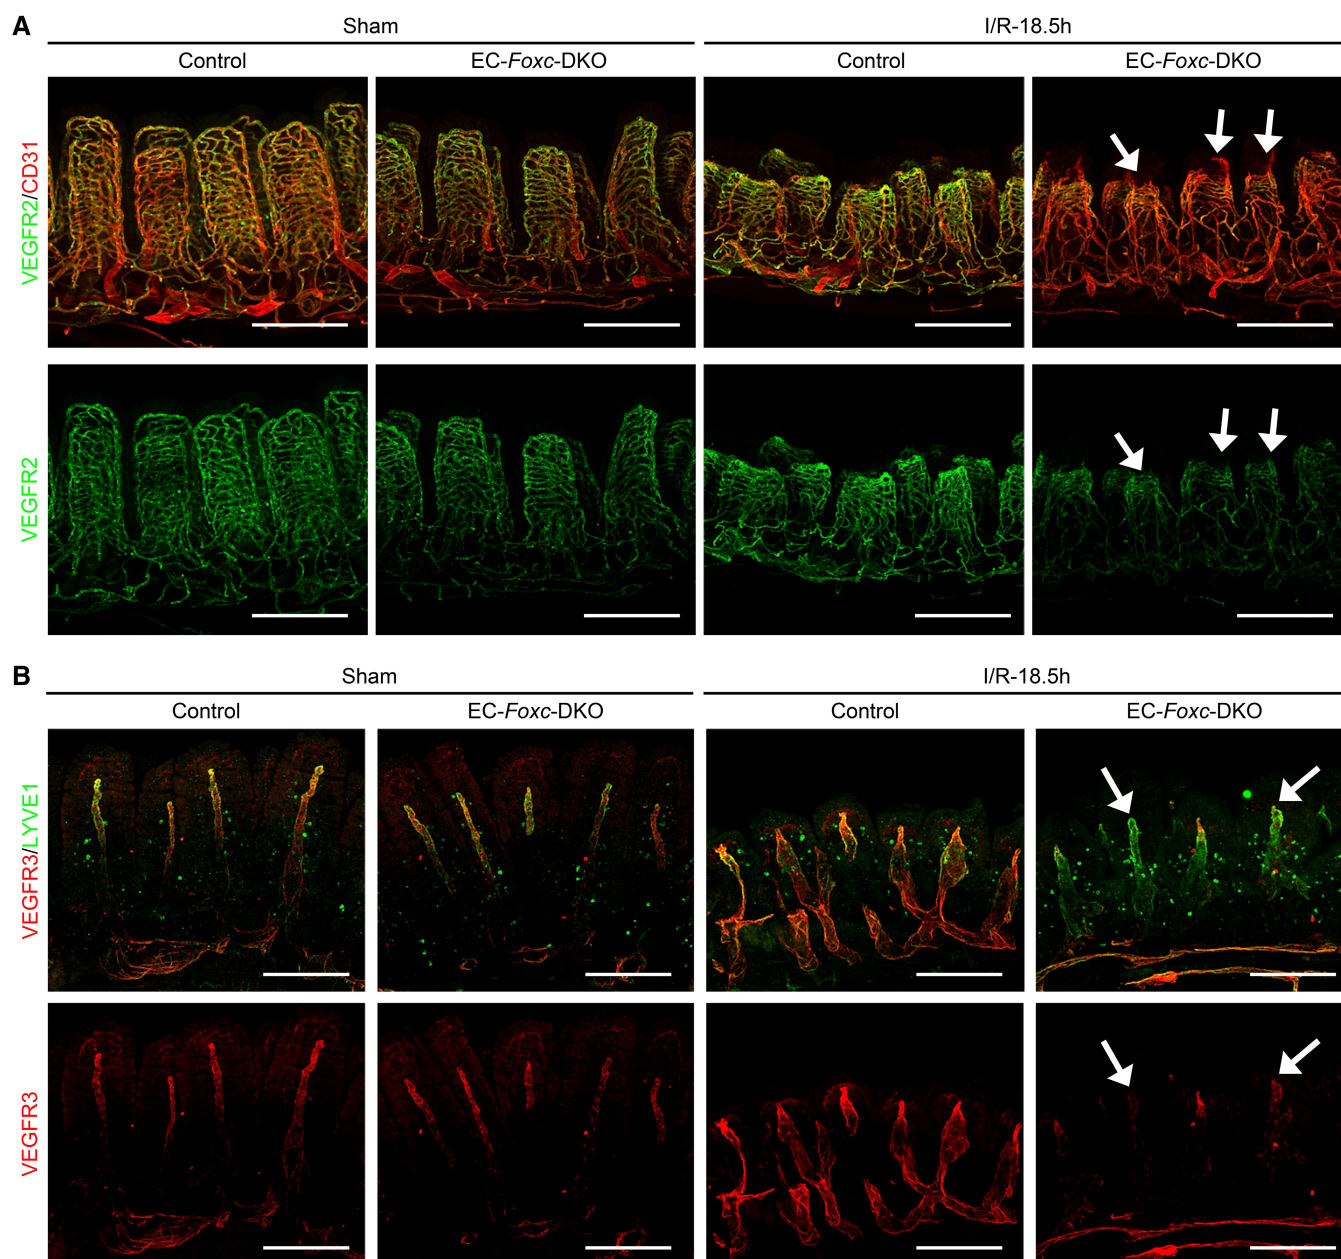

**Figure 4. Defects in vascular regeneration after intestinal I/R injury in EC-Foxc-DKO mice.**

**A** Representative images of intestinal whole-mount VEGFR2/CD31 (green/red) immunostaining show increased VEGFR2 (green) expression at the angiogenic front of villous blood capillaries in control mice at I/R-18.5 h. In EC-Foxc-DKO mice, the increase of VEGFR2 is inhibited in villous blood vessels and the blood vasculatures are damaged (arrow). Scale bars = 200  $\mu$ m.

**B** Representative images of intestinal whole-mount VEGFR3/LYVE1 (red/green) immunostaining. 18.5 h after I/R, VEGFR3 (red) is increased in lacteals especially at the lacteal tips in the control but is inhibited in the EC-Foxc-DKO lacteals (arrow). Scale bars = 200  $\mu$ m.

Source data are available online for this figure.

(Figs 7C and EV5A). Furthermore, qPCR analysis validated that *Cxcl12* mRNA expression was significantly reduced in isolated intestinal CD45<sup>-</sup>/CD31<sup>+</sup> ECs of both sham- and I/R-treated EC-Foxc-DKO mice compared with their littermate controls (Fig 7F). These results suggest that *Foxc1/c2*-deficient intestinal ECs fail to increase *Cxcl12* expression after I/R injury.

#### FOXC1/C2 bind to regulatory elements containing FOXC-binding sites located in the *RSPO3* and *CXCL12* loci in LECs and BECs, respectively

To determine whether FOXC1 and FOXC2 are capable of regulating the transcription of *RSPO3* and *CXCL12*, we first identified putative

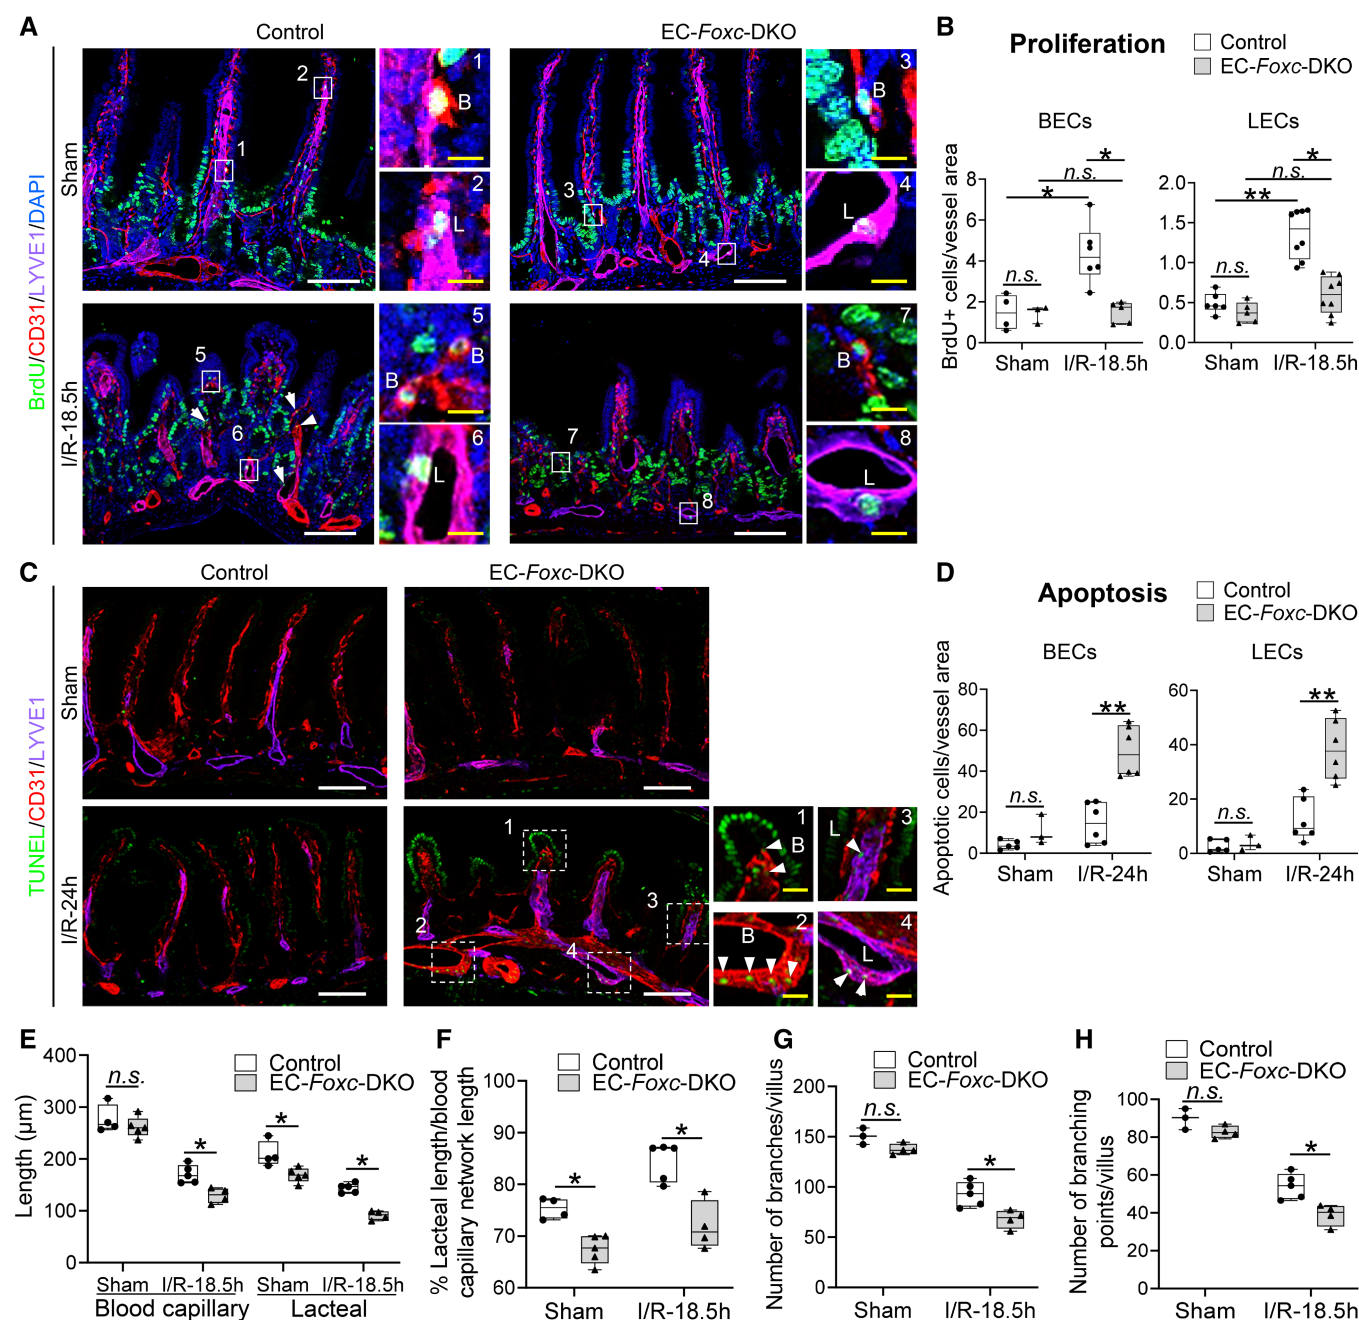

Figure 5.

FOXC-binding sites (RYMAAYA or RYACACA; Overdier *et al*, 1994; Pierrou *et al*, 1994; Kaufmann & Knochel, 1996) in the vicinity of the human *RSPO3* and *CXCL12* loci (Fig 8A and B, and Materials and Methods) by analyzing data deposited in the ENCODE database (Kent *et al*, 2002) with HOMER software (Heinz *et al*, 2010), as recently described in our analysis of the *PRICKLE1* locus (Norden *et al*, 2020). These sites are conserved between human and mouse, and contain histone-methylated and -acetylated regions (e.g., H3K4Me1 and H3K27Ac ChIP peaks), DNaseI hypersensitive regions, and transcriptionally active regions (identified by Transcription Factor ChIP-seq data). Putative FOXC-binding sites in the

human *CXCL12* promoter region were also identified according to the prediction of JASPAR (Fig 8B). We first confirmed the mRNA expression of *FOXC1* and *FOXC2* in human dermal lymphatic endothelial cells (HDLERs) and human umbilical vein endothelial cells (HUVECs; Appendix Fig S2A and B). We then performed chromatin immunoprecipitation (ChIP) assays with FOXC1 and FOXC2 antibodies and cell lysates from HDLERs (for testing the FOXC-binding sites in the *RSPO3* locus, Fig 8A) and from HUVECs (for testing the FOXC-binding sites in the *CXCL12* locus, Fig 8B). Quantitative analysis following ChIP showed that FOXC bindings were significantly enriched in ECRs of *RSPO3* (Fig 8C), as well as in ECRs and

**Figure 5. Impaired vascular regeneration after intestinal I/R injury in EC-Foxc-DKO mice.**

- A Representative BrdU/CD31/LYVE1/DAPI immunostaining images of intestinal paraffin sections (15  $\mu$ m) from mice injected with BrdU 18.5 h before euthanasia for the analysis of proliferative BECs (B in 1, 3, 5, 7) and LECs (L in 2, 4, 6, 8) in intestines. Arrow heads show BrdU<sup>+</sup> BECs or LECs. White/yellow bars = 100 or 10  $\mu$ m, respectively.
- B The numbers of BrdU<sup>+</sup> BECs and LECs per 0.1 mm<sup>2</sup> blood vessel (CD31<sup>+</sup>LYVE1<sup>-</sup>) and lymphatic vessel (CD31<sup>+</sup>LYVE1<sup>+</sup>) area in intestinal mucosa were quantified respectively based on Fig 5A. Data are box-and-whisker plots, Kruskal–Wallis one-way ANOVA test, each symbol represents one mouse,  $N = 3 \sim 8$ , \* $P < 0.05$ , \*\* $P < 0.01$ , n.s., not significant.
- C Representative TUNEL/CD31/LYVE1/DAPI immunostaining images of distal jejunums for the analysis of apoptotic BECs/LECs in intestinal paraffin sections (15  $\mu$ m). High-magnification images are from the dotted line boxes (1 ~ 4). Arrow heads show the apoptotic BECs (B in 1, 2) and LECs (L in 3, 4) at villus (1, 3) or submucosa (2, 4). White/yellow scale bars = 100 or 20  $\mu$ m, respectively.
- D–H (D) The numbers of apoptotic BECs and LECs per 0.1 mm<sup>2</sup> blood vessel (CD31<sup>+</sup>LYVE1<sup>-</sup>) and lymphatic vessel (CD31<sup>+</sup>LYVE1<sup>+</sup>) area in intestinal mucosa were quantified respectively based on Fig 5C. Data are box-and-whisker plots, Mann–Whitney  $U$  test, each symbol represents one mouse,  $N = 3 \sim 6$ , \*\* $P < 0.01$ , n.s., not significant. The length of blood capillary vasculature and lacteals were measured (E) based on Fig EV4A and B. The percentage (%) of the lacteal length/blood capillary network length was then calculated (F). The numbers of branches (G) and the branching points (H) of the villous blood vasculatures were counted based on the whole-mount staining of VEGFR2 (Fig 4A) as previously described (Bernier-Latmani & Petrova, 2016) using ImageJ software. Data are box-and-whisker plots, Mann–Whitney  $U$  test, each symbol represents one mouse,  $N = 3 \sim 5$ , \* $P < 0.05$ , n.s., not significant.

Data information: The box-and-whisker plots in (B), (D), and (E–H) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers below/above the box) of the data sets.

Source data are available online for this figure.

promoter regions of CXCL12 (Fig 8D). Accordingly, these results indicate that FOXC1 and FOXC2 regulate the expression of RSPO3 in LECs and CXCL12 in BECs through binding to their regulatory elements.

#### RSPO3 treatment rescues the defective repair of small intestines in EC- and LEC-Foxc-DKO mice after I/R injury

RSPO3 is a key regulator of Wnt signaling during intestinal regeneration (Kannan *et al*, 2013; Storm *et al*, 2016), and RSPO3 prevents I/R-induced intestinal tissue damage and vascular leakage (Kannan *et al*, 2013). Accordingly, we investigated whether RSPO3 treatment can rescue the defective repair of small intestines in EC-Foxc-DKO mice following I/R injury. Adult control and EC-Foxc-DKO mice were treated with PBS or RSPO3 (5  $\mu$ g in 100  $\mu$ l PBS per mouse) by retro-orbital injection 30 min before intestinal ischemia. Quantification of Chiu scores was then performed 24 h after I/R injury. In control mice, the rescue of intestinal mucosal damage was not significant after RSPO3 treatment at I/R-24 h. However, in EC-Foxc-DKO mice, RSPO3 treatment could partially rescue the mucosal damage (Fig 9A and B), activate the Wnt signaling (i.e., nuclear localization of  $\beta$ -catenin, Fig 9C and D) in ISCs, and increase the numbers of OLFM4<sup>+</sup> ISCs (Fig 9C and E) and CCND1<sup>+</sup> cells (Fig 9F and G) per crypt after intestinal I/R injury. Moreover, RSPO3 treatment significantly increased the mRNA expression level of *Rspo3* in sorted LECs and *Cxcl12* in sorted BECs in EC-Foxc-DKO mouse intestine after I/R (Fig 9H). Together, RSPO3 treatment rescues the intestinal mucosal damage and defects in BECs and LECs in EC-Foxc-DKO mice after I/R.

Given that RSPO3 is expressed in LECs of the small intestine, but not in BECs (Fig 6B), equivalent experiments were subsequently performed with adult mice carrying LEC-specific mutations of both *Foxc* genes. Similar rescue effects of the RSPO3 treatment were observed in LEC-Foxc-DKO intestines 24 h after I/R injury with the improvement of the Chiu score to the level similar to I/R-exposed control mice (i.e., grade 1; Fig 9I and J). RSPO3 treatment also rescued the vascular damage by increasing the blood vessel density and the lacteal length (Fig 9K–M) in LEC-Foxc-DKO mice after I/R. Thus, these results show that RSPO3 regulates angiogenesis and

lymphangiogenesis in a paracrine and autocrine manner, respectively.

Immunoglobulin M (IgM) and complement also contribute to intestinal I/R injury (Kannan *et al*, 2013), but RSPO3 treatment suppresses the deposition of IgM and complement in damaged intestinal tissue (Kannan *et al*, 2013), likely by enhancing the activation of Wnt signaling in ISCs of the small intestine. Therefore, IgM deposition was evaluated in damaged intestines of control and EC-Foxc-DKO mice 24 h after I/R injury via immunostaining (Appendix Fig S3A). Compared with control mice, IgM deposition was increased in EC-Foxc-DKO mice, whereas administration of RSPO3 reduced the level of IgM in EC-Foxc-DKO mice. The levels of IgM deposition were further quantified via western blotting as described previously (Yoshiya *et al*, 2011; Kannan *et al*, 2013). I/R-enhanced IgM levels in the intestinal tissues were greater in EC-Foxc-DKO mice compared with controls (Appendix Fig S3B and C). More importantly, RSPO3 treatment significantly reduced the levels of IgM in the EC-Foxc-DKO mice after I/R injury (Appendix Fig S3D and E). Collectively, these observations demonstrate that *Foxc1* and *Foxc2* expression in the intestinal vasculature contributes to intestinal mucosal recovery and regeneration after I/R injury.

#### CXCL12 treatment partially rescues the defective repair of small intestines in EC-Foxc-DKO mice after I/R injury

*Cxcl12* was only downregulated in intestinal BECs but not in the Telo-cyte/Trophocyte and Fibroblast clusters of EC-Foxc-DKO mutant intestine after I/R injury (Fig 7A, D and E). Given evidence that hypoxia upregulates CXCL12 (Hitchon *et al*, 2002; Santiago *et al*, 2011) as a key regulator of angiogenesis (Santagata *et al*, 2021), we examined whether pretreatment with CXCL12 can rescue the defects in the vascular regrowth and intestinal repair associated with EC-Foxc1/c2 deficiencies. Adult control and EC-Foxc-DKO mice were treated with PBS or CXCL12 via retro-orbital injection as described previously (Garnica *et al*, 2005), and I/R induction was performed 30 min later. The degree of intestinal mucosal damage 24 h after I/R injury was then quantified via the Chiu scoring system. CXCL12 treatment didn't significantly rescue the mucosal damage in control mice, but partially rescued the defective repair of small intestines in the EC-Foxc-DKO

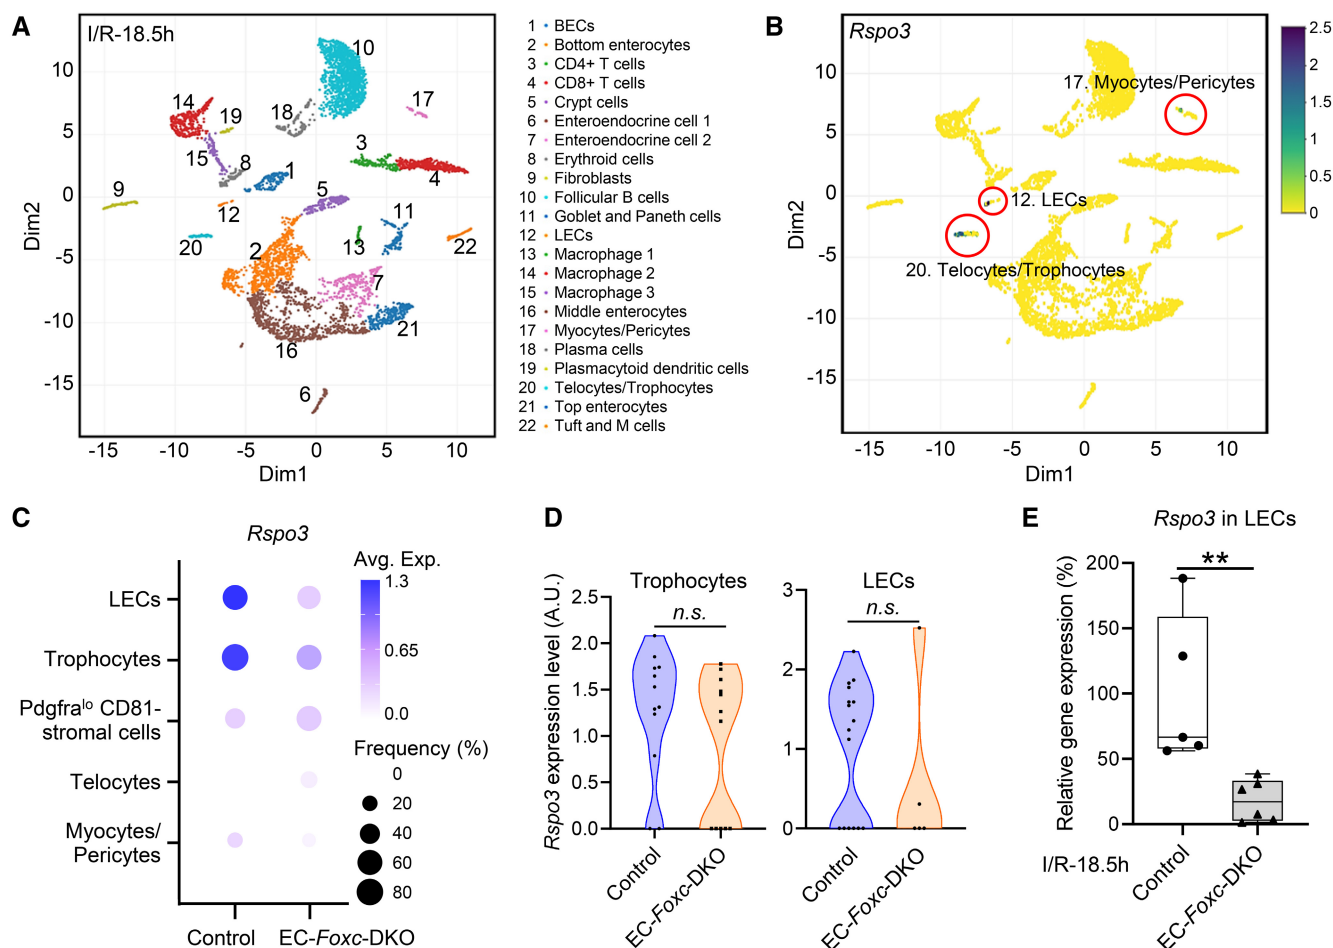

**Figure 6.** Intestinal *Rspo3* expression in control and EC-Foxc-DKO mice after I/R identified by single-cell RNA sequencing.

**A** Visualization of unsupervised clustering of 22 distinct clusters by UMAP from the distal jejunum of both control and EC-Foxc-DKO mice after I/R at 18.5 h.  
**B** UMAP visualization of *Rspo3* expression in three different cell clusters identified in Fig 6A.  
**C** Dot plot showing relative expression of *Rspo3* in five cell clusters identified by scRNA-seq. Fill colors represent normalized mean expression levels and circle sizes represent the within-cluster frequency of positive gene detection.  
**D** Violin plots of the *Rspo3* expression in trophocytes and LECs in the intestine at I/R-18.5 h. Mann–Whitney *U* test, each symbol represents one cell; *N* = 12 and 12 in control and EC-Foxc-DKO trophocytes, respectively; *N* = 16 and 5 in control and EC-Foxc-DKO LECs.  
**E** Validation study by qPCR for the detection of relative mRNA expression of *Rspo3* in the sorted intestinal LECs at I/R-18.5 h. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, **\*\****P* < 0.01. The box-and-whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

mice (Fig 10A and B). Moreover, nuclear localization of  $\beta$ -catenin was observed in crypt ISCs of CXCL12-pretreated EC-Foxc-DKO mice after I/R injury compared with the PBS treatment (Fig 10C and D). The numbers of OLFM4<sup>+</sup> ISCs (Fig 10C and E) and cells expressing the Wnt target CCND1 (Shoshkes-Carmel *et al*, 2018; Fig 10F and G) were significantly increased in the crypts of EC-Foxc-DKO mice treated with CXCL12 after I/R injury. Administration of CXCL12 also improved the defective vascular recovery (CD31<sup>+</sup> vessel density), as well as the lacteal length of EC-Foxc-DKO mice 24 h after I/R injury (Fig 10H–J). However, CXCL12 treatment did not affect the mRNA expression level of *Rspo3* in sorted LECs from EC-Foxc-DKO mice at I/R-18.5 h (Fig 10K). Together, CXCL12 treatment rescues intestinal repair associated with EC-Foxc1/c2 deficiencies by enhancing

vascular recovery (angiogenesis and lymphangiogenesis) and stimulating Wnt signaling in the crypts of the intestinal epithelium.

## Discussion

Accumulating evidence indicates the importance of BEC/LEC-derived paracrine factors in tissue regeneration. In the present study, we demonstrate that EC-Foxc1/Foxc2 expression is crucial for the repair of the intestinal mucosa, BECs, and LECs after I/R injury and that the EC- and LEC-Foxc-DKO mutations in mice impair canonical Wnt/ $\beta$ -catenin signaling in ISCs at the crypt base. Furthermore, our scRNA-seq data indicate that RSPO3 expression is

**Table 1. Top 10 marker genes used for the identification of specific cell clusters in scRNA-seq data analysis.**

Table 1 (continued)

attenuated in LECs and stromal cells of the EC-*Foxc*-DKO mice after intestinal I/R injury, which is at least partially attributable to impairments in intestinal regeneration because ISC activity appears to be crucially dependent on Wnt/ $\beta$ -catenin signaling in the subepithelial cellular microenvironment in the ISC niche (Santos *et al*, 2018; Hageman *et al*, 2020). We also show that CXCL12 is reduced in intestinal BECs of the EC-*Foxc*-DKO mice after I/R injury. Importantly, we show that FOXC1 and FOXC2 are key transcription factors for the paracrine factors RSPO3 and CXCL12 via binding to their regulatory elements in LECs and BECs, respectively. Most significantly, treatment with RSPO3 and CXCL12 rescues the defective repair of small intestines in the LEC-*Foxc*-DKO and EC-*Foxc*-DKO mice, respectively. Consequently, this study elucidates the novel molecular and cellular mechanisms that mediate the role of EC-specific FOXC1/C2 in the repair of the intestinal mucosa and vasculature, regulation of paracrine RSPO3 and CXCL12 factors, and activation of ISCs after intestinal I/R injury.

Adult single and compound EC- (or LEC)-specific *Foxc1/c2*-mutant mice provide us with the first opportunity to comprehensively characterize how the two *Foxc* genes cooperatively regulate the postischemic repair of intestinal blood/lymphatic vessels after I/R injury and intestinal epithelial regeneration by modulating Wnt/RSPO3 and CXCL12 signaling. Because the EC-*Foxc*-DKO and LEC-*Foxc*-DKO mutations are induced by the different drivers (i.e., *Cdh5-Cre<sup>ERT2</sup>* and *Vegfr3-Cre<sup>ERT2</sup>*), the extent of *Foxc* downregulation in the EC- and LEC-specific mutant mouse lines may not be equal. However, the degree of impairments in intestinal repair is consistently greater in the EC-*Foxc*-DKO mutant line than in the LEC-*Foxc*-DKO mutant line, suggesting that *Foxc1* and *Foxc2* are required in both BECs and LECs for intestinal tissue repair. Equivalent experiments were also performed with adult mice carrying EC- (and LEC-) specific KO mutations of each individual *Foxc* gene to determine the similarities and differences between the phenotypes associated with each deletion. While our qPCR and scRNA-seq analyses show that expression levels of *Foxc1* in intestinal ECs are higher than those of

*Foxc2*, the phenotypic differences between EC- (or LEC-) *Foxc1*-KO and EC- (or LEC-) *Foxc2*-KO mice are not particularly distinct. Although the reason(s) for the phenotypic similarities remains unclear, recent evidence indicates that *Foxc2* is essential for the maintenance of intestinal LECs and that treatment with antibiotics to deplete gut microbiota rescues the phenotype of LEC-specific *Foxc2* mutants, including lymphatic dilation in the small intestine (Gonzalez-Loyola *et al*, 2021). Bacterial translocation occurs when the intestinal barrier is disrupted by I/R injury, and I/R-induced intestinal damage can be attenuated by pretreatment of an antibiotic cocktail to deplete gut commensal bacteria (Yoshiya *et al*, 2011). It remains to be elucidated whether commensal bacteria contribute to aberrant intestinal recovery and regeneration in our EC/LEC-specific *Foxc* mutant mice. TNF- $\alpha$  and IL-6 regulate the proliferation of intestinal epithelial cells (Kuhn *et al*, 2014; Ruder *et al*, 2019). However, EC-*Foxc1/c2* deletions result in reduced proliferation of epithelial cells in crypts, and it may be attributable to decreased EC expression of R-spondin3 and CXCL12 in the mutant mice.

The EC-specific mutations of both *Foxc* genes in mice impair the regulation of RSPO3 in LECs (Fig 6), accompanied by reduced expression of ISC markers and Wnt target genes in crypt cells (Fig EV5C), and that RSPO3 treatment rescues the defective repair of small intestines in both EC-*Foxc*-DKO and LEC-*Foxc*-DKO mice after I/R injury (Fig 9). These observations are consistent with previous reports that RSPO3 prevents I/R-induced intestinal tissue damage (Kannan *et al*, 2013) and that RSPO3 is a key regulator of Wnt signaling during intestinal regeneration (Kannan *et al*, 2013; Storm *et al*, 2016). While intestinal RSPO3 is known to be produced by LECs (Ogasawara *et al*, 2018; McCarthy *et al*, 2020a), our results indicate that FOXC1 and FOXC2 regulate RSPO3 expression in LECs by binding to its regulatory elements (Fig 8), and pretreatment with RSPO3 almost completely rescues the impaired intestinal repair in the LEC-*Foxc*-DKO mice (Fig 9), implicating a paracrine effect of LEC-mediated RSPO3 signaling on the activation of ISCs after I/R injury (Fig EV5D). Importantly, recent studies demonstrate that

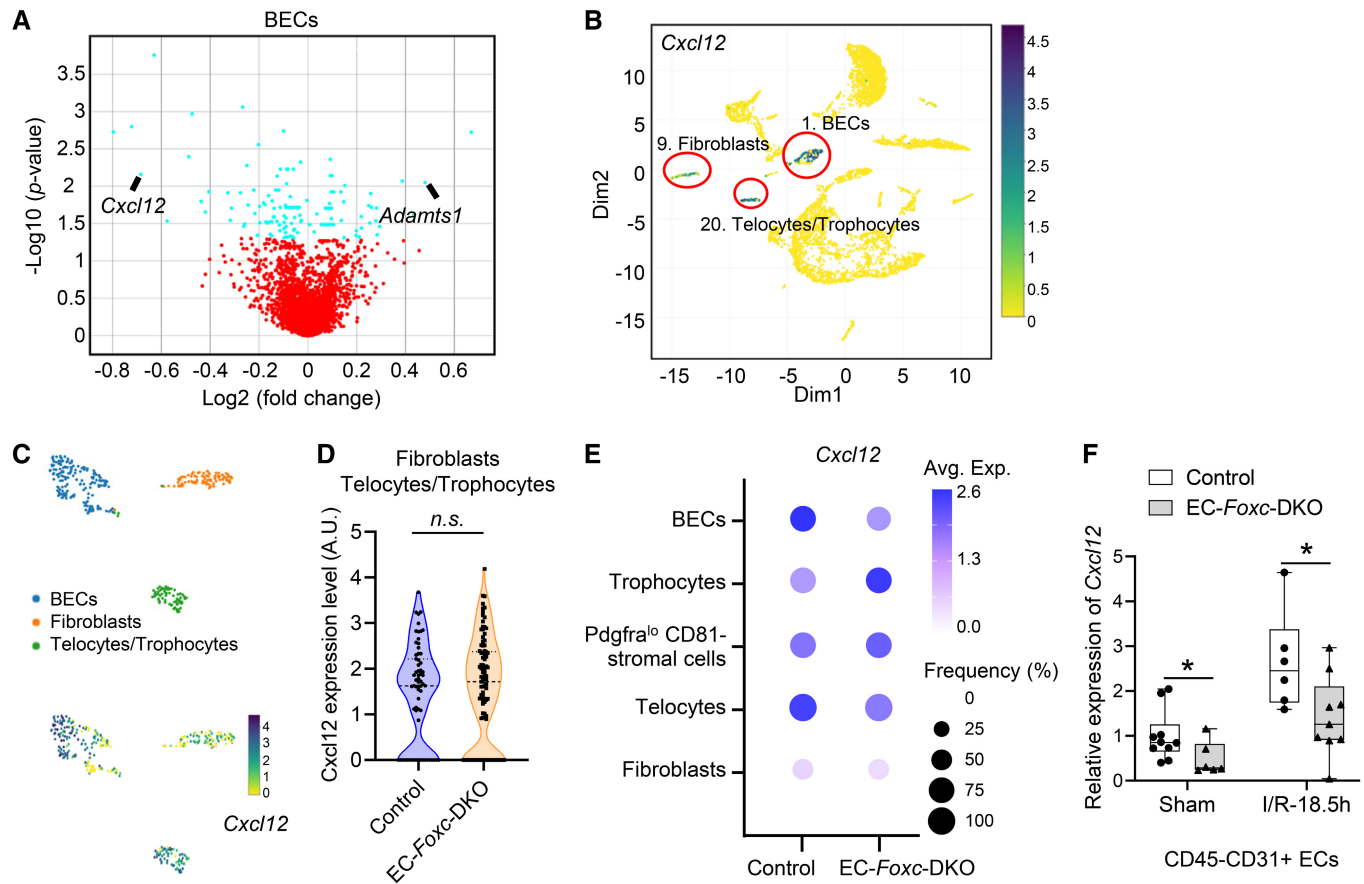

**Figure 7. Intestinal *Cxcl12* expression in control and EC-*Foxc*-DKO mice after I/R identified by single-cell RNA sequencing.**

- A** Volcano plots of differential expression analysis of BECs in control and EC-*Foxc*-DKO mice at I/R-18.5 h using the MAST model. Blue dots denote genes with significant differential expression,  $P < 0.05$ .
- B** UMAP visualization of *Cxcl12* expression in three clusters identified in Fig 6A.
- C** Larger UMAP visualization of three *Cxcl12* expressing cell clusters (upper panel) and their *Cxcl12* expression (lower panel).
- D** Violin plots of the *Cxcl12* expression in fibroblasts and telocytes/trophocytes. Mann–Whitney  $U$  test, each symbol represents one cell,  $N = 67$  and  $98$  in control and EC-*Foxc*-DKO mice, respectively; *n.s.*, not significant.
- E** The cluster of Telocytes/trophocytes was further subclustered into three clusters: trophocytes, *pdgfra*<sup>lo</sup> CD81<sup>−</sup> stromal cells, and telocytes as shown in Fig EV5B. Dot plot showing relative expression of *Cxcl12* in five cell clusters identified by scRNA-seq.
- F** Relative mRNA expression of *Cxcl12* in Dynabeads-isolated ECs (CD45<sup>−</sup>CD31<sup>+</sup>) from distal jejunum. Data are box-and-whisker plots, Mann–Whitney  $U$  test, each symbol represents one mouse,  $N = 6 \sim 10$ ,  $*P < 0.05$ . The box-and-whisker plots display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

RSPO3 produced by intestinal LECs is required for maintaining ISCs in homeostasis and regeneration (Goto *et al.*, 2022; Niec *et al.*, 2022; Palikuqi *et al.*, 2022) and reinforce our finding that FOXC transcription factors mediate LEC-derived RSPO3 as a critical paracrine regulator in intestinal regeneration after I/R injury. Since it has been shown that the RSPO receptor *Lgr5* is expressed in both intestinal BECs and LECs (Kalucka *et al.*, 2020; Appendix Fig S4A–F), our results (Fig 9K–M) further indicate that RSPO3 promotes the regrowth of blood and lymphatic vessels after I/R injury. Given the relevance of other injury models that do not damage the relatively quiescent endothelium but elicit RSPO3 expression from the vasculature such as irradiation, cytotoxic damage via 5-fluorouracil (FU), or dextran sodium sulfate (DSS)-induced inflammatory response (Goto *et al.*, 2022; Palikuqi *et al.*, 2022), further investigation is

warranted. However, in a similar way to our observation that EC-*Foxc1/c2* deficiency does not impair intestinal epithelium homeostasis, LEC-specific *Rspo3* mutant mice exhibit the normal formation of the small intestine without injury (Goto *et al.*, 2022; Palikuqi *et al.*, 2022).

The chemokine CXCL12 is an angiocrine factor that is secreted from BECs and regulates organ-specific tissue repair, regeneration, and homeostasis, including the liver, bone marrow, and lung (Raffi *et al.*, 2016; Ribatti *et al.*, 2021; Yi *et al.*, 2021). However, the function of BEC-derived CXCL12 paracrine/autocrine signaling in damaged organs after injury remains largely unknown. The results from our study demonstrate that CXCL12 expression is downregulated in the intestinal BEC cluster and intestinal CD45<sup>−</sup>/CD31<sup>+</sup> ECs of the EC-*Foxc*-DKO mice after I/R injury (Fig 7), and that FOXC1 and FOXC2

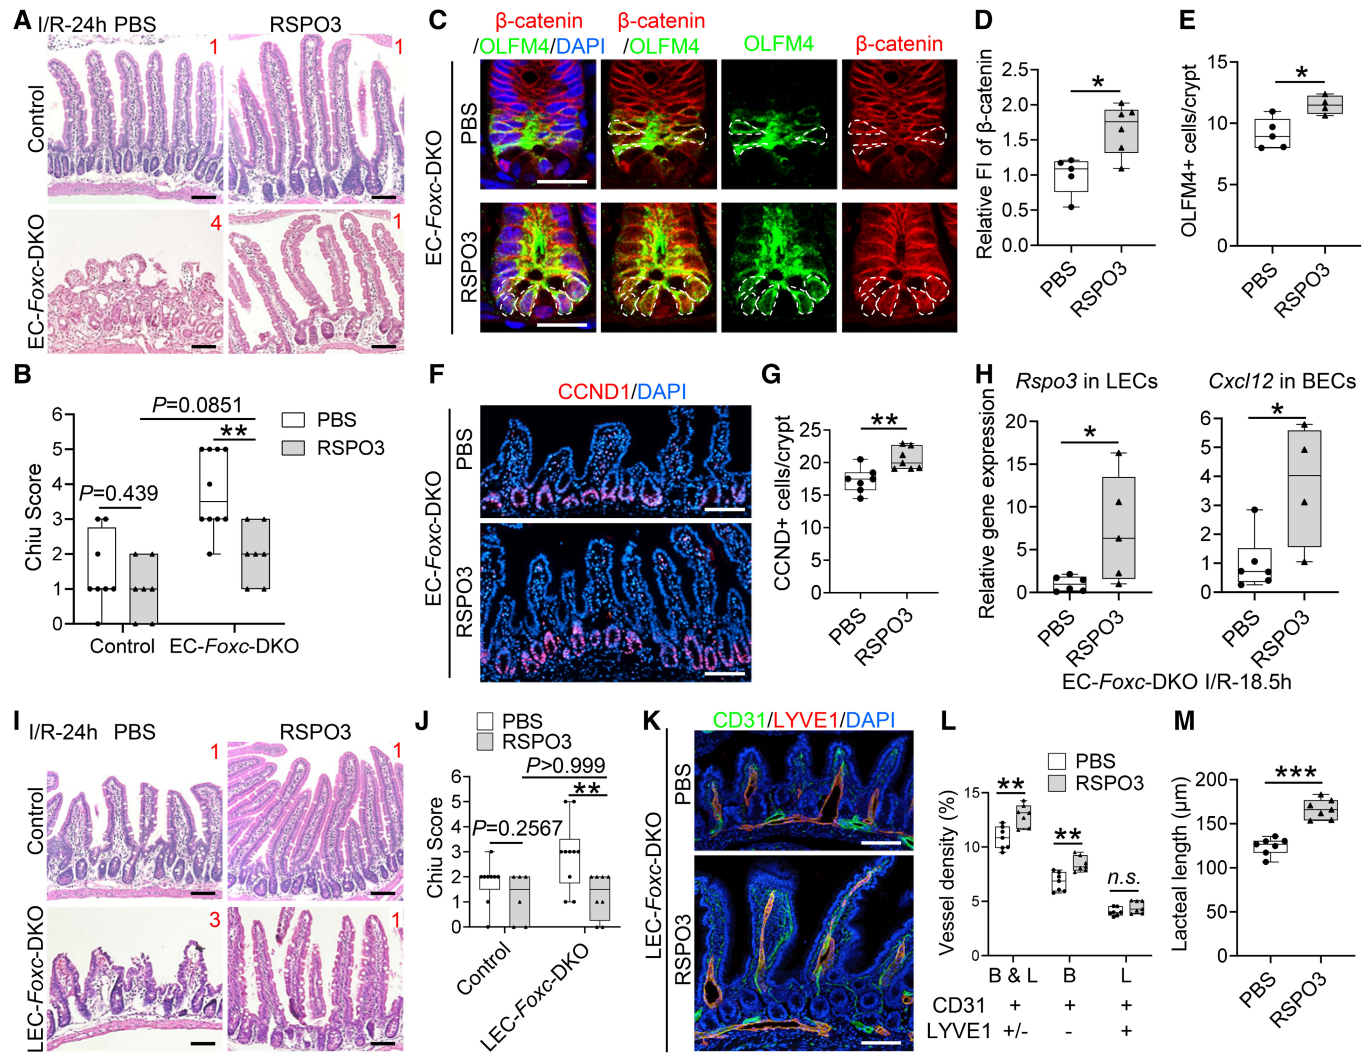

**Figure 9. RSPO3 partially rescues impaired regeneration of intestinal mucosa in EC-Foxc-DKO and LEC-Foxc-DKO mice after I/R.**

In RSPO3 rescue experiment, each mouse was treated with 5  $\mu$ g RSPO3 in 100  $\mu$ l PBS by retro-orbital injection 30 min before ischemia. PBS-treated mice were used as vehicle control.

- A–J (A and I) Representative images of H&E staining show the rescue effects of RSPO3 in intestinal mucosa in EC-Foxc-DKO (A) and LEC-Foxc-DKO (I) mice, as well as their control mice 24 h after I/R. Red numbers indicate the Chiu scores. Scale bars = 100  $\mu$ m. (B and J) Quantification of Chiu Score for the intestines at I/R-24 h is based on H&E staining as shown in Fig 9A and I. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 13,  $^{**}P < 0.01$ . (C) Representative images of crypts immunostained with OLFM4 and  $\beta$ -catenin in PBS/RSPO3 treated EC-Foxc-DKO mice 24 h after I/R. The accumulation of  $\beta$ -catenin in the nuclei of ISCs (dotted circles) was found in RSPO3-rescued mice. Paraffin sections (4  $\mu$ m), scale bars = 20  $\mu$ m. (D) Quantification of relative fluorescent intensity (FI) of  $\beta$ -catenin immunostaining within ISC and (E) quantification of the number of OLFM4<sup>+</sup> ISCs were performed based on Fig 9C. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6,  $^{*}P < 0.05$ ,  $^{**}P < 0.01$ . (F) Representative images of immunostaining of CCND1 in intestines in PBS/RSPO3 treated EC-Foxc-DKO mice at I/R-24 h. Scale bars = 100  $\mu$ m. (G) Quantification of the number of CCND1<sup>+</sup> epithelial cells per crypt at I/R-24 h is based on Fig 9F. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7,  $^{**}P < 0.01$ . (H) Relative mRNA expression of *Rspo3* in sorted LECs and *Cxcl12* in sorted BECs from intestines of PBS/RSPO3 treated EC-Foxc-DKO mice at I/R-18.5 h. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6,  $^{*}P < 0.05$ .
- K Representative images of CD31/LYVE1 immunostaining in the intestines of PBS/RSPO3 treated LEC-Foxc-DKO mice at I/R-24 h. Scale bars = 100  $\mu$ m.
- L, M Quantification of the vessel density (L) (= vessel area/total intestinal tissue area  $\times$  100%) for the blood (B) and/or lymphatic (L) vessels (markers listed below the graph were used to identify B and L), as well as the measurement of lacteal length (M) was performed based on Fig 9K. The Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7,  $^{**}P < 0.01$ , *n.s.*, not significant.

Data information: The box-and-whisker plots in (B), (D), (E), (G), (H), (J), (L) and (M) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

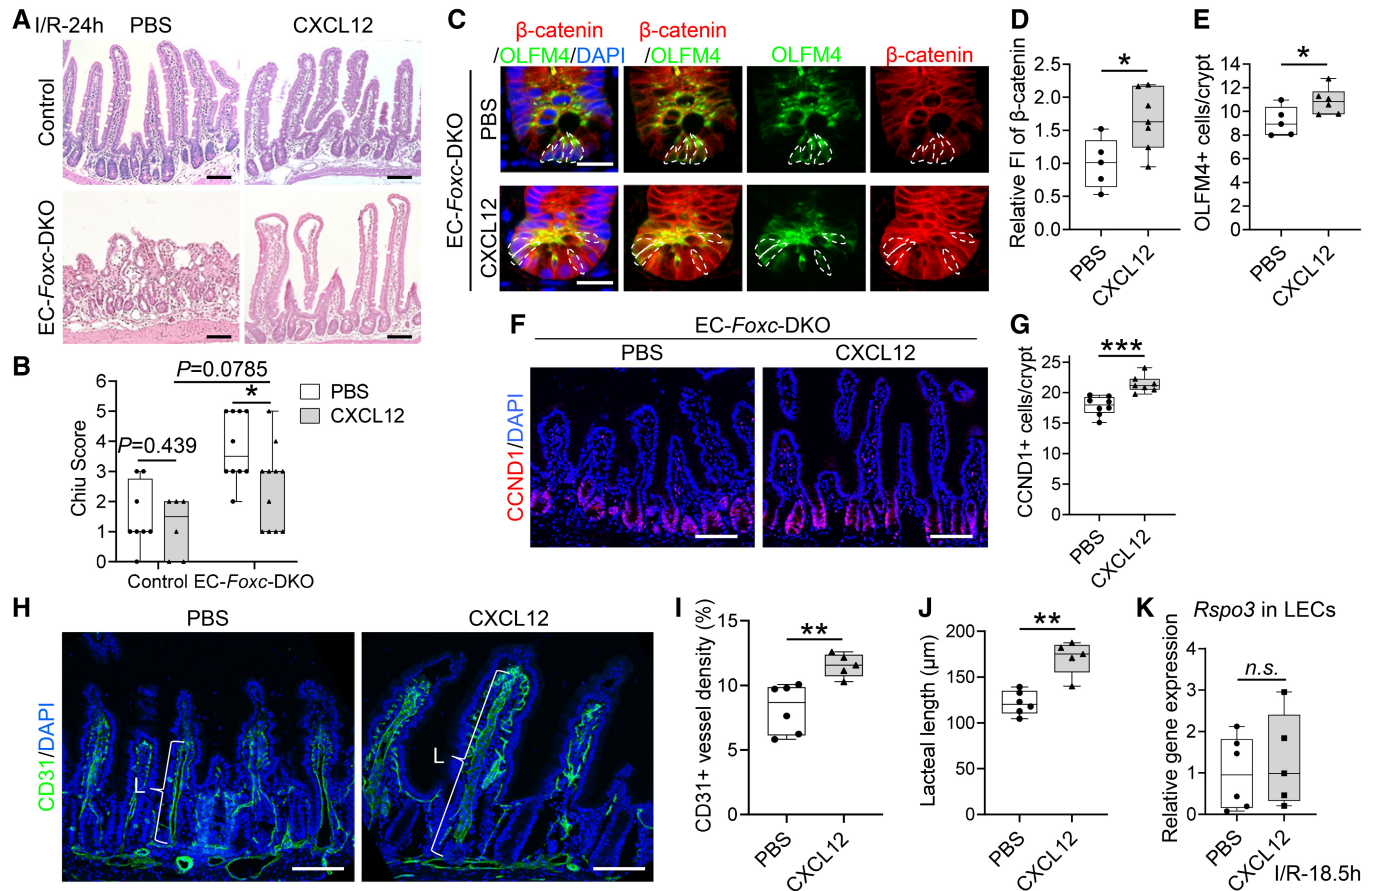

**Figure 10. CXCL12 partially rescues impaired regeneration of intestinal mucosa in EC-Foxc-DKO mice after I/R.**

In CXCL12 rescue experiments, mice were treated with 50 μg/kg CXCL12 in PBS by retro-orbital injection 30 min before ischemia. Mice treated with PBS were used as control.

- A** Representative images of H&E staining show the rescue effects of CXCL12 in intestinal mucosa in control and EC-Foxc-DKO mice 24 h after I/R. Red numbers indicate Chiu scores. Scale bars = 100 μm.
- B** Quantification of Chiu Scores for mouse intestines 24 h after I/R based on H&E staining as shown in Fig 10A. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 6 ~ 11, \**P* < 0.05.
- C** Representative images of crypts immunostained with OLFM4 and β-catenin in PBS- and CXCL12-treated EC-Foxc-DKO mice 24 h after I/R. The total protein signal of β-catenin is upregulated in CXCL12-treated crypts compared with the PBS-treated group. The accumulation of β-catenin in the nuclei of ISCs (dotted circles) was found in CXCL12-treated mice but inhibited in PBS-treated mice. Paraffin sections (4 μm), scale bars = 20 μm.
- D, E** (D) Quantification of relative fluorescent intensity (FI) of β-catenin immunostaining within ISC and (E) quantification of the number of OLFM4<sup>+</sup> ISCs per crypt were performed based on Fig 10C. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 7, \**P* < 0.05.
- F, G** (F) Representative immunostaining images of CCND1 and (G) Quantification of CCND1<sup>+</sup> epithelial cells per crypt after I/R at 24 h. Scale bars = 100 μm. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 7 ~ 8, \*\*\**P* < 0.001.
- H** Representative confocal images of CD31 immunostaining of distal jejunum in PBS- and CXCL12- treated EC-Foxc-DKO mice after I/R at 24 h. Paraffin sections (15 μm), scale bars = 100 μm. L represents the lacteal length measured in Fig 10J.
- I, J** (I) Quantification of CD31<sup>+</sup> vessel density (% = total CD31<sup>+</sup> vessel area/total intestinal tissue area × 100%) and (J) quantification of lacteal length were performed based on Fig 10H. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 4 ~ 6, \*\**P* < 0.01.
- K** Relative mRNA expression of *Rspo3* in sorted intestinal LECs from PBS/CXCL12-treated EC-Foxc-DKO mice at I/R-18.5 h. Data are box-and-whisker plots, Mann–Whitney *U* test, each symbol represents one mouse, *N* = 5 ~ 6, *n.s.*, not significant.

Data information: The box-and-whisker plots in (B), (D), (E), (G) and (I–K) display the median value (central band in the box), second and third quartiles (bottom and top ends of the box, respectively), as well as minimum/maximum values (whiskers blow/above the box) of the data sets.

Source data are available online for this figure.

proceeds via a stepwise, interactive process, and regeneration of villus blood vessels precedes the reconstruction of lacteals (Meng *et al*, 2007) (Fig 4 and Movies EV1 and EV2), the severity of mucosal damage is greater in the EC-Foxc-DKO mice than in the LEC-Foxc-DKO mice. Moreover, consistent with the role of the CXCL12/

CXCR4 pathway in lymphangiogenesis (Zhuo *et al*, 2012), impaired lacteal length of the EC-Foxc-DKO mice after intestinal I/R injury is rescued by CXCL12 treatment (Fig 10H and J). Since CXCL12 treatment activates Wnt signaling in the ISC of the EC-Foxc-DKO mice (Fig 10), it is plausible that FOXC1/C2-mediated, endothelial-

derived CXCL12 signaling enhances vascular regrowth in intestinal ischemia, thereby recovering the damaged ISC niche for intestinal regeneration (Fig EV5D).

In summary, our study demonstrates that BEC/LEC-FOXC1/FOXC2 expression regulates the repair of the intestinal vasculature and mucosal damage during intestinal regeneration after I/R injury by controlling the CXCL12 and RSPO3 signaling pathways. Thus, FOXC1 and FOXC2 regulate blood/lymphatic vascular function in the small intestine, as well as vascular-mediated signaling to ISCs and the ISC niche during the intestinal repair. Collectively, this study provides new insights into fundamental processes that are critically involved in recovery from ischemic disease and injury and may have important implications for the treatment of other ischemic conditions that are associated with impairments in tissue regeneration and stem cell activity, including cardiovascular disease.

## Materials and Methods

### Animal husbandry

*Foxc1<sup>fl/fl</sup>*, *Foxc2<sup>fl/fl</sup>*, *Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>* (Sasman et al, 2012), *Cdh5-Cre<sup>ERT2</sup>* (Sorensen et al, 2009), *Vegfr3-Cre<sup>ERT2</sup>* (Martinez-Corral et al, 2016), and *Foxc2-Cre<sup>ERT2</sup>* (Amin et al, 2017) mice were used. EC-specific or LEC-specific *Foxc1*, *Foxc2*, and compound *Foxc1*; *Foxc2*-mutant mice were generated by crossing *Foxc*-floxed females (*Foxc1<sup>fl/fl</sup>*, *Foxc2<sup>fl/fl</sup>*, and *Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>*) with *Cdh5-Cre<sup>ERT2</sup>*; *Foxc1<sup>fl/fl</sup>* (EC-*Foxc1*-KO), *Cdh5-Cre<sup>ERT2</sup>;Foxc2<sup>fl/fl</sup>* (EC-*Foxc2*-KO), *Cdh5-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>* (EC-*Foxc*-DKO), *Vegfr3-Cre<sup>ERT2</sup>*; *Foxc1<sup>fl/fl</sup>* (LEC-*Foxc1*-KO), *Vegfr3-Cre<sup>ERT2</sup>;Foxc2<sup>fl/fl</sup>* (LEC-*Foxc2*-KO), *Vegfr3-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>;Foxc2<sup>fl/fl</sup>* (LEC-*Foxc*-DKO) males, respectively, as described previously (Norden et al, 2020). For Cre recombination efficiency detection, *mTmG/+;Cdh5-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>*; *Foxc2<sup>fl/fl</sup>* (mTmG/EC-*Foxc*-DKO), *mTmG/+;Vegfr3-Cre<sup>ERT2</sup>;Foxc1<sup>fl/fl</sup>*; *Foxc2<sup>fl/fl</sup>* (mTmG/LEC-*Foxc*-DKO) and *mTmG/+;Foxc2-Cre<sup>ERT2</sup>* mice were generated by crossing mTmG females (*mTmG/mTmG;Foxc1<sup>fl/fl</sup>*; *Foxc2<sup>fl/fl</sup>* and *mTmG/mTmG*) with EC-*Foxc*-DKO, LEC-*Foxc*-DKO and *Foxc2-Cre<sup>ERT2</sup>* males, respectively. Genotyping of mice was performed by Transnetix Inc.

### Tamoxifen treatment

For adult mice, Tamoxifen (Tm, Cayman Chemical #13258) was dissolved in corn oil (Sigma #C8267) at 40 mg/ml by shaking at 37°C for 3–4 h. 7–8-week-old male adult mice were treated with 150 mg/kg Tm by oral gavage once daily for 5 consecutive days. For neonatal mice, each individual was treated with Tm (20 mg/ml, 75 µg) by oral gavage once daily from postnatal day 1 (P1) to day 5 (P5) (Norden et al, 2020).

### Cre recombination efficiency detection

mTmG/EC-*Foxc*-DKO, mTmG/LEC-*Foxc*-DKO and *mTmG/+;Foxc2-Cre<sup>ERT2</sup>* mice were used. The Cre negative mTmG mice were used as control. Seven or 12 days after Tm treatment, the distal jejunum was harvested and fixed in 4% paraformaldehyde (PFA), followed by dehydration in 30% sucrose, and OCT (Sakura Finetek, USA)

embedding. Ten or 15 µm cryosections were cut and immunostained with CD31 and/or LYVE1 antibody (Table 2), counterstained with GFP antibody and a nuclear-specific dye DAPI. EGFP fluorescent signal was detected by imaging to evaluate the Cre recombination efficiency.

### Mouse small intestinal ischemia and reperfusion (I/R) surgery

Twelve days after Tm treatment, mice were subjected to small intestinal ischemia and reperfusion (I/R) surgery as previously described (Yoshiya et al, 2011). Briefly, mice were anesthetized with inhalation of Isoflurane. A midline laparotomy was performed, and the superior mesenteric artery (SMA) was then identified, isolated, and clamped by a small nontraumatic vascular clip. Heparinized saline (500 µl, 10 U/ml) was added into the peritoneal cavity via syringe to avoid coagulation of blood. After this ischemic phase for 30 min, the clip was removed, and the intestine was allowed to reperfuse. Five hundred microgram of sterile saline is administered to the peritoneal cavity to compensate for the fluid loss during surgery. A Chromic Gut Suture (4–0) was then used to close the muscle layer, followed by the skin closure with wound clips. Sham-operated mice were subjected to the exact same surgical procedure, aside from clip placement.

### BrdU treatment

Mice were treated with one dose of BrdU (Sigma #B5002, 10 mg/ml in PBS, 5 mg/kg) by intraperitoneal (i.p.) injection 2 or 18.5 h (for evaluation of proliferative intestinal epithelium or proliferative BECs and LECs, respectively) before tissue dissection (at I/R-24 h and I/R-18.5 h respectively).

### Tissue collection

Distal jejunum was selected for this study because this segment has the most severe mucosal damage after intestinal I/R surgery compared with other segments according to pilot experiments. Different time points (3, 4 h for an early injury stage, 18.5, 24, and 48 h for a late repair stage) were chosen for different analysis purposes. For histological analysis, transcardial perfusion was performed on the adult mice with cold PBS followed by 4% PFA after anesthesia. Distal jejunum was harvested and cut longitudinally to expose the lumen. After several washes with PBS, the intestine was postfixed in 4% PFA at 4°C for 4 h (for frozen or whole-mount samples) or for O/N (for paraffin-embedded samples). For qPCR and western blot on whole tissue lysates of the small intestine, blood was removed by transcardial perfusion with cold PBS. Distal jejunum was harvested, opened longitudinally, and washed with cold PBS, then snap-frozen in liquid nitrogen for RNA isolation and protein extraction. For the tissue collection for neonatal intestinal whole-mount staining, the neonates were euthanized at P7 after Tm treatment from P1 to P5. The proximal jejuna were collected, washed with cold PBS, and fixed in 4% PFA at 4°C for 4 h, then subjected to the whole-mount staining protocol. Proximal jejunum was collected from neonatal mouse due to the ease of operation and similar lacteal length/blood capillary network length ratio between proximal and distal jejuna (Bernier-Latmani et al, 2015).

**Table 2. Antibodies used for whole-mount, sections, and western blot.**

IHC-P, immunohistochemistry staining on paraffin sections; IHC-F, immunohistochemistry staining on frozen sections; WB, western blot; WM, whole-mount staining.

### Histopathological evaluation of intestinal mucosal damage

Paraffin sections of distal jejunum from the mice 24 h after intestinal I/R were stained with Hematoxylin and Eosin (H&E). Based on the H&E staining, Chiu Score (Chiu et al, 1970) was used for evaluating the intestinal mucosal damage after I/R: grade 0, normal mucosa; grade 1, development of subepithelial Gruenhagen's space at the apex of the villus; grade 2, extension of the space with moderate epithelial lifting from the lamina propria; grade 3, massive epithelial lifting with a few denuded villi; grade 4, denuded villi with exposed

lamina propria and dilated capillaries; and grade 5, digestion and disintegration of the lamina propria, hemorrhage, and ulceration. Higher scores represent more severe damage.

### Whole-mount (WM) staining

Whole-mount staining of the small intestine was performed as previously described (Bernier-Latmani & Petrova, 2016). Briefly, distal jejunum was dissected, and fixed in fixative (0.5% PFA, 15% picric acid, and 100 mM phosphate buffer, pH 7.0) at 4°C for O/N.

Samples were washed with PBS, and subsequently dehydrated by 10% sucrose for 3 h, and 20% sucrose + 10% glycerol in PBS for O/N at 4°C. After PBS-wash, samples were incubated with blocking buffer (5% donkey serum, 0.5% BSA, 0.3% Triton X-100, 0.1% NaN<sub>3</sub> in PBS) for 2 h at 4°C, and then incubated with the indicated primary antibodies (Table 2) diluted in the blocking buffer for O/N at 4°C. Samples were washed with PBST (0.3% Triton X-100 in PBS) for several times, followed by incubation with indicated fluorochrome-conjugated secondary antibodies (Table 2) diluted in the blocking buffer for O/N at 4°C. The samples were washed again with PBST, postfixed with 4% PFA, cut into thin strips (one or two villi wide), cleared with FocusClear (CelExplorer Labs #FC-101), and mounted on slides in the mounting medium.

### Immunohistochemistry (IHC) staining

For IHC-P, 4 or 15 µm paraffin sections were deparaffinized, rehydrated, subjected to antigen retrieval, permeabilized with PBST, blocked with blocking buffer containing 5% donkey serum in PBST for 30 min at room temperature (RT), and incubated with indicated antibodies (Table 2) in blocking solution for O/N at 4°C. The sections were washed with PBS and incubated with indicated fluorochrome-conjugated secondary antibodies (Table 2) in PBS for 1 h at RT. After wash with PBS, the sections were counterstained with DAPI and mounted with the mounting medium. For IHC-F, 10 or 15 µm frozen sections were washed with PBS, and then subjected to the same blocking and antibody incubation protocols as IHC-P but without the antigen retrieval step. TUNEL staining was performed using *In Situ* Cell Death Detection Kit (Roche #11684795910) according to the manufacturer's instructions.

### Imaging

H&E staining images were acquired using an Olympus Vanox AHBT3 Research Microscope (original magnification 100×, Tokyo, Japan) and an Apple iPhone 12 Pro Max. Fluorescent images were acquired using a Zeiss AxioVision fluorescence microscope, a Nikon A1 Confocal Laser Microscope, or a Nikon AXR confocal microscope with the software of Zeiss AxioVision SE64 Rel. 4.9.1 or NIS-Elements Viewer, respectively. Images were processed and analyzed with Adobe Photoshop, Imaris, and Fiji (ImageJ) software. Imaris imaging software was used to create videos (Movies EV1 and EV2) for the 3D structure of the blood and lymphatic vasculatures in villi after intestinal I/R.

### Lacteal permeability detection

The mouse lacteal permeability was assessed as previously described (Liu *et al*, 2019; Hu *et al*, 2021) with modifications. Briefly, mice were fasted for 9 ~ 12 h before the treatment with 50 µg BODIPY<sup>TM</sup> FL C16 (ThermoFisher D3821) dissolved in 200 µl Intralipid (Sigma I141-100ML) by oral gavage. Mice treated with Intralipid only were used as the vehicle control. For WM staining, 1 h after BODIPY C16 treatment, the intestine was dissected and processed for the WM staining of lymphatic vessel marker LYVE1. Confocal imaging was performed for the lacteals. The fluorescent intensity (FI) of BODIPY C16 within the lacteals and the lacteal area were quantified and measured. The BODIPY C16 uptake index

represents the ratio of BODIPY C16 intensity in lacteal vs. lacteal area. To detect the absorption of BODIPY C16 at a later time point, 3 h after BODIPY C16 treatment, the mice were euthanized and their blood was collected by cardiac puncture. The serum was collected by centrifugation after blood clotting for 30 min at RT. The whole length of the small intestine was dissected, opened longitudinally, and washed in 10 ml PBS. The supernatant was collected as the intestinal content after centrifugation. The FI of BODIPY C16 in intestinal content and serum was measured by using a microplate reader (SpectraMax M2). The dissected distal jejunum and the liver were imaged under Nikon AZ100 fluorescent microscope and the FI of BODIPY C16 in the tissue was quantified.

### Rescue experiments

In rescue experiments, mice were treated with 5 µg RSPO3 (R&D systems #4120RS025CF) in 100 µl PBS (Kannan *et al*, 2013), or CXCL12α (PeproTech #250-20A) in PBS at a dose of 50 µg/kg of body weight (BW; Garnica *et al*, 2005) by retro-orbital injection 30 min before intestinal ischemia. Distal jejunum was harvested after I/R at 18.5 h (WB) or 24 h (H&E, IHC) for further analysis.

### Cell isolation from mouse small intestine

Epithelial cells (Epis), blood endothelial cells (BECs), and lymphatic endothelial cells (LECs) were isolated from the distal jejunum for further qPCR analysis as previously described (McCarthy *et al*, 2020b) with slight modifications. Briefly, the intestine was washed with cold PBS after dissection and incubated in 10 ml Hank's Balanced Salt Solution (HBSS) containing 10 mM EDTA at 37°C for 20 min. After shaking the tube vigorously for 30 s, the epithelium was then removed from the intestine. The supernatant containing the Epis was filtered through a 70 µm and a 40 µm strainer. The Epis were then sorted by using magnetic Dynabeads (Invitrogen #11035) labeled with CD326 antibody (BD 552370). The remaining intestine without epithelium was further washed in HBSS and processed upon dissociating into single-cell suspension in a digestion buffer (1.5 mg/ml Collagenase D, 60 U/ml DNAase I, 5% FBS, 100 units/ml penicillin and 100 µg/ml streptomycin in DMEM) for 40 min at 37°C, followed by filtration through a 70 µm and a 40 µm cell strainer. After several washes, the cell suspension was then incubated with Dynabeads labeled with CD45 antibody (Biolegend #103102) to deplete the CD45<sup>+</sup> cell population. The CD45<sup>-</sup> cell suspension was then incubated with Dynabeads labeled with LYVE1 antibody (ThermoFisher 14-0443-82) to get the CD45<sup>-</sup>LYVE1<sup>+</sup> LECs. The CD45<sup>-</sup>LYVE1<sup>-</sup> cell suspension was incubated with Dynabeads labeled with CD31 antibody (BD #553369) to get the CD45<sup>-</sup>LYVE1<sup>-</sup>CD31<sup>+</sup> BECs. Finally, the sorted Epis, LECs, and BECs were used for RNA isolation and qPCR analysis. For the detection of gene deletion in ECs in EC-Foxc-DKO mice, CD45<sup>-</sup>CD31<sup>+</sup> ECs (including BECs and LECs) were isolated by using Dynabeads labeled with CD45 antibody (depletion of CD45<sup>+</sup> cells) followed by Dynabeads labeled with CD31 antibody (positive selection of CD45<sup>-</sup>CD31<sup>+</sup> cells).

### RNA isolation and qPCR analysis

A RNeasy Mini Kit (Qiagen #74104) was used for RNA extraction from cells. TRIzol<sup>TM</sup> Reagent (Invitrogen #15596026) was used to

**Table 3. Primers used for qPCR analysis.**

isolate RNA from whole distal jejunum. The concentration of RNA was determined using NanoDrop™ 2000 Spectrophotometers (Thermo Scientific). cDNA was synthesized using an iScript reverse transcriptase kit (Bio-Rad #170-8891). qPCR was performed on triplicates of cDNA samples by using QuantStudio® 3 Real-Time PCR System (Applied Biosystems), Fast SYBR reaction mix (Applied Biosystems), and gene-specific primer sets. 18S (for mouse samples) and PPIA (for human cells) were used as internal standards for mRNA expression in mouse samples. Primer sequences are provided in Table 3.

### Western blot

The frozen intestinal tissue was grinded using mortar and pestle chilled with liquid nitrogen, followed by lysis in RIPA buffer (150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS and 50 mM Tris, pH 7.4) containing protease inhibitors (Roche #4693116001). After centrifugation, the supernatant of the tissue lysates was collected and mixed with 5× Protein Loading Buffer. Equal amount of total protein for each sample was loaded and run on an SDS-PAGE gel. Samples were transferred to 0.45 µm nitrocellulose (Invitrogen) and western blotted with the antibodies listed in Table 2, followed by the reaction with ECL substrates. The chemiluminescent signal was then detected by imaging the blot with Azure c600 imaging system. Bands were quantified using ImageJ software.

### Preparation of single-cell suspension from mouse small intestine

For single-cell RNA sequencing, mouse distal jejuna were collected 18.5 h after intestinal I/R surgery. Two mice were used for each group: control I/R-18.5 h and EC-*Foxc*-DKO I/R-18.5 h. Briefly, mice were anesthetized by isoflurane. Blood was removed by cardiac perfusion with cold PBS. The distal jejunum was then dissected, washed with cold PBS, and cut into small pieces. The tissue was processed for scRNA-seq upon dissociating into single-cell suspension in a digestion buffer as mentioned above for 35 min at 37°C, followed by filtration through a 70 µm and a 40 µm cell strainer. Cells were washed with washing buffer (0.5% BSA, 2 mM

EDTA in PBS, pH 7.4) for three times and resuspended in PBS with 0.04% BSA at a concentration of 1,200 cells/µl (according to 10× Genomics Document #CG00053 Rev B) before being passed through a 30 µm MACS SmartStrainer. The cell viability was tested by using the Cellometer Auto 2000 Cell Viability Counter (Nexcelom Bioscience, USA). The cell sample was processed for scRNA-seq only when the cell viability was more than 70%. Average cell viability for samples was determined to be 80.96%.

### Single-cell 3' gene expression library construction and sequencing

Single-cell 3' gene expression libraries were constructed by using the Chromium Next GEM Single-Cell 3' Reagent Kits v3.1 (10× Genomics, Pleasanton, CA, USA) according to the manufacturer's manual CG000204 Rev D. The single-cell libraries were assessed for quality (TapeStation 4200, Agilent, Santa Clara, CA, USA) and then run by using paired-end 50 bp sequencing on the Illumina HiSeq 4000 platform (Illumina, San Diego, CA, USA). Ten thousand cells were targeted for each sample with a sequencing depth of 20,000 read pairs per cell.

### Preprocessing of single-cell RNA data

Following library generation and sequencing, raw sequencing data were de-multiplexed and mapped to the mouse reference genome (mm10) using the CellRanger toolkit (10X Genomics, version 2.1.0). Gene expression matrices were then generated from both control and EC-*Foxc*-DKO mice using CellRanger. The matrix files were then utilized for data processing and downstream analysis using the BIOMEX browser-based software platform and its incorporated packages developed in R (Taverna et al, 2020). Quality control and data pretreatment was performed in BIOMEX with the following manually set parameters: (i) genes with a row average of < 0.001 were excluded for downstream analysis and (ii) cells in which over 10% of unique molecular identifiers (UMIs) were derived from the mitochondrial genome were considered as dead cells and removed from downstream analysis. The data were then normalized in

BIOMEX using a similar methodology to the *NormalizeData* function as implemented in the *Seurat* package (Satija et al, 2015).

### Variable gene identification, dimensionality reduction, clustering analysis, and differential gene expression analysis

Following data pretreatment, BIOMEX was utilized for downstream dimensionality reduction in data and clustering analysis using the incorporated R packages. First, highly variable genes were identified utilizing the following feature selections: mean lower threshold = 0.01, mean higher threshold = 8, and dispersion threshold = 0.5. Data (using highly variable genes only) were then auto-scaled and summarized by principal component analysis (PCA), followed by visualization using Uniform Manifold Approximation and Projection (UMAP; top 15 principal components (PCs)) to reduce the data into a two-dimensional space. Graph-based clustering was then performed in BIOMEX to cluster cells according to their respective gene expression profile using a methodology similar to the *FindClusters* function in *Seurat* (clustering resolution = 0.5, k-nearest neighbors = 15). Marker set analysis was then performed in BIOMEX on highly variable genes to identify the top 10 gene markers expressed in each initial cluster using a similar methodology described previously (Kalucka et al, 2020). Marker genes were then compared with single-cell RNA-seq data from the small intestine of adult mice available from the Mouse Cell Atlas (MCA, <http://bis.zju.edu.cn/MCA>) and previously reported the data (Haber et al, 2017) to identify transcriptionally unique cell populations. Clusters with highly similar expression patterns indicative of the same cell phenotype were merged into the same cluster. Differential gene expression analysis between control and EC-Foxc-DKO mice for individual cell clusters was performed in BIOMEX using the Model-based Analysis of Single-cell Transcriptomics (MAST) package (Finak et al, 2015). *P*-values < 0.05 were considered statistically significant for differentially expressed genes.

### Data visualization

BIOMEX implementation of the *Plotly* software was used for UMAP and volcano plot visualization.

### Examination of published scRNA-seq data

The scRNA-seq data for mouse small intestinal ECs from the publication entitled “Single-Cell Transcriptome Atlas of Murine Endothelial Cells” (Kalucka et al, 2020) was examined. The data are available from the website of “Single Cell Expression Atlas” (<https://www.ebi.ac.uk/gxa/sc/home>) and was exported to check *Lgr5* expression in mouse small intestinal ECs.

### Forkhead box C transcription factor binding prediction analysis in *RSPO3* and *CXCL12* loci

Putative FOX-binding sites in the *RSPO3* and *CXCL12* loci were first identified using the Hypergeometric Optimization of Motif Enrichment (HOMER; Heinz et al, 2010) suite of tools to scan the entire Genome Reference Consortium Human Build 37 (GRCh37 or hg19) genome corresponding to the conserved RYMAAYA FOX transcription factor binding motif or the reported RYACACA FOXC

transcription factor binding motif (Chen et al, 2019). The output files were then uploaded to the UCSC genome browser (Kent et al, 2002) to identify putative binding sites corresponding to transcriptionally active areas denoted by histone modification, DNase sensitivity, and additional transcription factor chromatin immunoprecipitation data as per work reported and summarized on the Encyclopedia of DNA Elements (ENCODE; <https://genome.ucsc.edu/ENCODE/>; 2012). Putative sites in the human genome were then searched against the Genome Reference Consortium Mouse Build 38 (mm10) genome using the Evolutionary Conserved Region (ECR) Browser (<https://ecrbrowser.dcode.org>) and rVista 2.0 tools to identify conserved and aligned putative binding sites between mouse and human sequences. Conserved and aligned putative FOX-binding site sequences are underlined and bolded within the human *RSPO3* and *CXCL12* ECRs shown below:

#### ***RSPO3* ECR-1. > hg19 chr6:127468065–127468506**

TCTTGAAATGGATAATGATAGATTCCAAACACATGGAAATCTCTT  
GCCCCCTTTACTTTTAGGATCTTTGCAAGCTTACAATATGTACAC  
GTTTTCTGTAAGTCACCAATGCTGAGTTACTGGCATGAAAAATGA  
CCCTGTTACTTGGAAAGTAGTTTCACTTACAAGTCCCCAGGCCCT  
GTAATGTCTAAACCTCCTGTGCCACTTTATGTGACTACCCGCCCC  
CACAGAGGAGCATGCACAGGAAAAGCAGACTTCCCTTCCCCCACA  
CATTTCTTAGTTT**TATTTAC**AAAAACGTCTTGGAAATGAGAATGAGC  
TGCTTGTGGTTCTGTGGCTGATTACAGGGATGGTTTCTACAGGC  
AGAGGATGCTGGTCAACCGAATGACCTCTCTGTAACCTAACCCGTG  
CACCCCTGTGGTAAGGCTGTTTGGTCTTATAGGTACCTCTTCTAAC  
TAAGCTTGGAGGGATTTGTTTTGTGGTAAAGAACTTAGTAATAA  
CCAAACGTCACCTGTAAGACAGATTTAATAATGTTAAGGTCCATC  
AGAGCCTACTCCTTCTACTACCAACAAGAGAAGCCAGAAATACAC  
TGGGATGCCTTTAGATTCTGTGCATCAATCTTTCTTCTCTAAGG  
ATTATGG

#### ***RSPO3* ECR-2. > hg19 chr6:127497100–127497633**

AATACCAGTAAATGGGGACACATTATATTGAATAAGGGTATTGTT  
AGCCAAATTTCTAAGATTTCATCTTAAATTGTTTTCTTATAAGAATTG  
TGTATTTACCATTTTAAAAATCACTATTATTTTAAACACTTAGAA  
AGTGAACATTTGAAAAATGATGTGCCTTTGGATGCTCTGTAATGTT  
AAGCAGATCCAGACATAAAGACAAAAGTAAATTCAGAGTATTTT  
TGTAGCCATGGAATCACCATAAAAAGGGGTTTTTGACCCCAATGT  
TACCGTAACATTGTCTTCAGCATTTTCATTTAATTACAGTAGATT  
ACTCACCATAATA**ATAAATAT**AGATTATGAGATACTTTAATGTT  
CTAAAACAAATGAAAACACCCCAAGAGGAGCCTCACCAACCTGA  
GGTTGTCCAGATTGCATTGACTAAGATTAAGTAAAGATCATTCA  
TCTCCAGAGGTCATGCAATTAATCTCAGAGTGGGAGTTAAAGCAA  
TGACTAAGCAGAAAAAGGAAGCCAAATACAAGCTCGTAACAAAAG  
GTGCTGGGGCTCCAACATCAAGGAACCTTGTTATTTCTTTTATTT  
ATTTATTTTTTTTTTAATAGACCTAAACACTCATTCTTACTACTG  
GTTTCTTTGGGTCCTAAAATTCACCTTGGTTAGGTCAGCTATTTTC  
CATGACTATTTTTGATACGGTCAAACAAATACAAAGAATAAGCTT  
TTAAAAAAC

#### ***CXCL12* ECR-1. > hg19 chr10:44888442–44889025**

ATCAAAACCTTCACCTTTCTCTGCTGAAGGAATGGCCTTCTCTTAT  
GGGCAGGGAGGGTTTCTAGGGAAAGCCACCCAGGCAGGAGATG  
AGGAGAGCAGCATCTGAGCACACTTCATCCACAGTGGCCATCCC  
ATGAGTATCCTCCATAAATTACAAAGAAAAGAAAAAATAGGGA  
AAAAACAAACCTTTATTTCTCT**TGTTTACT**TCTCTGCATTTAATGAG

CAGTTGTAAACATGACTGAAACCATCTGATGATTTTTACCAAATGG  
 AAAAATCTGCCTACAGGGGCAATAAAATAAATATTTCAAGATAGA  
 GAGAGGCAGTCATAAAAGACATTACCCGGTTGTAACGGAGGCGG  
 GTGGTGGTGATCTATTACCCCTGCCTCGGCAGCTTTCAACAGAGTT  
 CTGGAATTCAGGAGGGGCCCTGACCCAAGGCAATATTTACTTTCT  
 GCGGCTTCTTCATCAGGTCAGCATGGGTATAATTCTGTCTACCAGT  
 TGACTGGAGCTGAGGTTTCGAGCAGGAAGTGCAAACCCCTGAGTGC  
 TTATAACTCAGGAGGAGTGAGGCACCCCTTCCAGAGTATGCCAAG  
 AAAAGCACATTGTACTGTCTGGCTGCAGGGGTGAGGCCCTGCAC  
 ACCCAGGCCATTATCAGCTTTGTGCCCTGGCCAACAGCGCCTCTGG  
 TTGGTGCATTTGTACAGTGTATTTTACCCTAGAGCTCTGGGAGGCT  
 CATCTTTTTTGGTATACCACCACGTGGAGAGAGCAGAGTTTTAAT  
 AGTGTGGCTGC

#### **CXCL12 ECR-2. > hg19 chr10:44872457–44872993**

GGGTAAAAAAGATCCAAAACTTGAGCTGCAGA  
 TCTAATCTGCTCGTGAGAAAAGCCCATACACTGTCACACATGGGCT  
 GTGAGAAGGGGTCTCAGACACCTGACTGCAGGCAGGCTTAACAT  
 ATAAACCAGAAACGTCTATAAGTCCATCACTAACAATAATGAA  
 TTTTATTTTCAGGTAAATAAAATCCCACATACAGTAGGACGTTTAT  
 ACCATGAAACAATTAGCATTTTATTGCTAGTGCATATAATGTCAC  
 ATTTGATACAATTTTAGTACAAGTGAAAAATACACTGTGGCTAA  
 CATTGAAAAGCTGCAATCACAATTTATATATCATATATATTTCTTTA  
 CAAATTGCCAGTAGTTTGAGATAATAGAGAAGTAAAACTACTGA  
 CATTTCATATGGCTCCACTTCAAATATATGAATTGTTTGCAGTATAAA  
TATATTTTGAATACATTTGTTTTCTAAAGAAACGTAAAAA  
 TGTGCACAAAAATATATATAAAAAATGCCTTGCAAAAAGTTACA  
 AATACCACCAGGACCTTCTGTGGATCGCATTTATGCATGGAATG  
 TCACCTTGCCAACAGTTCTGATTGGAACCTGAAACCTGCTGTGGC  
 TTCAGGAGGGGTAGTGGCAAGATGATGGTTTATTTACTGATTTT  
 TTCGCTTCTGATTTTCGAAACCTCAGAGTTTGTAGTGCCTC CAT  
 GGACATACATAGGCT

As comparison, in mouse, the conserved and aligned putative FOX-binding sites (underlined and bolded) within the mouse sequences of *Rspo3* and *Cxcl12* ECRs corresponding to the human *RSPO3* and *CXCL12* ECRs are shown below:

#### **Rspo3 ECR-1. > mm10 chr10:29507907–29508615 (identity: 76.5%)**

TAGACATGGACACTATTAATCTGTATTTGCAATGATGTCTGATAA  
 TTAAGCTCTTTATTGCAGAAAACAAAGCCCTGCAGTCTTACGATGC  
 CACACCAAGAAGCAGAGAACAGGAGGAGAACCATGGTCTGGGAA  
 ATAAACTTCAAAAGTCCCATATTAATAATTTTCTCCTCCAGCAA  
 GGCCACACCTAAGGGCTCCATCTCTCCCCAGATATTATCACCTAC  
 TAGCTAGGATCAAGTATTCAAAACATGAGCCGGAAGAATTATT  
 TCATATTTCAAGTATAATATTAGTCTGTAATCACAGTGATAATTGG  
 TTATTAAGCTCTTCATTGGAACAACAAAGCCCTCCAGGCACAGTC  
 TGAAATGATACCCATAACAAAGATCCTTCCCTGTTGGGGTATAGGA  
 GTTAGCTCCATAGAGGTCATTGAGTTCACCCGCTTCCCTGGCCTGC  
 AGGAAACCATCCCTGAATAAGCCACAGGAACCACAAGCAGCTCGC  
 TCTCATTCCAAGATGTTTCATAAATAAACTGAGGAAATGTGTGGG  
 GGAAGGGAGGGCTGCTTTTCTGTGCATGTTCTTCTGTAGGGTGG  
 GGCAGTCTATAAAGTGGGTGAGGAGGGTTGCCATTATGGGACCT  
 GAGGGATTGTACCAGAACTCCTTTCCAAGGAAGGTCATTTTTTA  
 TGACAGGGGACTAGGGGTGGGGGAGTGTCT

#### **Rspo3 ECR-2. > mm10 chr10:29481015–29481541 (identity: 78.3%)**

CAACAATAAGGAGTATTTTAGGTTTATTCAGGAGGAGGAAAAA  
 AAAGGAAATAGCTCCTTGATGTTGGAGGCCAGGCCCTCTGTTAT

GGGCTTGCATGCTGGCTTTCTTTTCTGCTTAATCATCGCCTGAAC  
 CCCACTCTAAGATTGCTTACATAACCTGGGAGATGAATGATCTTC  
 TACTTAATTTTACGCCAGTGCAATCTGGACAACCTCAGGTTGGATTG  
 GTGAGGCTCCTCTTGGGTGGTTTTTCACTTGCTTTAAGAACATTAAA  
 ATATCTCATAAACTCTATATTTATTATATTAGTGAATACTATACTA  
 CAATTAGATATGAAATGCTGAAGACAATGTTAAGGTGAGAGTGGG  
 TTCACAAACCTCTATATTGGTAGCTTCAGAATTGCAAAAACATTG  
 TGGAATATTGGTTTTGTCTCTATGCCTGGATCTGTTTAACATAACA  
 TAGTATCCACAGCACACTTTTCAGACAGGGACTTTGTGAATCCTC  
 TAAACAACCATCATTTCTAAATG

#### **Cxcl12 ECR-1. > mm10 chr6:117160192–117160784**

(identity: 82.5%)

How the deposited data were processed for this re-analysis (not part of the article)

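Single cells of the distal jejunum of 4 mice were analysed, 2 controls and 2 EC-Foxc-DKO mice, all 18.5 h after I/R. Each mouse is 1 library and 1 replicate, and its genotype and replicate number were taken from the labels of the deposited samples. By Ddx3y and Xist, all 4 mice were male. The paper's other experiments, such as staining, qPCR and sorted cells, have no values here.

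The values that the authors deposited are UMI counts per gene and barcode, whole numbers that were not normalized, in 1 matrix per mouse with 32286 features and in 1 table that joins the 4 libraries with 18407 genes and 22679 barcodes. As the methods and the file headers say, the authors sequenced 10x Genomics 3′ libraries and made the counts with Cell Ranger on the mouse genome mm10, with the sequence of Cre added to the reference. Cell Ranger had already removed empty droplets, and no other filter on cells was seen in the files. The methods name version 2.1.0 of Cell Ranger and the headers version 4.0.0. The joined table differed from the matrices at 25368 values of 18 genes, and 51 barcodes occurred in 2 libraries, 24 of them among the kept cells of 1 library. No column of the table was left unused, and its features leave out 3.08% of all UMIs, most of them on Gm42418 (2.02%) and Igkc (0.273%). The counts of the matrices were used, and the table served to define the genes over which the mitochondrial share of a cell was taken.

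From these counts, cells were kept and clustered with the settings of the paper's methods. Cells with over 10% of their UMIs on the 13 mitochondrial genes were removed, genes with a mean count under 0.001 were removed, counts were log-normalized (natural log) to 10000 UMIs per cell, and highly variable genes were taken at mean values of 0.01 to 8 and a dispersion of at least 0.5. Genes were scaled, and 15 principal components, a graph of 15 nearest neighbors with shared-neighbor weights and Leiden clustering at a resolution of 0.5 followed, with seed 0 and no batch correction. A marker counted as detected in a cluster at 2 times its mean in the other cells and in at least 10% of the cells, a name needed at least 3 detected markers of Table 1, and a cluster whose 10 leading genes held more markers of another type stayed unnamed. Broad markers of each tissue served as a check of the names, and by them the cluster that the paper names Macrophage 1 held the neutrophil genes S100a8, S100a9, Csf3r and Cxcr2 among its 10 leading genes. The 4 unnamed clusters held 227, 219, 152 and 9 cells and were led by hemoglobin genes with Apol7c, by Cyp3a11 and Enpp3, by Ptgr1 and Efr3b, and by Slpi and Igfbp6. Since the names were rebuilt from markers, a difference from the study may lie in the names. Doublets were kept, because the methods state no removal. Scrublet's automatic threshold marked only 14 of the 5624 cells (0.249%), so that the 292 cells with the highest scores (5.19%), at 0.8% per 1000 barcodes, were removed as an alternative in its place.

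Counts were summed per mouse and cell type, and genotypes were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) after filterByExpr and TMM scaling. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a cell type, with a threshold of 0.05. Levels called TMM-normalized are per 1000000 UMIs of the genes that passed the filter, scaled by TMM, whereas all other levels in CPM are per 1000000 UMIs of all genes of the same mouse and cell type, without TMM. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A mouse with no cell of a type was left out of that fit, and a group of 1 mouse was then assumed to vary like the other group. The other cell types were tested where every mouse had at least 10 cells, which held for Bottom enterocytes, CD8+ T cells, Follicular B cells, Macrophage 2 and Plasma cells. The difference of the change between BECs and the pooled Fibroblasts and Telocytes/Trophocytes was tested as an interaction with the mouse as a covariate. Shares of cells are given with exact binomial intervals at 95%, and a share of 0 with the limit that 3 counts would give, both of which cover counting error only. To compare shares of cells with a UMI across depths, the share expected after drawing 1000 UMIs from each cell was computed, and shallower cells were left out. A value of the source data was traced to a cell where it equaled that cell's log-normalized value within 6e-06 and no other kept cell of the genotype did. Coordinates are those of the GENCODE annotation of GRCm38, the assembly that mm10 names.

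The rule for the genes named in the text, the cell type markers of Table 1 and of the subclusters, the tests and most alternatives were written before the data were examined. The rule takes every gene that the paper names for these data or whose product it measures in the intestine, the 10 genes with the lowest p in the source table of Fig 7A, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold in BECs whose mice do not overlap, and in other cell types the 2 such genes with the lowest adjusted p. Genes named outside the rule are said to be chosen after their values were seen. The gene lists used for tests in the closing section are those of CD8+ T cells, enterocytes, B cells and plasma cells from Table 1 and its check, and lists of stress genes, dividing cells, and distal and proximal enterocytes written from general knowledge.

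The fits were tested on simulated counts with the library sizes of the real mice and 200 changed genes. Gene means were pooled over the mice, and all genes of a cell type had its 1 common dispersion. Real genes differ in spread and single mice can stand apart, so that these shares can overstate what the fits recover in the data. In BECs edgeR recovered 0%, 71.5% and 82.5% of the genes changed by 1, 2 and 3 on the log2 scale, and DESeq2 recovered 1%, 49.0% and 75.0%. In crypt cells edgeR recovered 3.5%, 80.0% and 96.0%, in LECs 0%, 30.0% and 70.5%, in Plasma cells 6.5%, 73.0% and 89.0%, and for the interaction 0%, 0% and 23.0%. In these simulations edgeR called between 0 and 7 unchanged genes.

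Depth differed between the mice more than between the genotypes. The kept cells held 30503635 and 3936655 UMIs in control replicates 1 and 2 and 28472857 and 23151415 in EC-Foxc-DKO replicates 1 and 2, which come to 34440290 UMIs in control and 51624272 in EC-Foxc-DKO mice. The filter kept 21.8% and 9.69% of the control barcodes and 37.4% and 21.3% of the EC-Foxc-DKO barcodes. Control replicate 2 is thus the shallowest library, but it holds the most LECs, and EC-Foxc-DKO replicate 2 holds 0 LECs and 1 cell of Telocytes/Trophocytes.

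The alternatives of that kind were a mitochondrial limit of 20%, at least 500 UMIs and 200 genes per cell, a clustering resolution of 1.0, the removal of doublets, DESeq2's size factors within edgeR, no filter on low genes, DESeq2's Wald test, the replicate number as a block, each mouse left out in turn, the mean of log-normalized values over cells, and edgeR on cell numbers. Choices made after the data had been seen were the genes over which the mitochondrial share is taken, the shared-neighbor graph, the thresholds for a name, the rule for splitting the cluster of Telocytes/Trophocytes and Myocytes/Pericytes and for leaving a part of it unnamed, the resolution of 0.5 for the subclusters, and the substitute for Scrublet's threshold. The alternatives added for them were the mitochondrial share over all features, the unnamed part kept in its class, a resolution of 1.5 for the subclusters, and a crossed block.

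Erythroid cells and Macrophage 3 cells of Table 1 were not named here, since their genes led 1 cluster together. Foxc1 and Foxc2 in BECs and LECs and Rspo3 in Myocytes/Pericytes did not pass the filter on low genes and had no test apart from alternatives, with no filter for Foxc1 and for Rspo3 and a mitochondrial limit of 20% for Rspo3. Alignment and counting of reads were not repeated, MAST was not run, and a few genes are not reported here. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 with its Scrublet, and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.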

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

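In this part, the tests of a stress response, of the mix of cells in the Plasma cells cluster, of free immunoglobulin RNA, of mast cell protease genes in that cluster, of doublets among the LECs and of enterocyte RNA in a few stromal barcodes, the ratios of enterocyte markers to the control mean, and the alternative with the highest doublet scores removed, were chosen only after the results had been seen, whereas the test of enterocyte RNA in all libraries of EC-Foxc-DKO replicate 1 was set before its result was seen. The paper reports Rspo3 and Cxcl12 in some of the cells below, and each result here is a signal in other genes, on which the paper does not report.

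In LECs, edgeR called 17 of 873 genes, 12 of them lower in EC-Foxc-DKO and 5 higher, namely Jun, Clca3a1, Fos, Cldn5 and Lrg1, which except for Jun were chosen after their values were seen. At an unadjusted p under 0.05 there were 79 genes, and DESeq2 called 1, Ccl21a. Jun had 2 and 3 UMIs in control replicates 1 and 2 and 55 in EC-Foxc-DKO replicate 1, a log2 fold change of 4.45 (edgeR adjusted p = 2.6e-07, past the threshold in 4 of the 7 alternatives with a test, with a range of 1.7e-07 to 0.912). Mrc1 had 17, 32 and 0 UMIs in the same mice and was past the threshold in 4 of the 8 alternatives with a test (edgeR or DESeq2 adjusted p of 6.5e-05 to 0.912), and Fos had 0, 0 and 23. The EC-Foxc-DKO group consists of 4 cells of 1 mouse, with 29646, 4143, 2197 and 839 UMIs, and the first of them gave 54 of the 55 UMIs of Jun, all 23 of Fos, all 31 of Clca3a1 and 57 of the 59 of Cldn5. The first 2 cells, which hold 91.8% of these UMIs, are among the cells with the highest doublet scores, and their removal leaves 3036 UMIs. No gene passed at a mitochondrial limit of 20%, after removal of the cells with the highest doublet scores, or with no filter on low genes, and with DESeq2's size factors 6 genes passed, 3 higher and 3 lower. A stress response of the size in LECs, shared by all cells of EC-Foxc-DKO replicate 1, is argued against by a list of 24 immediate early and heat shock genes, all of which BECs express too. Its median log2 fold change was 2.25 over the 9 genes measured in LECs, also with Fos at its bound of 3 UMIs over the control group, but in the 8 other cell types its median log2 ratio of this mouse to the control mean ranged from -0.30 to 0.39, with a median of 0.2336, and lay above 0.5 in 0 of the 8 types and above 0 in 6. Doublets stay open. In the cell with the most UMIs, the markers of LECs stood at 20880 CPM against a median of 44378 CPM in control LECs, and of the markers of 19 other cell types of Table 1, those of BECs came nearest to the level of their own type in this mouse, at 10.03%, against 6.6% in control LECs. This leaves open a doublet of 2 LECs or one with a cell of few UMIs. A stress response of these LECs, or of the 1 cell alone, and an effect of the genotype also stay open and were not tested.

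In Telocytes/Trophocytes, edgeR called 13 of 1954 genes, 12 higher, such as Cdhr2, Clca4b, Slc39a14, Muc3, Cdhr5, Guca2b, Saa3 and H2-Aa, and Abi2 lower, and 83 genes had an unadjusted p under 0.05, while DESeq2 called 0 genes. Slc39a14 had 0 and 4 UMIs in control replicates 1 and 2 and 42 UMIs and 1 UMI in EC-Foxc-DKO replicates 1 and 2 (log2 fold change 2.84, edgeR adjusted p = 0.0116, past the threshold in 3 of 11 alternatives, with a range of 0.00902 to 1.00). Abi2 had 1 and 29 UMIs in the control mice and 10 and 0 in the EC-Foxc-DKO mice (log2 fold change -2.08, edgeR adjusted p = 0.0375, past the threshold in 2 of 10 alternatives, with a range of 0.0328 to 1.00). With any 1 of the 4 mice left out 0 genes passed, and so it was with no filter on low genes and at a mitochondrial limit of 20%. Without control replicate 2 or EC-Foxc-DKO replicate 1 only 155 and 149 genes were tested, in place of 1954, so that most genes had no test there. With DESeq2's size factors 14 genes passed, and at a clustering resolution of 1.0 only Cdhr2. Many of these genes are genes of enterocytes, and some, such as Clca4b and Guca2b, belong to the enterocyte markers of Table 1, which the study picked from these libraries. Of 28 such markers measured in Telocytes/Trophocytes, 23 were higher in EC-Foxc-DKO, with a median log2 fold change of 1.47, or of 1.02 with 2 genes at 0 UMIs in 1 group set to their bound of 3 UMIs over the group and 2 genes near 0 in both groups left out. That this comes from the single cell of EC-Foxc-DKO replicate 2 is argued against, since its markers stood at 3225 CPM against 10091 and 3361 CPM in the control mice, a log2 ratio to the control mean of -1.061, while EC-Foxc-DKO replicate 1 had 16408 CPM. Enterocyte RNA in all libraries of EC-Foxc-DKO replicate 1 stays open for the enterocyte genes, since the answer depends on the control mouse. Against control replicate 2, which with this mouse holds most cells of the type, the markers were higher in other cell types as well, with log2 ratios of 1.28 in BECs, 3.85 in Fibroblasts, 1.41 in CD8+ T cells, 1.43 in Follicular B cells and 1.90 in Plasma cells and of 0.11 in Macrophage 2 (median 1.419, with 5 of 6 types above 1). Control replicate 2 was the lower of the control mice in each of these types, with 1328 against 4759 CPM in BECs and 1386 against 6379 CPM in Follicular B cells. Against the mean of both control mice the log2 ratios ranged from -0.054 in Follicular B cells to 0.47 in Plasma cells, with 2.82 in Fibroblasts as the exception (median 0.18, with 1 of 6 types above 1). The log2 ratio in Telocytes/Trophocytes itself was 2.29 against control replicate 2 and 1.29 against the control mean, and RNA from enterocytes would leave the changes of Saa3, H2-Aa, Slc39a14 and Abi2 open, as is an effect of the genotype, which was not tested apart from it.

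In the Trophocytes subcluster, edgeR called 2 of 2679 genes, Saa3, with 0 UMIs in control replicate 2 and 98 and 2 UMIs in EC-Foxc-DKO replicates 1 and 2, and Cxcl14, with 21, 0 and 0 UMIs in the same mice (both edgeR adjusted p = 0.0477). At an unadjusted p under 0.05 there were 79 genes, and DESeq2 called 0. Saa3 was past the threshold in 3 of the 7 alternatives with a test (adjusted p of 0.00398 to 1.00) and Cxcl14 in 2 of 6 (adjusted p of 0.0362 to 1.00). In the unnamed subcluster, edgeR called 16 of 2047 genes, 15 higher and 1, Actg2, lower, with 141 genes at an unadjusted p under 0.05 and 0 genes called by DESeq2. H2-DMa had 0 UMIs in both control mice and 29 in EC-Foxc-DKO replicate 1, and Plbd1 had 0, 0 and 30 (edgeR adjusted p = 0.0122 for each, past the threshold in 1 of the 6 and 1 of the 7 alternatives with a test, with a range of 0.0122 to 1.00). With DESeq2's size factors 0 genes of the unnamed subcluster passed, whereas the same 2 genes of the Trophocytes subcluster did. Immune genes such as H2-DMa, H2-Eb1, Srgn and Ccl4 and epithelial genes such as Cldn7 and Krt20, chosen after their values were seen, are among the 16. Each subcluster has 3 mice, so that 1 group is a single mouse. At least 500 UMIs and 200 genes per cell left the fits of both subclusters unchanged. It is the only alternative in which H2-DMa and Plbd1 passed, so that this repeats the main fit. RNA from other cells was not tested in the subclusters. For enterocyte markers, the log2 ratio of EC-Foxc-DKO replicate 1 to control replicate 2 was 2.29 in the Telocytes/Trophocytes cluster that they come from and had a median of 1.419 in 6 other cell types, but this median was 0.18 against the control mean, so that RNA from enterocytes stays open for the epithelial genes, and the immune genes and an effect of the genotype stay open.

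In the Plasma cells cluster, edgeR called 18 of 2808 genes, 16 lower and 2, Ighg2b and Hist1h1b, higher in EC-Foxc-DKO, with 291 genes at an unadjusted p under 0.05 and 32 genes called by DESeq2. The TMM-normalized level of Igha fell from 175949 to 31205 CPM, a log2 fold change of -2.50 (SE 0.27), and that of Igkc from 513202 to 110244 CPM, a log2 fold change of -2.22 (SE 0.25). The edgeR adjusted p was 0.00363 for both, and both passed the threshold in all 12 alternatives, with the highest adjusted p at 0.0324 for Igha and 0.0421 for Igkc. Both EC-Foxc-DKO mice lay below both control mice for each gene. Immunoglobulin genes resemble one another, and how the counting split reads between them is uncertain. The number of genes called depended on the mice and was 266 without control replicate 1, 79 without control replicate 2, 51 without EC-Foxc-DKO replicate 1 and 72 without EC-Foxc-DKO replicate 2, and it was 7 after removal of the cells with the highest doublet scores. A few genes taking most of the UMIs is argued against as the whole cause for these 18 genes. A smaller share of Igkc would raise the other genes, whereas 16 of the 18 were lower, and DESeq2's size factors also gave 18 genes. With no filter on low genes 46 genes were higher and 47 lower, so that the argument does not reach beyond the 18. Free immunoglobulin RNA that differs between the libraries is argued against as well, because Igkc fell in 1 of 5 other cell types and its log2 fold changes were 6.83 in Macrophage 2, 4.90 in crypt cells, 4.36 in CD8+ T cells, 1.43 in Bottom enterocytes and -0.20 in Follicular B cells (median 4.365). The mast cell protease genes Mcpt1 and Mcpt2 are among the 10 leading genes of the cluster, but their 494 and 396 UMIs lie in 1 cell of EC-Foxc-DKO replicate 2. This cell is argued against as the source of the fall of Igha and Igkc, which without EC-Foxc-DKO replicate 2 had log2 fold changes of -2.84 and -2.130 and were past the threshold. Its part in the other genes, and other cells of another type, were not tested. Another mix of antibody-secreting and dividing cells and a change of expression within plasma cells cannot be told apart. The B cell list stood 1.659 above the plasma list (Jchain, Mzb1 and Xbp1), but its own median was -0.38, with 1 of 8 genes higher, whereas a list of dividing cells had a median of 1.31, with 6 of 7 genes higher, and the plasma list had -2.04, with 0 of 3 genes higher. Jchain, Xbp1 and Hist1h1b of these lists are among the 18 genes themselves, which is what keeps the mix open, and the dividing list shares Birc5, Ube2c and Pclaf with the crypt cell markers and Top2a with the plasma cell markers that the study picked from these libraries. An effect of the genotype stays open, and no test separates it from the mix.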

How the results depend on the processing

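The mitochondrial share over all features, the removal of the highest doublet scores, a resolution of 1.5 for the subclusters, the unnamed part kept in its class and the crossed block were tests chosen only after results had been seen. Genes that are named here behind a count were chosen after their values were seen.

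Cxcl12 stayed lower in BECs, and Rspo3 stayed lower in Telocytes/Trophocytes (-1.21 to -0.18 under 12 alternatives). In the Trophocytes subcluster Rspo3 ranged from -7.01 to -0.38 under 11, with -0.79 without EC-Foxc-DKO replicate 2. The -7.01 is the value without EC-Foxc-DKO replicate 1, where that group is 1 cell with 7442 UMIs and no Rspo3 UMI. Neither its size nor its direction can be read. Cxcl12 stayed higher in Telocytes/Trophocytes (0.021 to 1.16 under 14). None of these changes passed the threshold in an alternative with a test. Rspo3 in the unnamed subcluster ranged from -0.59 to 0.33 and kept its direction in 3 of 7 alternatives. The 0.33 comes from a clustering resolution of 1.0, where the unnamed parts hold other cells as well. Among the comparisons and the counts of called genes, 231 values under the alternatives chosen beforehand kept their direction and their side of the threshold, 4 gained significance, 8 reversed and 89 moved, most of them counts. Among the values of single named genes, 285 kept both, 34 lost and 25 gained significance, 9 reversed and 2 moved. Under the added alternatives, 61 values of comparisons and counts kept both, 12 moved and 1 reversed. Of single genes, 55 values kept both and 8 lost significance. Not all changes of sign are among the values counted as reversed. At least 500 UMIs and 200 genes per cell left the fits of BECs, LECs, crypt cells, all stromal groups and the interaction unchanged. A clustering resolution of 1.0 left those of BECs, LECs, Fibroblasts and crypt cells unchanged. There these settings repeat the main values and are no separate evidence. Rspo3 in Myocytes/Pericytes, in CPM, kept its direction in 8 of 9 alternatives. So did the shares of BECs, crypt cells, Fibroblasts and Telocytes/Trophocytes, each in 8 of 9.

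With DESeq2's Wald test, Rspo3 in the unnamed subcluster reversed to 0.092. DESeq2 called 2 genes in BECs (Ccl5 and Gzma), 1 in LECs (Ccl21a), 4 in crypt cells (Zg16, Sectm1b, Agr2 and Ly6g), 8 in Bottom enterocytes, 1 in CD8+ T cells (Ifng), 32 in Plasma cells and 0 in Telocytes/Trophocytes and in both subclusters. With DESeq2's size factors in edgeR, LECs had 6 genes and the unnamed subcluster 0. In LECs this moved the split from 5 higher and 12 lower to 3 and 3, and in the Trophocytes subcluster it moved the median of all genes from -0.10 to -0.20, the only shift above 0.1. With at least 500 UMIs and 200 genes per cell, 1 cell type in place of 2 had shares without overlap. At a clustering resolution of 1.0, Rspo3 in the unnamed subcluster reversed to 0.33, and 1 gene passed in Telocytes/Trophocytes (Cdhr2) and 0 in both subclusters. At that resolution the unnamed parts are 37 cells with Adamdec1 and 11 cells led by Slpi and Krt19. Their values are thus not for the same cells as in the main fit. With the mean of log-normalized values over cells, Rspo3 in the unnamed subcluster reversed to 0.036 on the natural-log scale. The cause was not tested for any of these settings.

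At a mitochondrial limit of 20%, Rspo3 in LECs reversed to 0.063, 5 cell types had shares without overlap, and the genes called were 0 in LECs and Telocytes/Trophocytes, 1 (Saa3) and 0 in the Trophocytes and unnamed subclusters and 11 in Plasma cells. At this limit the unnamed parts are 13 cells led by Msln and Slpi and 8 cells led by Apoa4 and Apob. The cells with Adamdec1 and Ccl11 carry a name there. The 0 thus does not bear on the unnamed subcluster of 42 cells. The share of Myocytes/Pericytes at this limit fell by 1.44 percentage points in place of 0.72. With the highest doublet scores removed, Rspo3 in LECs reversed to 1.03 and its average level rose to 398 CPM, which rests on 2 Rspo3 UMIs in 2 EC-Foxc-DKO LECs with 3036 UMIs, 1 cell type had shares without overlap, and 0 genes were called in LECs and 7 in Plasma cells. With the mitochondrial share over all features, 6 genes were called in Telocytes/Trophocytes, 0 and 8 in the Trophocytes and unnamed subclusters, and 1 for the interaction (Ccl2). With a resolution of 1.5 for the subclusters, 0 genes were called in Trophocytes, and with the unnamed part kept in its class, 1 (Cdhr2) in Telocytes/Trophocytes. These settings change which cells enter, and beyond that the cause was not tested.

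With no filter on low genes, more genes are tested (13293 in place of 3484 in BECs) and the spread is estimated from them as well. Rspo3 in the unnamed subcluster reversed to 0.085, and Adamts1 in BECs passed the threshold (log2 fold change 2.61, edgeR adjusted p = 3.2e-07, with a range of 3.2e-07 to 1.00 over the alternatives). The genes called were 57 in BECs, 50 in Fibroblasts, 16 in the pooled stromal cells, 106 in crypt cells, 159 in Bottom enterocytes, 23 in CD8+ T cells, 47 in Macrophage 2, 93 in Plasma cells, 4 in Follicular B cells (Zfp990, Zfp979, 4930597A21Rik and Tpm3-rs7), 3 in Myocytes/Pericytes (Grem1, Chrm2 and Ptn) and 2 for the interaction (Hba-a1 and Ccl2), but 0 in LECs, Telocytes/Trophocytes and both subclusters. Of the 9 crypt genes, 3 passed over the list alone (Lgr5, Olfm4 and Smoc2). Which part of this comes from the genes added and which from the spread was not tested.

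The replicate numbers do not pair the mice, since neither the paper nor the labels say what a number shares and the deviations of mice with the same number had correlations across genes of -0.44 in the pooled stromal cells, -0.32 in crypt cells, -0.23 in Macrophage 2, -0.12 in Bottom enterocytes and -0.091 to 0.017 in 7 other groups. With the replicate number as a block, Adamts1 passed in BECs (log2 fold change 2.34, edgeR adjusted p = 0.000713, over a range of 3.2e-07 to 1.00), and the genes called were 13 in BECs, 0 in Telocytes/Trophocytes, 4 in Myocytes/Pericytes (AW011738, Rrad, Gm42418 and Malat1), 27 in Bottom enterocytes, 3 in CD8+ T cells (Igkc, Ifng and Gm42418), 1 in Follicular B cells (Tpm3-rs7) and 30 in Plasma cells. Among single genes, Hspb1, Apold1, Ccl5 and Gzma in BECs and Fabp6 in Bottom enterocytes passed the threshold with the block as well, and Slc39a14 and Abi2 in Telocytes/Trophocytes did not. The block changed no other call, it cannot change the interaction, which has the mouse as a covariate, and on cell numbers its lowest adjusted p was 0.974. With the numbers crossed, 7 genes were called in crypt cells, 181 in Bottom enterocytes and 0 in Macrophage 2 and the pooled stromal cells.

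With each mouse left out in turn, counts and directions often rested on 1 mouse, and a lone mouse is then assumed to vary like the other group. The spread in such a fit comes from 2 mice alone, so that the genes called in it are weak evidence. In BECs 5 genes (Spp1, Arg1, Lyz2, Ccl9 and Ccl6, without control replicate 2) to 32 (without EC-Foxc-DKO replicate 1) were called. Adamts1 ranged from 1.22, without EC-Foxc-DKO replicate 2, to 3.33, without EC-Foxc-DKO replicate 1, and it passed the threshold there and without control replicate 1. Fmo2 in BECs ranged from -1.24 to 0.32, without control replicate 2. Cxcl12 ranged from -0.052, without EC-Foxc-DKO replicate 2, to 0.79 in Fibroblasts and from -0.22, without control replicate 1, to 1.42 in the pooled stromal cells, where it was -0.10 without EC-Foxc-DKO replicate 1. Of the crypt genes, Lgr5 ranged from -4.25 to 1.19, Olfm4 from -3.45 to 1.24, Axin2 from -1.69 to 0.80, Sox9 from -1.36 to 0.19, Cd24a from -0.99 to 0.39, Ascl2 from -1.41 to 1.56 and Aldh1b1 from -1.17 to 0.011. The positive values are those without control replicate 2, except for Aldh1b1, which was positive without EC-Foxc-DKO replicate 2, and Ascl2, which was 0.37 without that mouse as well. From 3 (without control replicate 2) to 9 of the 9 genes were lower, and over the list alone 0 to 4 passed, the 4 being Lgr5, Olfm4, Axin2 and Smoc2 without control replicate 1.

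The genes called ranged from 0, without control replicate 1 or 2, to 1248, without EC-Foxc-DKO replicate 1, in Bottom enterocytes, from 3 (Chil1, Tpm3-rs7 and Retnla, without EC-Foxc-DKO replicate 2) to 440 (without control replicate 1) in Macrophage 2, from 51 to 266 (without control replicate 1) in Plasma cells, from 12 to 72 (without EC-Foxc-DKO replicate 1) in CD8+ T cells and from 0 to 16 (without EC-Foxc-DKO replicate 1) in Follicular B cells. They ranged from 3 (S100a6, Apoa1 and Rbp2, without control replicate 1) to 17 (without control replicate 2) in crypt cells, from 0, without control replicate 2, to 48, without control replicate 1, in Fibroblasts, from 0, without EC-Foxc-DKO replicate 1, to 33, without control replicate 2, in the pooled stromal cells, from 0, without EC-Foxc-DKO replicate 1, to 15, without control replicate 1, in Myocytes/Pericytes, and from 1 (Hba-a1, without EC-Foxc-DKO replicate 2) to 14 (without control replicate 2) for the interaction. In Telocytes/Trophocytes 0 genes were called without any 1 mouse. Only 155 genes were tested in that cluster without control replicate 2 and 149 without EC-Foxc-DKO replicate 1, in place of 1954. Why the counts move with the mice was not tested.

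The other of the 2 ways to define cells and clusters, from the authors' own labels, was not run, since no such labels were used here. Foxc1 and Foxc2 in BECs and LECs and Rspo3 in Myocytes/Pericytes do not pass the filter on low genes. With no filter Foxc1 and Rspo3 were tested there (edgeR adjusted p of 0.912 to 0.986), as was Rspo3 at a mitochondrial limit of 20% (adjusted p = 0.962), and none passed the threshold, while Foxc2 had 0 UMIs in the kept cells. With 3 mice, as in LECs and the subclusters, leaving out 1 mouse leaves 1 per group or an empty group and hence no test, and the block could not be fitted. Removal of the highest doublet scores left no Telocytes/Trophocytes test. Depth is low in the LECs, of which EC-Foxc-DKO mice hold 36825 UMIs, and the 1 Telocytes/Trophocytes cell of EC-Foxc-DKO replicate 2 leaves its group near a single mouse.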

Differences from the paper's values

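No test in this part was chosen after the results were seen, apart from a resolution of 1.5 for the subclusters, the removal of the highest doublet scores and the mitochondrial share over all features. For Middle Enterocytes the paper's share of all cells is about 15% in Fig EV5A, read by eye. Here 5.71% of the kept cells had that name, with the names rebuilt from markers. A further cluster of 219 cells, led by Cyp3a11 and Enpp3, had 10 detected markers of Middle Enterocytes. It stayed unnamed because its 10 leading genes held more markers of another type. Part of the difference can lie in this rule. Of the alternatives set before the data were examined, at least 500 UMIs and 200 genes per cell gave 9.72%, which differs from the paper's share by less than the SD between the 4 mice (9.38 percentage points), whereas a mitochondrial limit of 20% gave 7.95%, a clustering resolution of 1.0 gave 3.86%, and leaving out 1 mouse in turn gave 3.21% to 6.98%, all of which differ by more than the SD between mice and by over 1.5 times. Removal of the highest doublet scores, chosen after seeing the values, gave 10.9%, within 1.5 times of the paper's share, and the mitochondrial share over all features, also chosen afterwards, gave 5.67%.

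In BECs the paper reports many genes that differ between the genotypes, among them Adamts1 and Cxcl12, from a test on single cells. Across mice edgeR called 0 of 3484 genes, with 96 at an unadjusted p under 0.05 and 2 genes called by DESeq2. The directions of Adamts1 and Cxcl12 are the paper's. Adamts1 was called with no filter on low genes (edgeR adjusted p = 3.2e-07) and with the replicate number as a block (adjusted p = 0.000713), over a range of 3.2e-07 to 1.00. Fits without 1 mouse are left aside here, since 1 group is then a single mouse. No setting called Cxcl12 in BECs, with a lowest edgeR adjusted p of 0.611 in a range to 1.00.

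The paper divides Telocytes/Trophocytes into Trophocytes, stromal cells low in Pdgfra and without Cd81, and Telocytes. Here 2 parts were found and 1 of them was named, as Trophocytes. At a mitochondrial limit of 20%, 60 cells were named Trophocytes and 52 were named for the stromal cells low in Pdgfra, with Bmp5, a marker of telocytes, and Cd79a, a marker of B cells, also among their 10 leading genes. At a resolution of 1.5, which was chosen after seeing the values, 23 cells were named Trophocytes and 29 were named for the stromal cells low in Pdgfra. The 29 cells were led by the muscle genes Tagln, Acta2 and Myh11, so that their name is uncertain. No setting that was run gave a part with the name Telocytes.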

Other observations

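In this part, the test of a difference that all cell types share was chosen only after its result was seen, and the tests of RNA from CD8+ T cells and of position along the intestine were set before theirs were. Ccl5, Gzma and Fabp6 and the genes of their lists were chosen after the values of the first 3 were seen.

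The 59 genes of the source table of Fig 7A that were tested in BECs had a median log2 fold change, signed by the table's direction, of 0.85 in BECs, as the table was made from these cells. In 7 other cell types their signed medians ranged from -0.082 to 0.21, with a mean of 0.061, against -0.065 to 0.061 for the middle 95% of 10000 random lists matched on expression. This is the 97.53 percentile, with 2 standard errors of 0.31, too near the upper edge of that range to decide. The shared part is small beside the change in BECs, but the latter is raised by the choice of genes from the same cells, so that for these genes a change of BECs alone and a change with a part that all cell types share cannot be told apart. A biological difference between the genotypes in BECs stays open.

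Ccl5 and Gzma had the lowest p in BECs. Ccl5 had 1 UMI in each control mouse and 72 and 177 UMIs in EC-Foxc-DKO replicates 1 and 2, a log2 fold change of 7.07 (SE 1.24), and Gzma had 1, 0, 56 and 78 UMIs, a log2 fold change of 6.8 (SE 1.2). Over the summed UMIs of each genotype, the ratio of EC-Foxc-DKO to control was 84.8 for Ccl5 (exact 95% CI 23.2 to 704) and 91.3 for Gzma (exact 95% CI 16.1 to 3633), intervals that cover counting error only. The edgeR adjusted p was 0.378 for both, and each passed the threshold in some of the 12 alternatives, among them DESeq2, while the adjusted p reached 1.00 in others. In fits that leave 1 mouse in a group, the log2 fold changes of Ccl5 and Gzma were 7.34 and 9.57 without control replicate 1. They were 7.88 and 7.52 without EC-Foxc-DKO replicate 1 and 4.86 and 5.38 without EC-Foxc-DKO replicate 2. A candidate explanation is RNA of CD8+ T cells in the BEC barcodes. Of the other 8 genes of the CD8+ T cell markers of Table 1, which the study picked from these libraries, 7 were higher in EC-Foxc-DKO BECs, with a median log2 fold change of 5.391, or of 1.99 with the 5 genes at 0 UMIs in controls, Cd7, Cd3g, Nkg7, Gzmb and Cd3e, at their bound of 3 UMIs over the group. AW112010, which had 22 and 82 UMIs in control BECs and is thus expressed there, did not rise (log2 fold change -0.021). In EC-Foxc-DKO replicate 1, Ccl5 and Gzma in BECs reached 0.610% and 0.521% of their level in CD8+ T cells and the other genes without AW112010 reached 0.810%, and in EC-Foxc-DKO replicate 2 these were 4.82%, 2.65% and 3.77%, against at most 0.0376% in control mice. Whether this RNA is free or comes from cells joined to BECs was not tested, and expression of these genes by EC-Foxc-DKO BECs themselves stays open.

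In Bottom enterocytes, Fabp6 had 1.26 and 2.05 CPM in control replicates 1 and 2 and 27.3 and 283 CPM in EC-Foxc-DKO replicates 1 and 2, a log2 fold change of 6.90 (SE 1.29, edgeR adjusted p = 0.999). It passed the threshold in some of the 13 alternatives, such as DESeq2 (adjusted p = 0.0268), while the adjusted p reached 1.00 in others. Its log2 fold change was 7.80 without EC-Foxc-DKO replicate 1 and 4.30 without EC-Foxc-DKO replicate 2, fits that leave 1 mouse in a group. It is among the 10 leading genes of this cluster. Fabp6 is a gene of the ileum, so that a candidate explanation is tissue taken at another position along the small intestine. The other genes of a list of distal enterocytes were all higher, Slc10a2 by 1.84, Slc51a by 0.21 and Slc51b by 0.42 on the log2 scale (median 0.4247), and the proximal list had a median of -0.43, with 1 of 5 genes higher, Gata4 at 0.15, and Lct at -0.010, Onecut2 at -0.43, Adh6a at -0.65 and Dnase1 at -0.51. Both lists were written from general knowledge, and Bottom enterocytes of all 4 mice had UMIs of each of these genes, except Slc10a2 in control replicate 2. The shift lies mainly in EC-Foxc-DKO replicate 2, since Slc51a, Slc51b, Lct and Gata4 of EC-Foxc-DKO replicate 1 lie between the 2 control mice. An effect of the genotype on Fabp6 stays open.

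Of the 10 genes with the lowest p in the source table of Fig 7A, the TMM-normalized level of Apold1 in BECs rose from 93.1 to 331 CPM (log2 fold change 1.70), and it passed the threshold with no filter on low genes (edgeR adjusted p = 0.0153, in a range to 1.00). That of Hspb1 rose from 874 to 2287 CPM (log2 fold change 1.36), with an edgeR adjusted p of 0.00536 under the same setting, in a range to 1.00. The log2 fold changes were -1.26 for Nbl1, -0.99 for Rbp7, -0.95 for Cyp26b1, which was -1.61 without EC-Foxc-DKO replicate 1, -0.95 for Sparcl1, -0.92 for Txnip and -0.71 for Fmo2, which was 0.32 without control replicate 2. With 1 mouse left out in turn, Rbp7 ranged from -1.69 to -0.048. Kdr (0.15, SE 0.28), Flt4 (-0.55, SE 0.52), Ackr3 (-0.41, SE 0.37) and Ccnd1 (0.77, SE 0.37) did not pass the threshold in BECs. Nor did Flt4 (-0.23, SE 0.51) and Kdr (-0.24, SE 0.52) in LECs and Ccnd1 (0.28, SE 0.24) in crypt cells.

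Rspo1 had 1 and 36 UMIs in the kept cells of control replicates 1 and 2 and 43 and 0 UMIs in those of EC-Foxc-DKO replicates 1 and 2, of which 30 and 42 came from 3 and 6 cells of the unnamed cluster with Slpi and Igfbp6. Rspo2 had 3 UMIs in control replicate 2 and 4 in EC-Foxc-DKO replicate 1, all in Telocytes/Trophocytes. Wnt2 had 1 and 12 UMIs in the control mice and 2 in EC-Foxc-DKO replicate 1, all in LECs. Il6 had 5, 4, 17 and 45 UMIs over all kept cells of control replicates 1 and 2 and EC-Foxc-DKO replicates 1 and 2, of which 5, 1, 11 and 43 came from Macrophage 2. TMM-normalized Tnf in CD8+ T cells fell from 97.7 to 27.8 CPM (log2 fold change -1.69, SE 0.34, edgeR adjusted p = 1.00), with both EC-Foxc-DKO mice below both control mice, and in Macrophage 2 its log2 fold change was -0.066. Cxcr4 changed by 0.012 (SE 0.38) in Follicular B cells, 0.75 (SE 0.74) in Macrophage 2 and -0.23 in Plasma cells, and Ptgs2 by 0.12 (SE 0.71) in Macrophage 2, on the log2 scale.

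Of the 4 unnamed clusters, the one led by hemoglobin genes and Apol7c held 4.08% and 4.27% of the cells of control replicates 1 and 2 and 5.06% and 1.3% of those of EC-Foxc-DKO replicates 1 and 2. The one led by Cyp3a11 and Enpp3 held 9.40%, 0.855%, 2.77% and 0.370% of the same mice, and the one led by Ptgr1 and Efr3b held 5.74%, 5.13%, 1.64% and 0.555%. The one led by Slpi and Igfbp6 held 0.855% of control replicate 2 and 0.219% of EC-Foxc-DKO replicate 1 and no cell of the other mice.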
